# FOXC2 and WT1 regulate transcriptional reprogramming during the podocyte response to injury

**DOI:** 10.1172/jci.insight.190175

**Published:** 2026-06-08

**Authors:** Sandrine Ettou, Anya Greenberg, Sangyoon Lee, Arjun Rajesh, Liang Sun, Nahid Tabibzadeh, Haruka Oishi, Ran Konoe, Phillip J. McCown, Sean Eddy, Victoria Driscoll, Tomoya Miyoshi, Ken Hiratsuka, Jason Lam, R. Sathish Srinivasan, Youngsook L. Jung, Biju Isaac, Mingwei Sun, Mary E. Taglienti, Keith Keller, Hong Chen, Matthias Kretzler, Astrid Weins, Ryuji Morizane, Shira Rockowitz, Valerie A. Schumacher, Dongwon Lee, Jordan A. Kreidberg

**Keywords:** Genetics, Nephrology, Molecular biology, Transcription

## Abstract

Transcriptional reprogramming has an important role in kidney glomerular disease. Using in vivo murine models of podocyte injury, we studied the roles of the FOXC2 and WT1 transcription factors (TFs) in podocyte injury. Podocytes are a crucial cell type of glomeruli, the filtration units of each nephron. Podocyte injury is often the incipient event leading to chronic kidney disease. It is well established that the TFs FOXC2 and WT1 are required in podocytes to maintain the glomerular filtration barrier. Their role in the response to injury is less well understood. Here, we tested the hypothesis that FOXC2 and WT1 act together to mediate transcriptional reprogramming in response to podocyte injury. Similarly to that of WT1, genome-wide FOXC2 binding to target genes is dynamic during the course of injury, initially increasing, but late in injury there is a dramatic decrease in FOXC2 expression and in its binding to target genes. Podocyte-specific inactivation of *FoxC2* or *Wt1* in adult mice limits the transcriptional response to injury. Correlating FOXC2 and WT1 ChIP-seq analyses demonstrated that they co-bind many genes expressed in podocytes. Thus, reprogramming the transcriptome involves dynamic changes in the binding of FOXC2 and WT1 to their target genes during a reparative injury response.

## Abstract 2

Chronic kidney disease most often results from injury to podocytes, a key cell type of the glomerulus, which is the filtering unit of each nephron. We have studied how podocytes respond to injury by regulating gene expression.

## Introduction

The glomerular filtration barrier (GFB) keeps plasma proteins such as albumin, as well as cells such as red blood cells, leukocytes, and platelets, in the circulation. Breakdown of the GFB, as occurs in several forms of severe kidney disease, results in proteinuria, i.e., the loss of albumin and other plasma proteins in the urine, and consequently edema due to decreased plasma oncotic pressure. This clinical condition is referred to as the nephrotic syndrome, which can be life-threatening and requires dialysis and/or kidney transplantation if recalcitrant to other treatments. Podocytes are terminally differentiated cells. As such, they are unable to proliferate in response to podocyte loss in order to repair a compromised GFB. Therefore, podocyte loss often results in devastating glomerular diseases such as focal segmental glomerulosclerosis (FSGS) (1, 2). However, podocytes also have a limited capacity to respond to damage and restore the GFB. We recently demonstrated that murine podocytes respond to injury through transcriptional reprogramming. During the response to adriamycin-mediated (ADR-mediated) injury, a transient increase in WT1 upregulates expression of target genes encoding podocyte proteins important to maintaining the GFB, such as *Nphs1*, *Nphs2*, and *Synpo*, encoding nephrin, podocin, and synaptopodin, respectively, among many others (3). In metazoan organisms, transcription factors (TFs) act in a combinatorial fashion, thereby allowing a limited number of TFs to confer complex patterns of lineage-specific and temporally regulated gene expression (4, 5). Less well understood is how the combinatorial action of TFs mediates transcriptional reprogramming in response to injury. Our previous study found Forkhead domain, MAFB, LMX1B, TEAD, and TCF21 motifs frequently adjacent to WT1-bound sites (3), raising the question of whether changes in their combinatorial binding play an important role in the response to injury and preservation of the GFB.

FOXC2 is a Forkhead family TF known to regulate gene expression in podocytes (6, 7). WT1 and FOXC2 are also crucial for podocyte differentiation (8, 9). Here, we examined how FOXC2 and WT1 act interdependently, mediating transcriptional reprogramming during podocyte injury. We demonstrate that FOXC2 maintains baseline gene expression in murine podocytes. Moreover, both FOXC2 and WT1 are essential for the response to injury. ChIP-seq analysis identified FOXC2 target genes in normal and injured podocytes, demonstrating the extent to which WT1 and FOXC2 share a common set of target genes. This study constitutes a first step in determining how dynamic combinatorial TF binding in podocytes affects transcriptional reprogramming during the response to injury.

## Results

### FoxC2 expression and target gene binding increase in response to injury.

We first investigated dynamic changes in FOXC2 expression and target gene binding during the response to ADR-mediated podocyte injury, a murine model for FSGS (10–12). Our previous study demonstrated that ADR treatment causes a transient increased expression of WT1 and many of its target genes in glomeruli (3). Using the prototypical ADR-sensitive BALB/c strain (13), we found that *FoxC2* mRNA similarly increased in glomeruli after treatment with ADR (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.190175DS1). ADR treatment of *Nphs2-Cre/mTmG* mice (breeding and timeline in Figure 1, A and B), used to obtain purified podocytes by FACS, also produced a several-fold increase in *FoxC2* (Figure 1C). (Being less sensitive to ADR than the prototypical ADR-sensitive BALB/c strain, they require a higher dose and second treatment with ADR at day 7 [D7]). Two predicted Forkhead sites are among three WT1-bound sites near the *Nphs2* transcriptional start site (TSS), and one predicted Forkhead site is present at the most 5′ of three WT1-bound sites near the *Synpo* TSS (3). Direct ChIP-qPCR demonstrated dynamic FOXC2 binding at these sites during the course of injury, with maximal binding at several sites correlating with the peak levels of *FoxC2* mRNA (Supplemental Figure 1, C and D, and results for BALB/c in Supplemental Figure 1E). Late in injury, FOXC2 binding fell well below the baseline level observed in control mice. WT1 and FOXC2 were colocalized in podocytes (Figure 1D), and immunofluorescent (IF) staining for both was more intense in response to ADR (Figure 1D, and quantification in Supplemental Figure 2A). However, by D14 after ADR, FOXC2 protein fell well below baseline levels. Human kidney organoids were used as an additional model to study the response to injury, to add human relevance (timeline in Figure 1E) (3). As in ADR-treated mice, there was a transient increase in the *FoxC2* mRNA level (Figure 1F). Treatment of organoids with 1 μM ADR led to a transient increase of FOXC2 protein as detected by quantitative IF analysis at D4, whereas 10 μM ADR led to decreased intensity of FOXC2, greatly diminished at D7 (Figure 1G, and quantification in Supplemental Figure 2). Control organoids treated with PBS showed no change in FOXC2 over the same time course (Supplemental Figure 2B, and quantification in Supplemental Figure 2C).

### FOXC2 is required to maintain podocyte-specific gene expression and in the podocyte response to injury.

We tested the requirement of FOXC2 to maintain and amplify gene expression by expressing a podocyte-specific doxycycline-inducible *FoxC2* shRNA in control and ADR-treated adult mice (*FoxC2* shRNA/*Nphs1-rtTA* mice are henceforth referred to as *shFoxC2/rtTA+* mice; breeding, genotyping, and timeline in Figure 2, A, B, and D). IF staining for FOXC2 confirmed its loss in podocytes (Figure 2C). Baseline expression of *FoxC2* itself as well as *Synpo* and *Nphs2* was significantly reduced in *shFoxC2/rtTA+* mice (Figure 2E). *FoxC2* knockdown significantly diminished the typical increase in *FoxC2*, *Nphs2*, and *Synpo* mRNAs in response to ADR (Figure 2E). At the later time point after ADR, *FoxC2*, *Nphs2*, and *Synpo* levels were greatly decreased in knockdown versus control mice. The initial increase of *FoxC2* in ADR-treated knockdown mice suggests that *FoxC2* shRNA did not achieve a complete knockdown. Nevertheless, direct ChIP-qPCR demonstrated reduced FOXC2 binding at *Nphs2* and *Synpo* (Figure 2F), which was most pronounced after ADR treatment. Determining whether loss of FOXC2 resulted in proteinuria required that we use a higher dose of doxycycline and homozygosing the *Foxc2* shRNA transgene (Figure 2, G and H). *shFoxC2/shFoxC2/rtTA+* mice developed low levels of proteinuria (Figure 2I), demonstrating that the GFB is compromised in these mice. To further support this finding, the pattern of nephrin, a crucial component of the GFB, was quantified using the scale shown in Supplemental Figure 3. IF staining revealed abnormal localization of nephrin (Figure 2J). Furthermore, periodic acid–Schiff staining revealed pathological changes consistent with a compromised GFB, including protein casts and albumin reabsorption droplets (Figure 2K). Treatment of *shFoxC2/shFoxC2/rtTA+* mice with ADR resulted in high levels of proteinuria, greatly reduced localization of nephrin (Figure 2, I and J), and, by D12, decreased numbers of podocytes (Supplemental Figure 3) and histological evidence of glomerular collapse (Figure 2K). The pathological findings are summarized in Supplemental Table 1.

In addition, we tested the requirement for FOXC2 using a second model of podocyte injury. “Nephrotoxic serum” (NTS) was formulated by immunization of sheep with an extract of rat glomeruli and has been widely used to induce a transient proteinuria that is manifest 24 hours after intravascular infusion and completely resolves within the next 24–48 hours (14). Using a lower dose of NTS that induced very mild proteinuria in control *shFoxC2/shFoxC2/rtTA–* mice, we observed high levels of proteinuria in *shFoxC2/shFoxC2/rtTA+* mice 24 hours after infusion (Supplemental Figure 4, A and B). Normal sheep serum (NSS) used as a control did not elicit proteinuria. We followed these mice until D28, and observed that in contrast to control *shFoxC2/shFoxC2/rtTA–* mice, proteinuria persisted in *shFoxC2/shFoxC2/rtTA+* mice. While the level of proteinuria at D28 did not significantly differ between NSS- and NTS-treated *shFoxC2/shFoxC2/rtTA+* mice, the pathology was dramatically worse. In the former, many glomeruli showed a segmental hyalinosis; the latter exhibited many glomeruli with global hyalinosis or glomerulosclerosis (Supplemental Figure 4, B–E).

### WT1 is required for the podocyte response to injury.

WT1 is required to maintain normal podocyte gene expression (3, 15). Using adult *Wt1^fl/fl^/Nphs2-CreERT2* mice, we performed an inducible podocyte-specific knockout of *Wt1* (referred to as *Wt1* conditional knockout [*Wt1-*CKO] herein), to test the requirement for WT1 in the response to injury (breeding and genotyping in Supplemental Figure 5, A and B). Moderate levels of proteinuria developed 10–14 days after gene inactivation, providing an experimental window (Supplemental Figure 5C). ADR-treated *Wt1-*CKO mice rapidly developed proteinuria, far exceeding that of either knockout of *Wt1* or ADR alone (Supplemental Figure 5C). Additionally, in *Wt1*-CKO mice, mRNA levels of *Wt1* itself, and *Synpo*, a WT1 target gene (3, 15, 16), not only failed to show the transient increase demonstrated in our previous study, but fell far more precipitously than in control mice (Supplemental Figure 5, D and E).

### Dynamic FOXC2 binding at genes required to maintain the GFB.

Previous studies demonstrated that FOXC2 binds many genes in normal podocytes (17). 

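FOXC2 binding was profiled by ChIP-seq in podocytes of mice injured with adriamycin (ADR), a podocyte toxin, and of control mice given PBS. The mice carried the mTmG reporter, which labels podocyte membranes green so that FACS can collect the cells. ADR was given at 18 mg/kg on days 0 and 7, and podocytes were sorted on day 9. Each condition had 3 samples. The authors trimmed the reads of each sample, aligned them to GRCm38, called narrow peaks with the nf-core/chipseq pipeline and pooled all samples of a condition. The deposited data used here are 2 pooled peak lists, 1 for PBS and 1 for ADR. Each peak carries a position, a summit, a score, the authors' fold enrichment over the local control and the −log10 of the caller's p and q. The caller's version and threshold are not named in the paper's text, and the read depth behind each list is unknown.

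A pooled list has no replicates, so no value below has a replicate error and the conditions were not tested against each other. The 95% Wilson intervals on shares of peaks cover counting error only. The fold is the authors' own value for a peak and is relative to the control of its own list. A peak was counted for a gene when it lay within 10 kb of the TSS, the distance given in the study's methods, with the TSS taken from GENCODE M21. Peaks of the lists that shared at least 1 bp were counted as called in both. Gene lists were set beside 10000 random lists of genes matched on their number of peaks, and the percentile among these describes a list and is not a p-value.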

In order to gain a more comprehensive understanding of the role of FOXC2 in glomerular disease, we produced FOXC2 ChIP-seq datasets that included a model of podocyte injury. As *FoxC2* expression is not restricted to podocytes, we performed ChIP on FACS-sorted podocytes. Adult *Nphs2-Cre/mTmG* mice were treated with ADR or PBS (control) at D0 and D7, and podocytes were sorted by FACS at D9; these are the same mouse strain and time points studied in our WT1 ChIP-seq analysis (breeding and timeline in Figure 3, A and B) (3). D9 after the initial ADR treatment was selected as the time point when FOXC2 binding was maximal at several target sites in *Nphs2* and *Synpo* (Figure 1). Importantly, despite the low levels of detection of FOXC2 binding by direct ChIP-qPCR (and in contrast to WT1 [ref. 3]), FOXC2 ChIP-seq studies were not possible at D14 after ADR treatment, as statistically significant genome-wide binding was essentially absent, suggesting that greatly decreased FOXC2 activity may be a major determinant of irreversible podocyte injury in human kidney disease.

The many studies on podocyte biology, including studies on inherited forms of glomerular disease, have identified a group of genes encoding proteins crucial for maintaining the GFB. Our previous study identified many of these as WT1 target genes (3). Furthermore, a recent study identified a set of 48 genes characteristically expressed in podocytes (18), which we also identified as WT1 target genes (3). Analysis of our RNA-seq dataset obtained from FACS-sorted podocytes demonstrated that 70% of these genes had increased expression during the response to ADR injury (34/48; Figure 3C), 9 of which had greater than 50% increase (*P* < 0.05). Compared with all WT1 and FOXC2 target genes with increased expression (excluding the 48), the subset had a significantly higher proportion of upregulated genes (48% vs. 88%; *P* = 1.88 × 10^–8^) (Supplemental Figure 6A). In addition, FOXC2 ChIP on FACS-sorted podocytes after ADR injury had increased peak intensity at 45/48 (Figure 3, C and D) and an increased number of peaks at 35/48 of these genes (Figure 3, C and E). 

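Of the 48 podocyte genes, taken from an earlier single-cell study, 21 had more FOXC2 peaks in the ADR list than in the PBS list, 9 had fewer and 18 had the same number. Together they had 140 peaks in the PBS list and 175 in the ADR list. *Clic3*, which encodes a chloride intracellular channel protein, and *Pth1r*, which encodes the parathyroid hormone receptor, each had 2 PBS peaks and 8 ADR peaks. *Podxl*, which encodes the podocyte sialomucin podocalyxin, had 3 PBS peaks and 7 ADR peaks. *Tcf21*, a TF of podocyte differentiation, had 1 PBS peak and 5 ADR peaks, and *Tmem150c* had 0 and 4. These 5 genes had the largest increases of the 48 in number of peaks, and *Nes*, with 9 and 4, the largest decrease.

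The mean log2 fold of a gene's called peaks was higher in the ADR list at 35 of the 48 genes and lower at 12, with a gene without peaks set to 0. The remaining gene, *Arhgap24*, had no peak within 10 kb of the start of its gene record in either list, and other annotated starts lie farther into the gene. The median difference, ADR minus PBS, was 0.41 on the log2 scale. Signal outside called peaks is not in the lists. The study's methods define peak intensity as log2 normalized read counts, which the lists do not hold. Its peak numbers per gene equal those here more often within 50 kb (18 PBS and 22 ADR values) than within 10 kb (3 and 2). Within 50 kb, 30 of the 48 genes had more ADR peaks and 11 had fewer. The mean log2 fold was higher there at 40 and lower at 7.

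**Figure D1:**
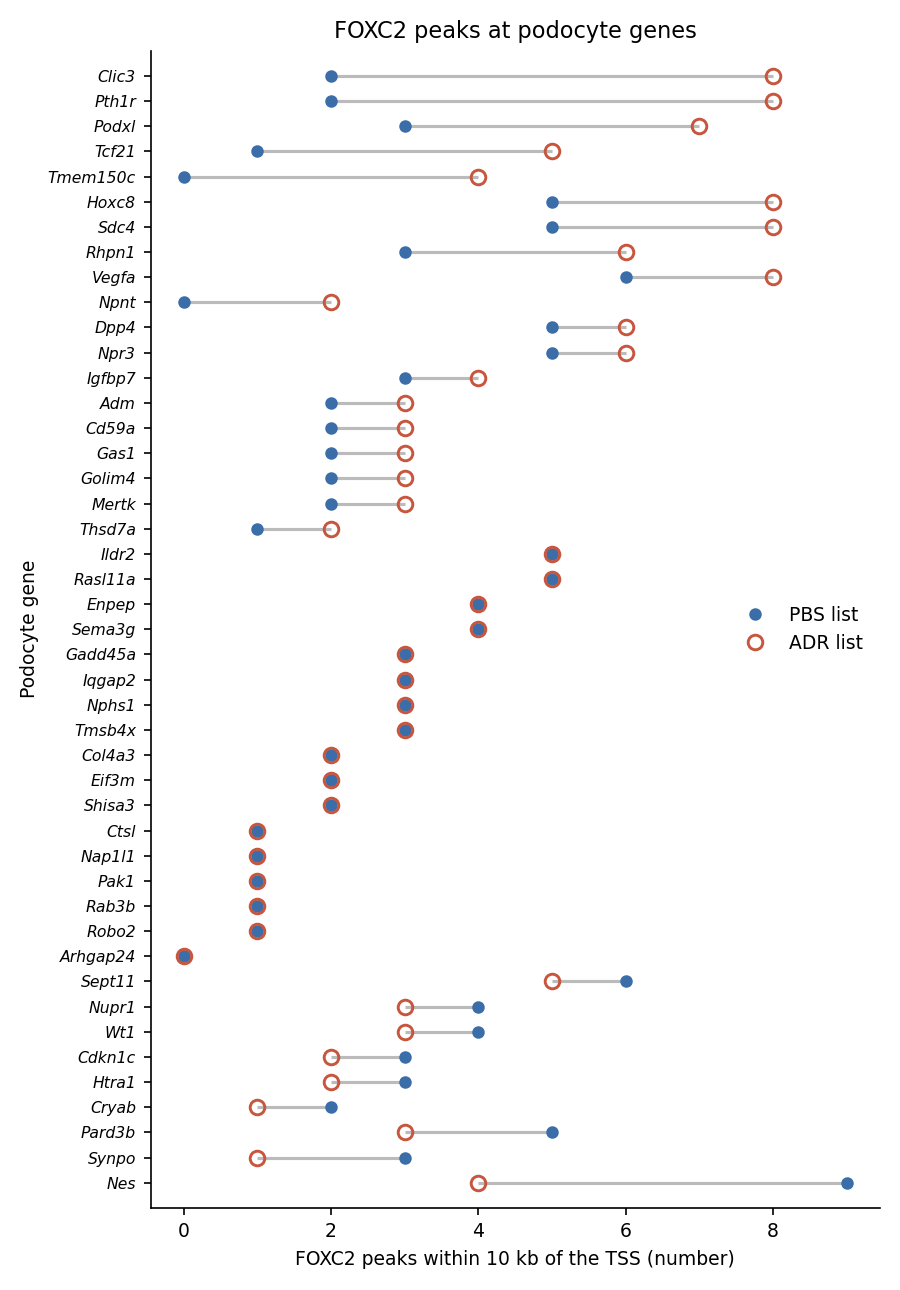
Number of FOXC2 peaks within 10 kb of the TSS of genes from the list of 48 podocyte genes in the PBS list (filled) and the ADR list (open), 1 pooled list per condition. *Clic3* and *Pth1r* lie at the top with 2 PBS and 8 ADR peaks, and *Nes* at the bottom with 9 and 4.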

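The 48 podocyte genes had a mean of 0.729 more FOXC2 peaks per gene in the ADR list than in the PBS list (counting interval 0.00445 to 1.45). This mean was 1.52 within 50 kb. Within 5 kb it was 0.396, with a counting interval, −0.222 to 1.01, that includes 0. Of 13432 other protein-coding genes with a peak in either list, 17.5% had more ADR peaks and 30.4% had fewer, with a mean difference of −0.186. Random lists were matched to the 47 podocyte genes with a peak in either list, whose mean difference was 0.745. They had a mean difference of −0.288, with 95% of them between −0.681 and 0.106, and the podocyte genes lay at percentile 100.0. Markers of proximal tubule cells lay at percentile 99.99 and endothelial markers at 1.65, also outside the central 95%. The mean log2 fold was higher in the ADR list at 33 of the 45 podocyte genes with a peak in both lists, and at 51.0% of 11596 other such genes.

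A list of 41 genes of inherited glomerular disease and the slit diaphragm, which shares genes with the 48, had 118 PBS peaks and 114 ADR peaks. Of these genes 8 had more ADR peaks, 12 had fewer, and the list lay at percentile 77.1. Within 50 kb it had 335 and 342 peaks, with more at 19 genes and fewer at 15, and lay at percentile 98.7. Within 10 kb it lay at 99.4 among lists matched on PBS peaks alone, at 53.7 with a −log10 q of at least 5 and at 58.2 in lists of 20000 peaks each. *Plce1*, which encodes a phospholipase mutated in nephrotic syndrome, had 3 PBS peaks and 7 ADR peaks, and *Crb2*, a polarity gene of the slit diaphragm, had 2 and 5. *Lama5*, a laminin chain of the glomerular basement membrane, had 11 PBS peaks and 5 ADR peaks, and *Tns2*, which encodes tensin-2, had 6 and 3. These examples were chosen after their values were seen.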

Compared with all FOXC2 target genes (excluding the 48), the subset had significantly increased peak intensity (*P* = 3.40 × 10^–12^) and an increased number of peaks (*P* = 1.45 × 10^–3^) (Supplemental Figure 6, B and D). We analyzed our previous results with WT1 in a similar fashion. Compared with all WT1 target genes (excluding the 48), the subset showed significantly increased peak intensity (*P* = 2.00 × 10^–4^) but not a significantly increased number of peaks (*P* = 0.889) (Figure 3, C–E, and Supplemental Figure 6, B and D) (to facilitate comparisons, data from our previous study [ref. 3] are incorporated into Figure 3 and Supplemental Figure 7). Direct comparison of FOXC2 and WT1 binding demonstrated on average greater increases in FOXC2 than WT1 peak intensity (*P* = 5.75 × 10^–5^) (Figure 3F and Supplemental Figure 6C) and peak numbers upon injury (*P* = 1.89 × 10^–3^) (Figure 3G and Supplemental Figure 6E). 

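*Synpo*, which encodes the actin-associated protein synaptopodin, has its annotated TSS at 60660142 on chromosome 18 of GRCm38, with 3 PBS peaks and 1 ADR peak within 10 kb. Its strongest peaks lie farther into the gene, at the promoter of a shorter transcript. The PBS peak there, 60609067 to 60610562, had a fold of 50.4, and the ADR peak, 60609119 to 60610600, a fold of 37.6. Both overlap the study's first *Synpo* amplicon. The highest fold in the ADR list was 49.1, below the 50.4 of this PBS peak. The lower ADR fold here thus cannot be told apart from a different range of folds. At the third amplicon, in an intron at 60619106 to 60619291, the folds were 18.1 and 23.0. A peak upstream of *Synpo*, 60666907 to 60667296, was called in the PBS list only, with a fold of 16.1.

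*Nphs1*, which encodes nephrin, has its TSS at 30458315 on chromosome 7 and had 3 peaks in each list. At the site just inside the gene, the PBS peak, 30459394 to 30459778, had a fold of 13.4 and the ADR peak, 30459151 to 30459823, a fold of 34.5. The window of *Nphs1* also holds the TSS of *Kirrel2*. The second amplicon of *Synpo* had no exact match in the genome and is not analysed here.

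**Figure D2:**
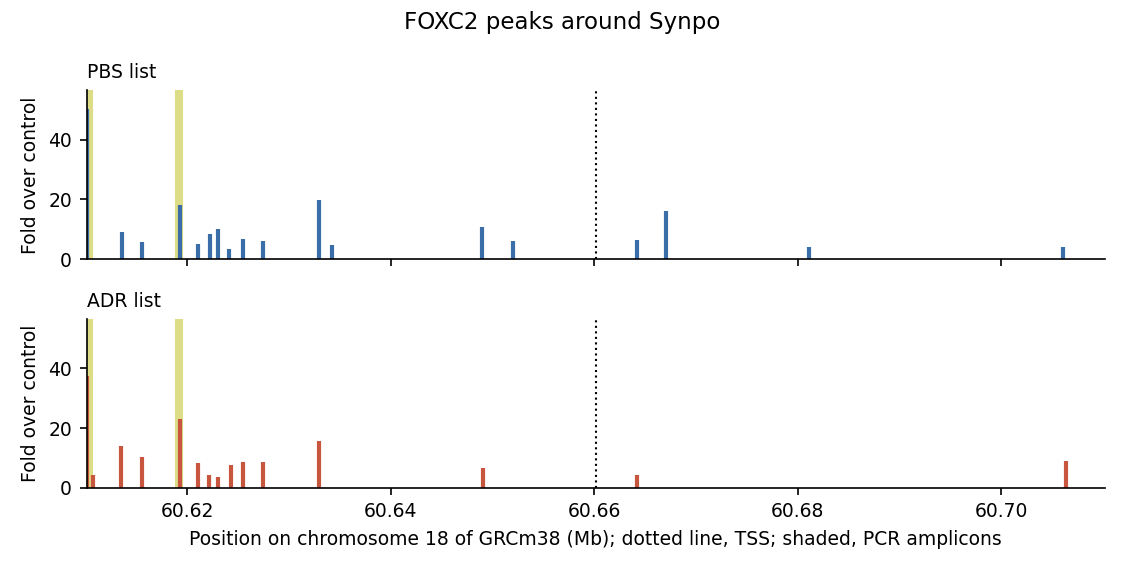
FOXC2 peak summits within 50 kb of the *Synpo* TSS on chromosome 18, with the authors' fold as height, in the PBS list (top) and the ADR list (bottom). The tallest peak of each list, at the promoter of the shorter transcript, has a fold of 50.4 for PBS and 37.6 for ADR.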

The Integrative Genomics Viewer (IGV; https://igv.org) plots for these 48 genes, and additionally those for *FoxC2* and *Lmx1b*, are provided in Supplemental Figure 7. Sixty-five percent of peaks are bound by both FOXC2 and WT1 across these genes. (The raw data for Figure 3, C–G, are provided in Supplemental Data File 1.) These IGV plots also demonstrate increased peak intensity at one or more FOXC2 or WT1 binding sites as well as the acquisition of novel FOXC2 and/or WT1 binding sites during injury, at most of these genes. 

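Within 10 kb of the 48 podocyte genes, 59 of 170 different ADR peaks overlapped no PBS peak, and 26 genes had at least 1 such peak. In the whole ADR list 32.3% of peaks overlapped no PBS peak, a similar share. The 59 ADR-only peaks had a median fold of 5.14, against 11.8 for the ADR peaks that overlapped a PBS peak. At *Podxl*, the 4 ADR-only peaks had folds of 3.60 to 5.28. At *Tcf21*, an ADR-only peak from 22819888 to 22820371 on chromosome 10 covers the TSS with a fold of 5.69. The strongest ADR-only peak at the 48 genes lies near *Clic3*, from 25448121 to 25448884 on chromosome 2, with a fold of 17.7. All 4 ADR peaks at *Tmem150c* were ADR only, the strongest from 100158663 to 100158974 on chromosome 5 with a fold of 9.52. A *Tcf21* site called in both lists lies far upstream, beyond 10 kb, from 22868231 to 22868961 in the ADR list. It had folds of 9.88 for PBS and 33.9 for ADR. Within 10 kb, the mean log2 fold of *Tcf21* was 3.30 over 1 PBS peak and 2.70 over 5 ADR peaks.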

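Of 137 different PBS peaks within 10 kb of the 48 podocyte genes, 18 overlapped no ADR peak, at 13 of the genes. In the whole PBS list 33.1% of peaks overlapped no ADR peak, a larger share than at the 48 genes. At *Nes*, which encodes the intermediate filament protein nestin, 3 of the PBS peaks overlapped no ADR peak. Its difference in number of peaks was 0 with peaks of fold 5 or more, and also 0 with a −log10 q of at least 5, so it rests on weak calls. At an intronic site of *Nes* the ADR list has 1 peak, from 87972089 to 87973122 on chromosome 3 with a fold of 32.7, in place of 2 PBS peaks with folds of 10.8 and 4.67. *Pard3b*, a polarity gene, had 5 PBS peaks and 3 ADR peaks. The strongest *Pard3b* peak lies in an intron, from 61641800 to 61642466 on chromosome 1 in the ADR list, with folds of 19.2 for PBS and 40.5 for ADR. *Nupr1*, a stress-induced chromatin protein gene, had 4 PBS peaks and 3 ADR peaks, and *Cdkn1c*, which encodes the cell cycle inhibitor p57, had 3 and 2.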

Loss of peaks or decreased peak intensity is much less frequently observed. Overall, these analyses demonstrate that FOXC2 and WT1 are integrally involved in regulating podocyte-specific gene expression and the response to injury, which may represent an attempt to repair the GFB.

### Interdependent coordinate target gene binding by FOXC2 and WT1.

Our results thus far strongly suggest that WT1 and FOXC2 coordinately regulate transcription in podocytes. Using the *Wt1*-conditional-knockout mouse (Figure 4, A–C) and the *FoxC2*-knockdown mouse (Figure 4, D–F), we demonstrated by direct ChIP-qPCR that FOXC2 and WT1 were mutually dependent on each other for binding to their target sites on *Nphs2* (Figure 4, B and E) and *Synpo* (Figure 4, C and F). Knockdown of *FoxC2* or *Wt1* in immortalized podocytes demonstrated a similar mutual dependence for binding to the *Nphs2-1* and *Synpo1-1* sites (Supplemental Figure 8, A–D). Furthermore, similarly to in vivo results, knockdown of *Wt1* or *FoxC2* in immortalized podocytes reduced expression of *Nphs2* and *Synpo* (Supplemental Figure 8, E and F).

### Genome-wide analysis of FOXC2 binding after injury.

The genome-wide analysis of FOXC2 binding serves to emphasize the dynamic nature of TF binding. Over 38,000 peaks were called as significant over input for PBS (*n* = 38,882) and ADR (*n* = 38,331) conditions, representing FOXC2-bound sites in the genome (Supplemental Figure 9A). 

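FOXC2 peaks lay within 10 kb of the TSS of 12880 protein-coding genes in the PBS list and of 12240 in the ADR list, of 21911 annotated. The PBS list holds 41075 peaks that cover 16.1 Mb, and the ADR list 40067 peaks that cover 16.8 Mb. Peaks had a median width of 322 bp (quartiles 233 and 476) in the PBS list and 350 bp (256 and 514) in the ADR list. The median fold was 6.53 (quartiles 4.92 and 10.1) for PBS and 7.42 (5.28 and 12.6) for ADR. A fold of at least 20 was reached by 3096 PBS peaks and 4492 ADR peaks. The highest fold was 80.6 in the PBS list and 49.1 in the ADR list. The smallest −log10 q was 1.34 in the PBS list and 1.35 in the ADR list.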

Half were present in both conditions, 25% present only in PBS, and 25% present only in ADR. 

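Merging both lists gave 53255 intervals, of which 26703 held peaks of both conditions (50.1%, 95% interval 49.7 to 50.6). PBS peaks alone made up 13597 intervals (25.5%) and ADR peaks alone 12955 (24.3%). When ADR peaks were placed at random on their chromosomes 100 times, they overlapped a mean of 1.37% of PBS peaks. Weak peaks were less often called in both lists. Of the fifth of PBS peaks with the lowest folds, 40.8% overlapped an ADR peak, and of the fifth with the highest folds, 95.8% did. For ADR peaks these shares were 52.0% and 88.2%. The median fold was 4.98 among PBS-only peaks and 5.96 among ADR-only peaks, and 621 of the former and 2314 of the latter had a fold of at least 10.

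The strongest ADR-only peak near a coding TSS lies upstream of *Ren1*, the renin gene, from 133344220 to 133344897 on chromosome 1, with a fold of 42.1. Those that followed lay near *Tef*, a circadian TF gene (fold 36.5), *Smarca2*, which encodes a chromatin remodeling ATPase (fold 35.0), and *BC048507* (fold 33.2). Strong PBS-only peaks lay near *Zfp36l2*, which encodes an mRNA decay factor (fold 27.7), *Cgn*, which encodes the tight junction protein cingulin (fold 26.9), and *Itga5*, which encodes integrin alpha 5 (fold 24.3).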

A more stringent comparison was made by directly comparing ChIP-seq signals in PBS with those in ADR (Supplemental Figure 9A, pie charts). About 75% of sites bound in both conditions did not show a significant change. In the remaining 25%, many more had increased than decreased intensity in ADR. Among peaks bound only in PBS, one-third had decreased binding or became unbound in ADR (Supplemental Figure 9A). Conversely, among peaks bound only in ADR, about two-thirds had increased binding.

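The WT1 consensus was found within 100 bp of the summit in 28.6% of PBS peaks and 29.0% of ADR peaks. In flanking windows of the same length, 1 kb to each side, it was found in 5.94% and 5.50%. Among the 1000 peaks with the highest folds, the WT1 share was 65.0% in the PBS list and 45.2% in the ADR list. The KLF consensus had shares of 19.3% and 18.6%, against 9.11% and 8.31% of flanking windows. For TEAD, the DNA-binding partners of YAP and TAZ, the shares were 7.73% and 9.25%, against 3.30% and 3.32% in the flanks. The forkhead consensus RYAAAYA was found in 19.5% of PBS peaks and 25.1% of ADR peaks, below the 27.4% and 28.5% of their flanking windows. The LMX1B consensus was found in 1.52% of PBS peaks and 3.52% of ADR peaks, with 2.90% and 3.17% in the flanks. The forkhead and LMX1B strings are rich in A and T, while the peaks had a median GC content of 55.2% in the PBS list and 54.2% in the ADR list. Only exact matches were counted.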

Motif enrichment analysis identified WT1, FOXC2, LMX1B, TEAD3, and KLF6 among the most enriched motifs found near FOXC2 binding sites (Supplemental Figure 9B). 

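Forkhead and LMX1B matches were more frequent at FOXC2 peaks called only after ADR than at peaks called only with PBS. The forkhead consensus was found in 36.7% of ADR-only peaks and 20.4% of PBS-only peaks, a difference of 16.3 percentage points (95% interval 15.2 to 17.3). LMX1B, a homeodomain TF of podocytes, had its consensus in 6.89% of ADR-only and 1.26% of PBS-only peaks, a difference of 5.63 points (5.15 to 6.10). The TEAD share was 10.8% against 6.83%, a difference of 3.96 points (3.28 to 4.64). The share of the WT1 consensus was 20.1% and 20.0%, and it was 33.2% among ADR peaks that overlapped a PBS peak. The KLF consensus was found in 10.4% of ADR-only and 13.3% of PBS-only peaks. CTCF, a factor of chromatin loops, had 0.556% and 2.44%. Flanking windows of ADR-only and PBS-only peaks differed less, with 30.5% and 27.1% for forkhead and 3.49% and 2.79% for LMX1B.

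Counting only matches within 50 bp of the summit, the differences were 10.7 points for forkhead and 3.19 for LMX1B. Drawing both sets to the same GC content, a comparison added after the data were seen, left 9.81 points for forkhead and 0.0745 for KLF, from −2.83.

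**Figure D3:**
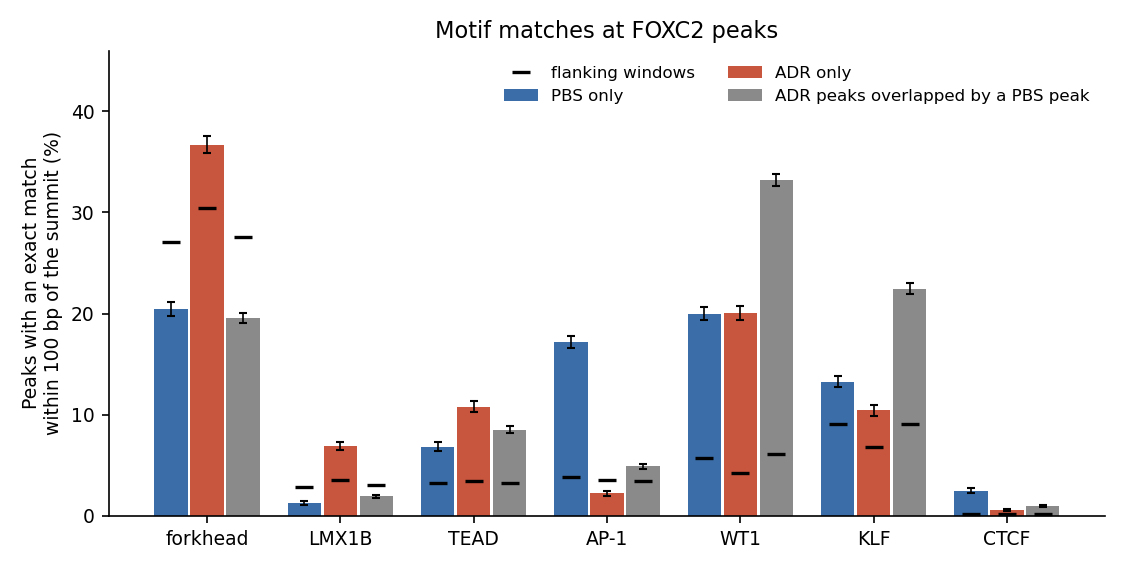
Share of FOXC2 peaks with an exact match to each consensus within 100 bp of the summit (bars, with 95% Wilson intervals) and share of flanking windows (black marks), for PBS-only peaks, ADR-only peaks and ADR peaks overlapped by a PBS peak. Forkhead reaches 36.7% in ADR-only peaks, and AP-1 17.2% in PBS-only peaks.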

In a more stringent analysis, looking at only sites with increased FOXC2 binding after injury, LMX1B and TEAD motifs were among the most prominent (Supplemental Figure 10A, left). LMX1B is a crucial TF for podocyte function (19, 20) previously demonstrated to act with FOXC2 to regulate *Nphs2* (21). TEAD is another important podocyte TF associated with YAP and TAZ transcriptional effectors (22–26). Gene Ontology (GO) analyses showed increased FOXC2 binding peaks in genes known to regulate kidney-related and cytoskeletal assembly pathways (Supplemental Figure 10B). This enrichment suggests that increased FOXC2 binding may be involved in regulating genes most crucial for podocytes and their response to injury. In contrast, FOXC2 binding decreased at sites near FOS/JUN motifs that are commonly found at the TSS of many genes (Supplemental Figure 10A, right) and in genes regulating pathways related to filamentous actin assembly (Supplemental Figure 10B), suggesting that these sites are less likely to regulate genes with specific roles in podocytes during injury. 

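Of the genes that the study lists under terms for increased FOXC2 binding, the 33 genes of glomerulus development had 95 PBS peaks and 105 ADR peaks within 10 kb, with more ADR peaks at 11 and fewer at 7. The 28 genes of cell differentiation in kidney development had 84 and 91, and the 8 slit diaphragm genes had 22 and 25. Of 31 genes listed for the cortical actin cytoskeleton, the 30 that could be matched had 79 PBS peaks and 72 ADR peaks. All 157 genes of the increased terms, which also cover peripheral myelination, clathrin-coated pits and SMAD binding, had 411 and 410 peaks, with more in the ADR list at 40 genes and fewer at 41. Within 50 kb, the largest distance in the study's term analysis, these genes had 1162 PBS peaks and 1217 ADR peaks, with more at 73 and fewer at 48. Glomerulus development genes had 260 and 291 there, with more at 19 and fewer at 10. The study chose these terms from differential binding in the same samples, so their direction is not independent evidence. The read-level signal behind the study's comparison is not in the lists. From the enrichment of these terms, the paper proposes that the added FOXC2 binding may take part in regulating the genes podocytes depend on most when injured.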

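The AP-1 consensus TGASTCA, bound by FOS and JUN dimers, was found in 17.2% of PBS-only FOXC2 peaks and in 2.20% of ADR-only peaks. The flanking windows held it in 3.87% and 3.55%. The share was 5.46% among PBS peaks that overlapped an ADR peak. Among PBS-only peaks it was 8.91% at promoters and 18.9% elsewhere. The difference, ADR-only minus PBS-only, was −15.0 points, and −8.59 when only matches within 50 bp of the summit were counted.

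A list of 31 genes of the actin cytoskeleton and focal adhesions had 107 PBS peaks and 89 ADR peaks, with fewer ADR peaks at 14 genes, more at 5, and percentile 8.89 among random lists. The percentile was 0.695 within 50 kb, 2.42 with peaks of a −log10 q of at least 5 and 67.9 among lists matched on PBS peaks alone. The mean log2 fold was higher in the ADR list at 19 of these genes and lower at 12. *Cnn2*, which encodes calponin 2, had 7 PBS peaks and 3 ADR peaks, and *Flna* (filamin A) and *Myh9* (nonmuscle myosin IIA) each had 4 and 1. *Actn4*, an actin crosslinker mutated in familial FSGS, had 6 PBS peaks and 8 ADR peaks. The genes of the AP-1 proteins themselves had 50 PBS and 39 ADR peaks over 13 genes, at percentile 8.09, at 1.08 in lists of 20000 peaks each and at 51.1 among lists matched on PBS peaks alone. *Fos* had 3 and 4, *Jun* 4 and 4, and *Fosl2* 5 and 3. The named members were chosen after their values were seen. Under the study's term for actin filament bundles, 20 of 32 genes had fewer ADR peaks and 2 had more, with 89 PBS and 56 ADR peaks. The study drew that term from these samples, so it is not independent evidence.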

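Introns held 38.4% of PBS peak summits and 41.5% of ADR peak summits. Promoters, from 1 kb upstream to 100 bp downstream of a TSS, held 31.8% and 29.5%. Intergenic regions held 20.8% and 20.0%. Of random positions in the genome, 38.0% lay in introns, 3.65% in promoters and 51.6% in intergenic regions. Promoter summits include those at *Podxl*, where the TSS peak had a fold of 14.7 in the PBS list and 21.8 in the ADR list.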

Most FOXC2 binding was intronic, intergenic, or TSS proximal (Supplemental Figure 10C). Most differential binding sites were intronic or intergenic (Supplemental Figure 10D), consistent with general findings that lineage-specific regulation occurs primarily at enhancers rather than promoters (5).

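Peaks found in 1 condition lay away from promoters more often than peaks called in both. Introns held 55.6% of ADR-only summits (95% interval 54.7 to 56.4) and 45.1% of PBS-only summits (44.3 to 46.0), against 34.8% of ADR peaks that overlapped a PBS peak. Intergenic regions held 25.0% of ADR-only and 27.3% of PBS-only summits, against 17.6%. Promoters held 9.61% of ADR-only summits (9.11 to 10.1) and 17.5% of PBS-only summits (16.9 to 18.1), against 39.1%. Intronic ADR-only peaks include one in *Magi2*, a slit diaphragm scaffold gene, from 19232129 to 19232835 on chromosome 5, with a fold of 12.9. These classes rest on calls in 1 list and not on a test of signal between conditions. Peaks called in 1 list were also weaker, and positions were not compared at equal fold. Of sites called in both lists with at least 1.4 times lower fold in ADR, 38.3% lay in promoters and 32.8% in introns. With at least 1.4 times higher fold in ADR, these shares were 25.3% and 44.8%.

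**Figure D4:**
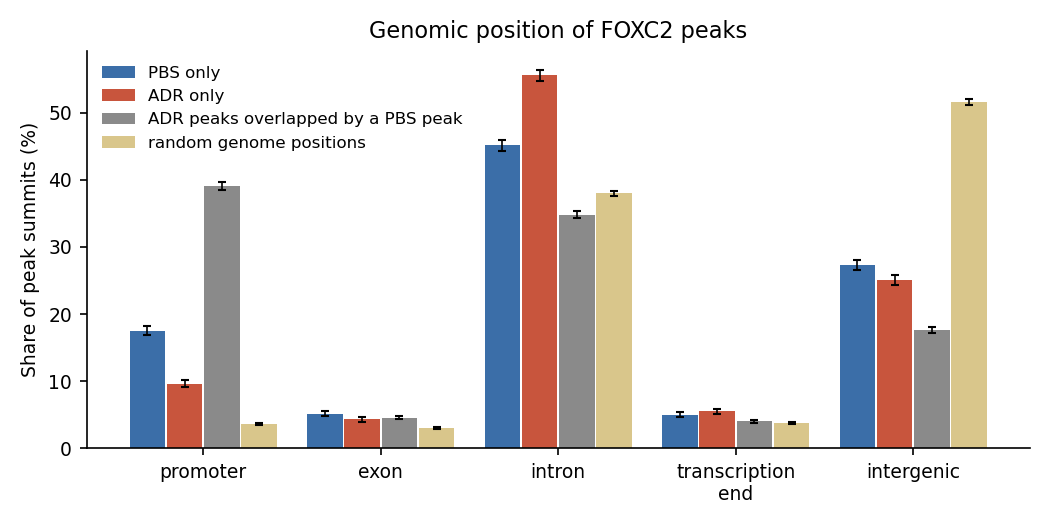
Share of peak summits by genomic position for PBS-only peaks, ADR-only peaks and ADR peaks overlapped by a PBS peak, with random genome positions for comparison and 95% Wilson intervals. ADR-only summits lie in introns in 55.6% and in promoters in 9.61%.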

### Correlation of FOXC2 binding with RNA-seq.

The correlation of genome-wide ChIP-seq and RNA-seq datasets demonstrates an important concept in TF biology: within a particular cell lineage, a single TF may be a component of both an activating and a repressive complex. Furthermore, it suggests an important role for FOXC2 in regulating genome-wide expression. Eighty percent of genes that were upregulated after ADR injury were found to be FOXC2 target genes (*P* = 9.9 × 10^–11^) (compared with 64% of non-differentially expressed genes), as were 83% of downregulated genes (*P* = 2.2 × 10^–24^) (Figure 5, A and B). Moreover, there was significant enrichment of differential binding of FOXC2 in response to ADR in differentially expressed genes compared with non-differentially expressed genes. Specifically, compared with 34% of non-differentially expressed genes, nearly 70% of upregulated genes (*P* = 4.3 × 10^–31^) and 50% of downregulated genes (9.4 × 10^–19^) showed significant changes in FOXC2 binding (Figure 5C). GO analysis identified developmental kidney terms enriched among genes with increased FOXC2 binding and expression, in agreement with the results presented in Supplemental Figure 10. Conversely, many pathways that might be undesirable during podocyte repair, such as those related to cell death, were downregulated and correlated with decreased FOXC2 binding (Figure 5D).

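The 4 genes behind the study's kidney development terms had 7 FOXC2 peaks in the PBS list and 13 in the ADR list. *Npnt*, which encodes the matrix protein nephronectin, had 0 PBS peaks and 2 ADR peaks within 10 kb, each with a forkhead match near its summit. *Tcf21* also had more ADR peaks. *Foxc1*, the paralog of *Foxc2*, and *Foxd1*, a TF gene of the kidney stroma and podocytes, each had 3 peaks in both lists. The peak at the *Foxc1* TSS had a fold of 11.2 in the PBS list and 18.6 in the ADR list. The strongest peak in the *Foxd1* window, in its exon, had folds of 22.5 and 31.1. The study picked these genes for increased binding and expression in these samples, so their direction is not independent evidence.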

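A fixed list of 28 genes of cell death had 67 PBS peaks and 54 ADR peaks, with fewer ADR peaks at 13 genes, more at 5, and percentile 7.18 among random lists. *Casp8*, the initiator caspase of death receptors, had 2 PBS peaks and 0 ADR peaks, as did *Bak1*, a pore-forming BCL2 family gene. *Tnfrsf1a*, which encodes TNF receptor 1, had 5 and 2. Among those with more ADR peaks, *Xiap*, a caspase inhibitor gene, and the death receptor gene *Tnfrsf21* each had 1 and 3. A list of 25 genes of p53 and the DNA damage response, which ADR elicits as a topoisomerase poison, had 63 PBS and 48 ADR peaks, at percentile 4.31. *Phlda3*, a p53 target that represses AKT, had 6 and 1, while *Cdkn1a* (p21) had 5 in each list. The named members were chosen after their values were seen. Within 50 kb cell death lay at percentile 1.04 and p53 at 1.78, outside the central 95% of random lists. In lists of 20000 peaks each, cell death lay at 1.19 within 10 kb and p53 at 23.3, and with a −log10 q of at least 5 cell death lay at 21.7. Among lists matched on PBS peaks alone, cell death lay at 31.9 and p53 at 14.1.

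Of the genes the study lists, the 8 of the apoptotic process had 17 PBS and 11 ADR peaks, with fewer in the ADR list at 4 and more at 0. The 13 genes of focal adhesion had 47 and 22, with fewer at 11. All 47 genes of the downregulated terms had 133 and 76. The study chose these genes for decreased binding in these samples, so the counts are not independent evidence.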

### Coordinate ChIP-seq and RNA-seq analysis of FOXC2 and WT1 target genes.

To examine FOXC2 and WT1 co-binding throughout the genome, we identified sites bound significantly above input, categorizing binding sites depending on whether FOXC2 and/or WT1 binding was present in the PBS and/or the ADR condition. FOXC2 bound many more sites than were previously found for WT1 (3). The largest set was bound by both TFs in both conditions, of which 11% changed binding status after injury (Figure 6A). Furthermore, significant proportions of sites bound by FOXC2 only or WT1 only in the PBS condition became co-bound in ADR (16% and 55%, respectively). Furthermore, only 20% of FOXC2-only sites remained FOXC2-only in ADR. The remainder became co-bound or completely unbound in ADR, with 8% becoming bound by WT1 only.

To further examine how co-binding changed in response to injury, we directly compared binding in the ADR condition with that in the PBS condition (Figure 6B). We found that 60% of peaks did not significantly change between PBS and ADR (gray), suggesting that much binding is stable and is not affected by injury. However, this comparison also demonstrates the dynamic nature of FOXC2 binding, showing significantly increased FOXC2 binding (orange), particularly among the sites unbound or WT1-only-bound in PBS. Moreover, about 20% of sites that bound only to FOXC2 showed decreased FOXC2 binding in ADR (yellow). Very few sites showed decreased binding of both FOXC2 and WT1 (teal), suggesting that their binding is not always mutually dependent. Sites with increased binding of both FOXC2 and WT1 (27) were less common than sites where only FOXC2 (orange) or WT1 increased (red), suggesting that they do not always drive the other’s binding. Overall, the large number of FOXC2-only sites and the dynamic nature of FOXC2 binding indicate that, while FOXC2 very often co-binds with WT1, especially at genes important for podocyte function, it also functions independently, in many cases acquiring binding after injury and, in others, losing that binding. As discussed above, these results are consistent with the ability of a single TF to participate in multiple different processes, both activating and repressive, in a single cell type.

Motif enrichment analysis identified motifs enriched at sites where binding of both TFs increased compared against controls where only WT1 or only FOXC2 binding increased. The former comparison identified LMX1B motifs as one of the most significantly enriched, whereas the latter identified TEAD motifs (Figure 6C). While the number of sites where both FOXC2 and WT1 binding increased is limited, these results are consistent with the individual analyses (Supplemental Figures 9 and 10) (3) and suggest that FOXC2 and WT1, together with LMX1B and/or TEAD, may be jointly involved in regulating genes most crucial for the podocyte response to injury. GO analysis identified glomerular development, slit diaphragm, and several pathways related to cytoskeletal assembly enriched in sites where both FOXC2 and WT1 binding increased (Figure 6D), consistent with the hypothesis that they co-bind to genes important in the podocyte response to injury. In contrast, sites where FOXC2 binding decreased and WT1 increased compared against sites where only WT1 increased or only FOXC2 decreased showed enrichment of FOS/JUN motifs (Figure 6C), consistent with previous analyses. Interestingly, FOS and JUN, both strong transcriptional activators (25), are associated with decreased binding of FOXC2, as well as increased binding of WT1, presenting complex patterns of transcriptional regulation.

We next examined how patterns of differential binding related to differential expression of target genes co-bound by WT1 and FOXC2. There were 18,186 co-bound target genes in total, only a fraction of which had differential gene expression. There were nearly twice as many genes with decreased expression (*n* = 474) as with increased expression (*n* = 260) in the ADR condition (Figure 6E). Because a single gene can contain multiple sites, we classified genes based on FOXC2 and/or WT1 peaks with differential binding, using categories in Figure 6B plus a category for mixed patterns (dark gray) (see *Differential binding categories for co-bound genes*). We found that increased FOXC2 binding only (orange) was more abundant in genes with increased expression, while decreased FOXC2 (yellow) was more abundant in genes with decreased expression (Figure 6F; raw data in Supplemental Data File 2), suggesting that co-bound genes often increased their expression as a consequence of increased FOXC2 binding. In contrast, at a small portion of co-bound genes, increased FOXC2 binding correlated with decreased expression, again suggestive of a repressive function of FOXC2-containing complexes. Finally, genes with decreased FOXC2 and increased WT1 (green) more commonly had decreased expression, suggesting that WT1 may also have a repressor function for a limited set of genes.

### FoxC2 in human kidney disease.

To better understand this process at the single-cell level in humans, we interrogated the new Omnibus of Cells and Nuclei (OCEAN) single-nucleus RNA-seq glomerular disease atlas, produced by the Nephrotic Syndrome Study Network (NEPTUNE) consortium (28). Given that FOXC2 is a TF with typically low abundance, the global detection rate in this experiment was low: while 18.9% of podocytes from living donors (LDs) were *FOXC2* positive, this proportion dropped to 5.9% in FSGS and 5.6% in minimal-change disease (MCD). However, among these *FOXC2*-positive podocytes, FOXC2 transcript levels were significantly higher in FSGS and MCD, compared with LDs (Supplemental Figure 11A). This suggests 2 distinct podocyte subpopulations in the diseased glomeruli. First, there are podocytes that have progressed to a late stage of injury, with very low or no expression of *FOXC2*. Second, there are surviving podocytes attempting to repair injury by upregulating *FOXC2* expression. Known *FOXC2* target genes (*WT1*, *SYNPO*, and *NPHS2*) followed a similar pattern within these *FOXC2*-positive cells, supporting this “repairing” hypothesis (Supplemental Figure 11A). Moreover, we observed a similar pattern of target upregulation, even when all podocytes were included in the analysis (both *FOXC2* positive and negative), indicating that many podocytes were in an active repair process (Supplemental Figure 11B). In this broader context, the aggregate *FOXC2* expression was significantly lower in FSGS and MCD, consistent with the later stages of injury. We note that *SYNPO* expression was attenuated compared with *WT1* and *NPHS2*, suggesting that regulation dynamics may differ across specific targets during injury.

Our FOXC2 ChIP-seq results identified many novel FOXC2 target genes that have received little or no examination of a potential role in podocyte injury. 

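Of 13479 protein-coding genes with a FOXC2 peak within 10 kb of the TSS in either list, 11641 had one in both, 1239 in the PBS list only and 599 in the ADR list only. More ADR than PBS peaks were found at 2371 genes, fewer at 4088 and equal numbers at 7020. The largest difference was at *Pfn3*, a profilin gene, with 1 PBS peak and 9 ADR peaks on chromosome 13, of which 8 had folds of 6.00 or less. *Tmem54* had 3 and 9, and *Myl3*, whose window overlaps that of *Pth1r*, had 5 and 10. At the other end, *Epb41*, which encodes the membrane skeleton protein 4.1, had 8 PBS peaks and 2 ADR peaks and shares its window with *Gm10300*. *Trpm8*, a cold-sensing channel gene, had 7 PBS peaks and 1 ADR peak, most of them weak: with only peaks of fold 5 or more, the difference was 0. *Bcl3*, an NF-κB regulator gene, had 8 and 3.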

From this list and from the RNA-seq data, we selected a subset of genes where FOXC2 binding and their expression increased after treatment of mice with ADR. 

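The 29 genes of Supplemental Data File 3 had 79 FOXC2 peaks in the PBS list and 101 in the ADR list within 10 kb of the TSS. More ADR peaks were found at 16 genes and fewer at 4, and the list lay at percentile 100.0 among random lists. The study picked these genes from the same samples for increased binding, so this is not independent evidence of the direction. *Rhpn1*, a cytoskeletal regulator gene of podocytes, had 3 PBS peaks and 6 ADR peaks. Its strongest ADR peak, from 75696715 to 75697480 on chromosome 15, had a fold of 33.6, beside 16.1 in the PBS list. *Tyro3*, a TAM receptor tyrosine kinase gene, had 4 and 7, and an intronic site, from 119804209 to 119804932 on chromosome 2 in the ADR list, had folds of 13.0 for PBS and 35.1 for ADR. *Magi2* had 3 PBS peaks and 4 ADR peaks. A site far upstream of *Magi2*, from 19180671 to 19181448 on chromosome 5 in the ADR list, had folds of 6.53 and 40.7. *Ddn*, which encodes dendrin, had 5 peaks in each list, and its TSS peak had folds of 10.0 for PBS and 32.6 for ADR. Fewer ADR peaks were found at *Itgb5*, an integrin gene with 6 PBS peaks and 3 ADR peaks (8 and 11 within 50 kb), *Prr5* with 4 and 1, *Rassf10* with 3 and 2, and *Prdx3* with 2 and 1.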

We then examined the expression of these genes in the OCEAN data. Among the 28 genes we evaluated (listed in Supplemental Data File 3), 19 were expressed in ≥5% of the podocytes, providing robust data for statistical evaluation. In diseased podocytes, 4 of these were upregulated, 12 were downregulated, and 3 showed no differential expression (Supplemental Figure 11C). The direction of gene expression change in disease (FSGS or MCD) compared with LDs was largely concordant.

Those genes that showed increased or decreased expression in the single-cell human data were then used for quantitative RT-PCR (RT-qPCR) analyses to directly examine their expression in isolated glomeruli from PBS- or ADR-treated *shFoxC2/shFoxC2/rtTA+* or control mice (Figure 7). Three different patterns emerged: genes that showed increased expression after ADR treatment of control mice, and dramatically decreased expression in both PBS- and ADR-treated knockdown mice (group 1); genes with increased expression after ADR but for which the effect of *FoxC2* knockdown was only observed in ADR-treated mice (group 2); and genes with unchanged or decreased expression after ADR treatment of control mice, and decreased expression in knockdown mice (group 3). The known FOXC2 target genes *Nphs2* and *Synpo* were included as positive controls and fell into group 1. 

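*Cryab*, which encodes the small heat shock protein alpha-B crystallin, had 2 FOXC2 peaks in the PBS list and 1 in the ADR list within 10 kb of its TSS on chromosome 9. The peak near the TSS, from 50752724 to 50753152 in the PBS list, had a fold of 6.30, and its ADR counterpart had a fold of 10.3. The other PBS peak, from 50741355 to 50741584 with a fold of 5.49, overlapped no ADR peak.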

Group 4 was a negative control, *Cryab*, for which neither its expression nor FOXC2 binding increased. As noted previously, podocyte depletion was evident in ADR-treated *shFoxC2/shFoxC2/rtTA+* mice (Supplemental Figure 3) but not to an extent that would by itself account for the greatly reduced expression observed for most target genes.

Colocalization of FOXC2 and WT1 was examined at the protein level in human kidney biopsies. Decreased staining intensity of both FOXC2 and WT1 was observed in pretreatment biopsies of individuals with MCD and tip lesion FSGS (Figure 8A). The criteria used for the pathological diagnoses are shown in Supplemental Table 2. The intensity of staining among several biopsies was decreased from controls but not significantly different between MCD and tip lesion FSGS (Figure 8, B and C). These observations may suggest that by the time these individuals come to clinical attention, WT1 and FOXC2 are largely unable to maintain expression of genes encoding components of the GFB. The low levels of FOXC2 and WT1 protein in human MCD and FSGS biopsies are in distinction to the results demonstrating higher levels of their respective mRNAs in a subset of podocytes. This may be due to differences in the timing of the biopsies in relation to the disease process, or may suggest that post-transcriptional processes have a role in human glomerular disease.

## Discussion

WT1 and FOXC2 are known to co-bind the majority of genes in podocytes in non-injury condition (17). Here we demonstrated that, after injury, binding of both WT1 and FOXC2 increases at many genes crucial for maintaining the GFB. Moreover, at late time points in a model of irreversible podocyte injury, the binding of FOXC2 is barely detectable. These observations demonstrate that transcriptional reprogramming, regulated by FOXC2 and WT1, plays a crucial role in determining the course and outcome of podocyte injury. Binding of FOXC2 and WT1 increased after injury at the great majority of the set of 48 genes characteristically expressed in podocytes and led to enhanced expression of nearly all of these genes. This leads us to hypothesize that genes crucial for maintaining the GFB may represent a “privileged” set that has evolved such that FOXC2 and WT1, and presumably other TFs prominently expressed in podocytes, act coordinately to boost their expression during the podocyte response to injury. A limitation of this study is that a single model of podocyte injury, that of ADR toxicity to podocytes, was used to generate the ChIP-seq and RNA-seq datasets. A model summarizing our results is presented in Figure 9.

Our study identified many novel FOXC2 target genes expressed in podocytes. Those that were validated by direct examination (Figure 7) emphasize some interesting mechanisms important in podocyte function. The importance of rhophilin-1 (*Rhpn1*), a GTPase-interacting protein, has previously been demonstrated (29). TYRO3 is a TAM receptor highly expressed in podocytes that may have a protective effect through the activation of AKT and suppression of NF-κB (reviewed in ref. 30). MAGI2, a WW and PDZ domain–containing membrane-associated guanylate kinase belonging to the MAGUK family, is known to be important in podocyte structure (29). In contrast to these FOXC2 targets that are podocyte protective, dendrin (*Ddn1*) is a large protein of uncertain function that localizes to the nucleus after podocyte injury (31). Loss of dendrin attenuates podocyte injury; thus it is paradoxical that its expression appears to be stimulated by FOXC2. On the other hand, *Ddn1* is also a FOXC2 target in non-injury conditions, suggesting that in non-injury conditions, dendrin may help preserve normal structure.

In contrast to the observations with genes encoding proteins important for the GFB, our genome-wide results suggest that FOXC2 and WT1 may also be components of repressive complexes, emphasizing the important concept that TFs may be involved in both gene activation and repression, even in the same cell type. This is most likely due to the context of their binding at any particular site, where distinct combinations of other TFs may be bound. For example, FOXC2 and/or WT1 might be involved in repression at sites not co-bound by LMX1B or MAFB. The presence of different protein isoforms or posttranslational modifications of FOXC2 or WT1 may provide an alternate mechanism determining activator versus repressor functions. This is plausible for WT1, which is known to have several isoforms based on alternative splicing and multiple translational start sites. In contrast, FOXC2 has a single exon and is not known to have multiple isoforms. However, FOXC2 has multiple well-described phosphorylation sites (32), which offer possibilities for distinct posttranslational modifications.

Our previous study and the present one identify several TFs known to be crucial for podocyte function, including LMX1B, MAFB, KLF6, and others (20, 21, 33–36), as WT1 and FOXC2 target genes, suggesting that WT1 and FOXC2 may be among the most upstream TFs in podocytes. Furthermore, the observation that FOXC2 and WT1 bind their own and each other’s genes leads us to suggest that TF autoregulation maintains baseline expression and increases expression of FOXC2 and WT1 in response to injury (Figure 9). Indeed, autoregulation has been suggested for WT1 (37). 

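*Lmx1b* and *Klf6* had FOXC2 peaks near their TSS in both lists. *Lmx1b* had 3 PBS peaks and 4 ADR peaks within 10 kb, the strongest with folds of 30.5 for PBS and 28.4 for ADR. Beyond 10 kb from the *Lmx1b* TSS, an intronic site, from 33604994 to 33606365 on chromosome 2 in the ADR list, had a fold of 46.5. In the PBS list the same stretch has 2 peaks, with folds of 11.4 and 14.0. *Klf6* had 6 PBS peaks and 2 ADR peaks. The peak at the *Klf6* TSS, from 5860974 to 5862129 on chromosome 13 in the ADR list, had folds of 35.4 for PBS and 29.0 for ADR. *Tead3* had 5 PBS peaks and 3 ADR peaks. A list of 20 podocyte TFs, which holds these genes, had 74 PBS and 69 ADR peaks, with more ADR peaks at 5 genes, fewer at 7, and percentile 54.2 among random lists.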

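*Foxc2* and *Wt1* each had FOXC2 peaks at their own TSS in both lists. *Foxc2*, on chromosome 8, had 3 PBS peaks and 5 ADR peaks within 10 kb. Its strongest site, downstream from 121124507 to 121126323 in the ADR list, had folds of 30.3 for PBS and 26.6 for ADR. That site lies nearer to the TSS of *Foxl1*, at 121127940, and is also the strongest in the *Foxl1* window. A peak called in the ADR list only, from 121113370 to 121113849 upstream of *Foxc2*, had a fold of 7.65 and a forkhead match, ACAAACA. *Wt1*, on chromosome 2, had 4 PBS peaks and 3 ADR peaks, and 10 and 11 within 50 kb. Its TSS peak, from 105126112 to 105126780 in the ADR list, had folds of 13.2 for PBS and 30.1 for ADR. An ADR-only peak in an intron of *Wt1*, from 105137247 to 105137567, had a fold of 10.8 and a forkhead match, TGTTTGT.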

Loss of FOXC2 and WT1 might eventually lead to insufficient expression of crucial target genes, including themselves. There are likely additional processes during podocyte injury that are also responsible for the great decrease in FOXC2 binding to its target genes. We speculate that the great decrease in FOXC2 binding to its target genes (something not observed to the same degree with WT1) may be an important determinant of irreversible podocyte injury and may be relevant to the progression of human kidney diseases such as FSGS. The low abundance of FOXC2 RNA in podocytes found in the OCEAN dataset likely contributes to an underestimation of FOXC2-positive podocytes. This may explain why most podocytes were continuing to express *NPHS2* and *SYNPO*, although many of the other FOXC2 target genes examined in Supplemental Figure 11 were expressed in fewer podocytes and at low levels or were not expressed. Nevertheless, the low percentage of podocytes expressing *FOXC2* found in the OCEAN data is consistent with its low levels at the later time point after ADR injury in mice. It would be interesting for future studies to determine whether FOXC2 is more highly expressed and in a greater proportion of podocytes in treated individuals recovering from MCD.

## Methods

### Sex as a biological variable

All studies were done using male mice, as they are more susceptible than female mice to the glomerular injury models used in this report.

### Cell culture

Immortalized mouse podocytes (38) were cultured with RPMI 1640 medium (Corning), 10% fetal bovine serum, 5% sodium pyruvate solution (100 mM; Thermo Fisher Scientific). Undifferentiated cells were cultured at 33°C in the presence of murine interferon-γ (IFN-γ; 10 U/mL) (R&D Systems). To induce podocyte differentiation, cells were shifted to 37°C for 14 days in the absence of IFN-γ.

### Mice

Animal studies were approved by the Institutional Animal Care and Use Committees at Boston Children’s Hospital and Beth Israel Deaconess Medical Center. BALB/cJ mice were from The Jackson Laboratory. *R26-mTmG* mice were from The Jackson Laboratory (stock 007676). All experiments in this report involved using mice of mixed genetic background and comparing littermate mice. ADR (Cayman Chemical) or PBS was administered to BALB/cJ (Charles River Laboratories) and *Nphs2-Cre/mTmG* mice by retro-orbital injection (10.5 and 18 mg/kg, respectively) under isoflurane anesthesia. *Nphs2-Cre/mTmG* mice received 2 injections at a 1-week interval. *Nphs2-CreERT2/WT1^fl/fl^*/*R26R-tdTomato* mice (WT1 CKO) were obtained using *WT1^fl/+^* mice (39) with *Nphs2-CreERT2* (40) and *R26R-tdTomato* mice (The Jackson Laboratory 007909). *Nphs2-CreERT2 WT1^fl/fl^ R26R-tdTomato* mice were given tamoxifen (120 mg/kg) during 3 consecutive days by intraperitoneal injections. *shFoxC2* mice were derived according to published procedures (41, 42) and crossed with *Nphs1-rtTA* [Tg(Nphs1-rtTA*3G)8Jhm] mice (43) (obtained from Jeff Miner, Washington University School of Medicine, St. Louis, Missouri, USA). *Nphs1-rtTA/shFoxC2* mice received a modified rodent diet containing 3,000 ppm doxycycline (ScottPharma), and designated mice received ADR (18 mg/kg) or NTS/NSS (30 mg/kg; obtained from David Salant, Boston University School of Medicine, Boston, Massachusetts, USA). For studies of proteinuria, *Nphs1-rtTA shFoxC2* received 6,000 ppm doxycycline. Glomerular isolation has been described previously (3).

### Kidney organoid generation and ADR treatment

H9 hESCs were differentiated into kidney organoids, as reported previously (44). Organoids were treated with ADR or PBS as described previously (3) and harvested after 1, 4, 7, and 10 days of ADR injury (on days 50, 53, 56, and 59 of differentiation). All control samples were treated with PBS at an equivalent vehicle dilution ratio to that used for the 10 μM ADR condition. Human organoid and stem cell experiments were approved by the Mass General Brigham Institutional Biosafety Committee.

### Human biopsy specimens

Deidentified frozen tissue sections were obtained from the Department of Pathology at the Brigham and Women’s Hospital, under IRB protocol BWH-2011P002692. These were stained as described in “Immunofluorescence” (below).

### Immunofluorescence

Frozen sections were fixed for 10 minutes in 4% paraformaldehyde, washed with PBS, and incubated in 30% sucrose for 5 minutes, followed by permeabilization with 0.1% Triton X-100 for 5 minutes. Blocking solution was applied for 1 hour at room temperature (5% donkey serum with 2% BSA in TBS). Sections were incubated with primary antibody (anti-FoxC2, R&D Systems AF6989, 1:50; anti-WT1, Santa Cruz Biotechnology sc-192, 1:100; anti-nephrin, Progen GP-N2, 1:200) diluted in blocking solution at 4°C overnight. Secondary antibodies were incubated at room temperature for 1 hour and sections counterstained with 4′,6-diamidino-2-phenylindole (DAPI). After final washes with PBS, slides were mounted using Prolong Gold (Invitrogen). Sections were imaged using a Nikon Eclipse Ni Widefield microscope fitted with a DS-QilMc camera. Images were evaluated in ImageJ (NIH). The freehand selection tool was used to manually outline WT1-positive nuclei and to measure the mean FoxC2 fluorescence intensity of these nuclei. Organoids were fixed by 4% paraformaldehyde (45) for 1 hour at room temperature, incubated in 30% sucrose overnight at 4°C, and embedded in optimal cutting temperature (46) compound, and frozen sections (10 μm) were cut by cryostat. Frozen section samples were blocked with blocking buffer (0.3% Triton X-100 and 5% normal donkey serum) for 1 hour at room temperature and then incubated with primary antibodies (anti-WT1, Santa Cruz Biotechnology sc-192; anti-FOXC2, R&D Systems AF6989) in antibody dilution buffer (ADB; 0.3% Triton X-100 and 1% BSA in PBS) overnight at 4°C. After the organoids were washed 3 times with PBS, they were incubated with secondary antibodies and SYTOX Blue (Thermo Fisher Scientific) in ADB for 1 hour at room temperature. The organoids were washed 3 times with PBS, mounted with VECTASHIELD (Vector Laboratories), and then sealed by cover glass. Immunofluorescent imaging was performed using a Leica Stellaris 8 confocal microscope. FOXC2 fluorescence quantification was semi-automatically measured using QuPath software (47). Briefly, a cell detection method was trained from manual annotation of all the podocyte clusters (detected by WT1 positivity) to detect all the nuclei. Mean fluorescence intensity of FOXC2 was then exported from each “nucleus” object. An average of 182 ± 88.2 nuclei were analyzed per condition.

### RNA extraction, complementary DNA, and RT-qPCR analysis

Total RNA from immortalized mouse podocytes, isolated podocytes, and organoids was obtained as described previously (3). All RT-qPCR data were normalized to *Gapdh* using the ΔΔCt method. Primer sequences are listed in Supplemental Table 3.

### ChIP-qPCR and ChIP-seq

Chromatin for ChIP-qPCR and ChIP-seq was obtained as described previously (3). Fold enrichment of ChIP versus immunoglobulin G (IgG) control was calculated as 2((Ct(IgG) – Ct(input)) – (Ct(ChIP) – Ct(input))). Primer sequences are listed in Supplemental Table 3.

### Library preparation ChIP-seq

ChIP-seq libraries were prepared using NEBNext DNA library preparation reagents (New England Biolabs E6040) and the protocol and reagent concentrations described in the Illumina Multiplex ChIP-seq DNA Sample Prep Kit. Libraries were indexed using a single indexed PCR primer. Libraries were quantified by Qubit (Invitrogen) and sequenced using a HiSeq 2000 (Illumina) to generate 50 bp single-end reads.

### Informatics methods

#### RNA-seq analysis.

We reanalyzed the previously generated RNA-seq data collected at day 9 (D9) after treatment with ADR or PBS using our established pipelines (3). Specifically, we used Trimmomatic v0.39 (48)to trim the next-generation sequencing reads (-threads 20 ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:20 MINLEN:30). High-quality trimmed reads were aligned to mouse reference genome (GRCm38) using STAR 2.7.2b (49). The read counts were calculated by featureCounts software (50). After the initial quality assessment, we excluded the third replicates from the following differential expression analysis owing to their suboptimal quality. We used DESeq2 (51) to identify differentially expressed genes between ADR and PBS conditions. A nominal *P* value of 0.05 (not adjusted by multiple testing) and fold change of 50% were used to identify differentially expressed genes. To evaluate significance of the proportion of up- and downregulated genes, a binomial test was used with the probability of success (i.e., increased measure).

#### ChIP-seq data processing.

We uniformly processed newly generated FOXC2 ChIP-seq along with WT1 ChIP-seq data from the previous study (3) using our established pipelines. For each replicate, ChIP-seq raw reads were trimmed and aligned to mouse reference genome (GRCm38). Narrow and consensus peaks were called and annotated using the Nextflow nf-core/chipseq pipeline (52). We then pooled all replicates for each condition and TF to maximally identify regions bound by these TFs. These peaks were subsequently merged to generate a final list of TF-bound regions (either WT1 or FOXC2 in PBS and ADR conditions) for downstream analyses.

#### Association between FOXC2 peaks and genes.

To infer potential target genes of FOXC2 peaks, we determined whether a binding site was in a distal region, defined as 10,000 bp upstream and downstream from the TSS. If so, then we considered that gene (or genes) to be a target gene of the FOXC2 binding site. To infer potential target genes of co-bound peaks, we took the intersection of FOXC2 target genes and WT1 target genes.

### Gene-based analysis of peak intensity and peak number

For the 48 podocyte genes, we identified regions within 10,000 bp upstream and downstream of the TSS. We calculated the number of peaks per gene as the total number of peaks in that gene region. Additionally, we calculated average peak intensity as the average of all peaks within a gene region. Peak intensity was calculated as the log_2_ normalized read counts for each condition and TF, separately. To evaluate the significance of the number of genes with increased expression, a binomial test was used with the probability of success (i.e., increased measure) defined as increased number of binding sites or increased peak intensity. To evaluate the significance of differences in peak intensity and number of peaks between ADR and PBS conditions and between FOXC2 and WT1, Wilcoxon’s rank-sum test was used.

#### Differential TF binding analysis.

Differentially bound sites between ADR and PBS groups within WT1 and FOXC2 were identified with the R/Bioconductor package DiffBind using the DESeq2-based differential analysis tests (53). We compared the PBS and ADR conditions for FOXC2 and WT1, separately. Regions bound by both FOXC2 and WT1 in the same condition were considered co-bound. Regions with significant changes in binding (FDR ≤ 0.05 and fold change ≥ 1.4 or ≤ –1.4) of both FOXC2 and WT1 in the ADR or PBS condition were considered differentially co-bound.

#### TF motif enrichment analysis.

As described in ref. 3, TF motif enrichment analysis was performed for the significantly increased FOXC2 bindings in the ADR compared with the PBS condition (FDR ≤ 0.05 and fold change ≥ 1.4) using Multiple Expression motifs for Motif Elicitation (MEME) and Analysis of Motif Enrichment (AME) with default parameters (54). The same number of control sequences, as primary sequences, were chosen from FOXC2 binding sites where FOXC2 binding did not change significantly in ADR (FDR ≥ 0.05 and absolute fold change ≤ 1.4). TF motif sequences were obtained from the JASPAR CORE 2022 database (55). Among enriched TFs, those that are lowly expressed or not expressed in podocytes were removed (average transcripts per million ≤ 1 in both PBS and ADR). The same procedure was followed for significantly decreased FOXC2 bindings in ADR. Similarly, for regions with significantly increased FOXC2 bindings and significantly increased WT1 bindings, DNA sequences were obtained with a 200 bp window around the midpoint between the summits of the FOXC2 and WT1 bindings. The same number of co-bound binding sites was chosen for 2 different control sets. Sequences for one control set were chosen from regions where there was significantly increased FOXC2 binding and WT1 binding did not change significantly in ADR. Sequences for the other control set were chosen from regions where FOXC2 binding did not change significantly and there was significantly increased WT1 binding. The enrichment of TF motifs associated with increased FOXC2 and WT1 co-bindings compared with each of these control sets was carried out separately. A similar procedure was followed for regions with significantly decreased FOXC2 and significantly increased WT1 bindings. All significant motifs are provided in Supplemental Data File 4.

For assessment of motifs enriched near FOXC2-bound sites in the PBS condition, bound sites were compared with sites that were unbound in PBS. Similarly, for FOXC2-bound sites in the ADR condition, unbound sites in ADR were used as the control set. The same filters and methods listed above were used to assess results.

#### Differential binding categories for co-bound genes.

Because this is a gene-based analysis and a single gene can contain multiple bound regions, we classified genes into 2 groups. The first group consisted of genes with only one FOXC2- and/or WT1-bound region. The second group consisted of genes with multiple bound regions. For genes in the first group, we categorized them based on the binding pattern of their single peak, following these categories: (a) increased FOXC2 and WT1, (b) increased FOXC2 only, (c) increased WT1 only, (d) decreased FOXC2 and WT1, (e) decreased FOXC2 only, (f) decreased WT1 only, (g) increased FOXC2 and decreased WT1, (h) decreased FOXC2 and increased WT1, and (i) no significant changes. For genes in the second group, we further divided them into 3 subclasses based on the binding patterns represented by their associated peaks. The first subclass consisted of genes for which all peaks had no significant FOXC2 or WT1 binding changes (gray). The second subclass consisted of genes for which at least 1 peak had a significant binding change, and all peaks that did had the same differential binding pattern. These genes were categorized in a similar manner to the genes in the first group. The third subclass consisted of genes for which multiple peaks had significant binding changes and at least 2 peaks did not have the same differential binding pattern. These genes were categorized as mixed (dark gray), an additional category added to Figure 6F for this analysis.

#### GO analysis.

For regions with significantly changed FOXC2 binding and significantly changed co-binding of FOXC2 and WT1, GREAT version 4 (56) was used to determine GO terms associated with these sites. We used the basal plus extension, which defined a proximal region of 5,000 bp upstream and 1,000 bp downstream and a distal region of up to 50,000 bp, to associate genomic regions with genes. For the genes with differential expression changes and association with significant FOXC2 binding changes, Enrichr (57–59) was used. Data for Figure 5D, Figure 6D, and Supplemental Figure 10B are provided in Supplemental Data File 5.

#### NEPTUNE OCEAN single-nucleus RNA-seq analysis.

We used the OCEAN single-nucleus RNA-seq (snRNA-seq) dataset generated by the NEPTUNE project (28). Starting from the original published data as a Seurat object, we extracted cells that met the following criteria: (a) cells generated by the 10x Genomics snRNA-seq platform; (b) cells from 3 main cohorts: LDs, FSGS, and MCD; and (c) cells classified as podocytes. To ensure data robustness, we further filtered out cells with ≤1,000 unique molecular identifiers (UMIs). This process yielded a total of 4,059 high-quality podocytes for analysis, distributed as follows: LDs, *n* = 306; FSGS, *n* = 1,586; and MCD, *n* = 2,167. The default normalized gene expression values (LogNormalize by Seurat) were used for comparison. For differential expression test, a 2-sided Wilcoxon’s rank-sum test was used to compare LDs and each disease group (FSGS or MCD). The direction of expression change was determined based on the mean difference between the disease group and the LD reference.

### Statistics

Two-tailed paired Student’s *t* test was used to determine statistical significance between PBS and ADR conditions. Bars represent means and error bars ± SEMs. *P* values are included in the figures. Analysis of variance (ANOVA) with Tukey’s multiple-comparison test was used to compare different time points for WT1 ChIP-qPCR and FOXC2 ChIP-qPCR. Multiple 2-tailed *t* tests with FDR determined using the 2-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli were used to compare different conditions (PBS/ADR and control/WT1 CKO). *P* values for analyses were assigned using a 1-sided paired Wilcoxon’s test.

### Data availability

The data reported here are available in the NCBI’s Gene Expression Omnibus (GEO) under accession GSE213174. A table containing all peak data, FOXC2 and WT1 binding properties under different conditions (PBS vs. ADR), and the differentially expressed gene status of their target genes is provided as Supplemental Data File 2.

## Author contributions

S Ettou conducted in vivo and in vitro experiments and analysis of results. AG conducted the informatics analyses and analysis of results and wrote the manuscript. SL conducted in vivo experiments. LS conducted informatics analyses. RK, NT, HO, TM, and KH conducted the organoid experiments. VD, AR, and JL contributed to the in vivo experiments. RSS and HC derived and contributed transgenic mice. BI, MS, and YLJ contributed to the informatics analyses. KK prepared human biopsy material. MET managed transgenic mice and contributed to the in vivo experiments. AW performed pathological analyses. RM supervised organoid experiments. SR supervised informatics analyses. PJM, S Eddy, MK, and DL generated data and performed analyses within the NEPTUNE OCEAN snRNA-seq glomerular disease atlas. VAS and JAK supervised in vivo and in vitro experiments, analyzed results, and wrote the manuscript. DL supervised the informatics analysis and wrote the manuscript. The order of co–first authors was determined by S Ettou originating the project, though contributions of S Ettou and AG were equal.

## Conflict of interest

MK reports grants and contracts through the University of Michigan from the Chan Zuckerberg Initiative, AstraZeneca PLC, Novo Nordisk, Eli Lilly and Co., Boehringer Ingelheim, European Union Innovative Medicine Initiative, Certa Therapeutics, RenalytixAI, Regeneron, Sanofi, Dimerix, Travere Therapeutics, and Vera Therapeutics. He has received consulting fees through the University of Michigan from Novo Nordisk, Alexion, Novartis, Roche Diagnostics, and Vera Therapeutics. MK has a licensed patent, PCT/EP2014/073413, “Biomarkers and methods for progression prediction for chronic kidney disease.” MK has served on the NIH-NCATS council, is the committee chair for the American Society of Nephrology Program, and is on the board of NephCure Kidney International. S Eddy reports grants and contracts through the University of Michigan from AstraZeneca PLC, Boehringer Ingelheim, Eli Lilly and Co., Certa Therapeutics, Novo Nordisk, Sanofi, Dimerix, Travere Therapeutics, and Vera Therapeutics.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- National Institutes of Health (NIH) R01DK109972 to JAK.
- Department of Defense PR211099 to JAK.
- NIH R01HL131652 and NIH R01HL163095 to RSS.
- NIH R01HG012871 to DL.
- NIH DP2EB029388/DK133821 and NIH R01DK141567 to RM.
- DL is supported by a Manton Center Endowed Scholar Award.
- The Nephrotic Syndrome Study Network (NEPTUNE) is alumni of the Rare Diseases Clinical Research Network (RDCRN), which is funded by the NIH and led by the National Center for Advancing Translational Sciences (NCATS) through its Division of Rare Diseases Research Innovation. NEPTUNE has been funded under grant U54DK083912 as a collaboration between NCATS and the National Institute of Diabetes and Digestive and Kidney Diseases.
- Additional funding and/or programmatic support was provided by the University of Michigan, NephCure Kidney International, the Alport Syndrome Foundation, and the Halpin Foundation.
- RDCRN active consortia and alumni are supported by the RDCRN Data Management and Coordinating Center, funded by NCATS and the National Institute of Neurological Disorders and Stroke under U2CTR002818.
- Applied Systems Biology Core at the University of Michigan George M. O’Brien Kidney Translational Core Center (2P30-DK-08194).

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental data set 5

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
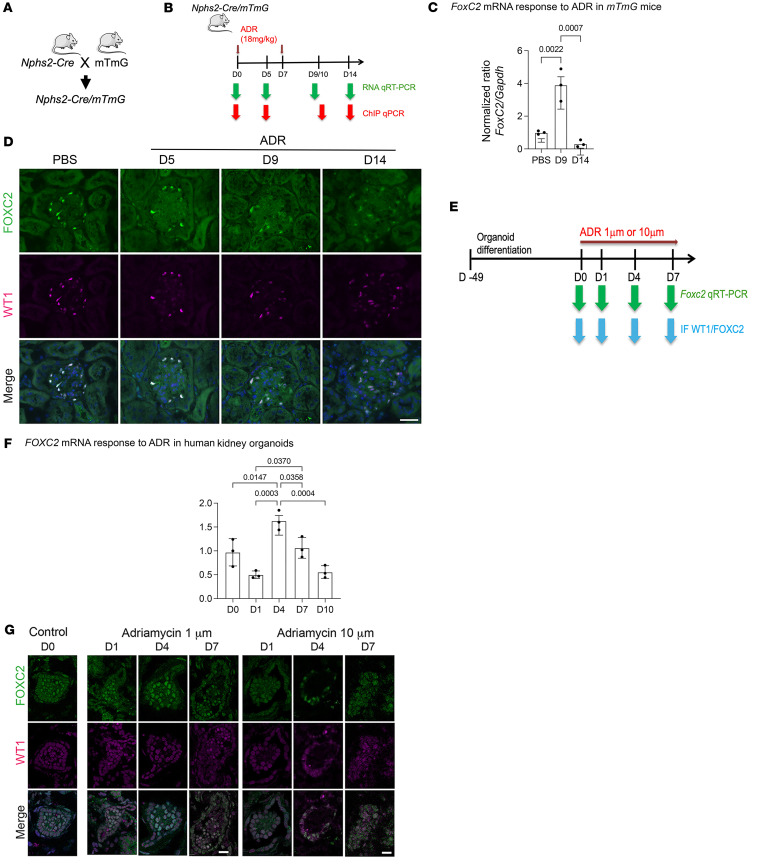
Time course of FOXC2 expression after injury in mice and human kidney organoids. (**A**) Mating scheme to obtain *Nphs2-Cre/mTmG* mice. (**B**) Experimental timeline with *Nphs2-Cre/mTmG* mice. (**C** and **D**) *FoxC2* mRNA levels detected by quantitative RT-qPCR after ADR injury (**C**) and immunofluorescent staining of FOXC2, WT1, and merged image (**D**) from *Nphs2-Cre/mTmG* mice. Each time point is representative of at least 20 glomeruli. Scale bar: 25 μm. (**E**) Experimental timeline with human kidney organoids. (**F** and **G**) *FoxC2* mRNA detected by RT-qPCR at time points after addition of 1 μM ADR (**F**) and immunofluorescent staining of FOXC2, WT1, and merged image (**G**) from human kidney organoids. Each set of panels is representative of at least 5 glomeruli in each of 3 organoids. Scale bars: 20 μm. Quantification of **D** and **G** is in Supplemental Figure 2. Data are presented as mean ± SD. One-way ANOVA with Tukey’s multiple-comparison test (**C** and **F**).

**Figure 2:**
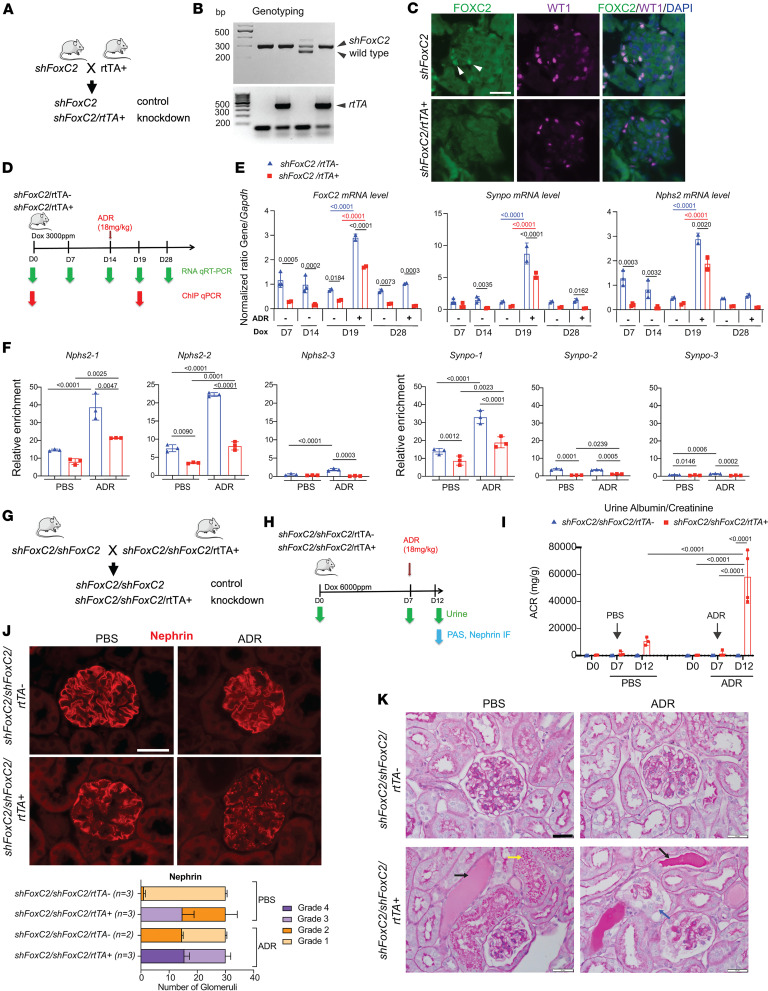
FOXC2 is required for the podocyte response to injury. An inducible *FoxC2* shRNA was expressed in podocytes of adult mice. (**A**) Breeding scheme to obtain *shFoxC2/rtTA+* mice used in **C**–**F**. *Nphs1-rtTA* mice are referred to in figures as *rtTA*. (**B**) Example of genotyping PCR. (**C**) Immunofluorescent staining of FOXC2, WT1, and merge, demonstrating loss of FOXC2 and retention of WT1 in *shFoxC2/rtTA+* mice. Arrowheads, FOXC2-positive nuclei. Scale bar: 25 μm. (**D**) Experimental timeline for **E** and **F**. (**E**) mRNA detected by RT-qPCR of *FoxC2*, *Synpo*, and *Nphs2*. The time points after beginning of doxycycline diet (3,000 ppm) and receiving of ADR or PBS control treatment are shown below the graphs. Blue, *FoxC2* shRNA without *Nphs1-rtTA* mice; red, *FoxC2* shRNA with *Nphs1-rtTA* mice. (**F**) ChIP-qPCR detection of FOXC2 binding. Sites in *Nphs2* and *Synpo* are indicated in Supplemental Figure 1C. Color designation as in **E**. (**G**) Mating scheme to obtain homozygous *shFoxC2/shfFoxC2/rtTA+* mice. (**H**) Experimental timeline for mice treated with 6,000 ppm doxycycline (**I**–**K**). (**I**) Urine albumin/creatinine ratios. (**J**) Top panel: Nephrin localization. Genotypes at left. Left, PBS treated; right, ADR treated. Scale bar: 25 μm. Bottom panel: Grading of nephrin localization patterns. (**K**) Periodic acid–Schiff–stained histological analysis. Black arrows, protein casts; yellow arrows, protein absorption granules; blue arrows, glomerular collapse. Scale bar: 20 μm. Evaluation of pathological changes is shown in Supplemental Table 1. Data are presented as mean ± SD. Two-way ANOVA or mixed-effects model (**E**), or 2-way ANOVA with Tukey’s multiple comparison test (**F** and **I**); for better visualization, not all *P* values are shown.

**Figure 3:**
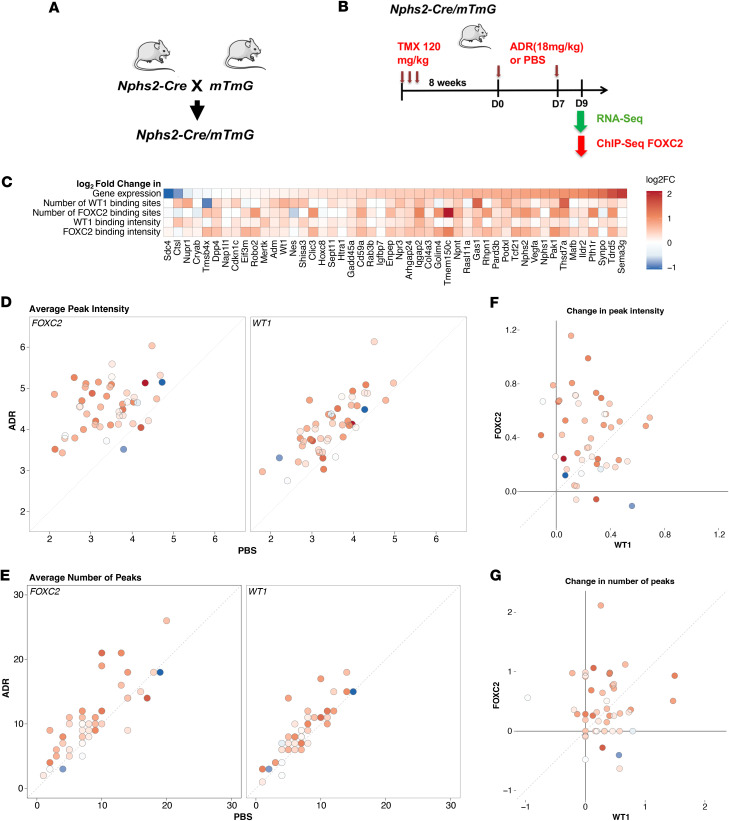
Dynamic FOXC2 and WT1 binding to a set of podocyte genes. (**A**) Breeding scheme for *Nphs2-Cre/mTmG* mice. (**B**) Experimental timeline for RNA-seq and FOXC2 ChIP-seq experiments. (**C**) Heatmap showing log_2_ fold changes (log2FC) between PBS and ADR at day 9 (D9) in gene expression, number of WT1 binding sites, number of FOXC2 binding sites, average WT1 peak intensity, and average FOXC2 peak intensity. Color bar represents log_2_ fold change in respective metrics and is scaled for all metrics in heatmap. (**D**) PBS versus ADR plot of average peak intensity for FOXC2 (left) and WT1 (right). Each dot represents one of the 48 genes characteristically expressed in podocytes, as discussed in the text and in ref. 18. For all scatterplots, dots are color-coded according to gene expression levels shown in the top row of the heatmap. (**E**) Same as **D** for number of peaks. (**F**) Log_2_ fold change in average peak intensity plotted as FOXC2 versus WT1. (**G**) Same as **F** for number of peaks.

**Figure 4:**
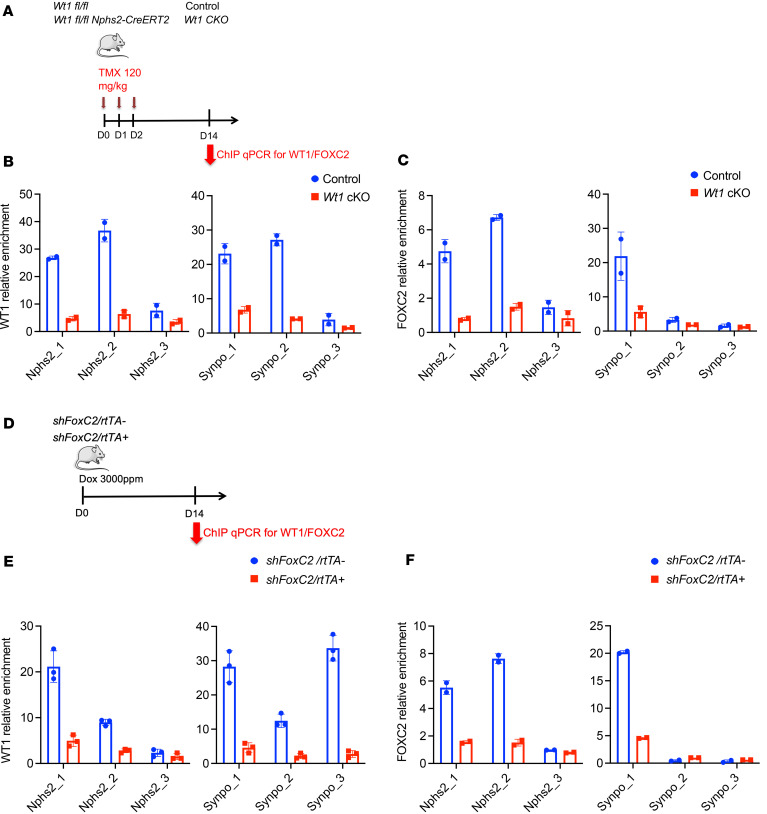
Interdependence of WT1 and FOXC2 binding. (**A**) Experimental timeline for *Wt1^fl/fl^/Nphs2-CreERT2* mice,\ referred to in the figure as *Wt1* CKO. Each pair of bars in **B**, **C**, **E**, and **F** shows binding at sites in *Nphs2* or *Synpo* designated in Supplemental Figure 1C. (**B** and **C**) Red, *Wt1^fl/fl^/Nphs2-CreERT2*; blue, control *Wt1^fl/fl^*. (**B**) WT1 ChIP-qPCR. (**C**) FOXC2 ChIP-qPCR. (**D**) Experimental timeline for *shFoxC2/Nphs1-rtTA* mice, referred to in the figure as *shFoxC2/rtTA*. (**E** and **F**) Red, shRNA *FoxC2/rtTA*; blue, *FoxC2* shRNA without *rtTA*. (**E**) WT1 ChIP-qPCR. (**F**) FOXC2 ChIP-qPCR. Data are presented as mean ± SD. Unpaired *t* test (**B**, **C**, **E**, and **F**).

**Figure 5:**
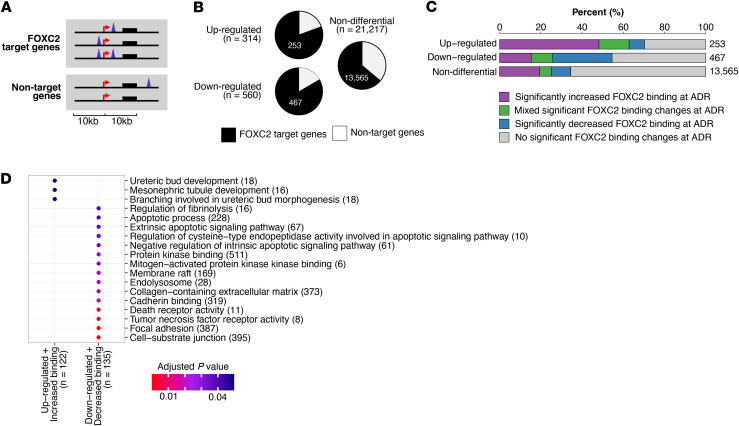
Correlation of FOXC2 binding with gene expression. (**A**) Schematic designating FOXC2 target genes as having at least one FOXC2 site within 10 kb of the TSS. (**B**) Pie charts showing proportion of up- and downregulated genes and non-differentially expressed genes that are classified as FOXC2 target genes. (**C**) Bar plots showing proportion of upregulated (top), downregulated (middle), and non-differentially expressed (bottom) FOXC2 target genes with indicated FOXC2 binding change in ADR compared with PBS condition. (**D**) GO terms enriched among genes upregulated with increased FOXC2 binding (left column) and downregulated with decreased binding (right column).

**Figure 6:**
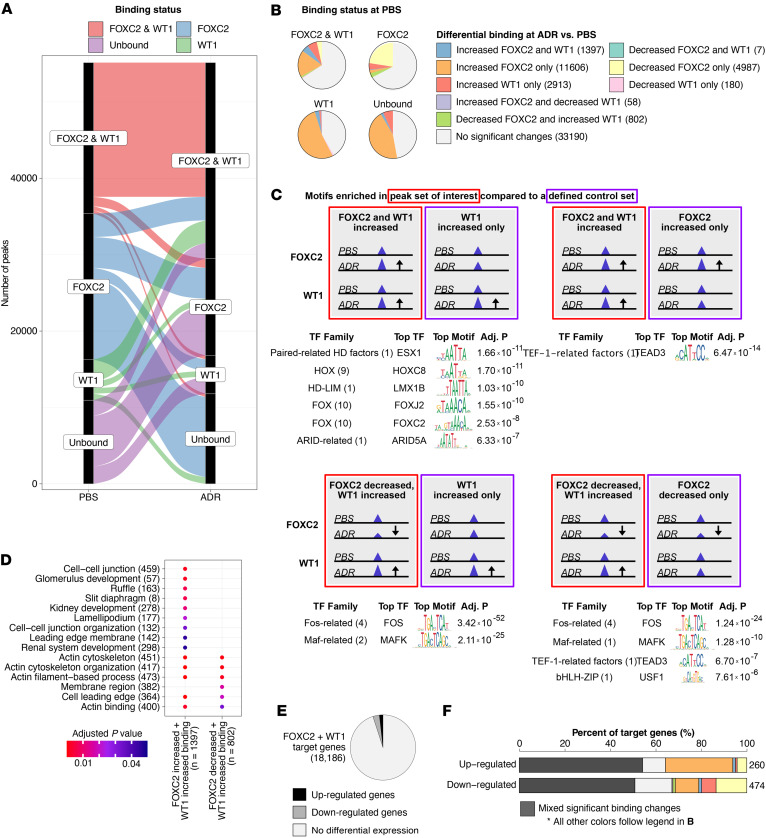
Analysis of FOXC2 and WT1 co-binding. (**A**) Alluvial plot of FOXC2 and WT1 co-binding in PBS and ADR conditions. Binding is based on statistically significant increased intensity over background. (**B**) Pie charts show proportion of sites for each binding status in PBS that have indicated peak intensity changes in ADR compared with PBS. Color key denoted by boxes to the right of charts. (**C**) Statistically significant motifs enriched when comparing regions where the intensity of co-binding changed, versus a defined control set. In each pair of gray boxes, the peak set of interest is outlined in red, and the direction of change for FOXC2 and WT1 is indicated; the control set used for comparison is outlined in purple. Below the gray boxes, TF motif families enriched with adjusted *P* value ≤ 1 × 10^–5^ in each comparison, the TF within the family with the lowest *P* value, the TF motif, and the adjusted *P* value are noted. (**D**) GO analysis based on increased binding of both FOXC2 and WT1 in ADR (left column) and decreased binding of FOXC2 and increased WT1 in ADR (right column). (**E**) Pie chart shows proportion of up- and downregulated genes that are classified as target genes co-bound by FOXC2 and WT1. The white portion includes genes that are targets of only one TF. (**F**) Bar plot shows proportion of up- and downregulated co-bound target genes with indicated binding change in ADR. The color key follows that in **B** with the addition of a mixed category (dark gray).

**Figure 7:**
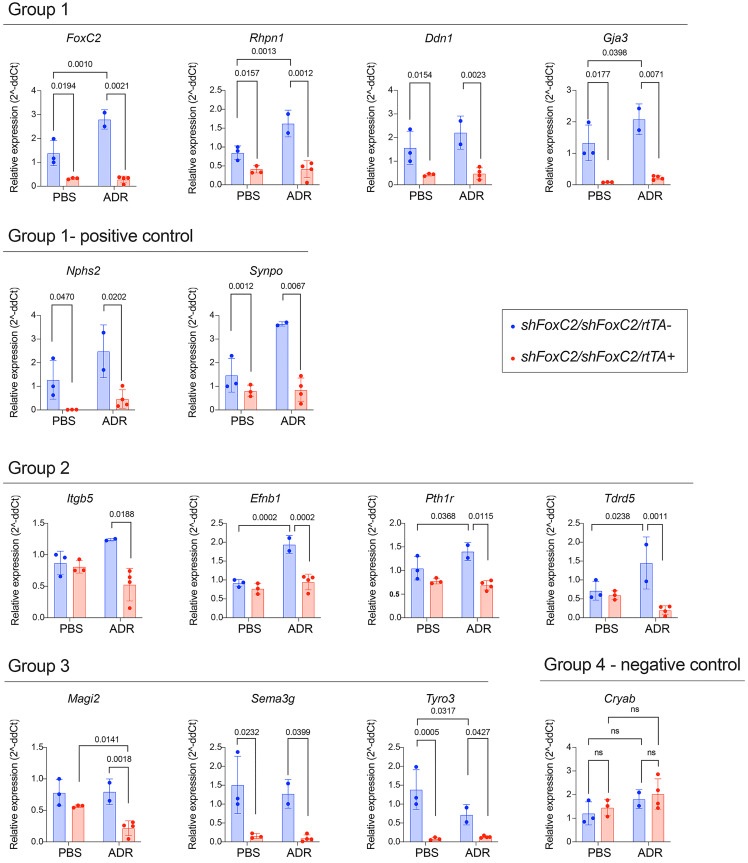
Gene expression analysis of novel FOXC2 target genes. RT-qPCR analysis of isolated glomeruli of FoxC2 and select FOXC2 target genes. Grouping is described in Results. For each target gene, *shFoxC2/shFoxC2/rtTA–* and *shFoxC2/shFoxC2/rtTA*+ mice are compared. Bars on the left show control PBS-treated mice, and bars on the right show ADR-treated mice. Data are presented as mean ± SD. Two-way ANOVA with Tukey’s multiple-comparison test.

**Figure 8:**
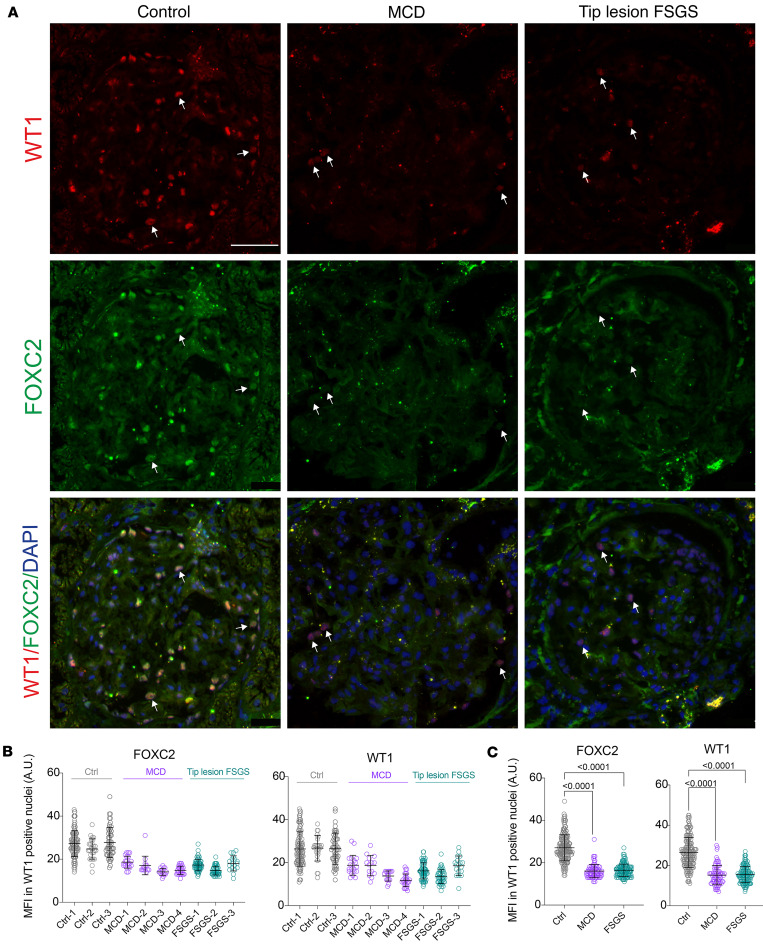
FOXC2 and WT1 in glomeruli of human kidneys. (**A**) The protein stained is given on the left of each row, and the disease condition is given at the top of each column. Each image is representative of at least 3 biopsies examined from distinct individuals and at least 4 glomeruli imaged per biopsy. White arrows indicate nuclei positive for WT1 and their location in the FOXC2 panels. Scale bar: 50 μm. (**B**) Quantification of staining of nuclei from individual biopsies; each data point is one nucleus. (**C**) Staining intensities from all individuals combined for statistical analysis, presented as mean ± SD. Kruskal-Wallis test with Dunn’s multiple-comparison test.

**Figure 9:**
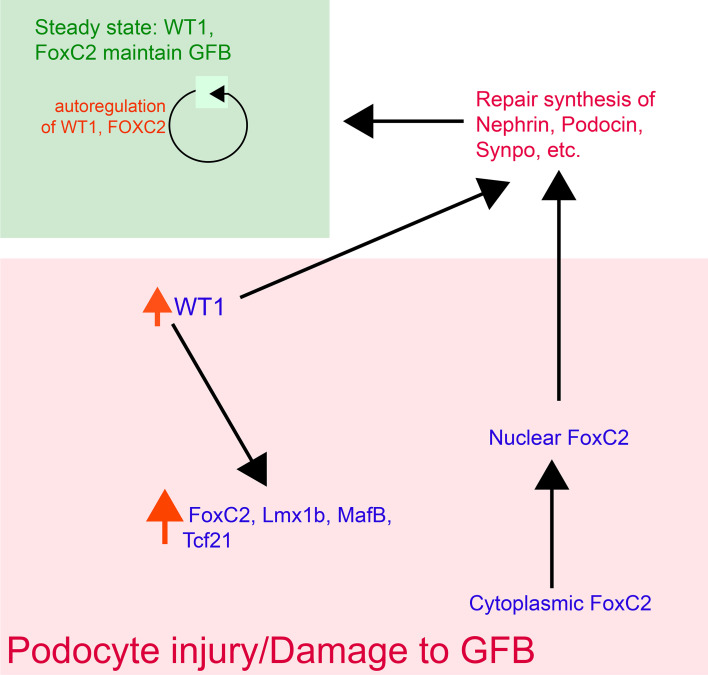
A model of the regulation of gene expression by WT1 and FOXC2 in podocytes. At steady state, autoregulation maintains expression of *FoxC2*, *Wt1*, and their target genes. Upon injury, increased expression of *Wt1* boosts expression of *FoxC2*, thereby boosting expression of other podocyte TFs, thereby increasing expression of genes encoding components of the GFB.

# Supplementary material for: FOXC2 and WT1 regulate transcriptional reprogramming during the podocyte response to injury
**Source:** JCI Insight. 2026 Jun 8;11(11):e190175. doi: 10.1172/jci.insight.190175
**Supplement:** Supplemental data

## Supplemental tables 1-3

Table 1. Pathological evaluation of histology of *Foxc2* knockdown mice

| Genotype-treatment        | Total gloms | Global sclerosis | Segmental hyalinosis | Glomerular collapse | Collapse + PEC reaction | dilated tubules with protein casts | Int Fibrosis (%) |
|---------------------------|-------------|------------------|----------------------|---------------------|-------------------------|------------------------------------|------------------|
| <i>shFoxc2/rtTA</i> - PBS | 163         | 0                | 0                    | 0                   | 0                       | 0                                  | 0                |
| <i>shFoxc2/rtTA</i> - PBS | 155         | 0                | 0                    | 0                   | 0                       | 0                                  | 0                |
| <i>shFoxc2/rtTA</i> - PBS | 160         | 0                | 0                    | 0                   | 0                       | 0                                  | 0                |
| <i>shFoxc2/rtTA</i> - ADR | 159         | 0                | 0                    | 0                   | 0                       | 0                                  | 0                |
| <i>shFoxc2/rtTA</i> - ADR | 131         | 0                | 0                    | 0                   | 0                       | 0                                  | 0                |
| <i>shFoxc2/rtTA</i> + PBS | 125         | 0                | 0                    | 0                   | 0                       | rare (trace)                       | 0                |
| <i>shFoxc2/rtTA</i> + PBS | 134         | 0                | 0                    | 0                   | 0                       | 0                                  | 0                |
| <i>shFoxc2/rtTA</i> + PBS | 142         | 0                | 0                    | 0                   | 0                       | 1+                                 | 0                |
| <i>shFoxc2/rtTA</i> + ADR | 88          | 0                | 16                   | 0                   | 0                       | 2+                                 | 0                |
| <i>shFoxc2/rtTA</i> + ADR | 100         | 0                | 0                    | 0                   | 0                       | 1+                                 | 0                |
| <i>shFoxc2/rtTA</i> + ADR | 110         | 0                | 7                    | 0                   | 0                       | 1+                                 | 0                |
| <i>shFoxc2/rtTA</i> + ADR | 108         | 0                | 4                    | 2                   | 0                       | 2+                                 | 0                |

PAS-stained sections were evaluated blindly by a pathologist (AW).

Table 2. Human biopsy information

**Table 3: Primer sequences for RT-qPCRs and ChIP qPCRs**

| Gene                     | forward primer (5'-3') | reverse primer (5'-3')  |
|--------------------------|------------------------|-------------------------|
| <b>RT-qPCR primers</b>   |                        |                         |
| <i>Cryab</i>             | GTTCTTCGGAGAGCACCTGTT  | GAGAGTCCGGTGTCATCCAG    |
| <i>Ddn</i>               | GACCCTGGGGACTAAGCGA    | ACATCCCGGTAGATTCGAGGA   |
| <i>Efnb1</i>             | TGTGGCTATGGTCGTGCTG    | CCAAGCCCTTCCCACTTAGG    |
| <i>FoxC2</i>             | AACCCAACAGCAAACCTTTCCC | GCGTAGCTCGATAGGGCAG     |
| <i>Gja3</i>              | CACAGGAGCACTCTACAGTCA  | CGGTCGTAGCAGACGTTCTC    |
| <i>Itgb5</i>             | GCTGCTGTCTGCAAGGAGAA   | AAGCAAGGCAAGCGATGGA     |
| <i>Magi2</i>             | AGAAAAGTGGTGCTCTCCTAGA | CACGCCGTTTCCATTGACTAC   |
| <i>Nphs2</i>             | GCATCAAGCCCTCTGGATTAG  | AGACGGAGATCAACCTTGTGATA |
| <i>Pth1r</i>             | CAGGCGCAATGTGACAAGC    | TTTCCCGGTGCCTTCTCTTTC   |
| <i>Rhpn1</i>             | GCGAGGATGACTTCTTCGAGG  | CATCGGTTCTTGTTGAAAACAC  |
| <i>Sema3g</i>            | AGGTGGGGAGCTATACACAGG  | ACCGGGGTTTCATGTAGGAGG   |
| <i>Synpo</i>             | CTGCATCCGTGGTCAACAG    | GGGACTCCTATCCGCCATAC    |
| <i>Tdrd5</i>             | GGAGCCATAAGGTCCGAACT   | AGAACGGGAGACAATGCCAAA   |
| <i>Tyro3</i>             | TTACTGGTGGAGAGGACTCAC  | CTTGAAGGCGAACAATGGCTG   |
| <b>ChIP qPCR primers</b> |                        |                         |
| <i>Nphs2_peak1</i>       | CACCTGGTCTCTTCACAGCA   | GTCCGCAGTGACCTGGTATT    |
| <i>Nphs2_peak2</i>       | TCACTTCCCTGGACTCTGCT   | GGAGGAGGAACTCACTGTCTG   |
| <i>Nphs2_peak3</i>       | CATCCAGACCCAAGAAGGAA   | CCCTGCTGTCCATTCTCAAT    |
| <i>Synpo_peak1</i>       | ATGCTTTCCTCCTGCTCAGA   | GGGAAGGAGAAGGTTCCAAG    |
| <i>Synpo_peak2</i>       | TCCACTCTGCCATCTGTGTC   | GTGCCGTCACTCTCATTCTT    |
| <i>Synpo_peak3</i>       | CCTGCCTTGAGTCCTTTCTG   | CTGTTAGGGCAGAGCAGACC    |

Supplemental Figure 1

A

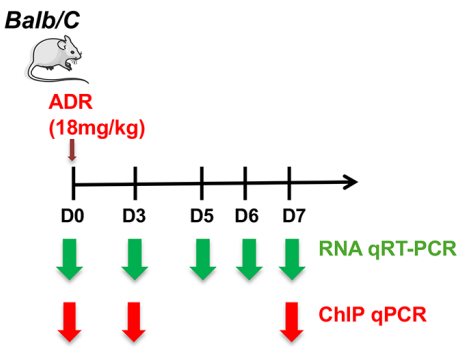

B

BALB/c *FoxC2* expression after ADR

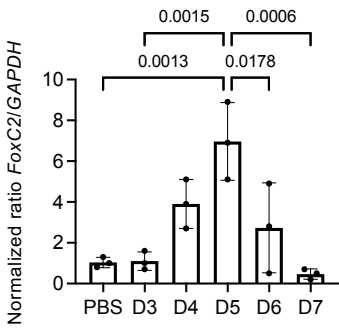

C

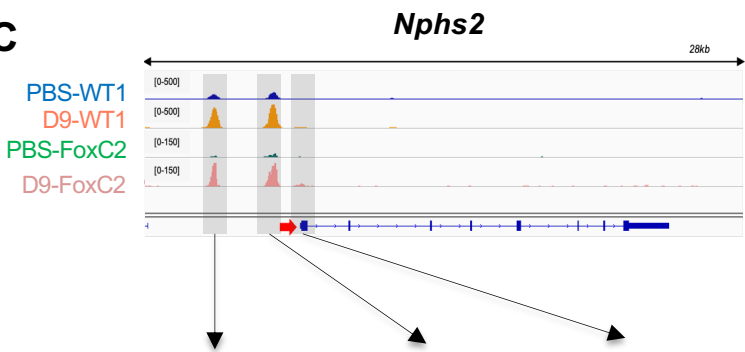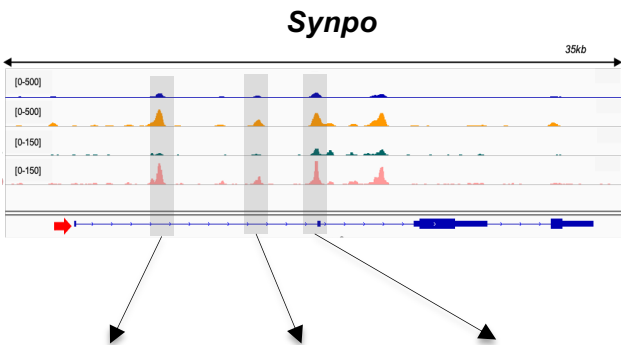

D

FOXC2 direct ChIP-qPCR in *Nphs2-Cre mTmG* mice

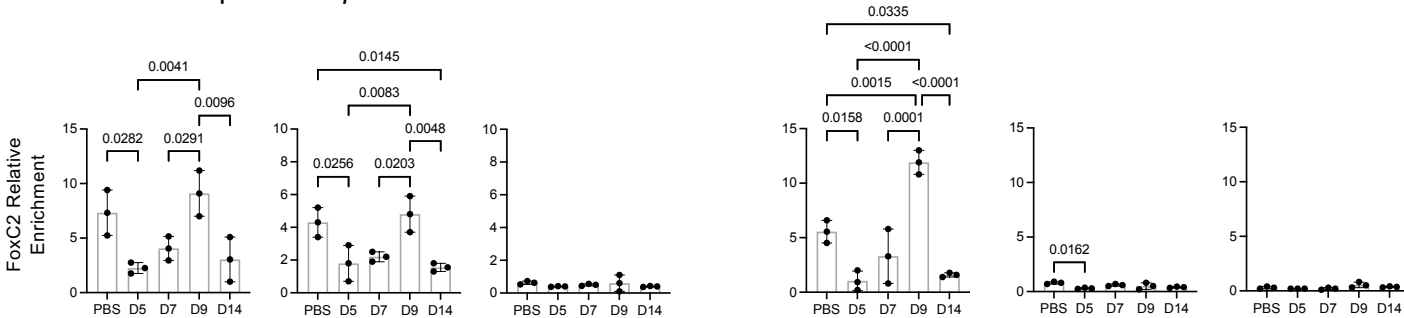

FOXC2 direct ChIP-qPCR in *BALB/c* mice

E

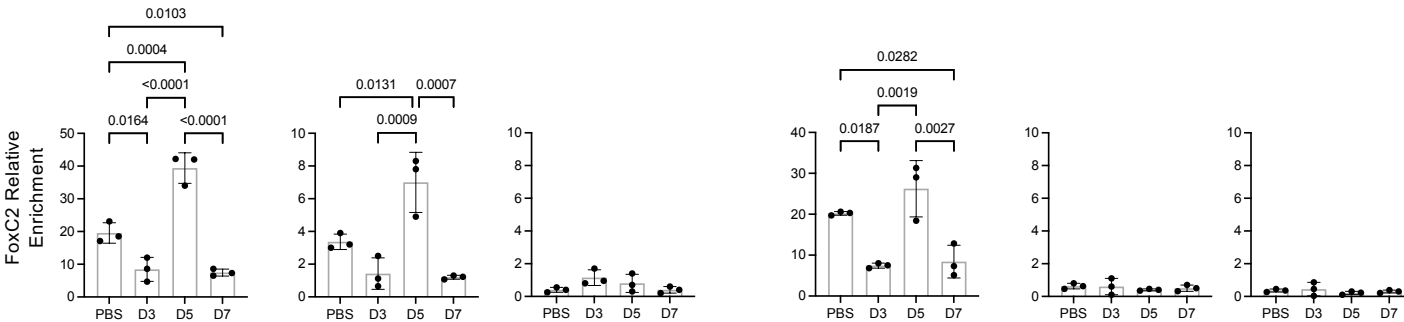

**Figure S1. FOXC2 response to ADR.** (A) Experimental timeline for Balb/c mice (B,E). Timeline for *Nphs2-Cre/mTmG* mice (D) in Figure 1. (B) *FoxC2* mRNA levels detected by RT-qPCR of isolated glomeruli from Balb/C mice after ADR injury. (C) IGV plots of FOXC2 and WT1 binding to *Nphs2* and *Synpo* after PBS or ADR at D9. (FOXC2 data is from ChIP-Seq reported herein, WT1 data is from the ChIP-seq experiment analyzed in (3)). *Synpo* is positioned in reverse orientation to typical IGV displays for clarity, 5' to 3' from left to right. (D) FOXC2 direct CHIP-qPCR to binding sites designated in (C), using isolated podocytes from *Nphs2-Cre/mTmG* mice. Time points at bottom of each graph. (E) same as in (D) except using chromatin from isolated glomeruli of BALB/c mice. Data are presented as mean  $\pm$  SD. One-way ANOVA with Tukey's multiple comparisons test used for (B, D, E).

Figure S2

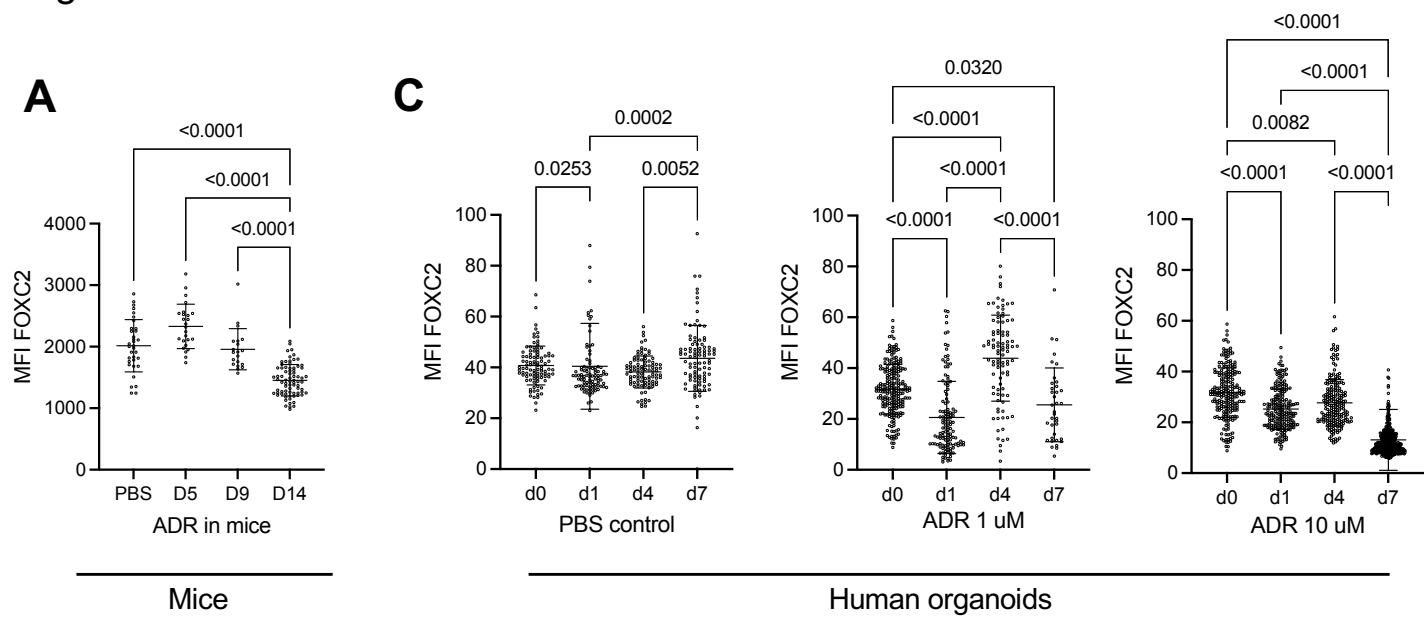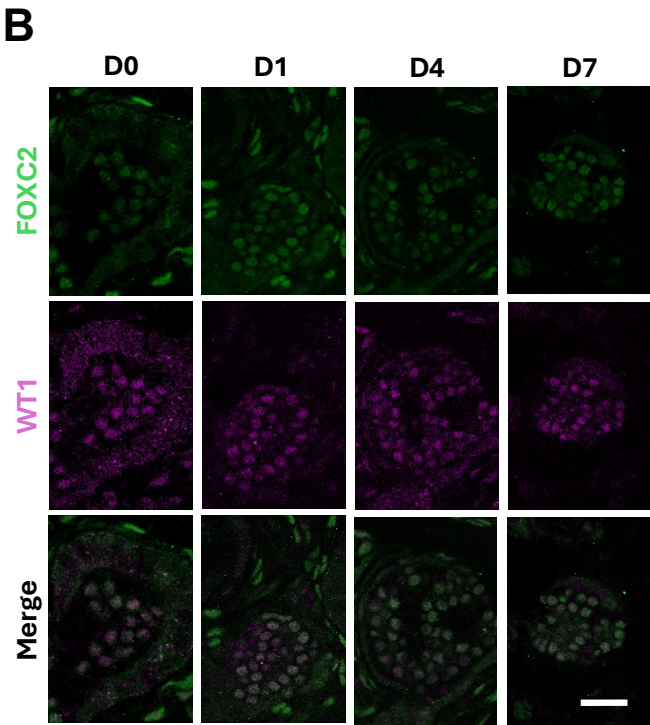

**Figure S2. Quantification of immunofluorescent staining.** (A) Quantification of the mean fluorescent intensity of FOXC2 in mice. A representative image is shown in Figure 1D. Data are presented as mean  $\pm$  SD. Kruskal–Wallis test with Dunn’s multiple comparisons. (B) Immunofluorescent staining of FOXC2 and WT1 in human organoids treated with PBS. Scale bar: 20 $\mu$ m. (C) Same as (A) for organoids shown in Figure 1 (PBS, 1 $\mu$ M AD, 10 $\mu$ M ADR). Data are presented as mean  $\pm$  SD. Kruskal–Wallis test with Dunn’s multiple comparisons.

Figure S3

# Nephrin Grading

A

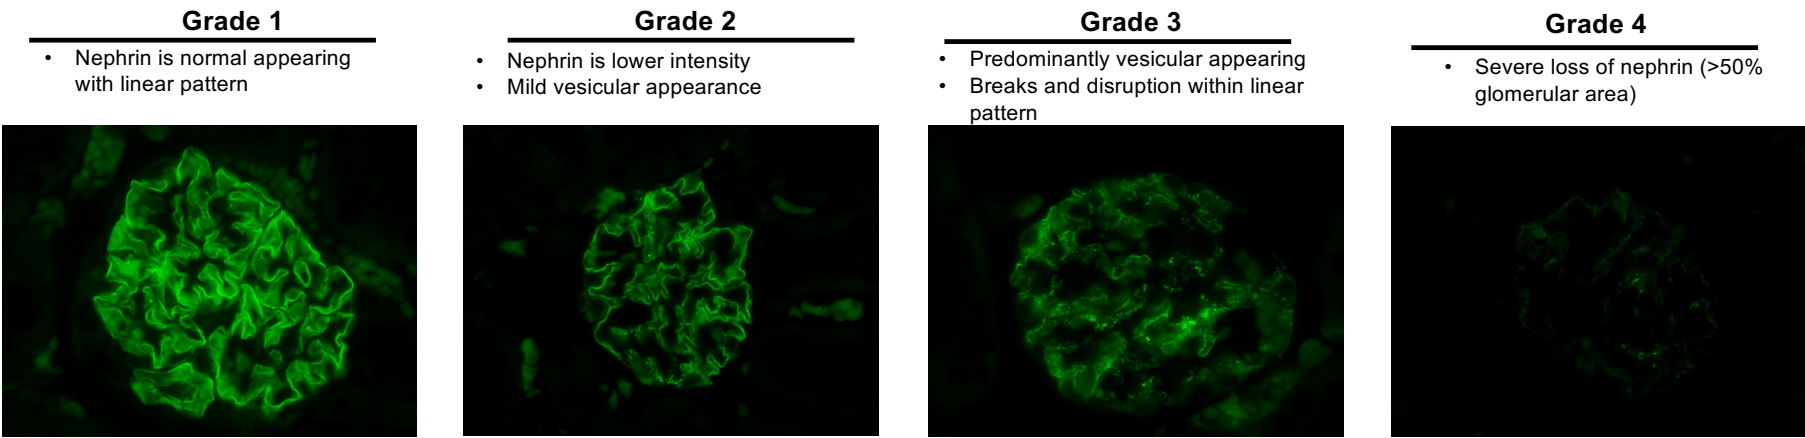

B

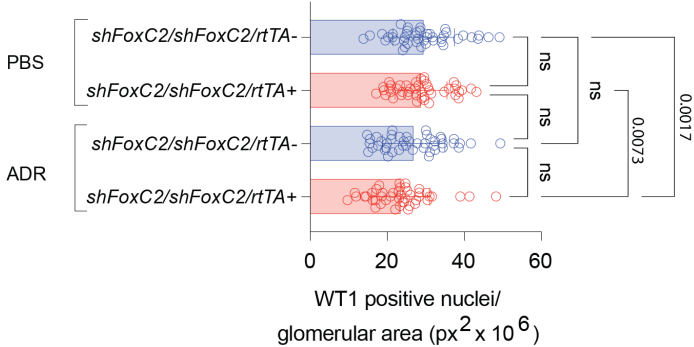

**Figure S3. Grading of nephrin localization and podocyte counts.** (A) Immunofluorescent stained sections were evaluated for nephrin localization, based on criteria shown in the figure. A blinded observer categorized 30 glomeruli per sample. (B). Quantification of WT1+ cells per glomerular area. Data are presented as mean  $\pm$  SD. Two-way ANOVA with Tukey's multiple comparisons test. N=3 mice, 15 glomeruli counted per mouse.

**A**

*shFoxC2/shFoxC2/rtTA-*  
*shFoxC2/shFoxC2/rtTA+*

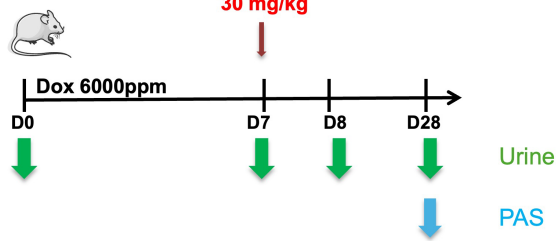**B**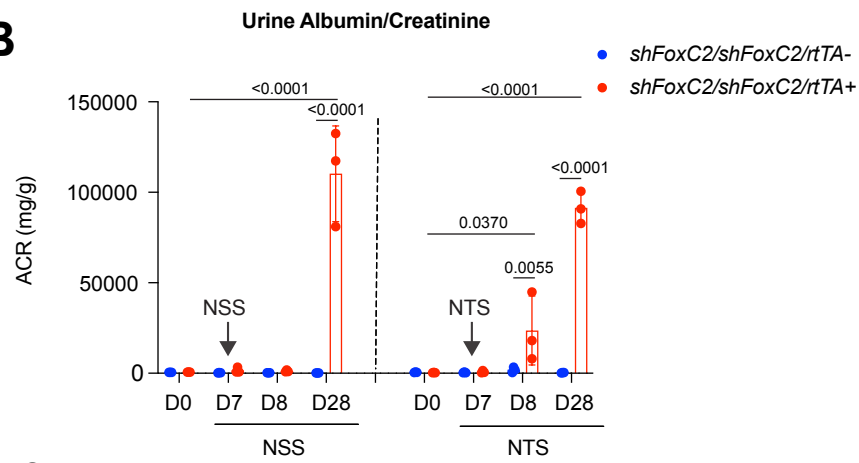**C**

NSS

NTS

*shFoxC2/*  
*shFoxC2/rtTA-*

*shFoxC2/*  
*shFoxC2/rtTA+*

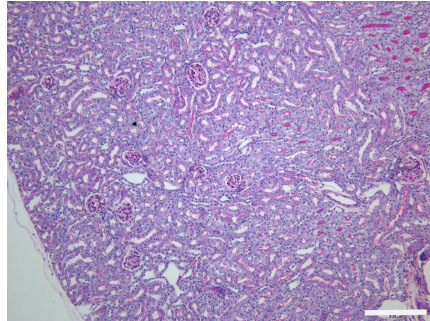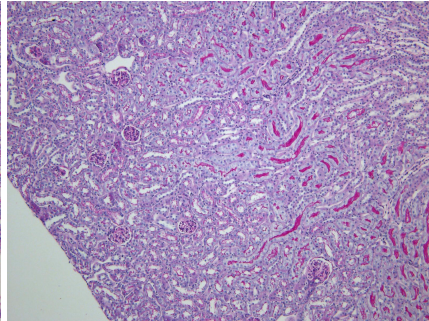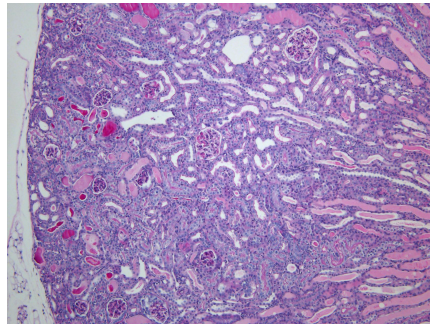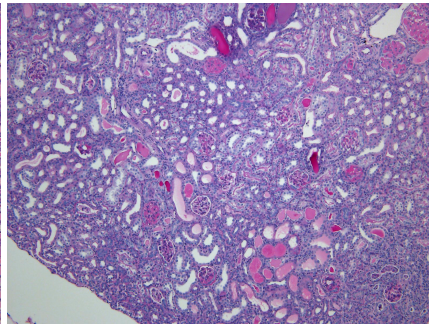**D**

*shFoxC2/*  
*shFoxC2/rtTA-*

*shFoxC2/*  
*shFoxC2/rtTA+*

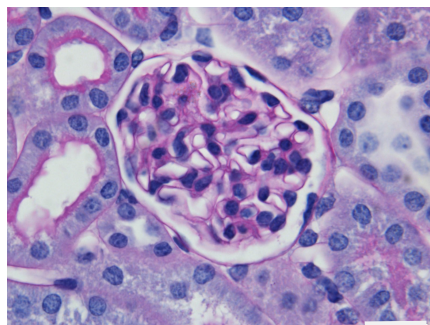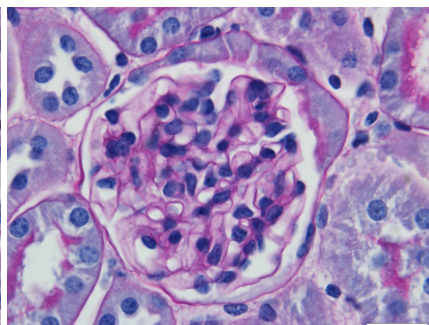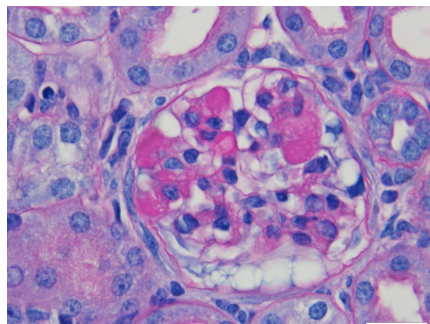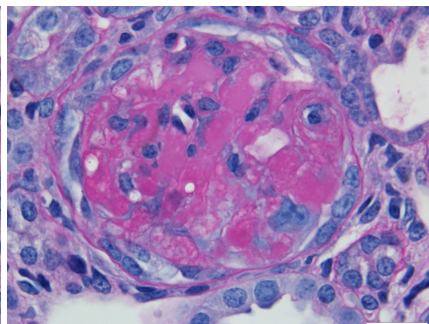**E**

NSS

NTS

*shFoxC2/*  
*shFoxC2/rtTA-*

*shFoxC2/*  
*shFoxC2/rtTA+*

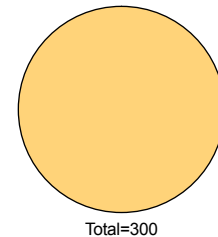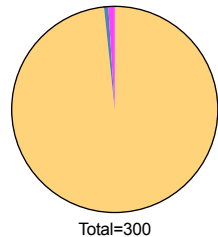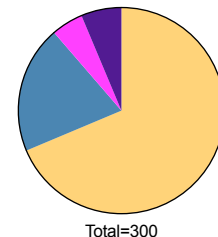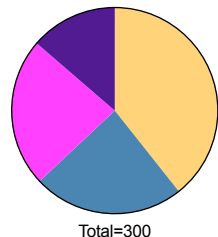

Normal  
 Segmental sclerosis  
 Global sclerosis  
 Collapsed

**Figure S4 Treatment of FoxC2 knockdown mice with NTS.** (A) Experimental scheme. (B) Albumin to creatinine ratios, blue: shFoxC2/shFoxC2/rTTA-; Red: shFoxC2/shFoxC2/rTTA+ mice. D0: mice placed on doxycycline chow; The time point of NSS or NTS treatment is indicated. Data are presented as mean  $\pm$  SD. Two-way ANOVA with Tukey's multiple comparisons test. (C) PAS stained representative sections low power magnification. Scale Bar 200  $\mu$ m. (D) PAS stained representative glomeruli high power magnification. Scale bar: 20  $\mu$ m. (E) Quantification of histological analysis.

Figure S5

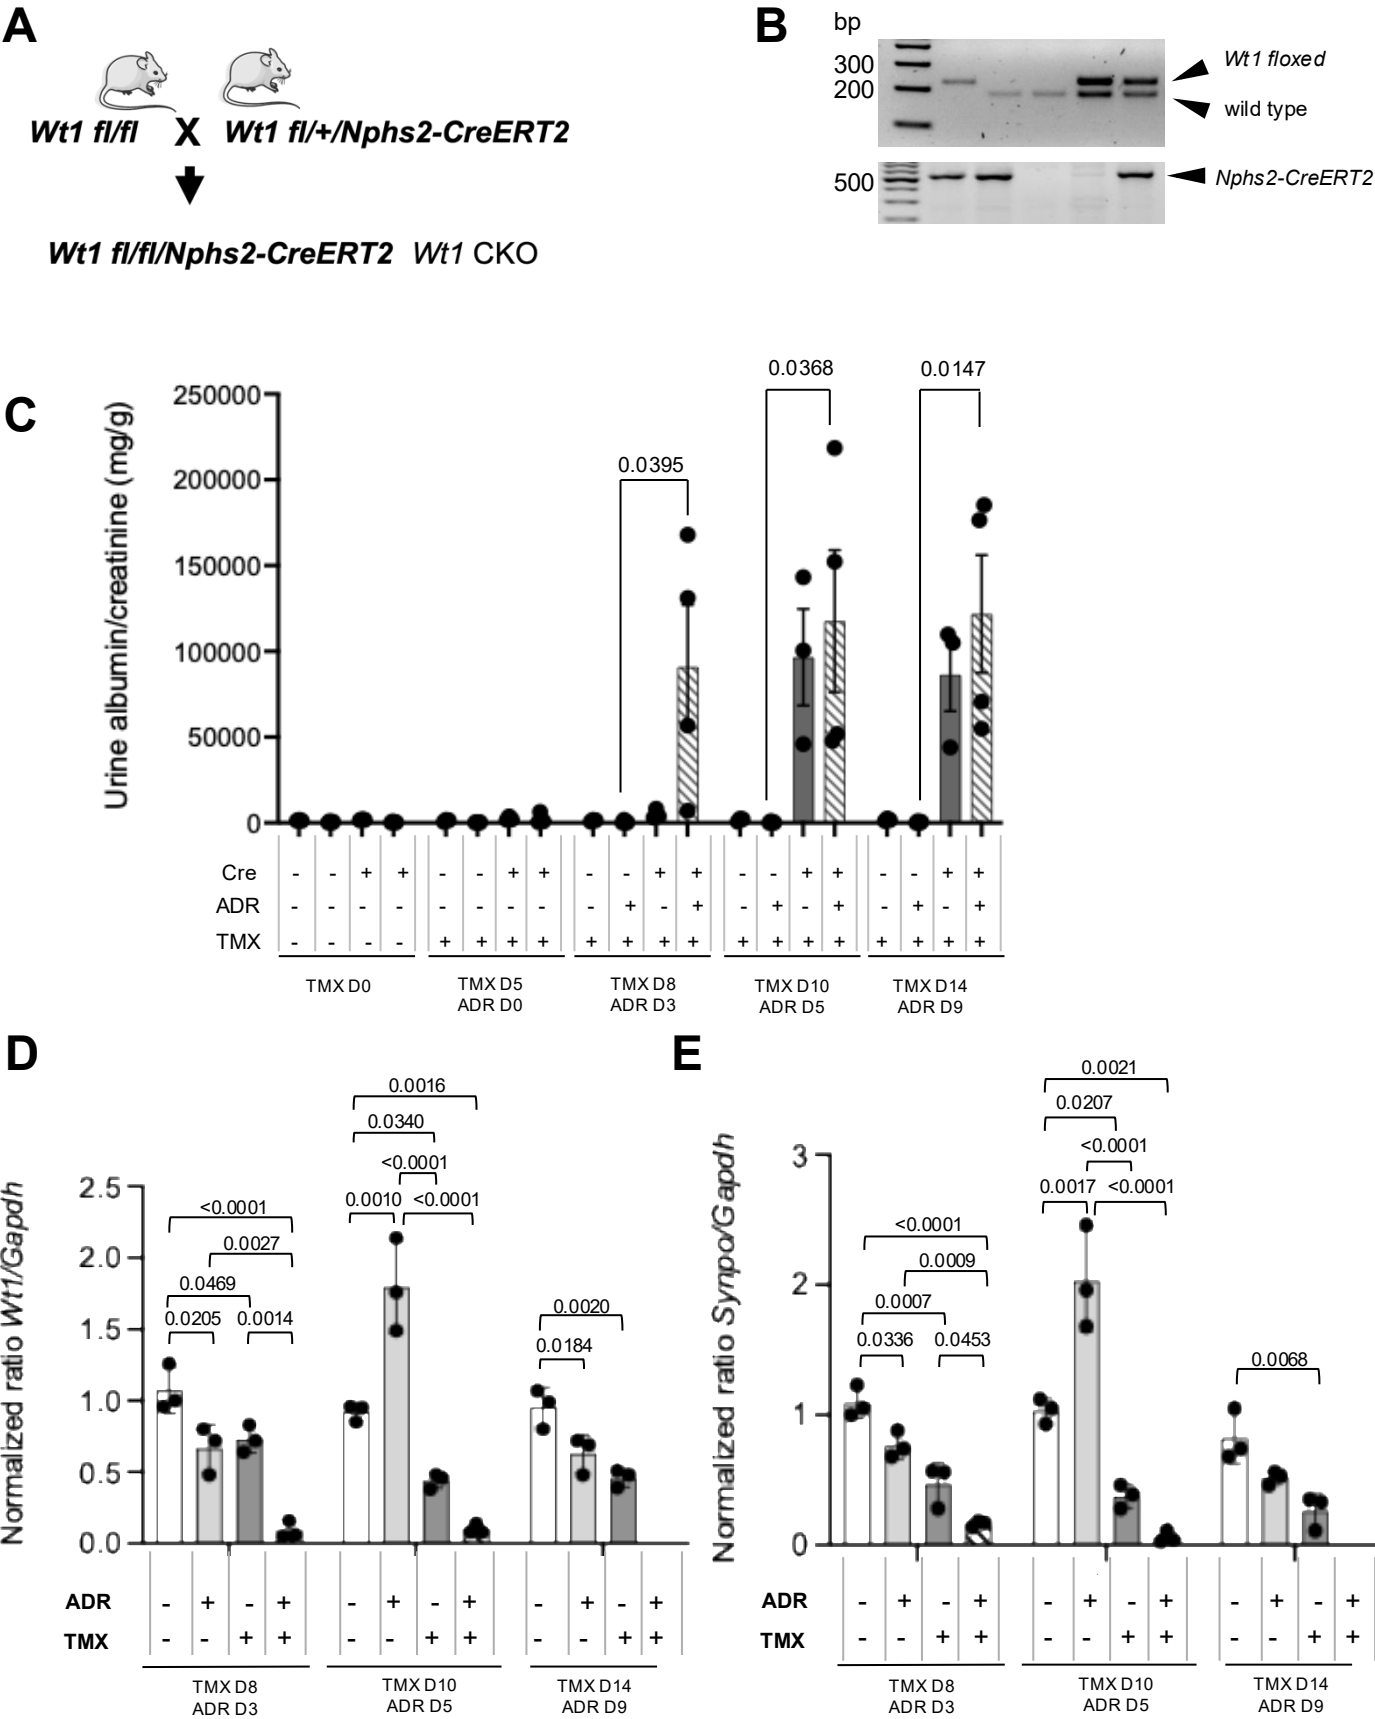

**Figure S5. Podocyte injury after conditional knockout of *Wt1*.** (A). Breeding scheme to obtain *Wt1 fl/fl/Nphs2-CreERT2*. (B) Genotyping example. (C) Urine albumin/creatinine ratios obtained from mice induced with tamoxifen and treated with ADR at the time points indicated below the graph. Data are presented as mean  $\pm$  SD. One-way ANOVA with Tukey's multiple comparisons test. (D) RT-pPCR of *Wt1* expression in isolated glomeruli of mice at same time points, treatments as in (C). (E) Same as (B) except for *Synpo*. Data are presented as mean  $\pm$  SD. One-way ANOVA with Tukey's multiple comparisons test.

Figure S6

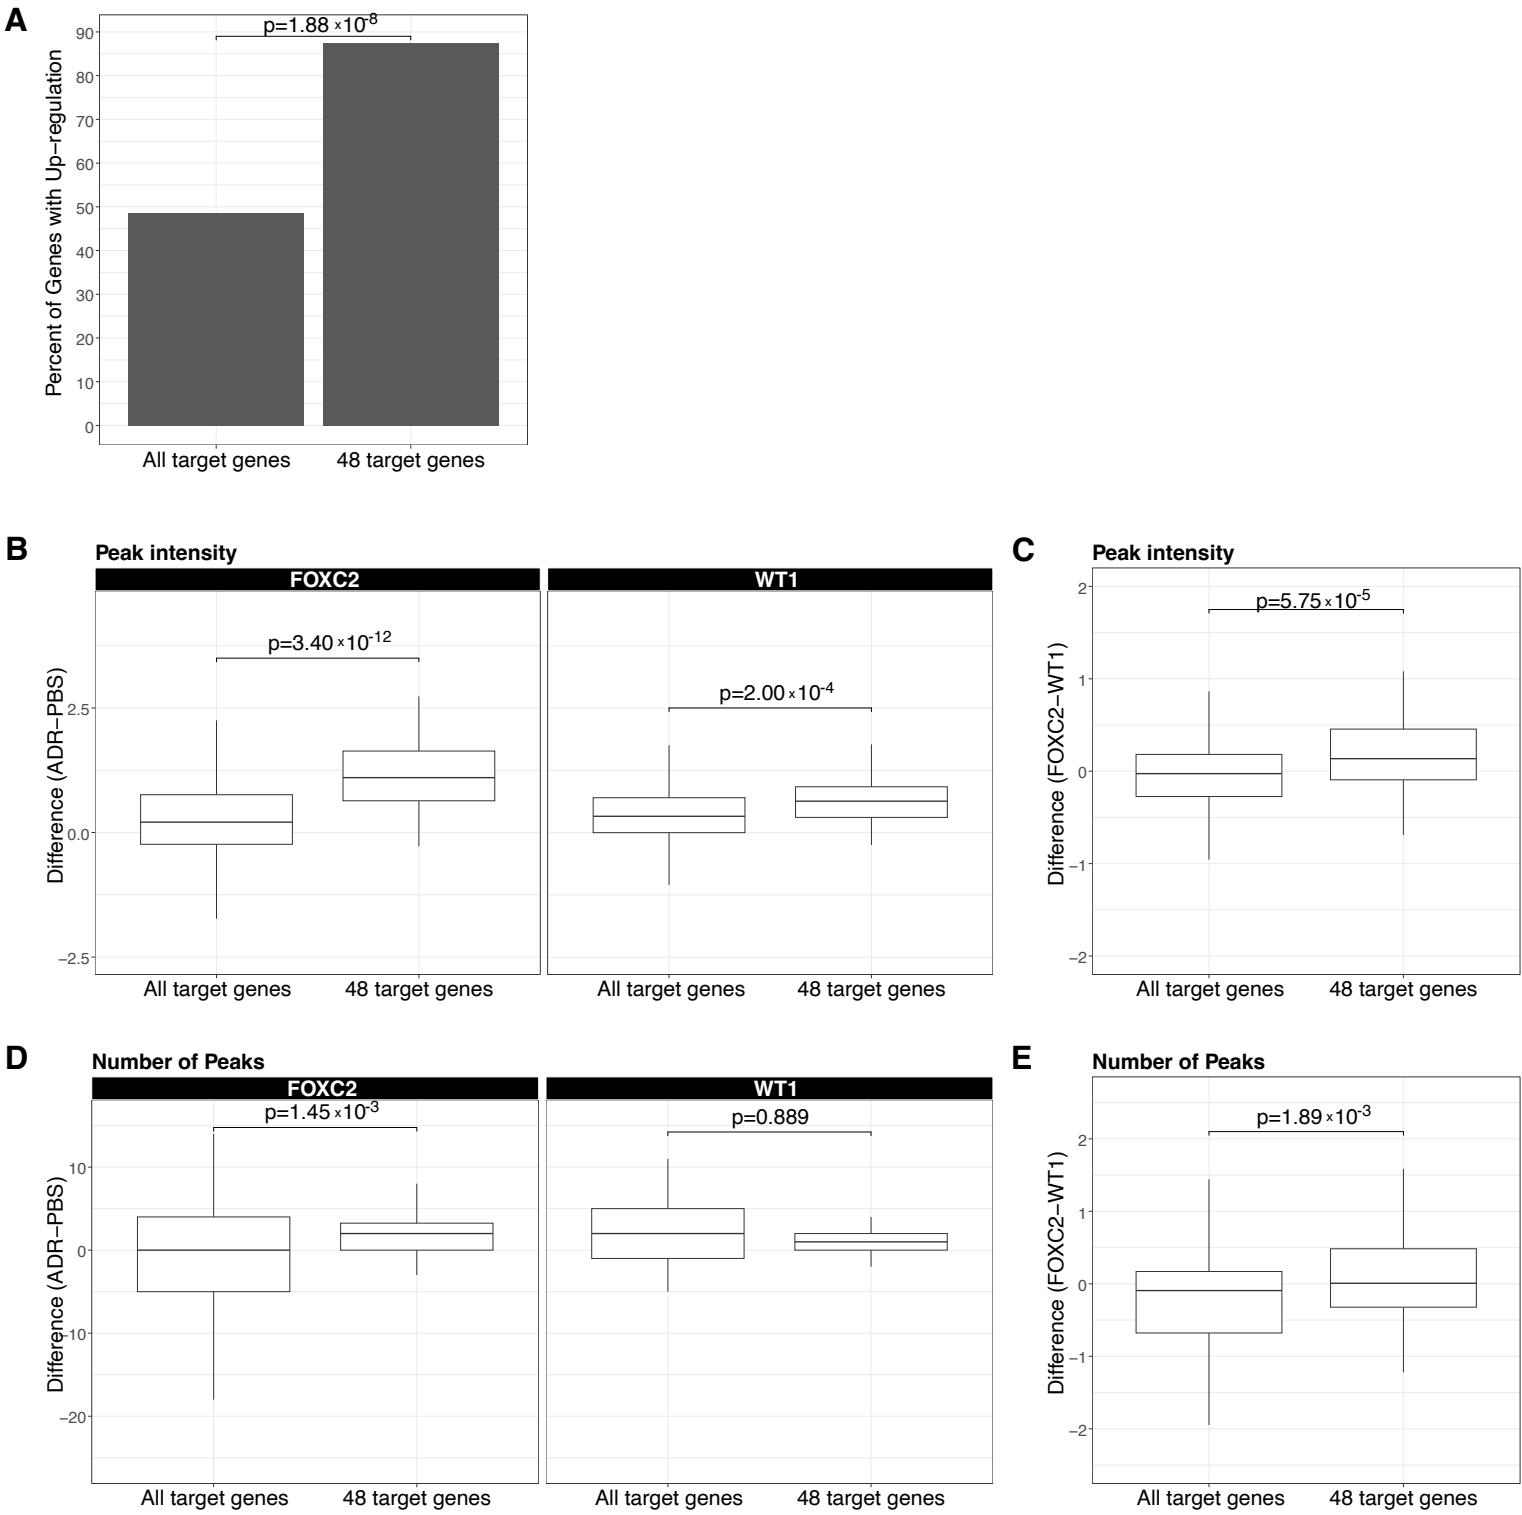

**Figure S6. Comparison of FOXC2 and WT1 binding to a set of podocyte genes.** All plots compare all FOXC2 and/or WT1 target genes to the defined set of podocyte genes. (A) Bar plot of percent of genes with up-regulation. (B) Boxplot of difference between peak intensity of ADR and PBS (right). (C) Boxplot of difference between FOXC2 and WT1 peak intensity. (D) Boxplot of difference between number of peaks in ADR and PBS. (E) Boxplot of difference between FOXC2 and WT1 peak intensity. Wilcoxon rank sum tests were used to calculate p-values.

**Figure S7.** IGV plots of the gene set identified as characteristically expressed in podocytes. (Karaikos et al 2018, reference in text). *FoxC2* and *Lmx1b* were not part of this published set and have been included here as WT1 and FOXC2 bound genes of interest as described in the text. WT1 ChIP-seq data has been previously published (3).

The chromosomal position is indicated at the top of each page.

From top to bottom of the IGV plots:

F\_ADR: FOXC2 peak signature in ADR condition (red)

F\_ADR\_peaks: FOXC2 statistically significant called peaks in ADR condition

F\_PBS: FOXC2 peak signature in PBS condition (blue)

F\_PBS\_peaks: FOXC2 statistically significant called peaks in PBS condition

W\_ADR: WT1 peak signature in ADR condition (maroon)

W\_ADR\_peaks: WT1 statistically significant called peaks in ADR condition

W\_PBS: WT1 peak signature in PBS condition (turquoise)

W\_PBS\_peaks: WT1 statistically significant called peaks in PBS condition

Consensus\_peaks: union of all peaks called for FOXC2 and WT1 in both ADR and PBS conditions

For any particular gene, the scales are the same within the FOXC2 group and within the WT1 group but not between these two groups. The FOXC2 and WT1 scales vary gene to gene.

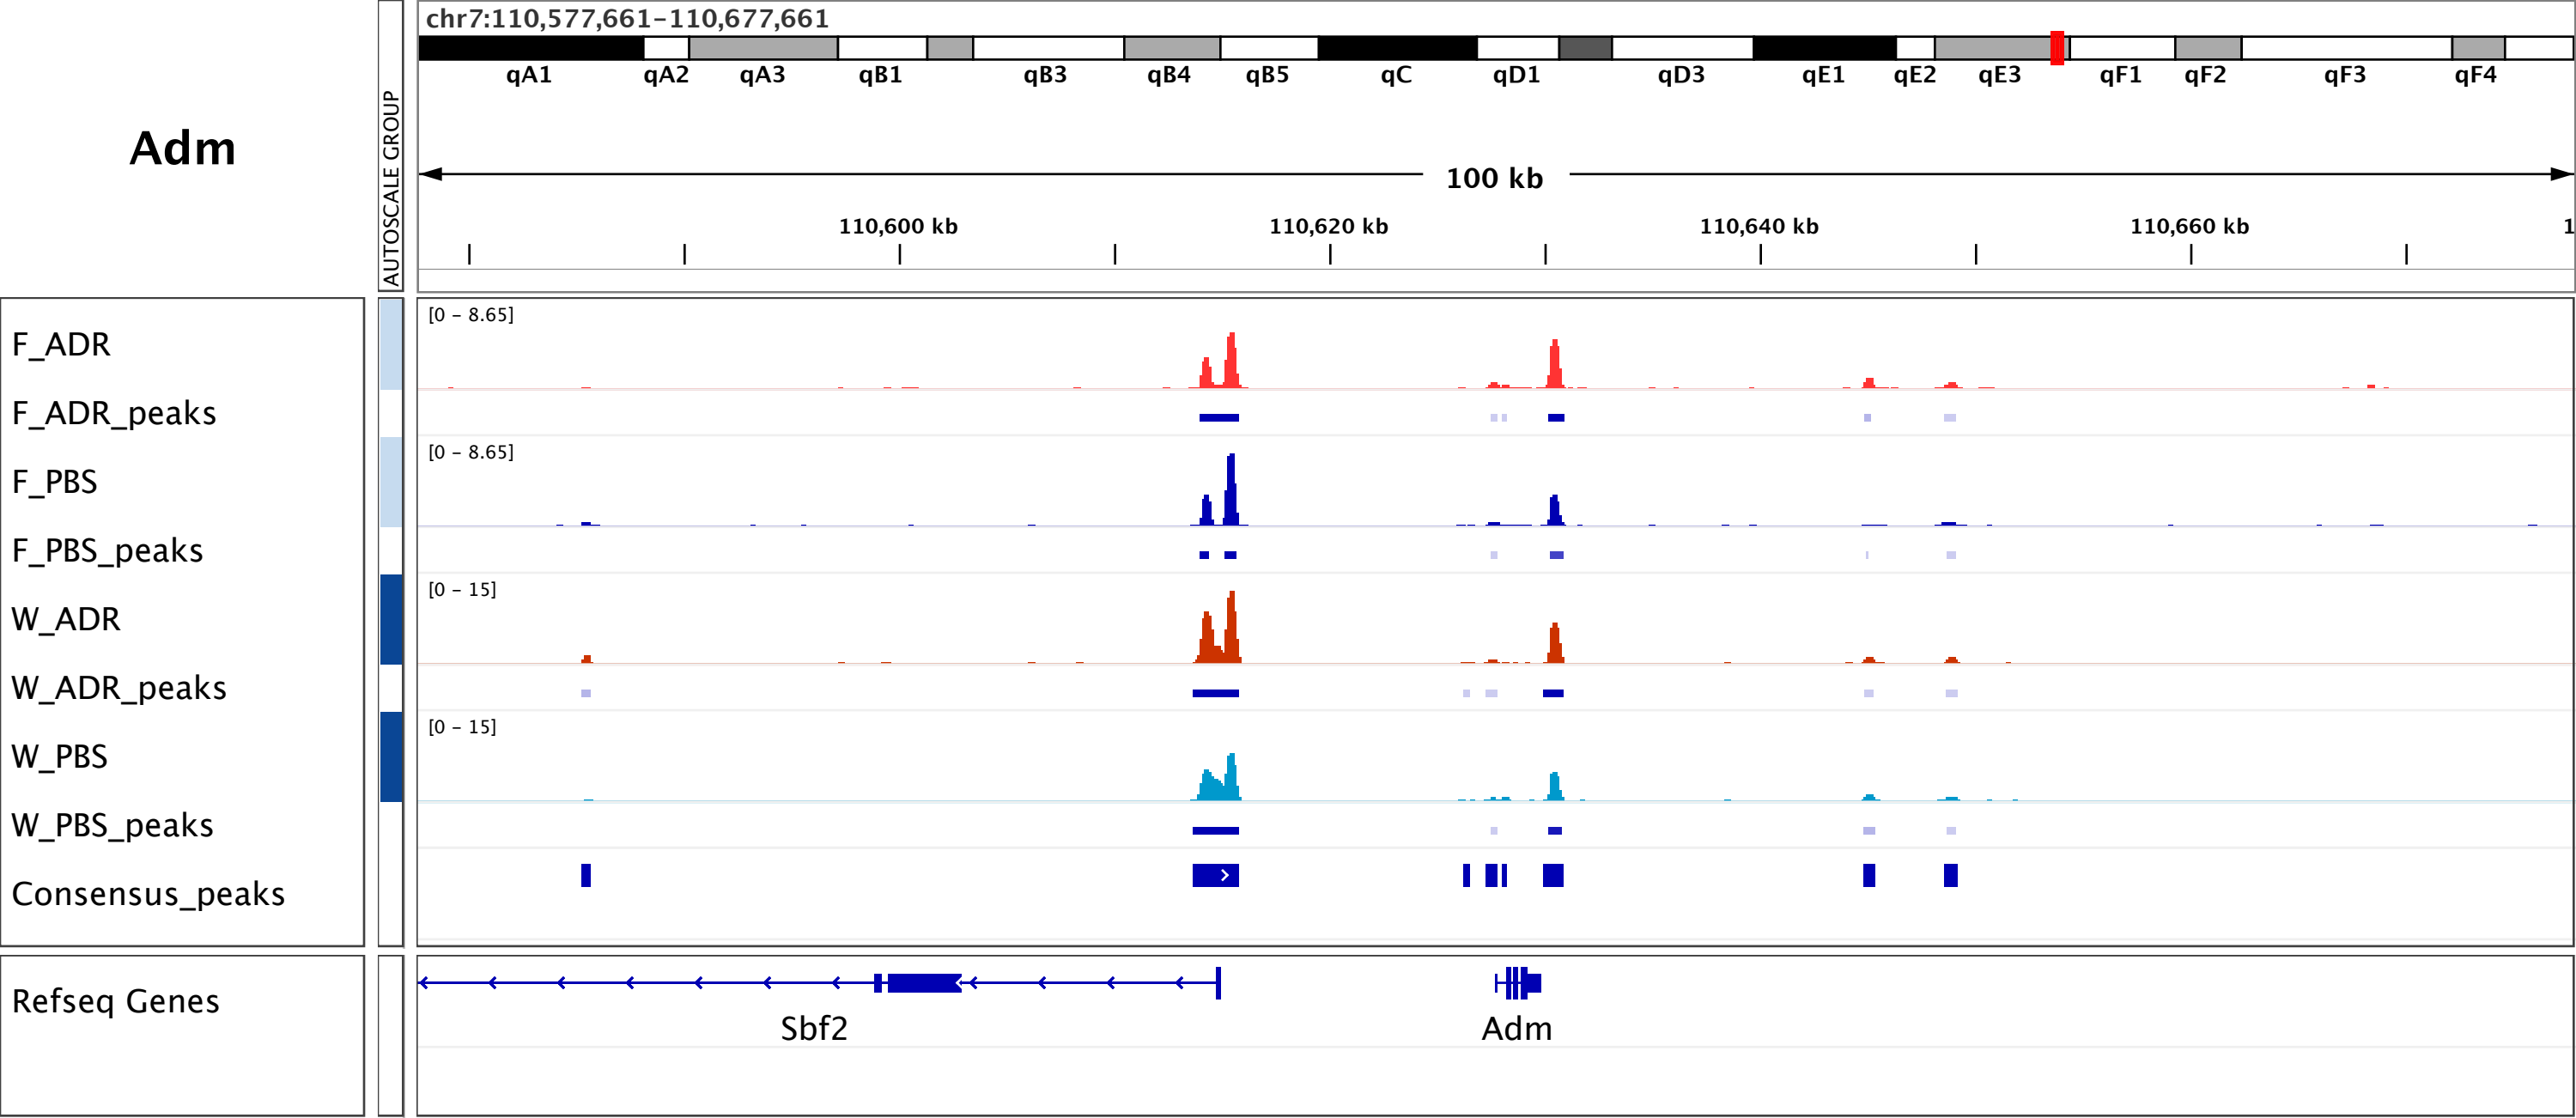

Arhgap24

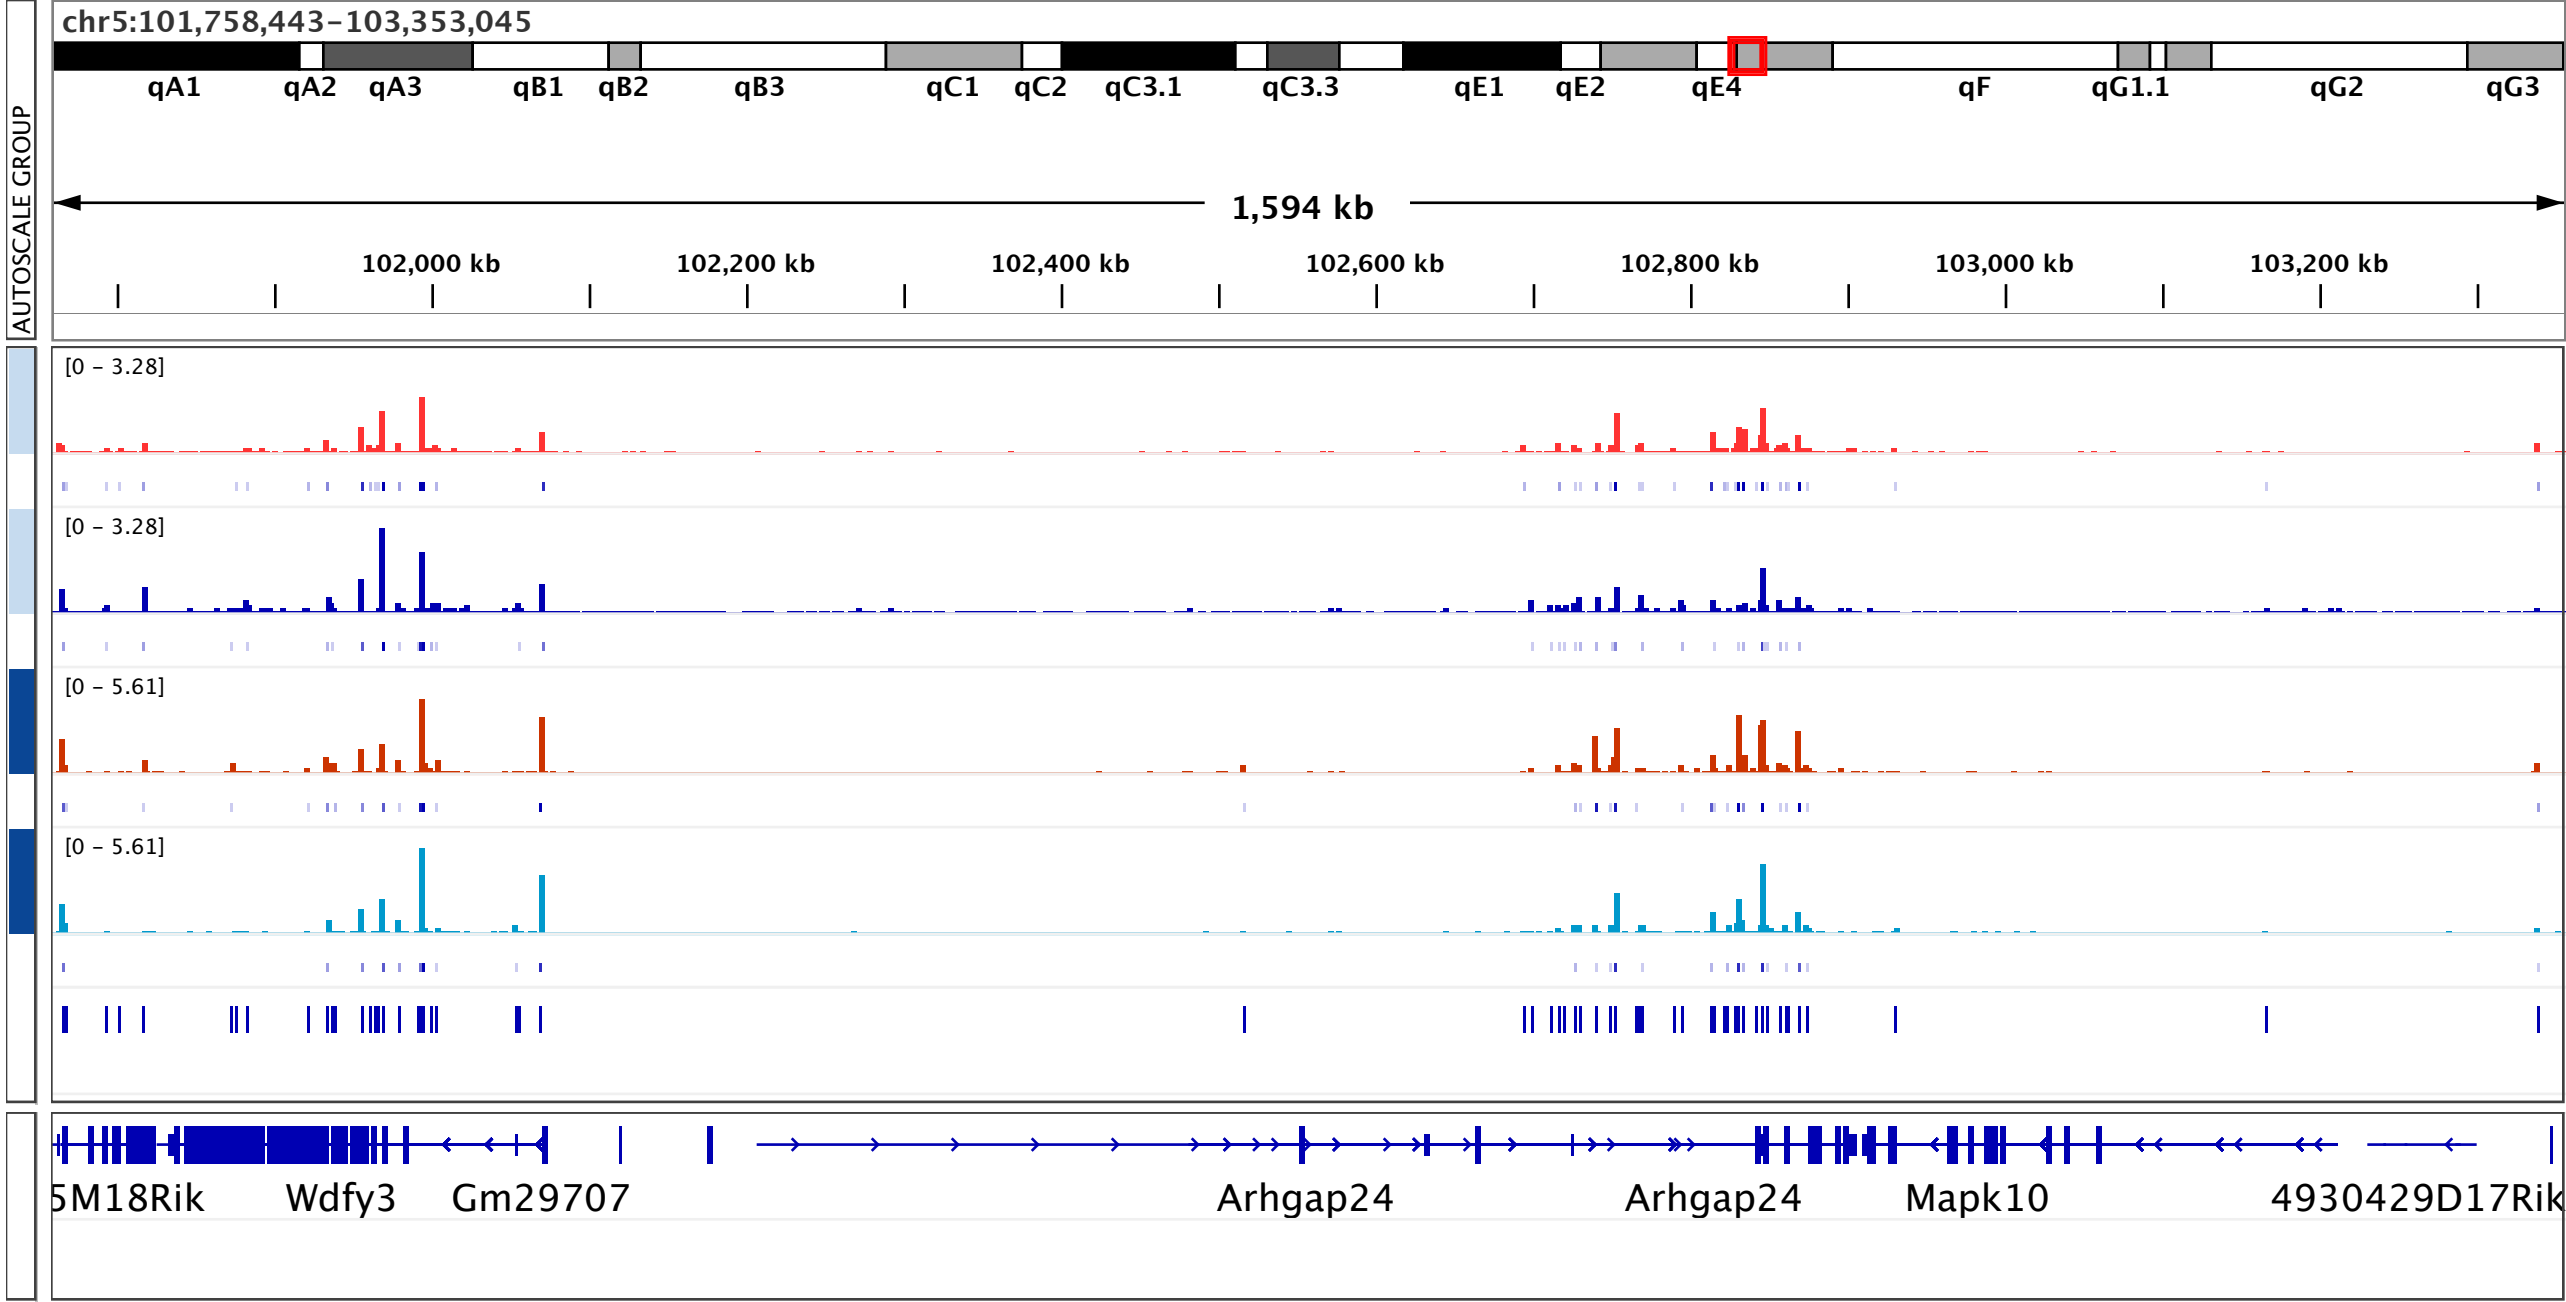

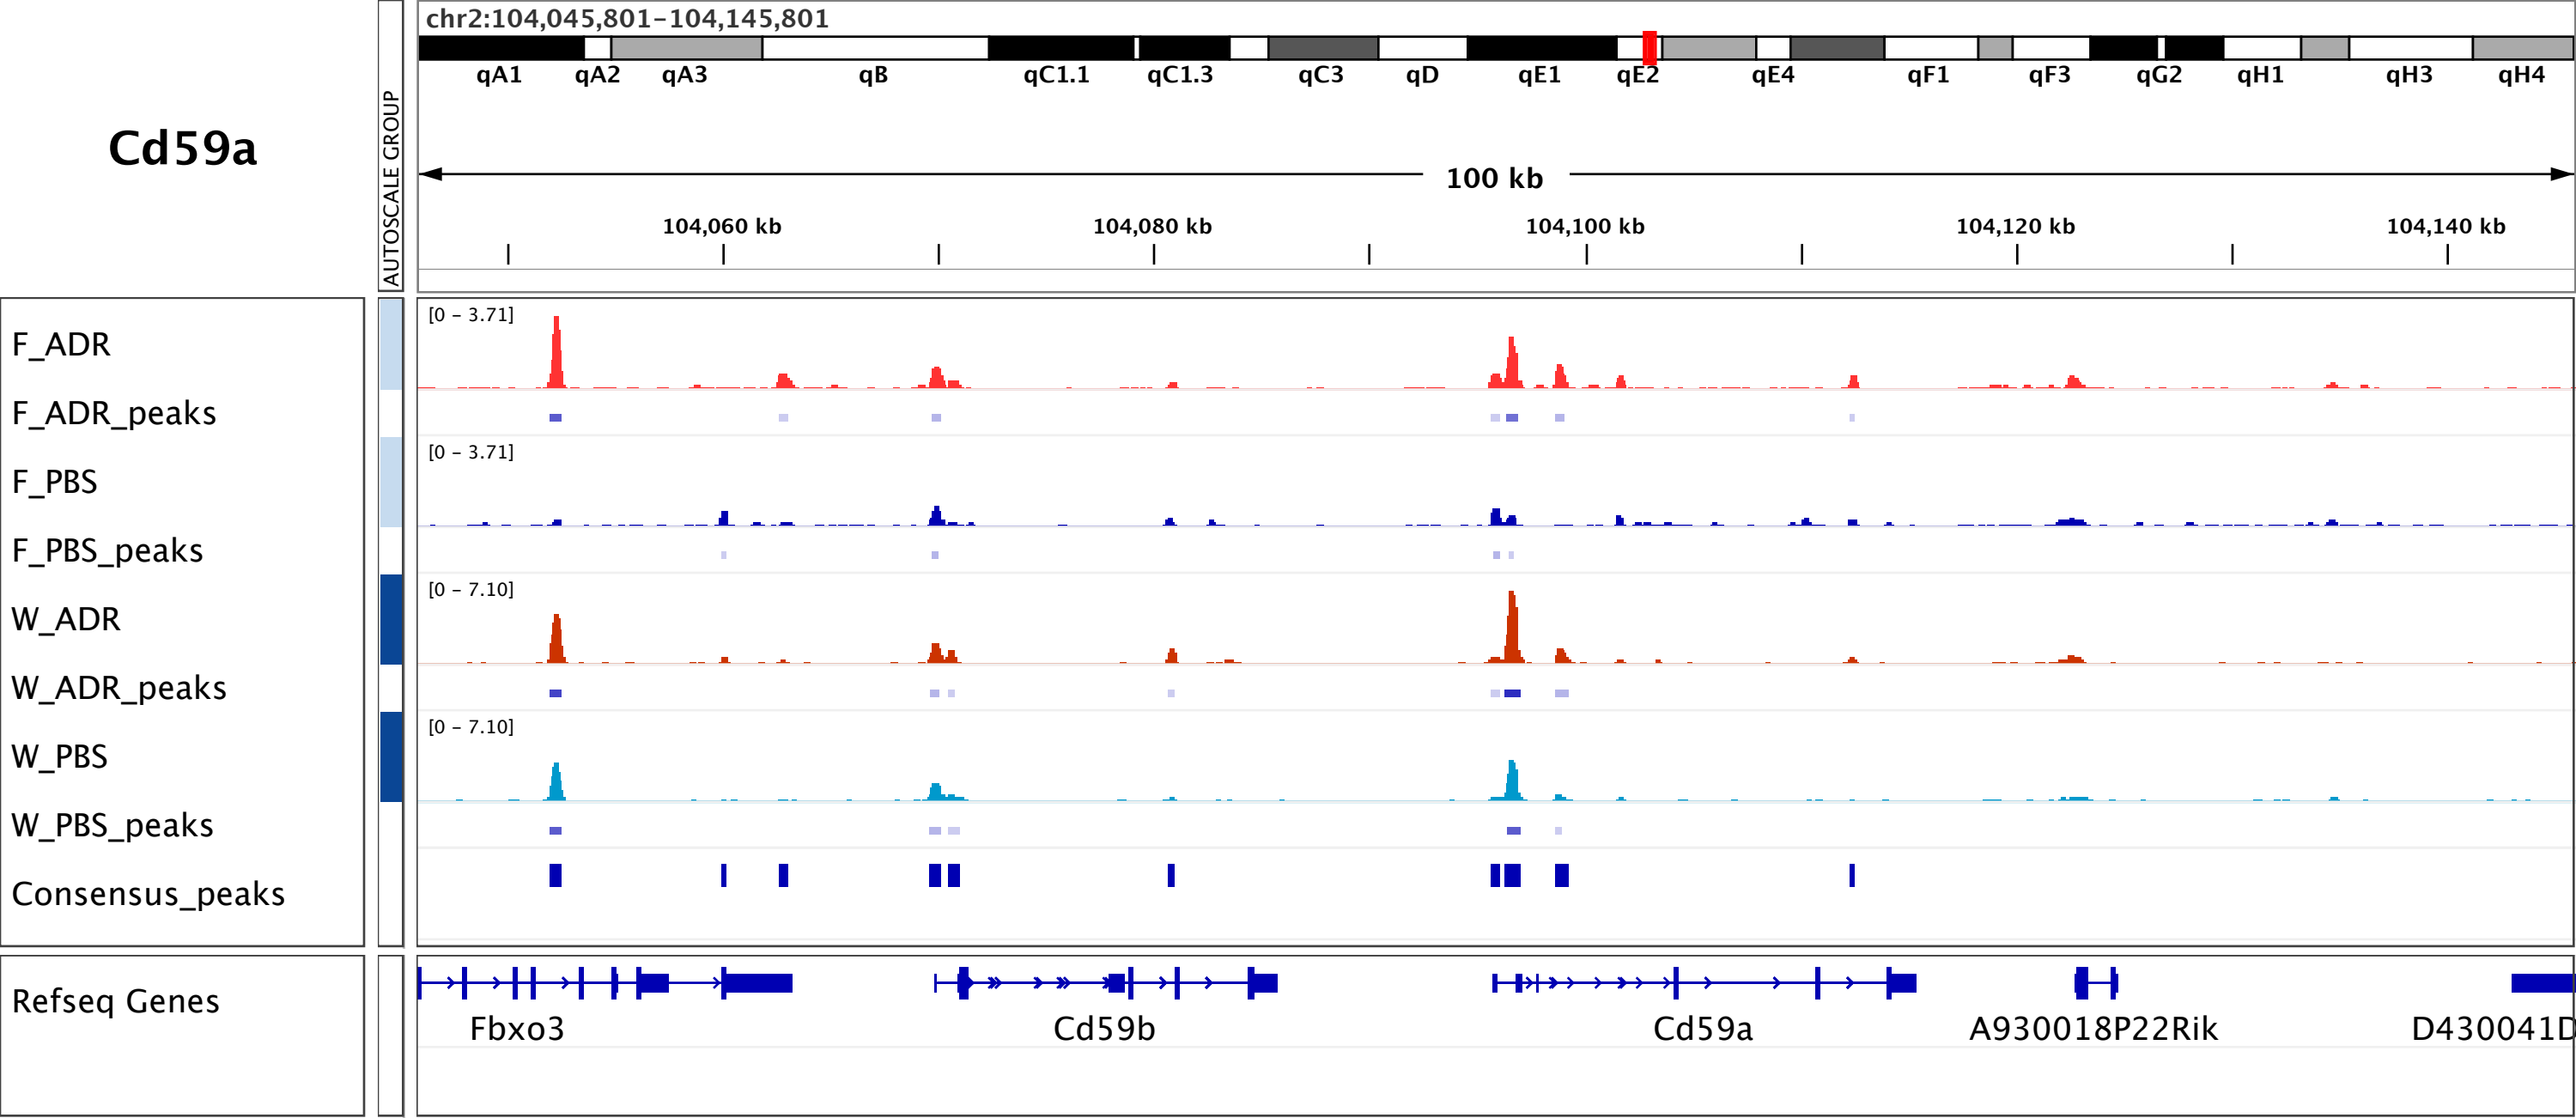

Cdkn1c

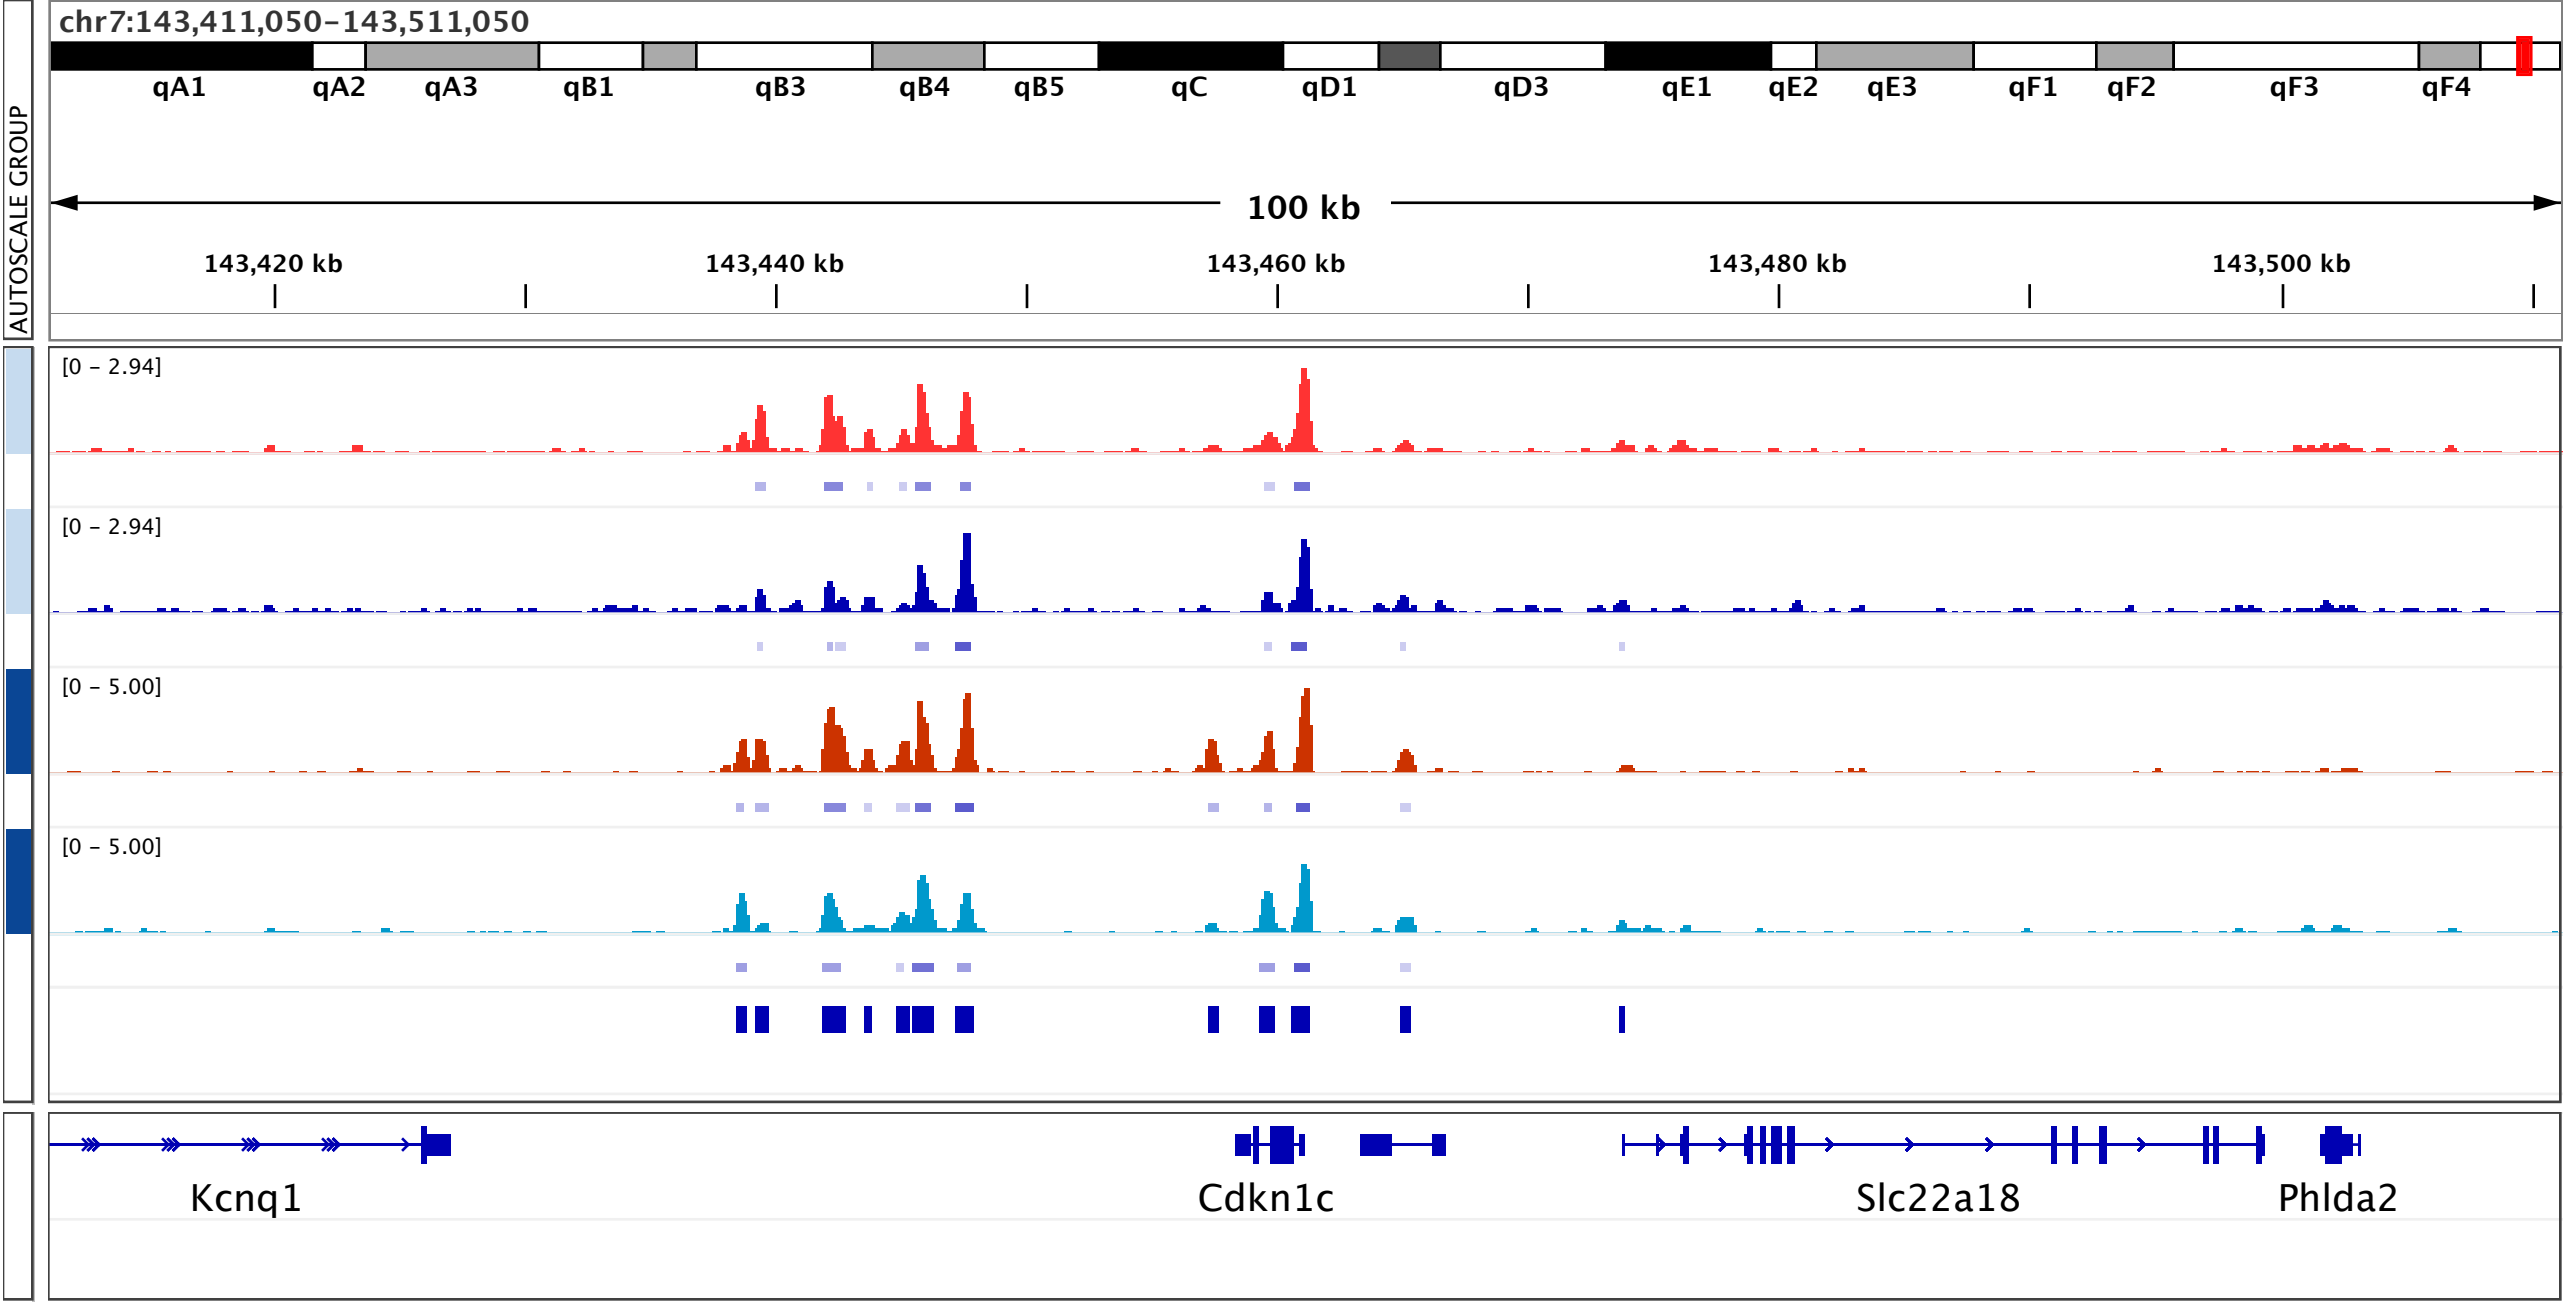

Clic3

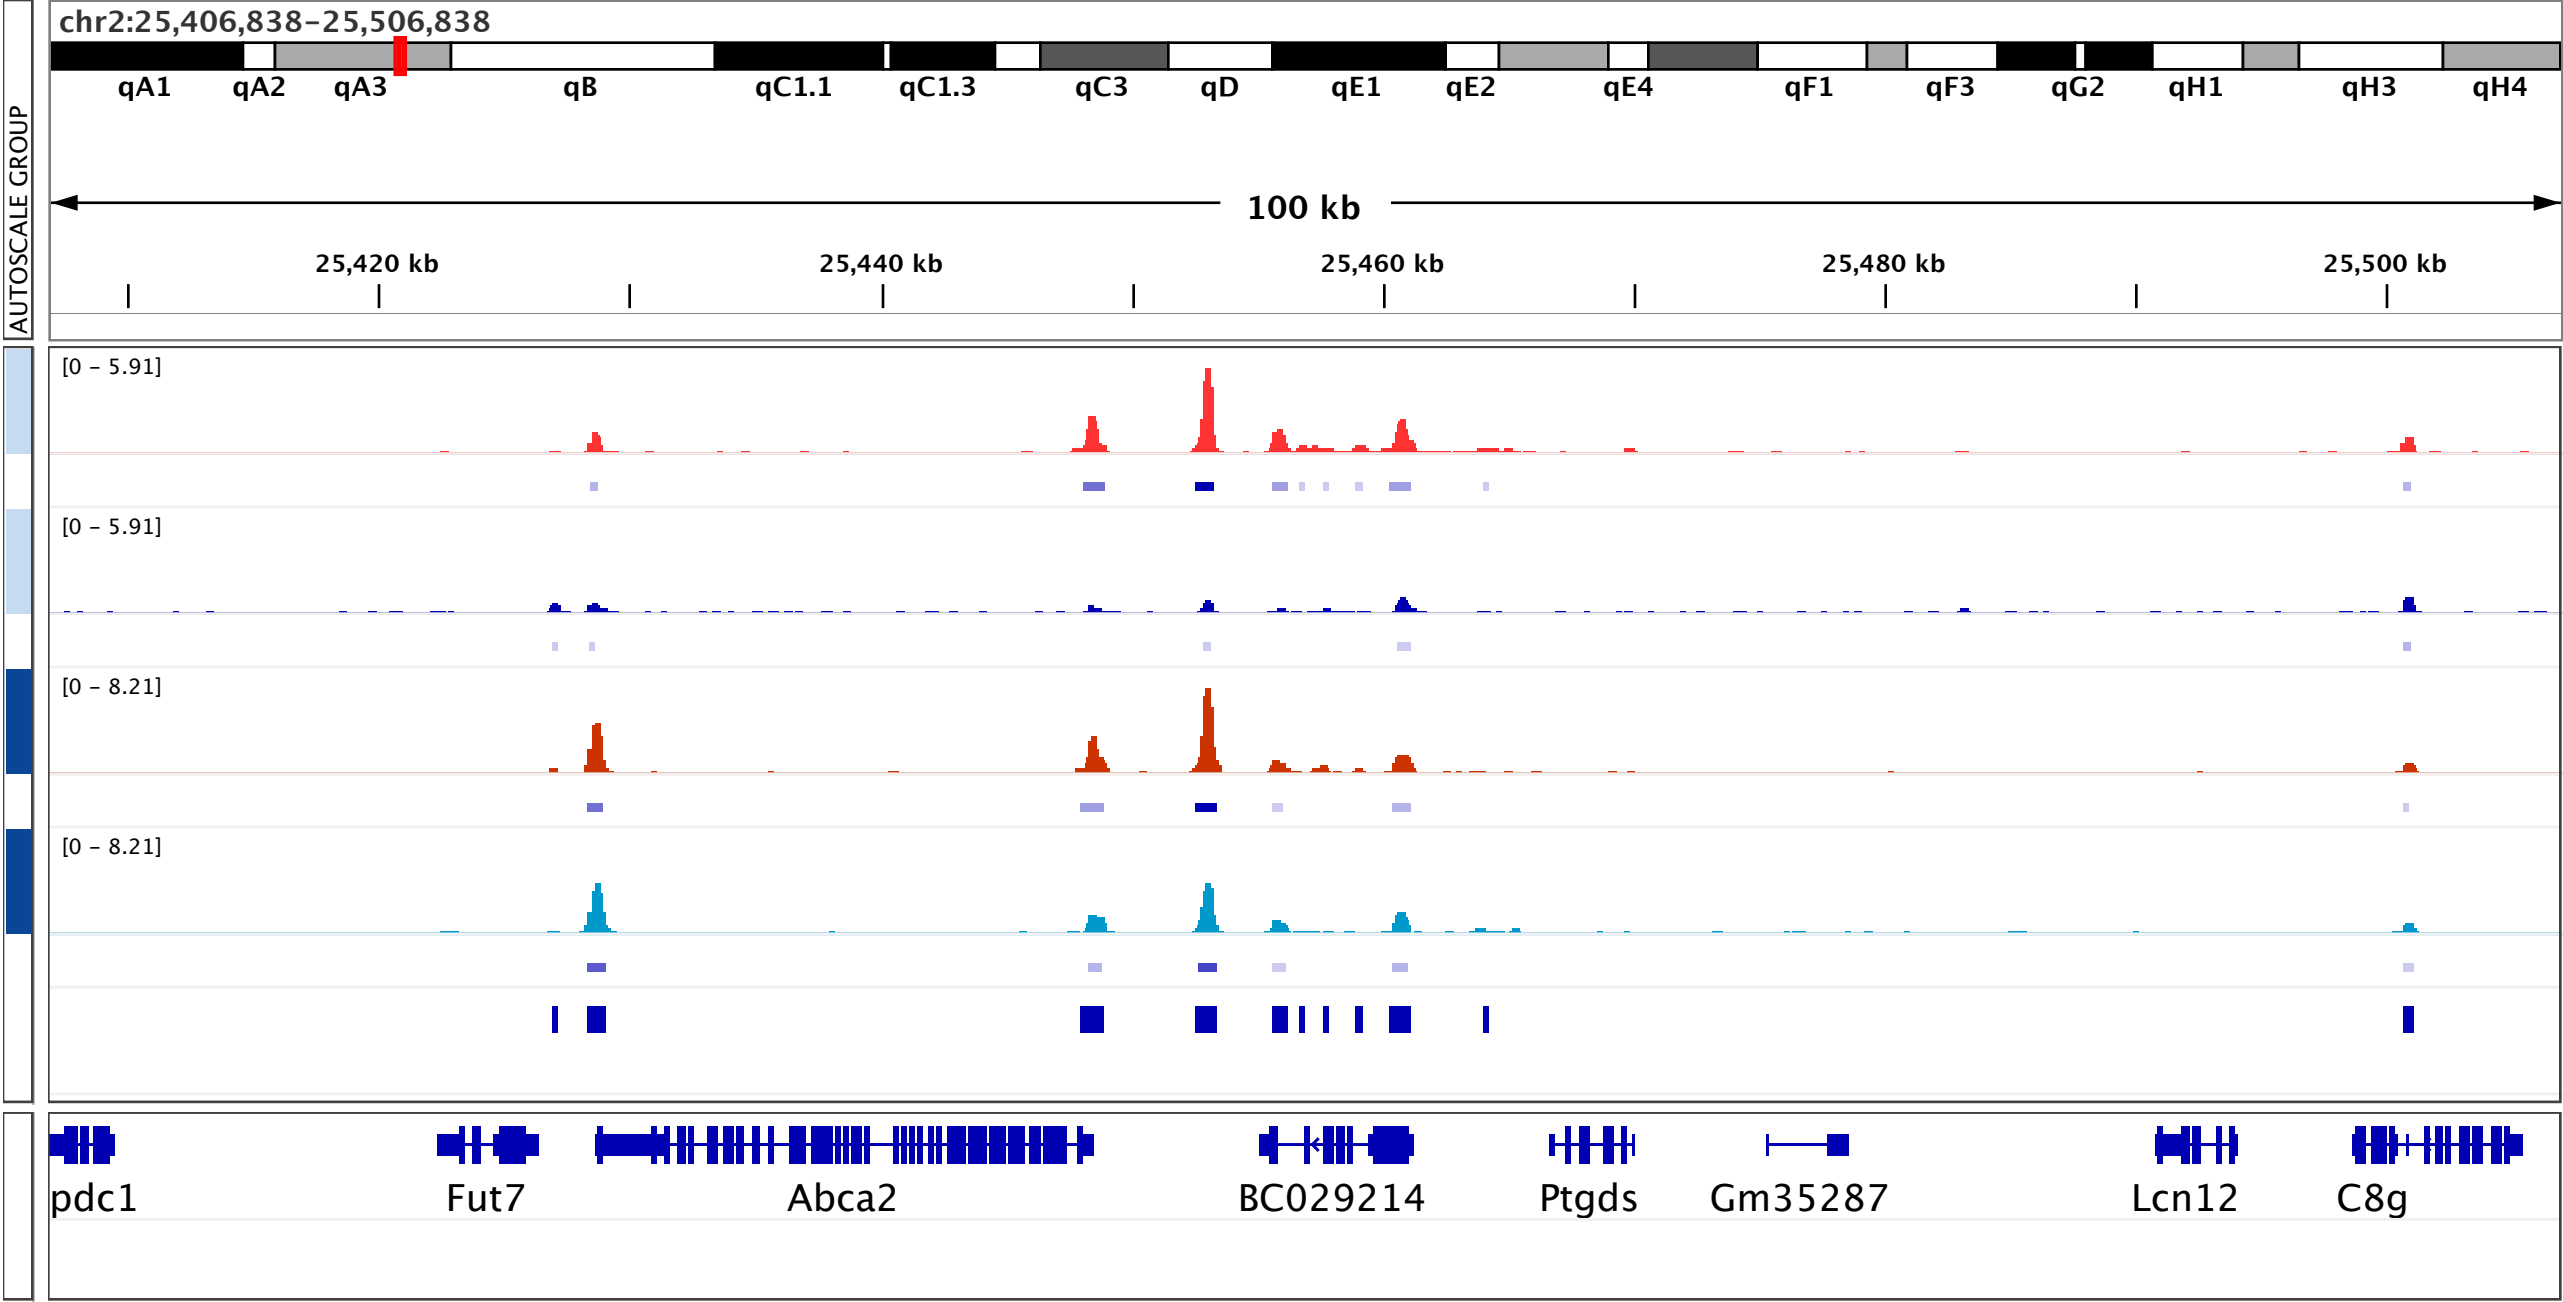

Col4a3

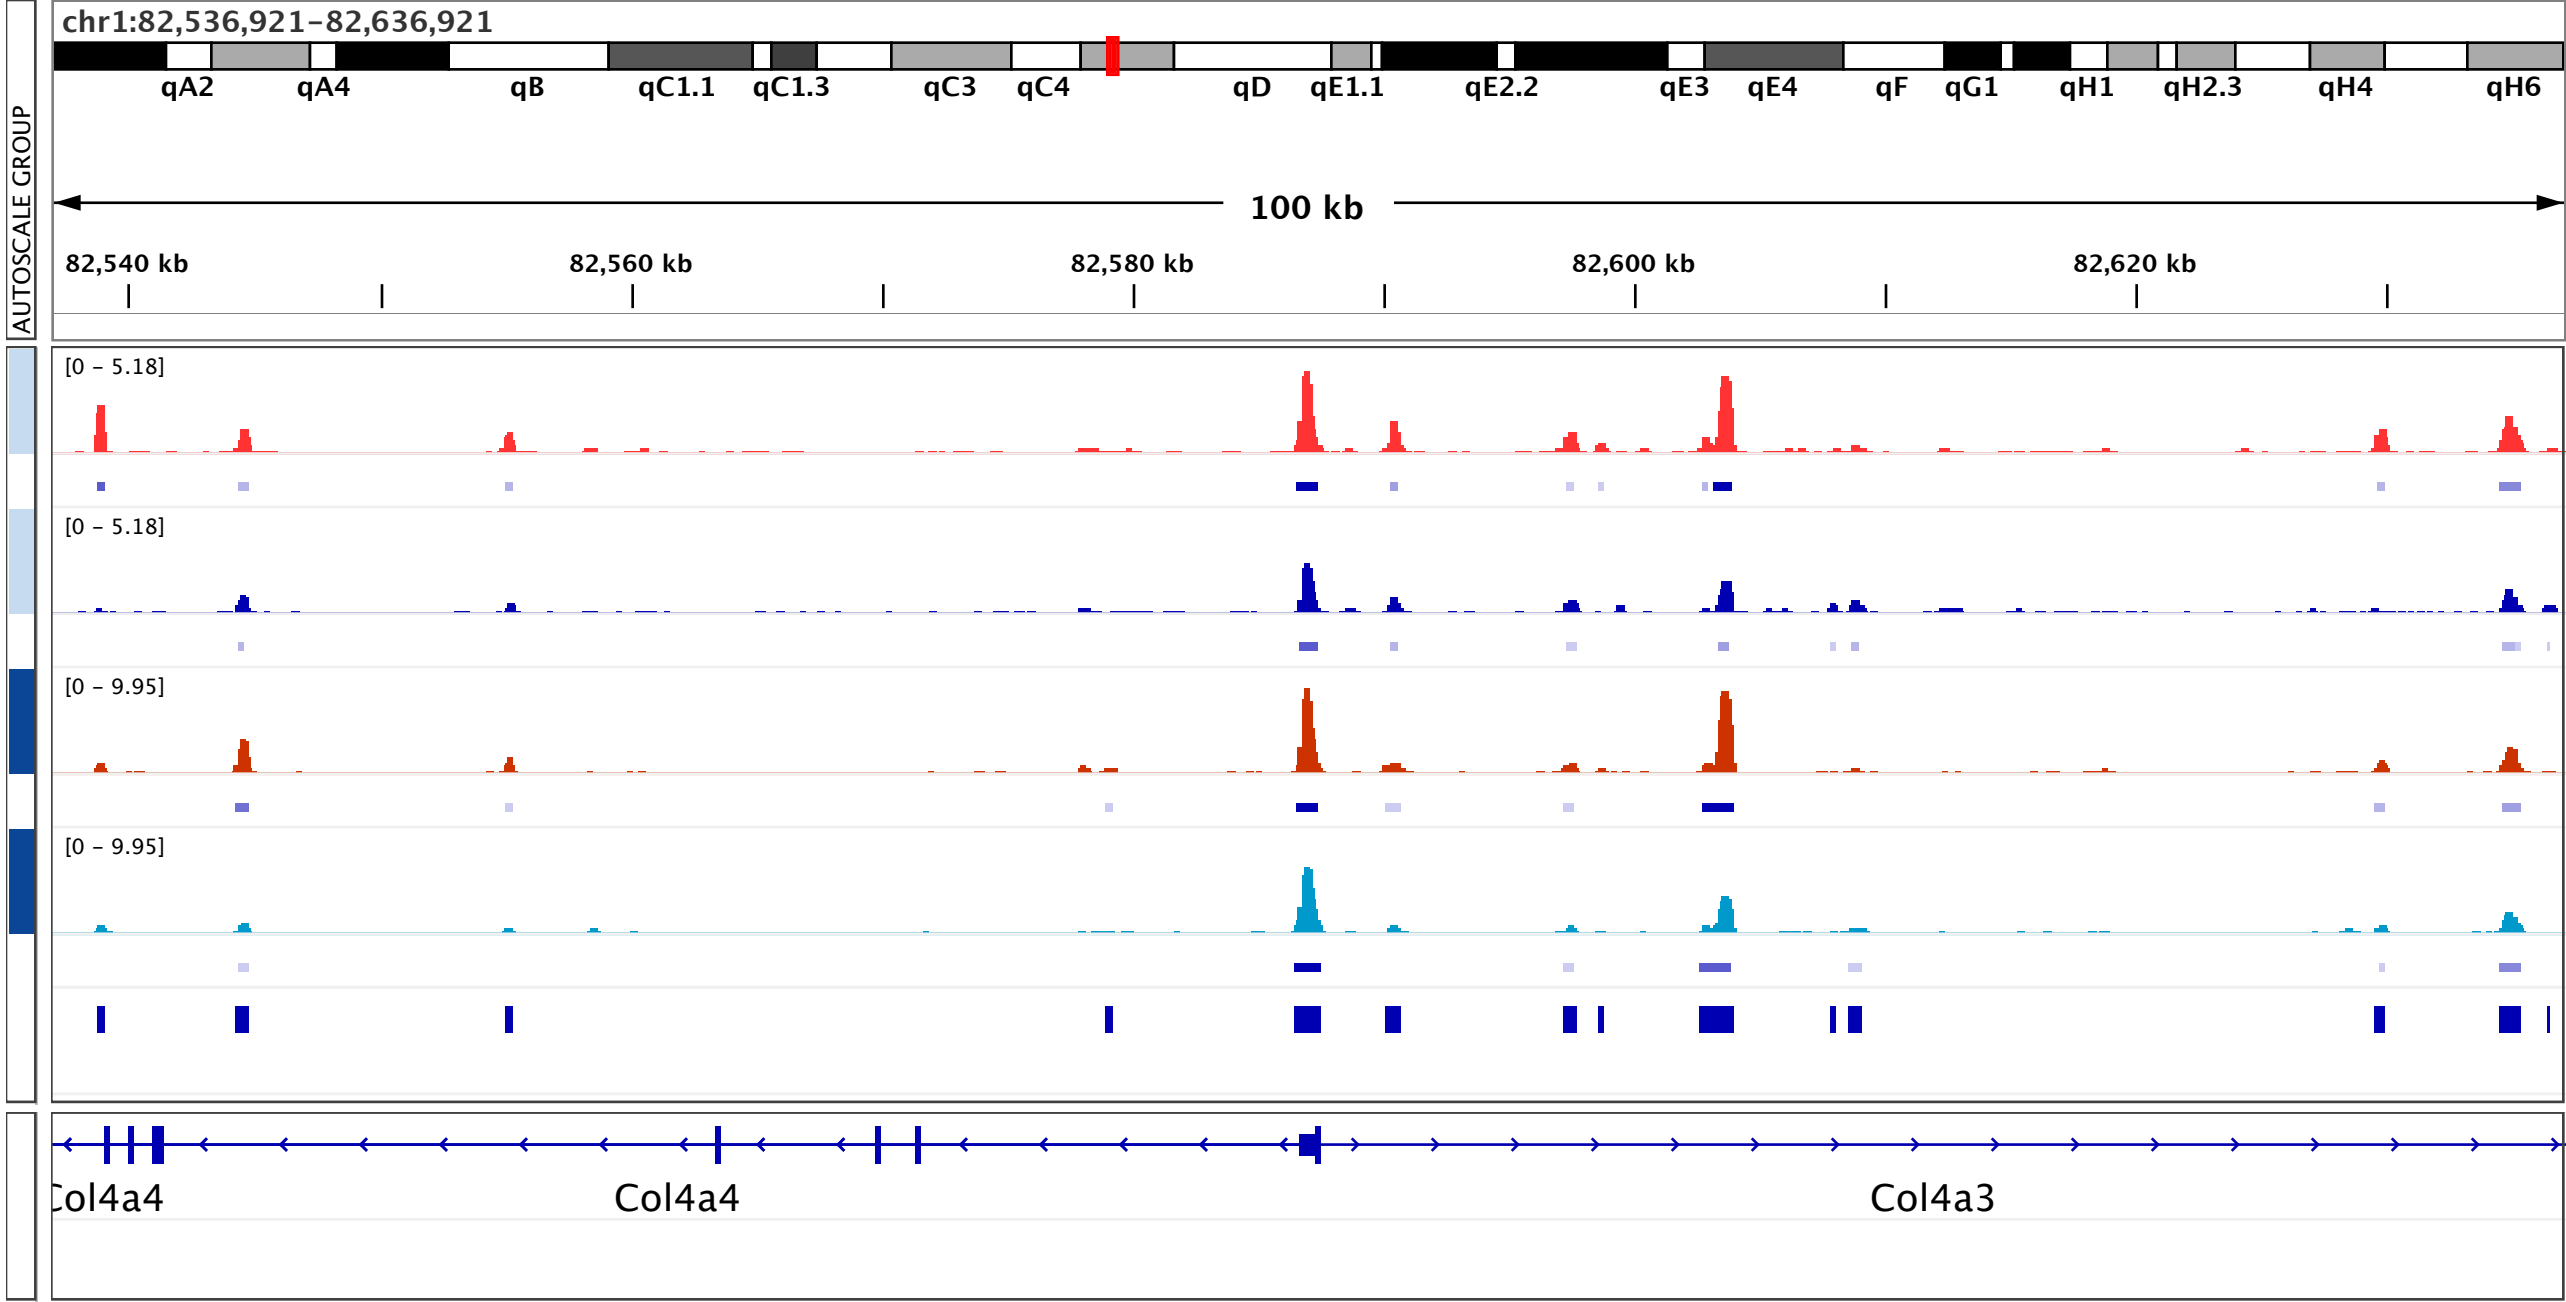

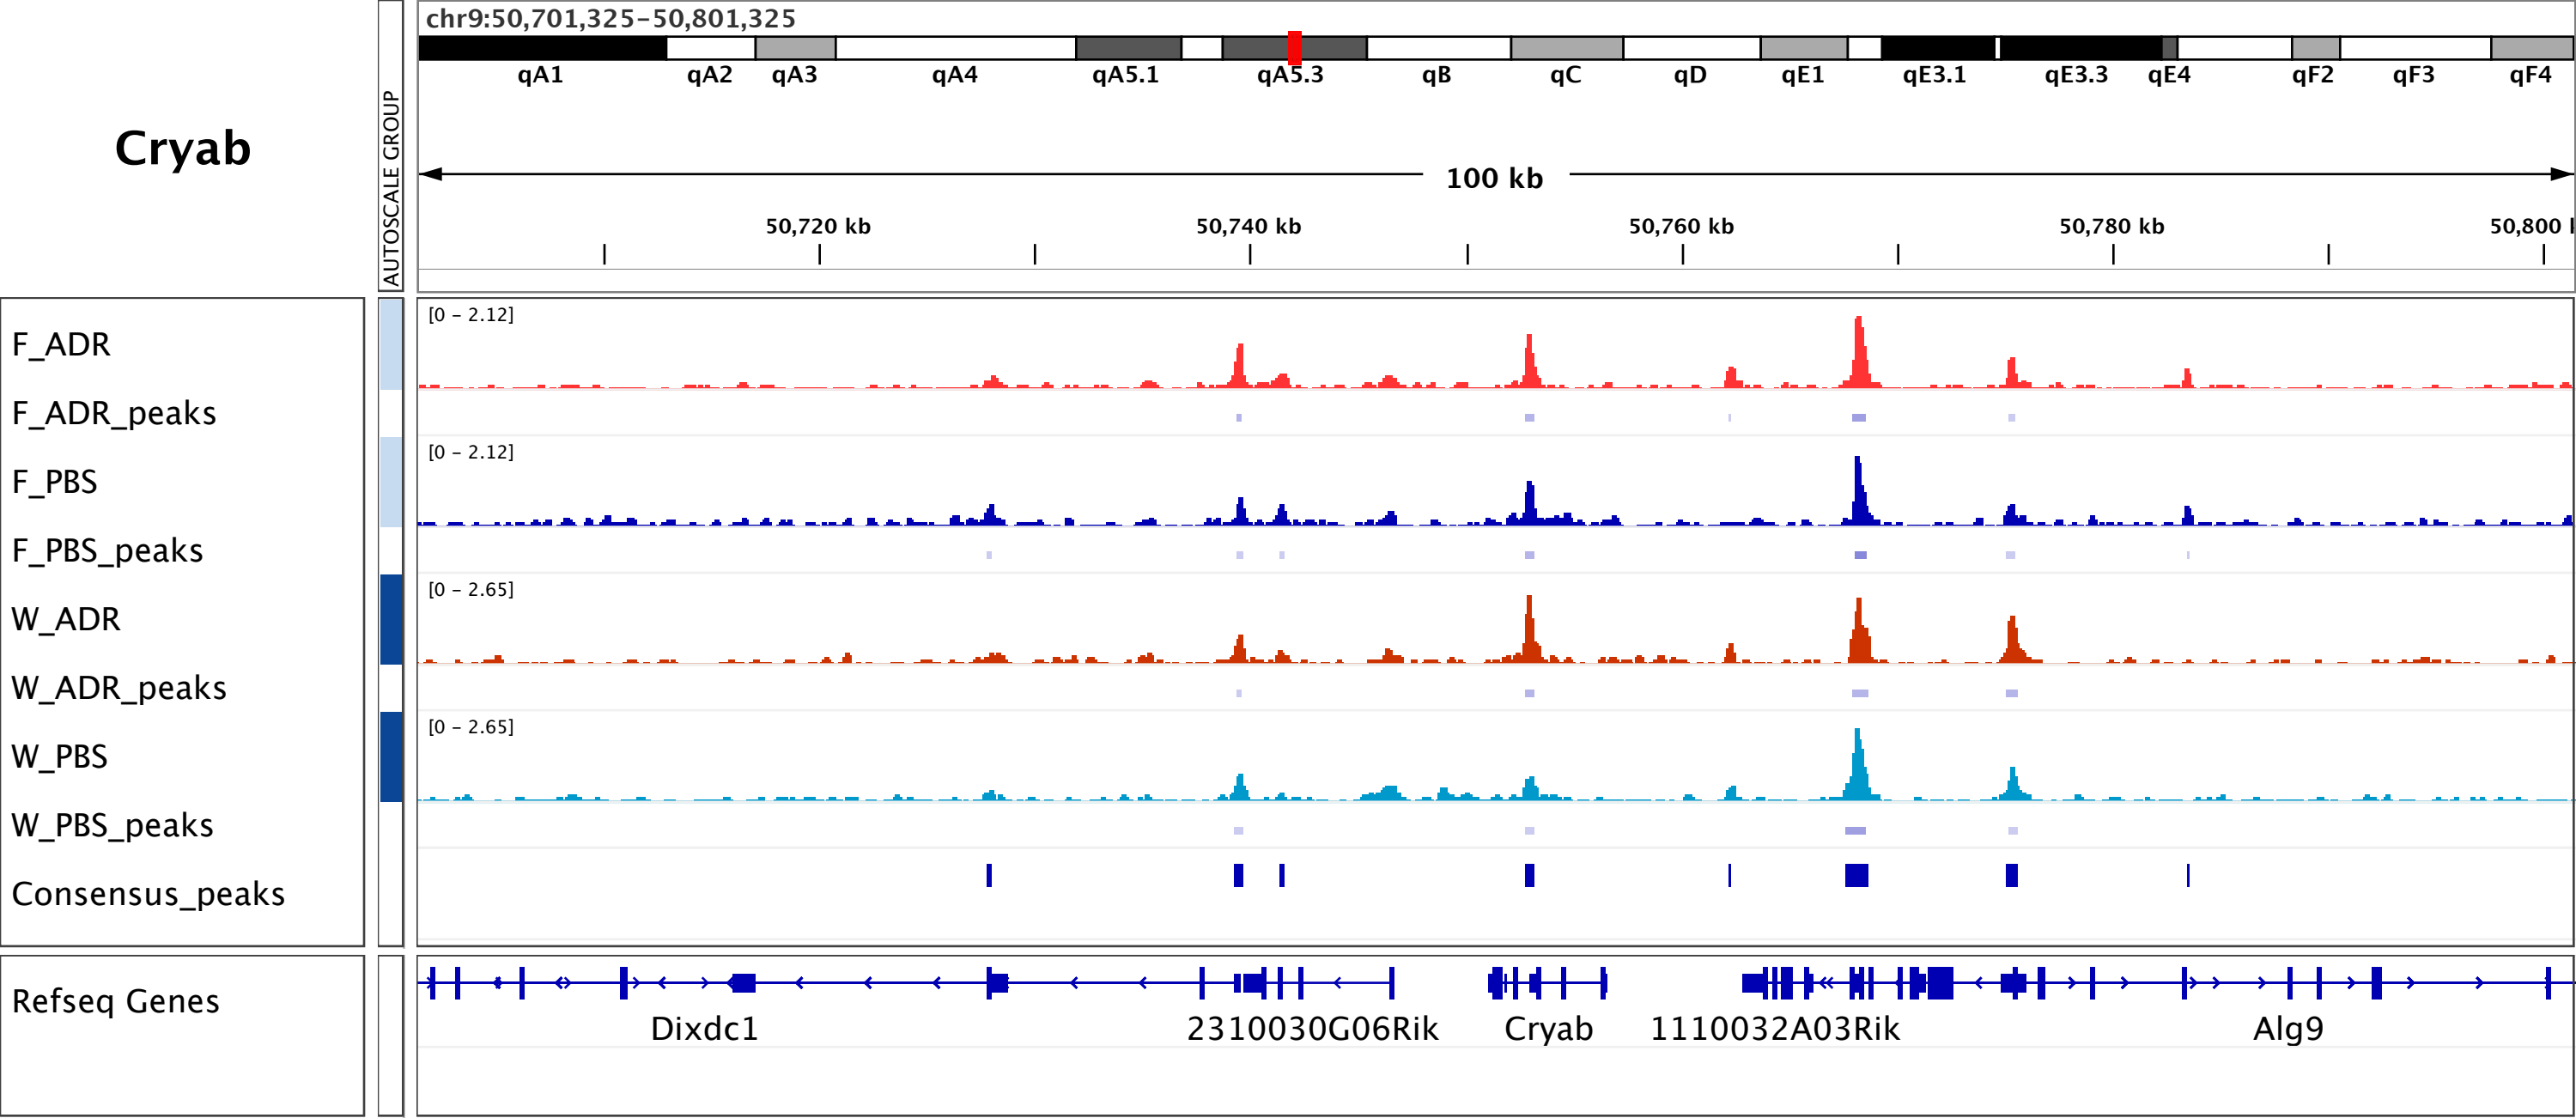

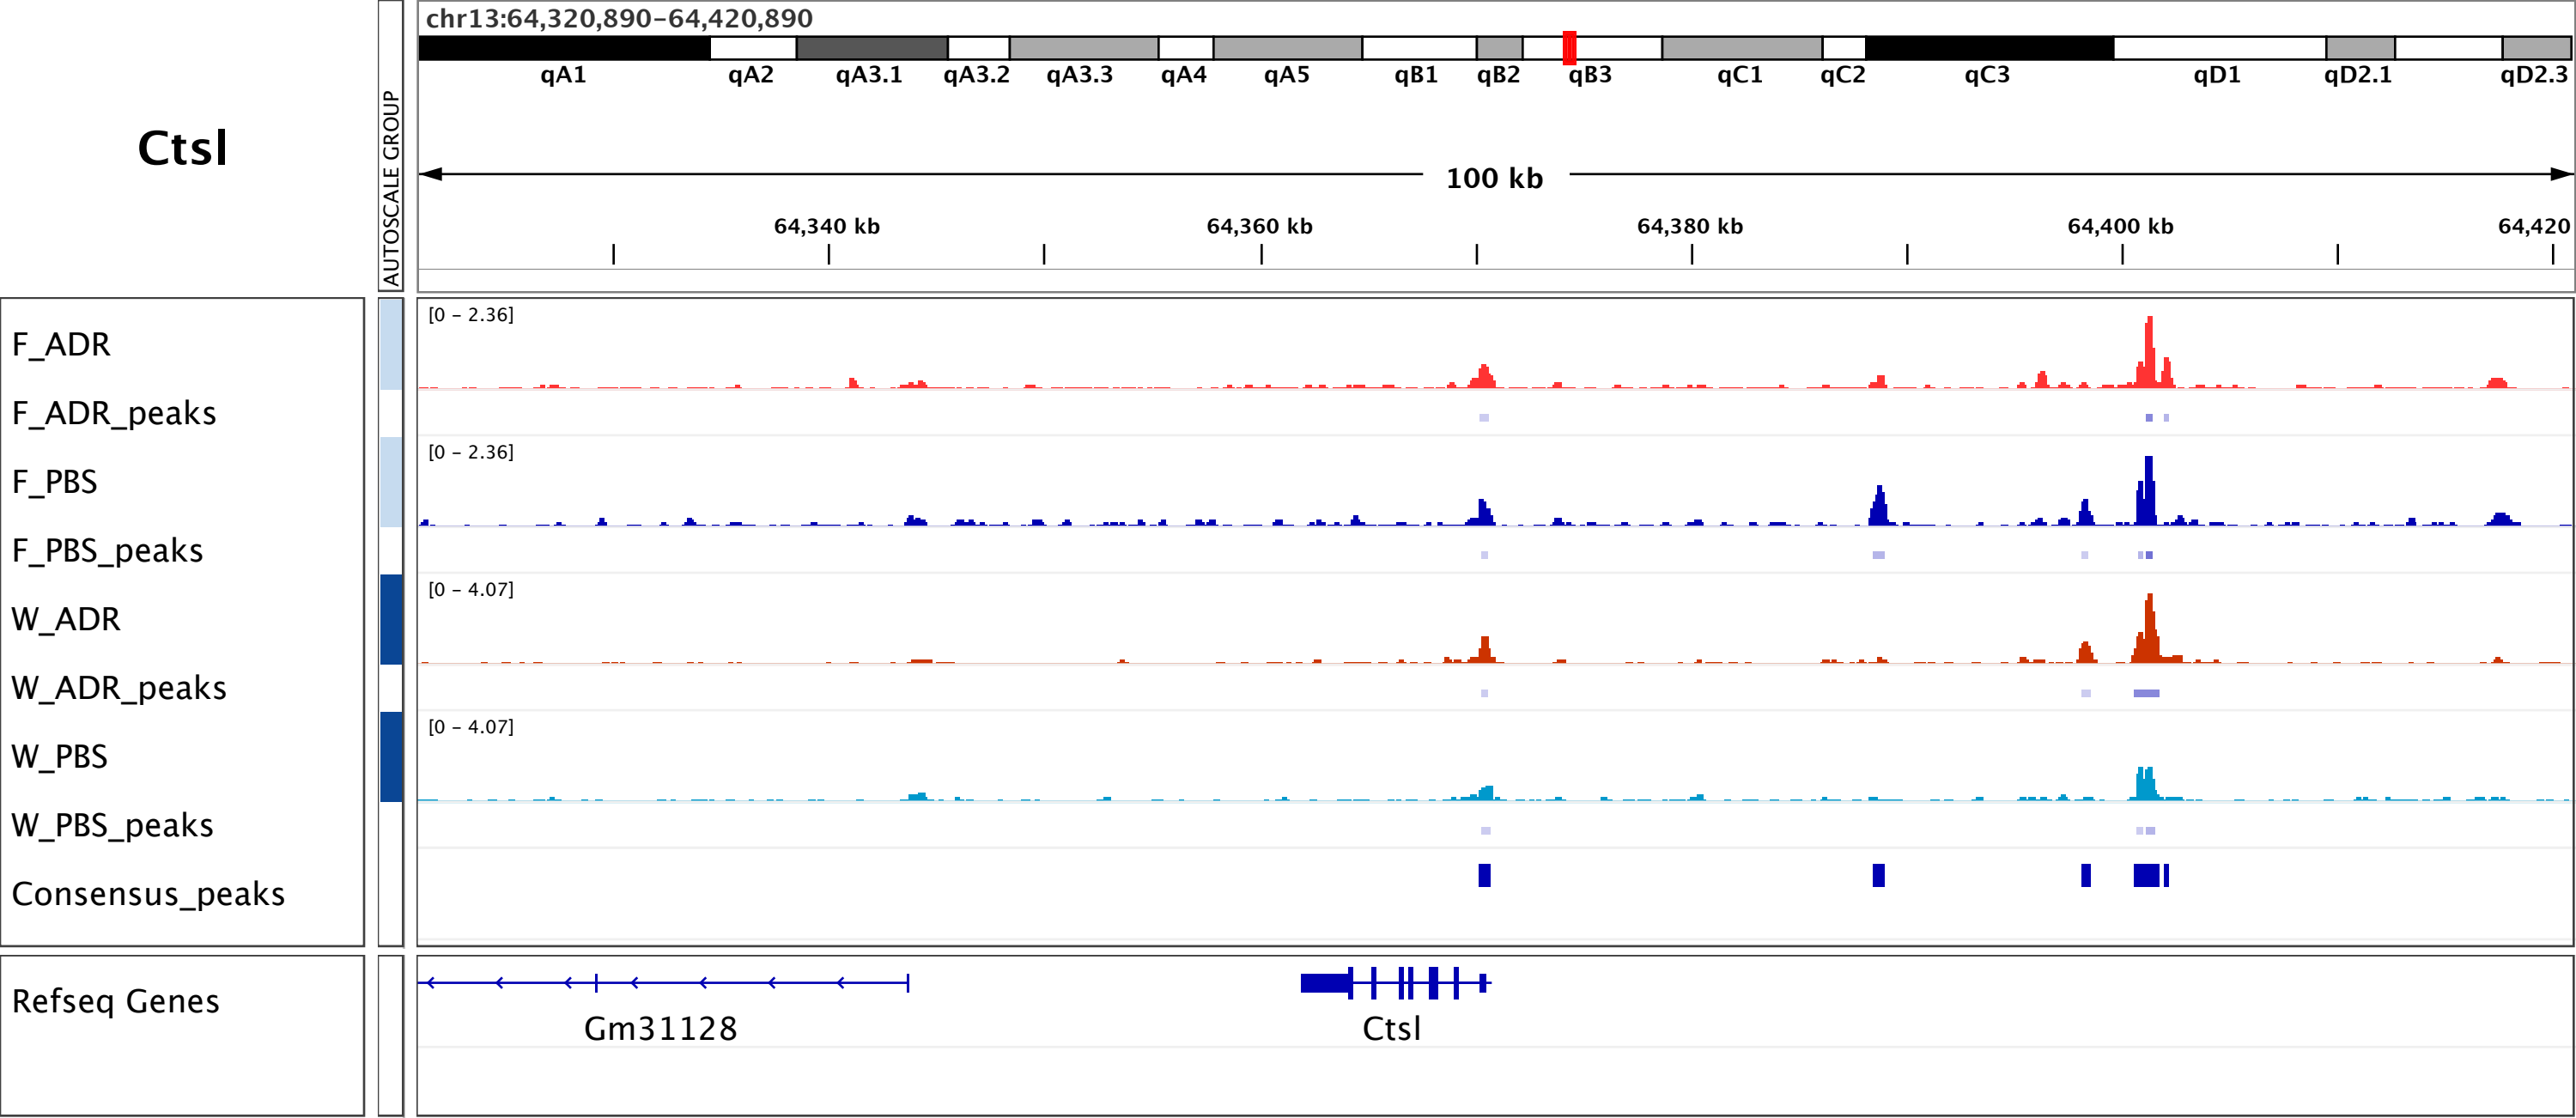

Dpp4

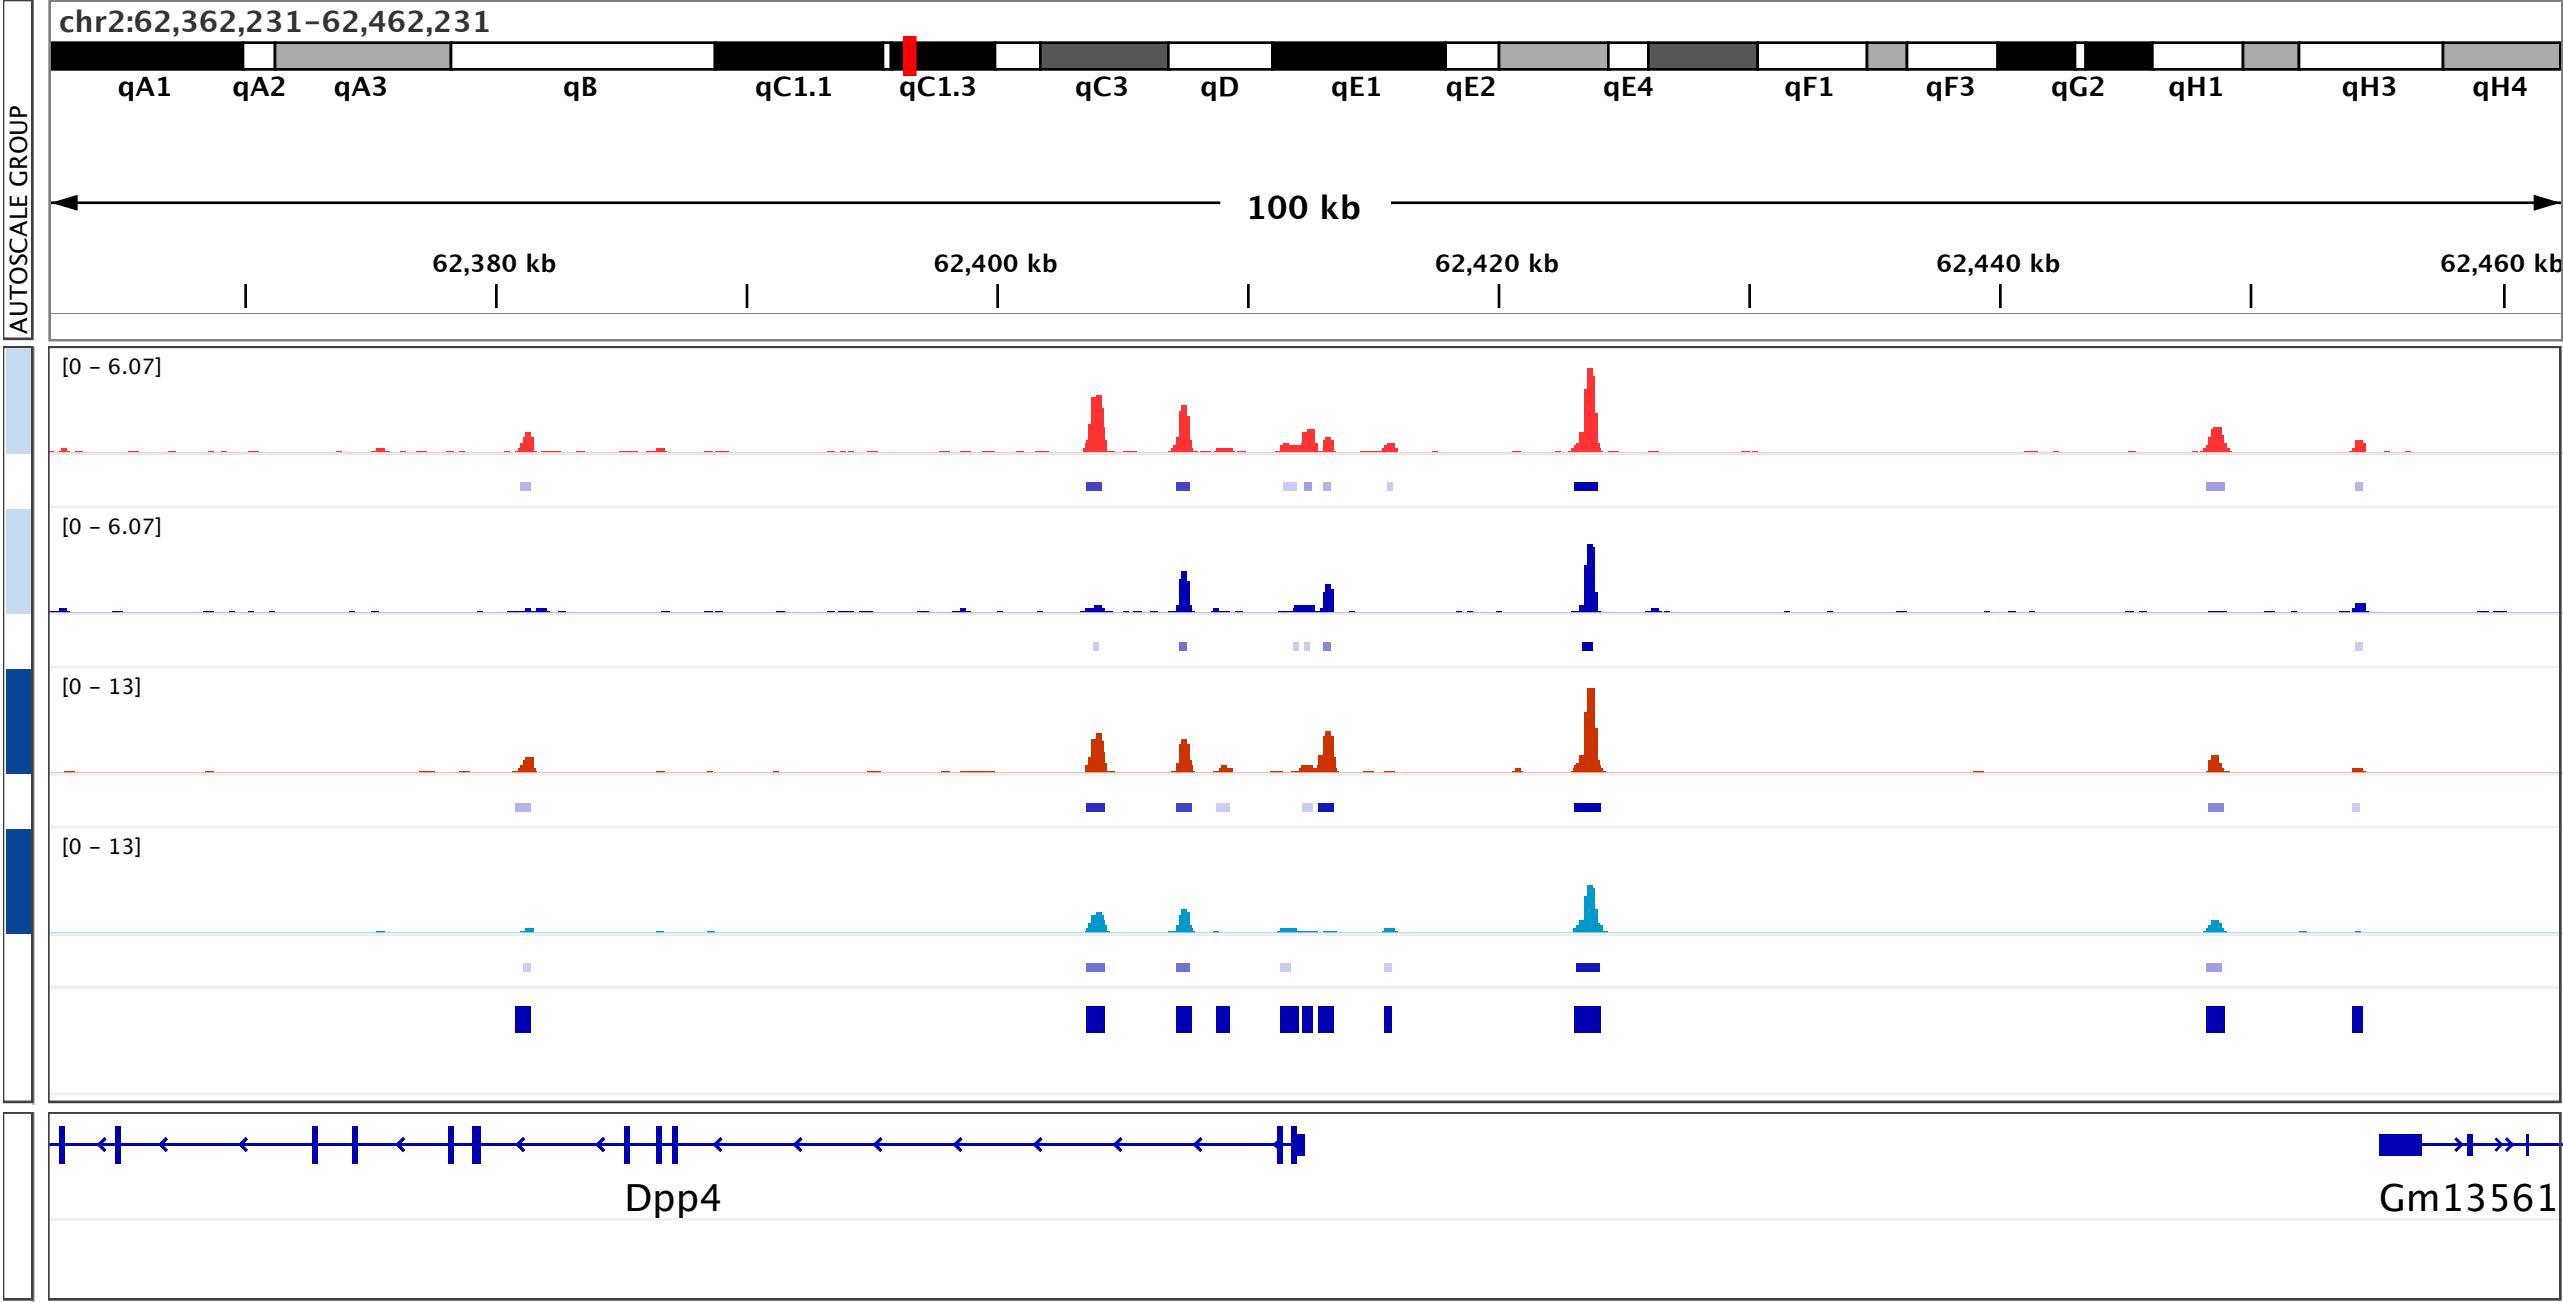

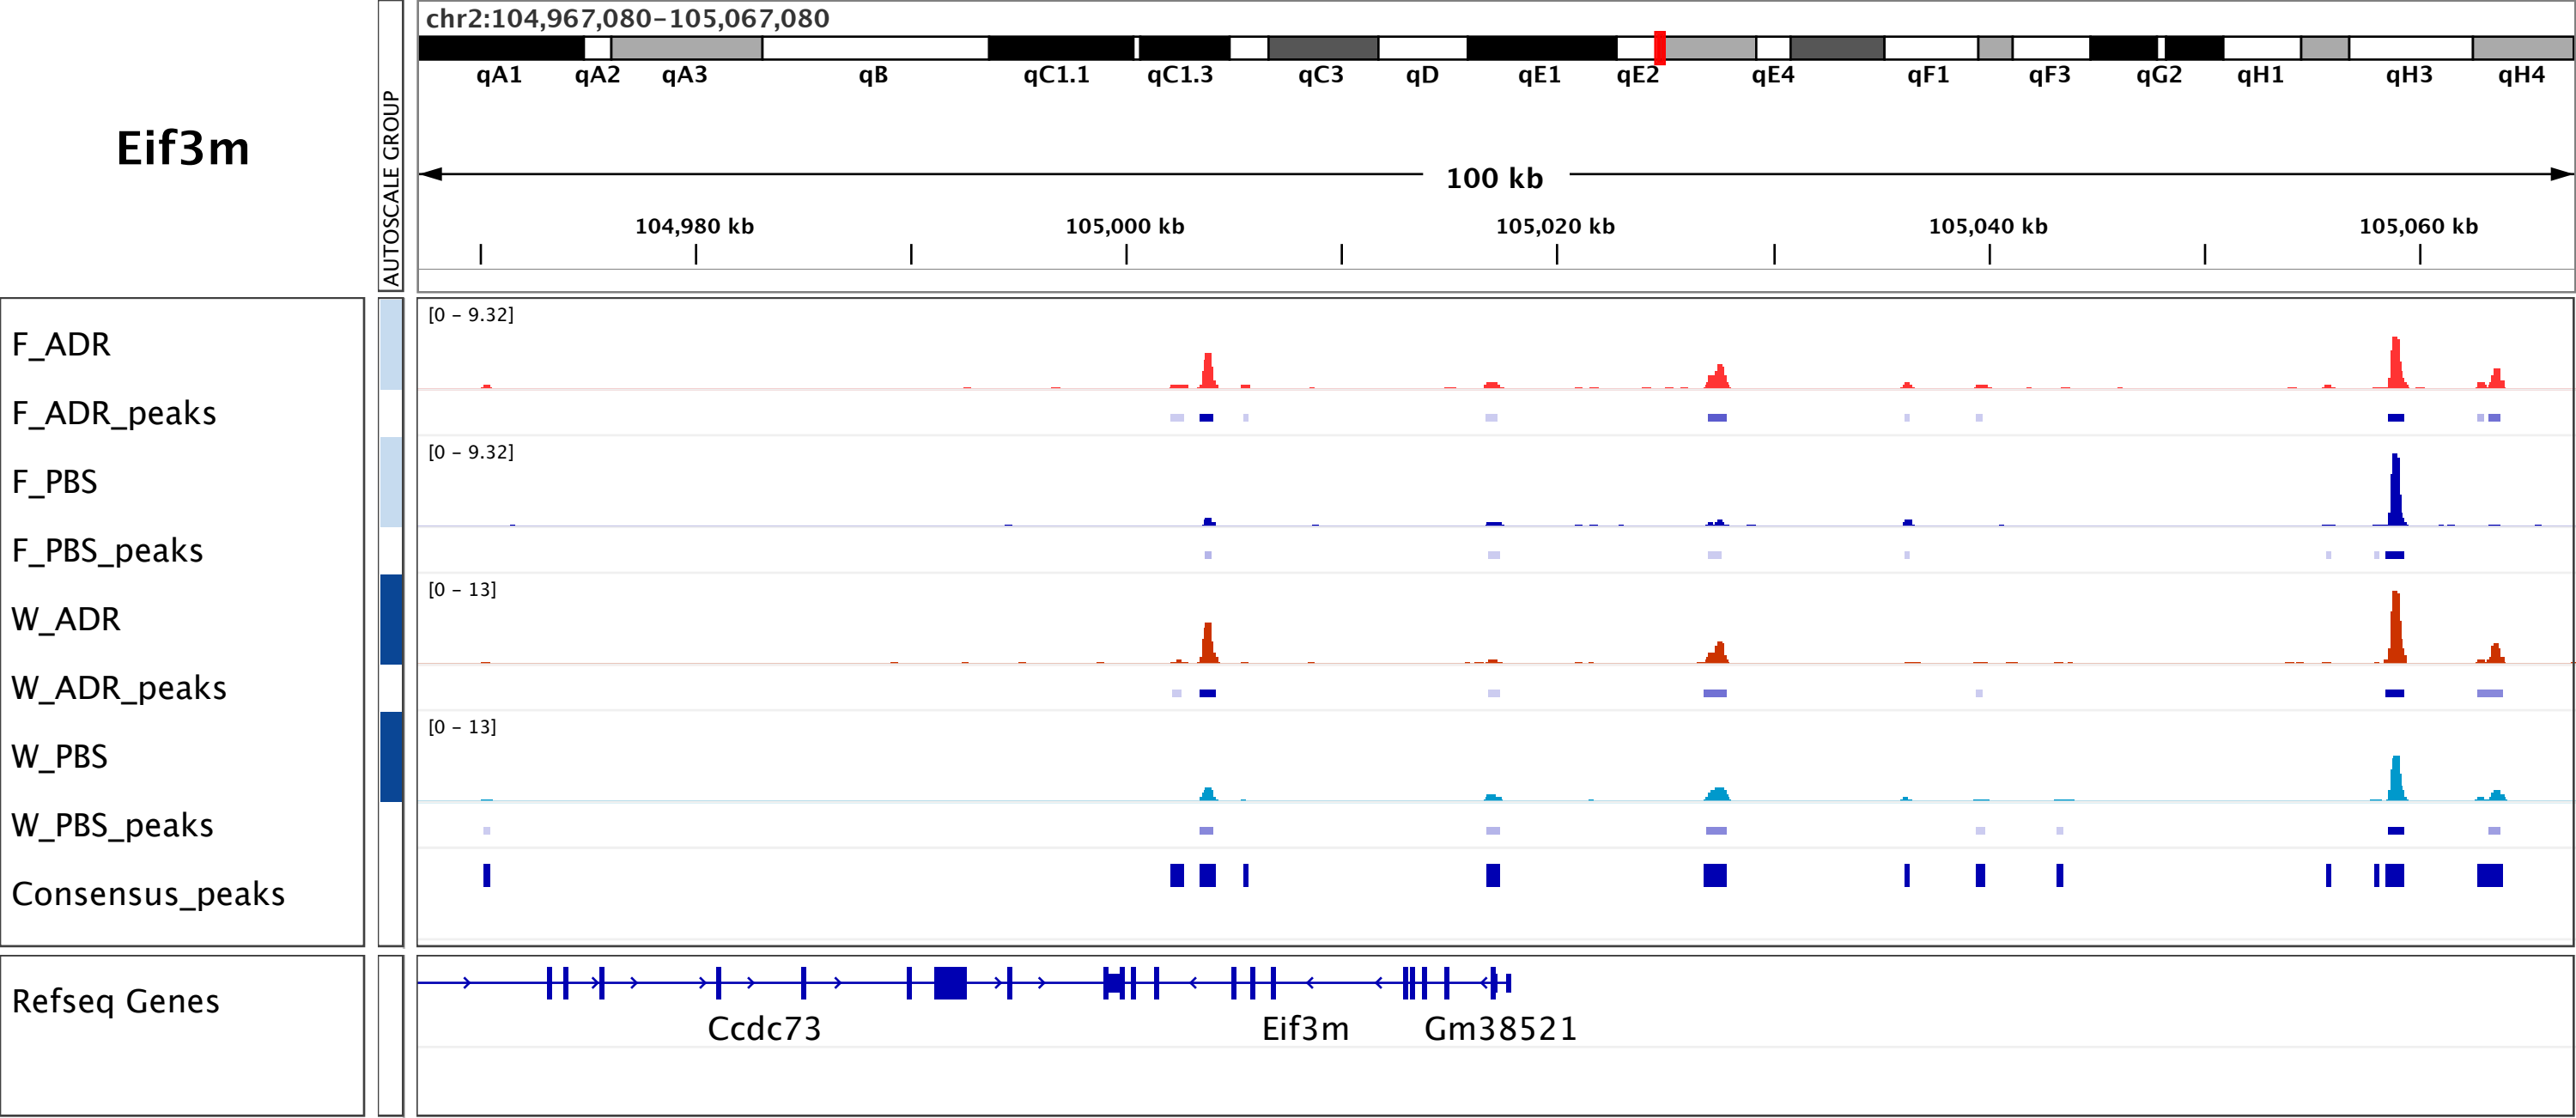

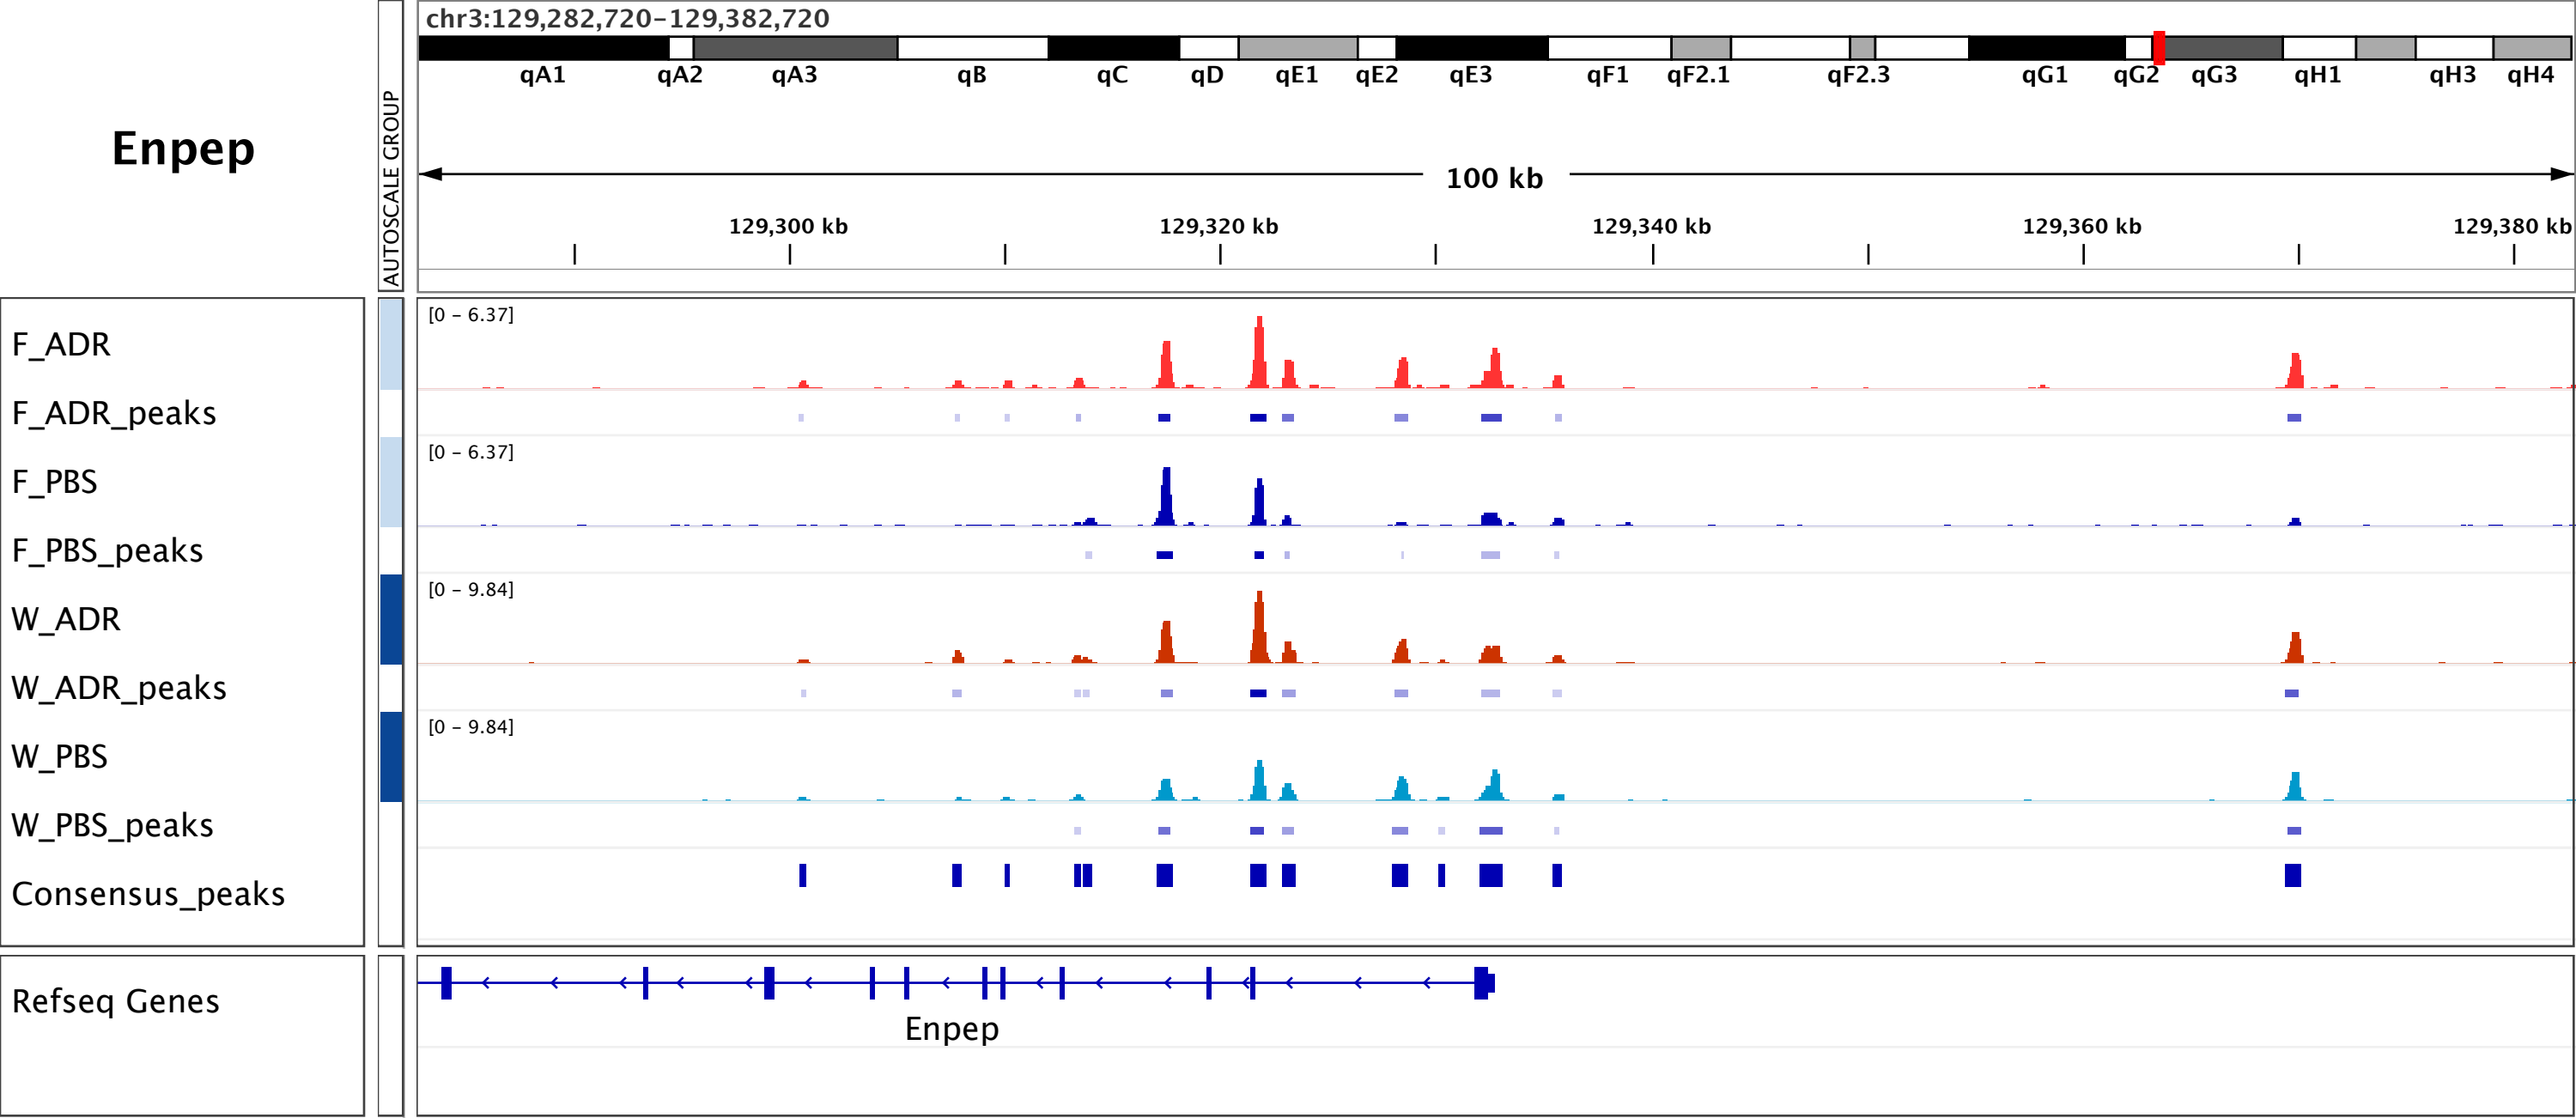

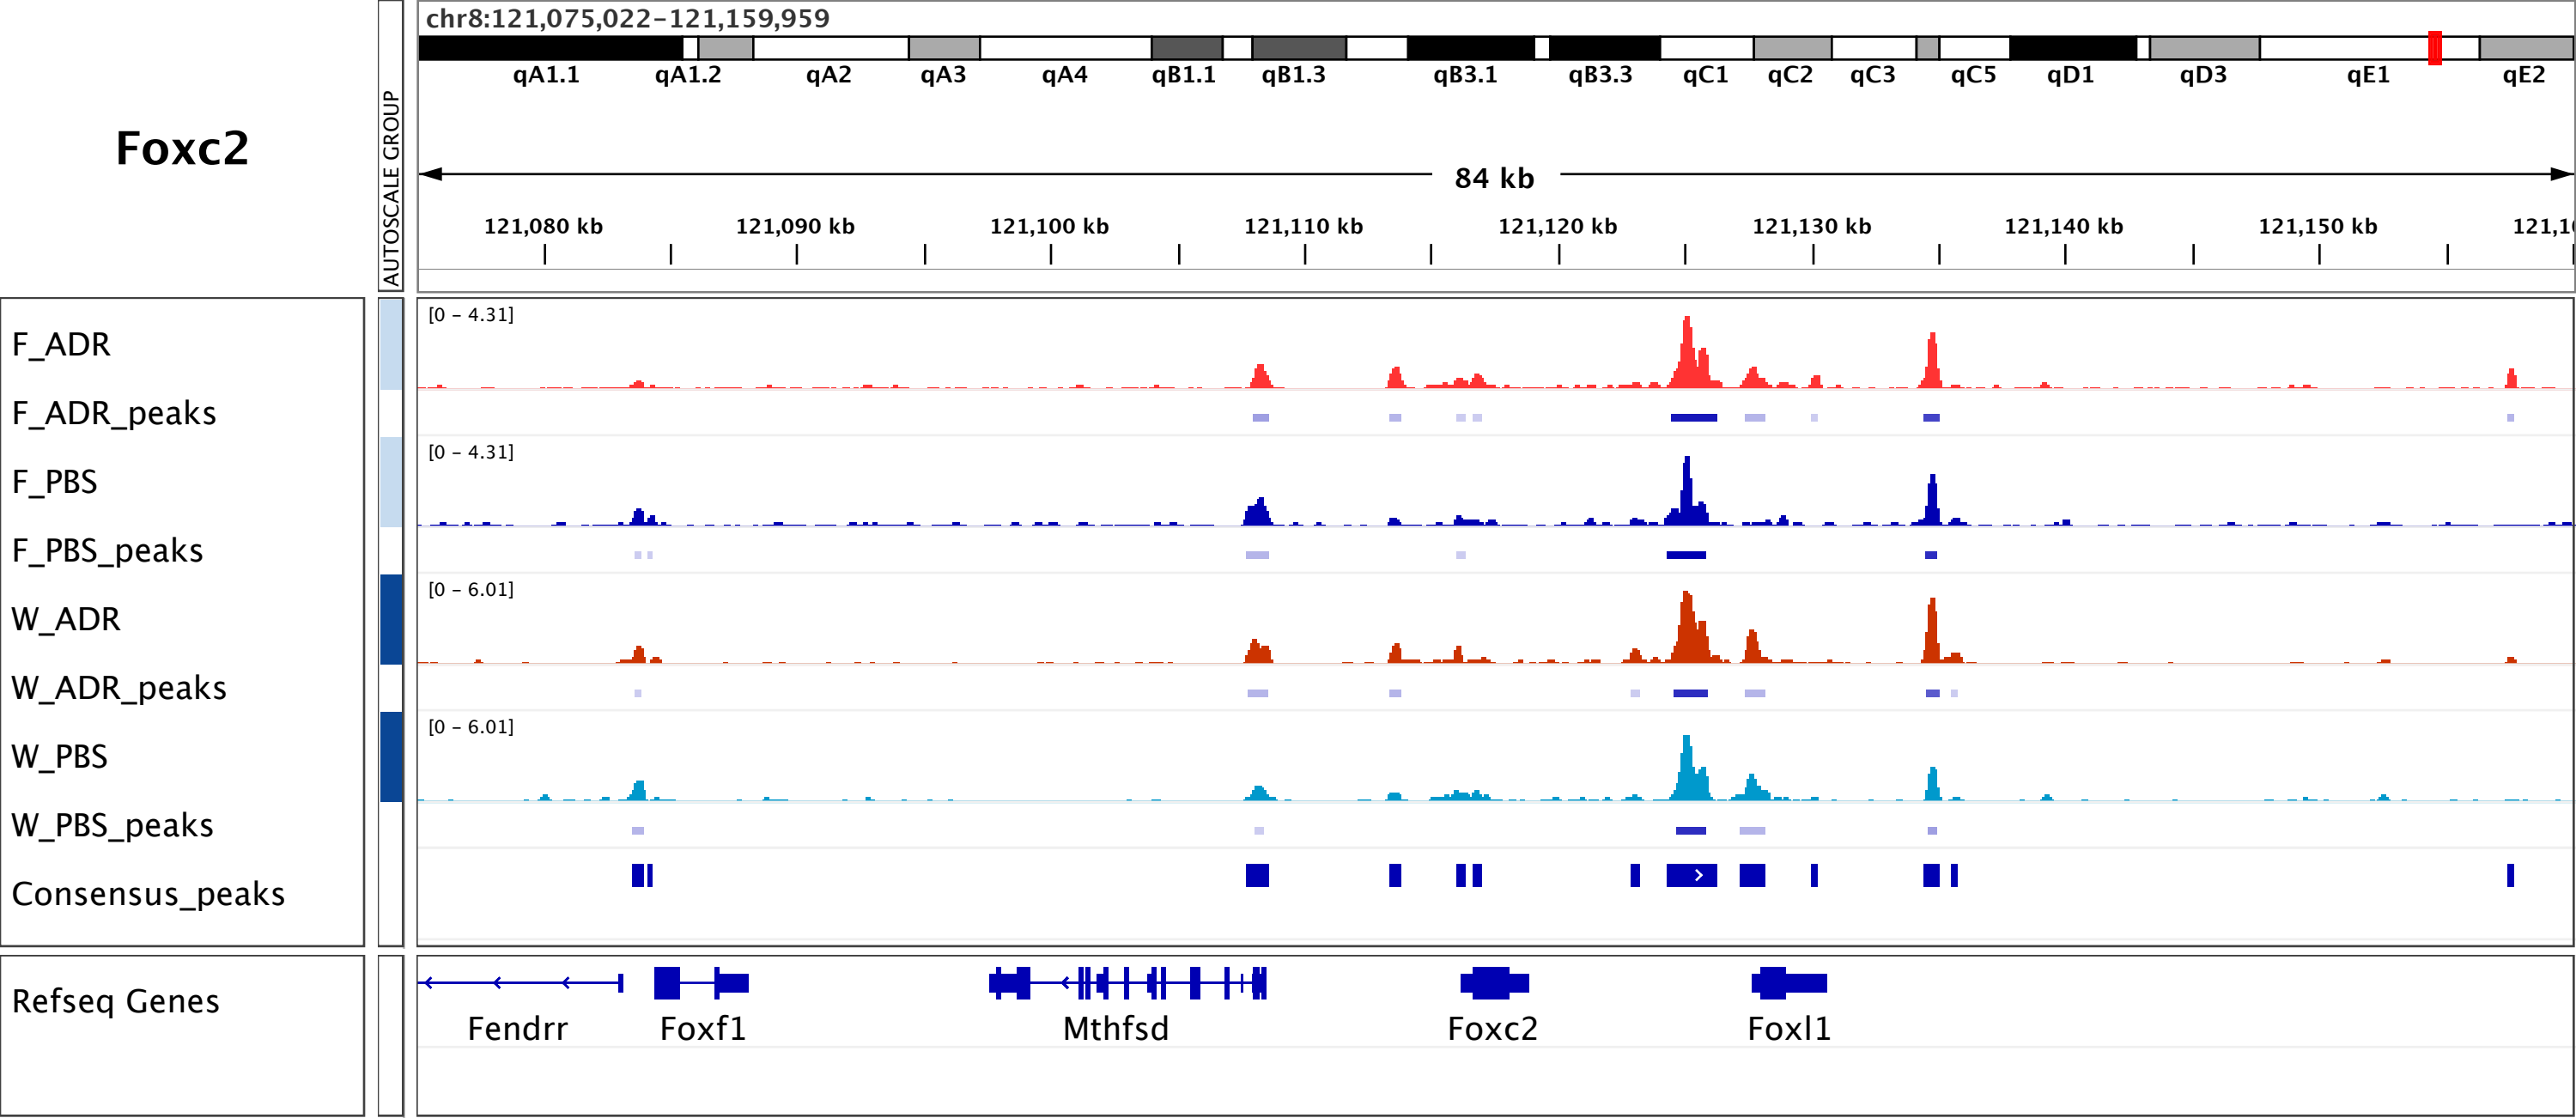

Gadd45a

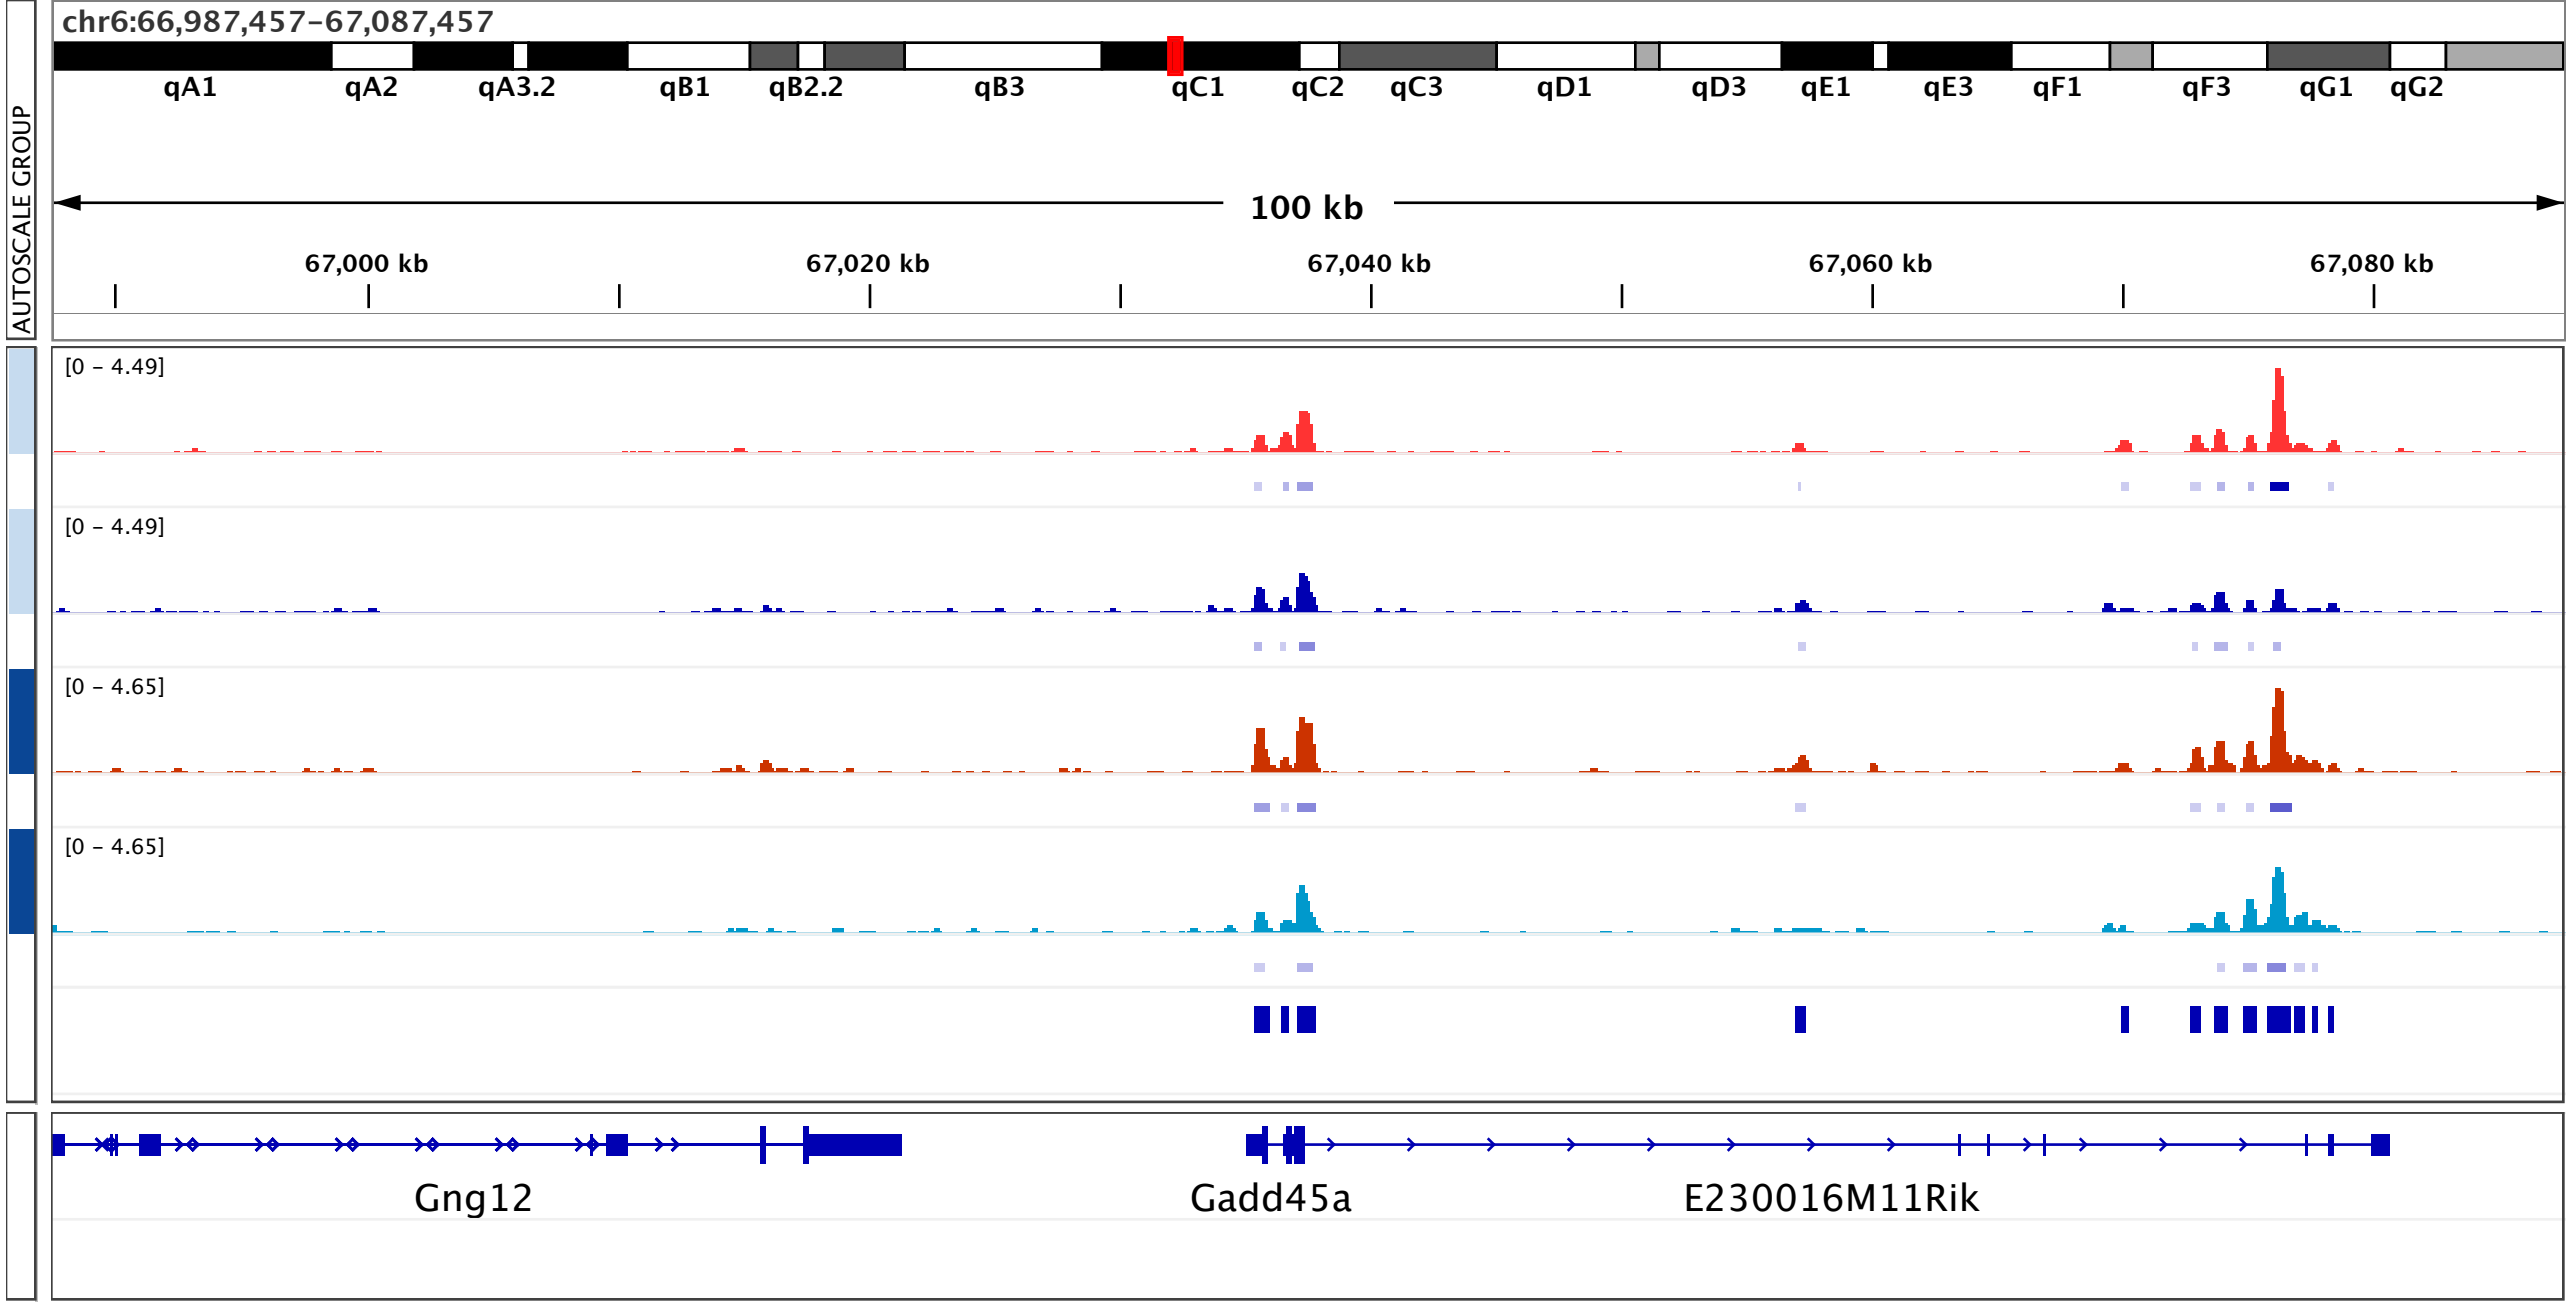

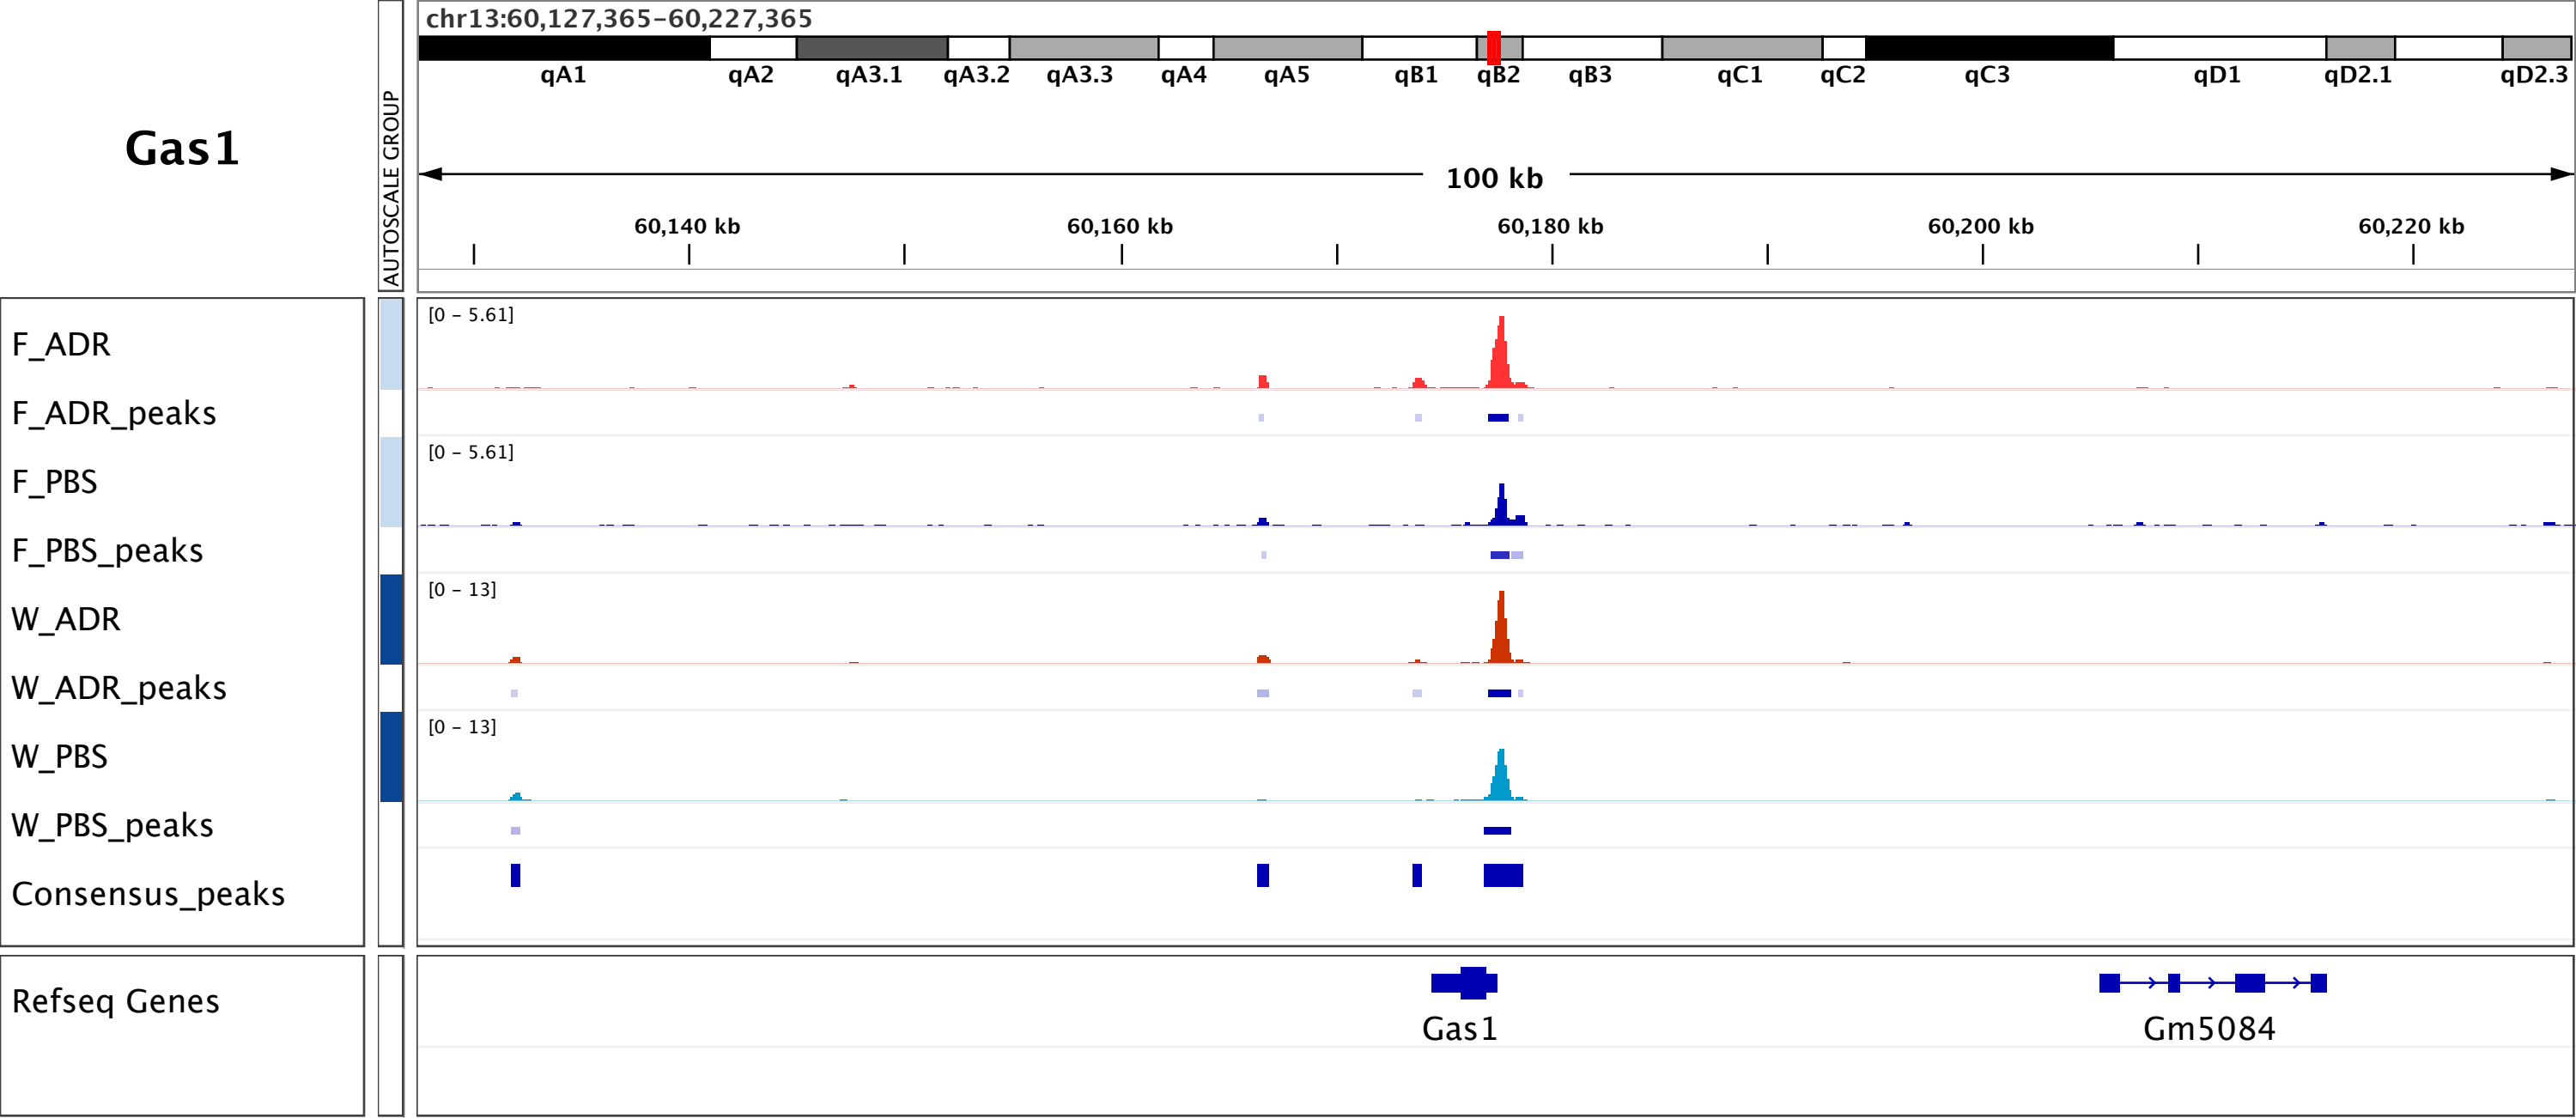

Golim4

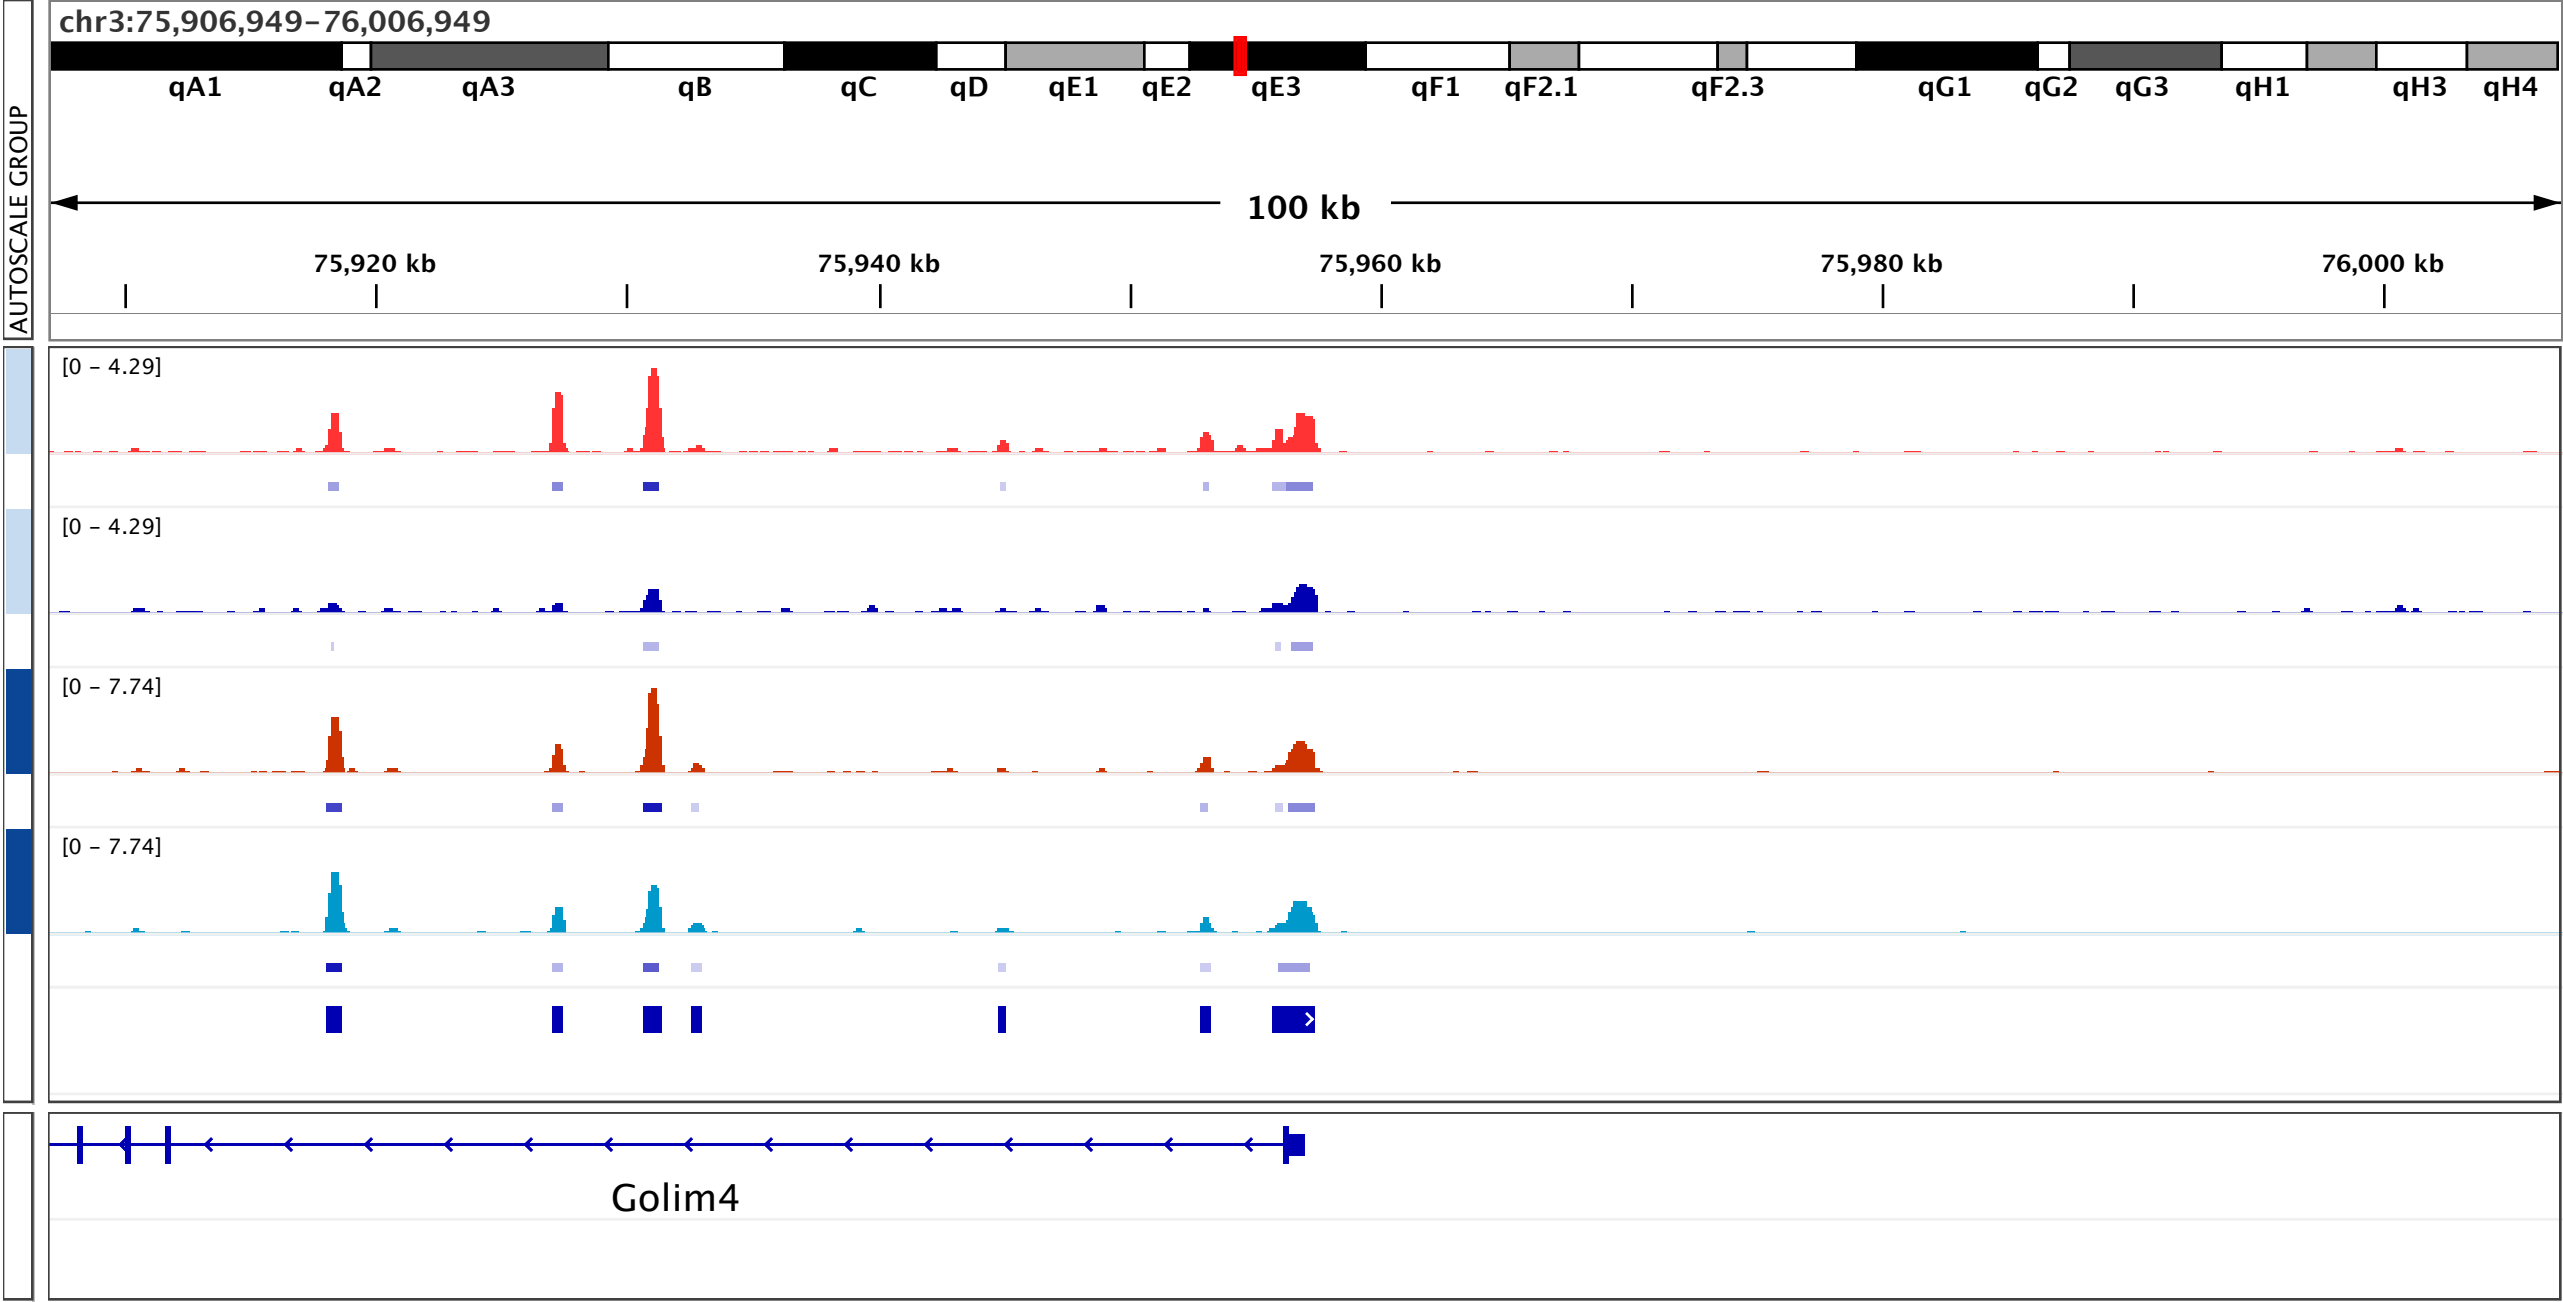

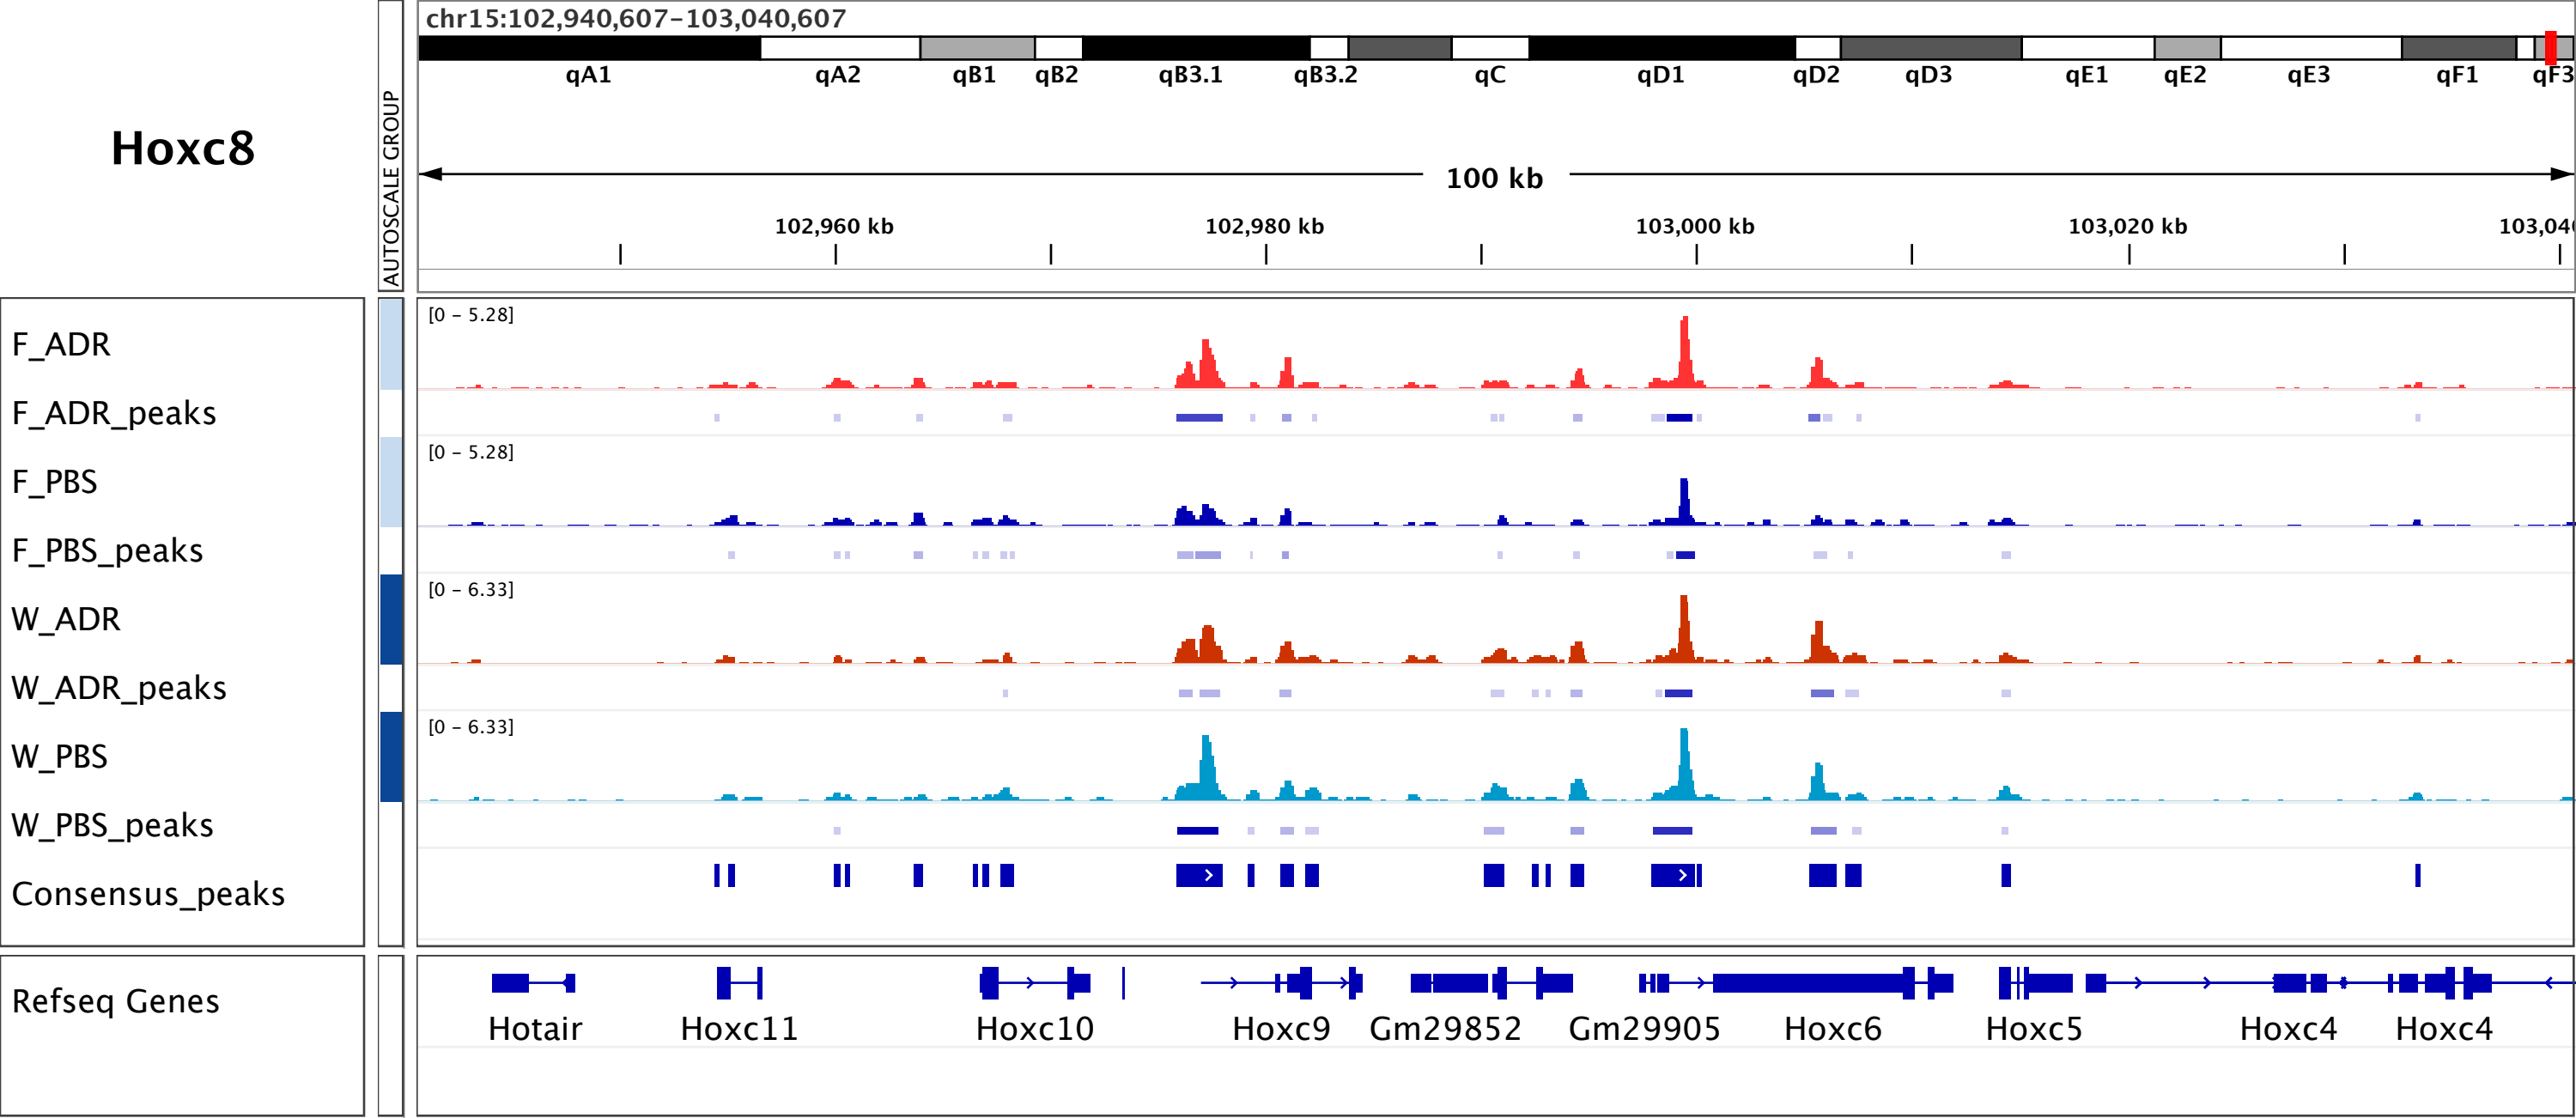

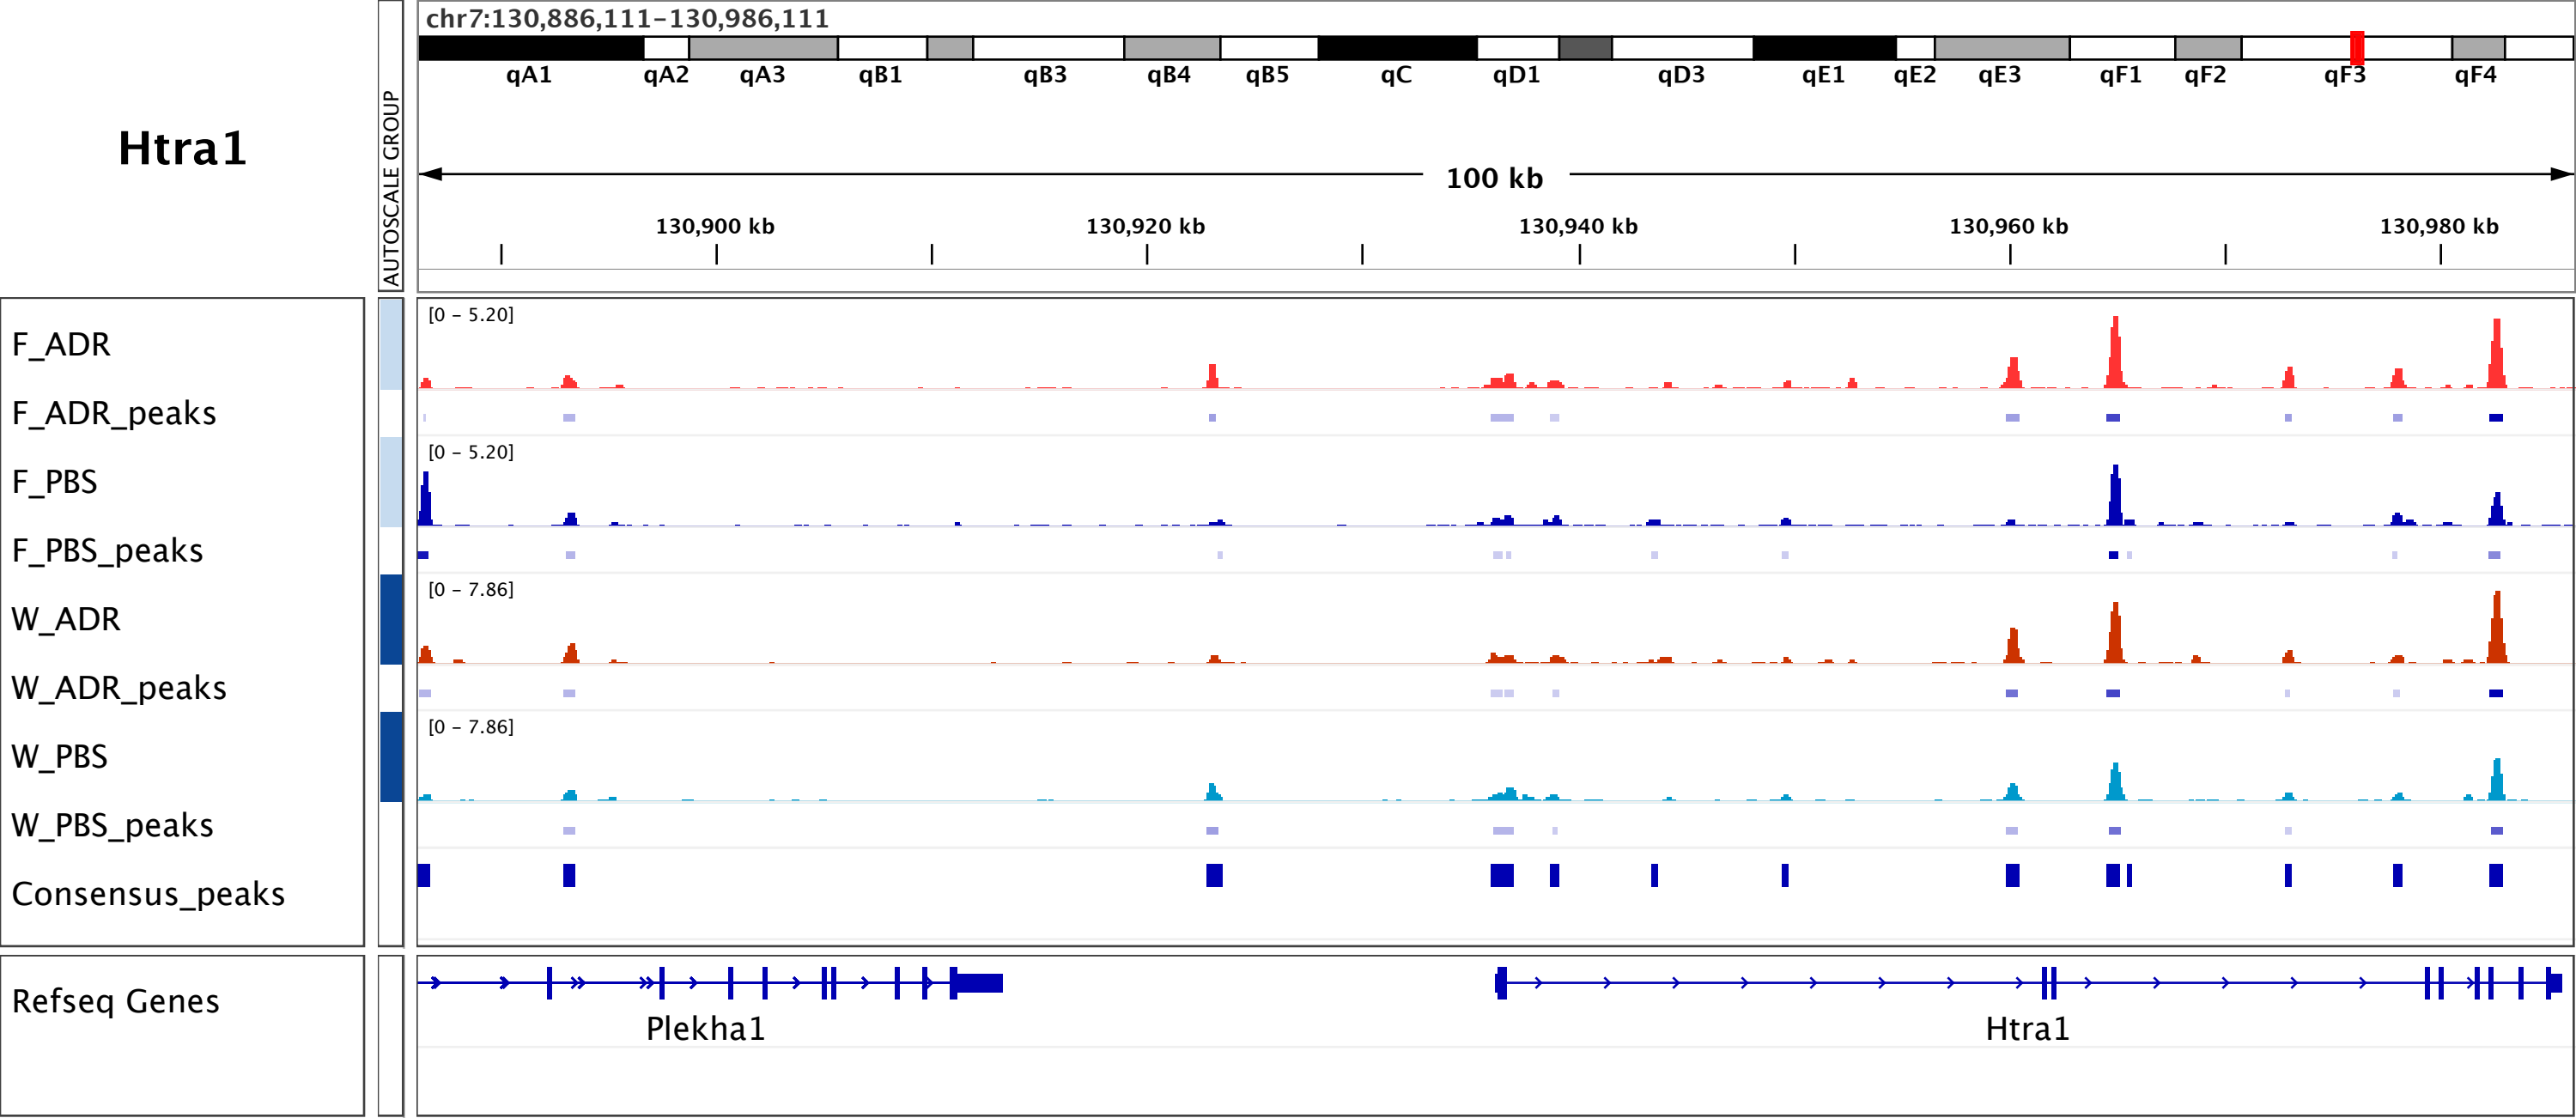

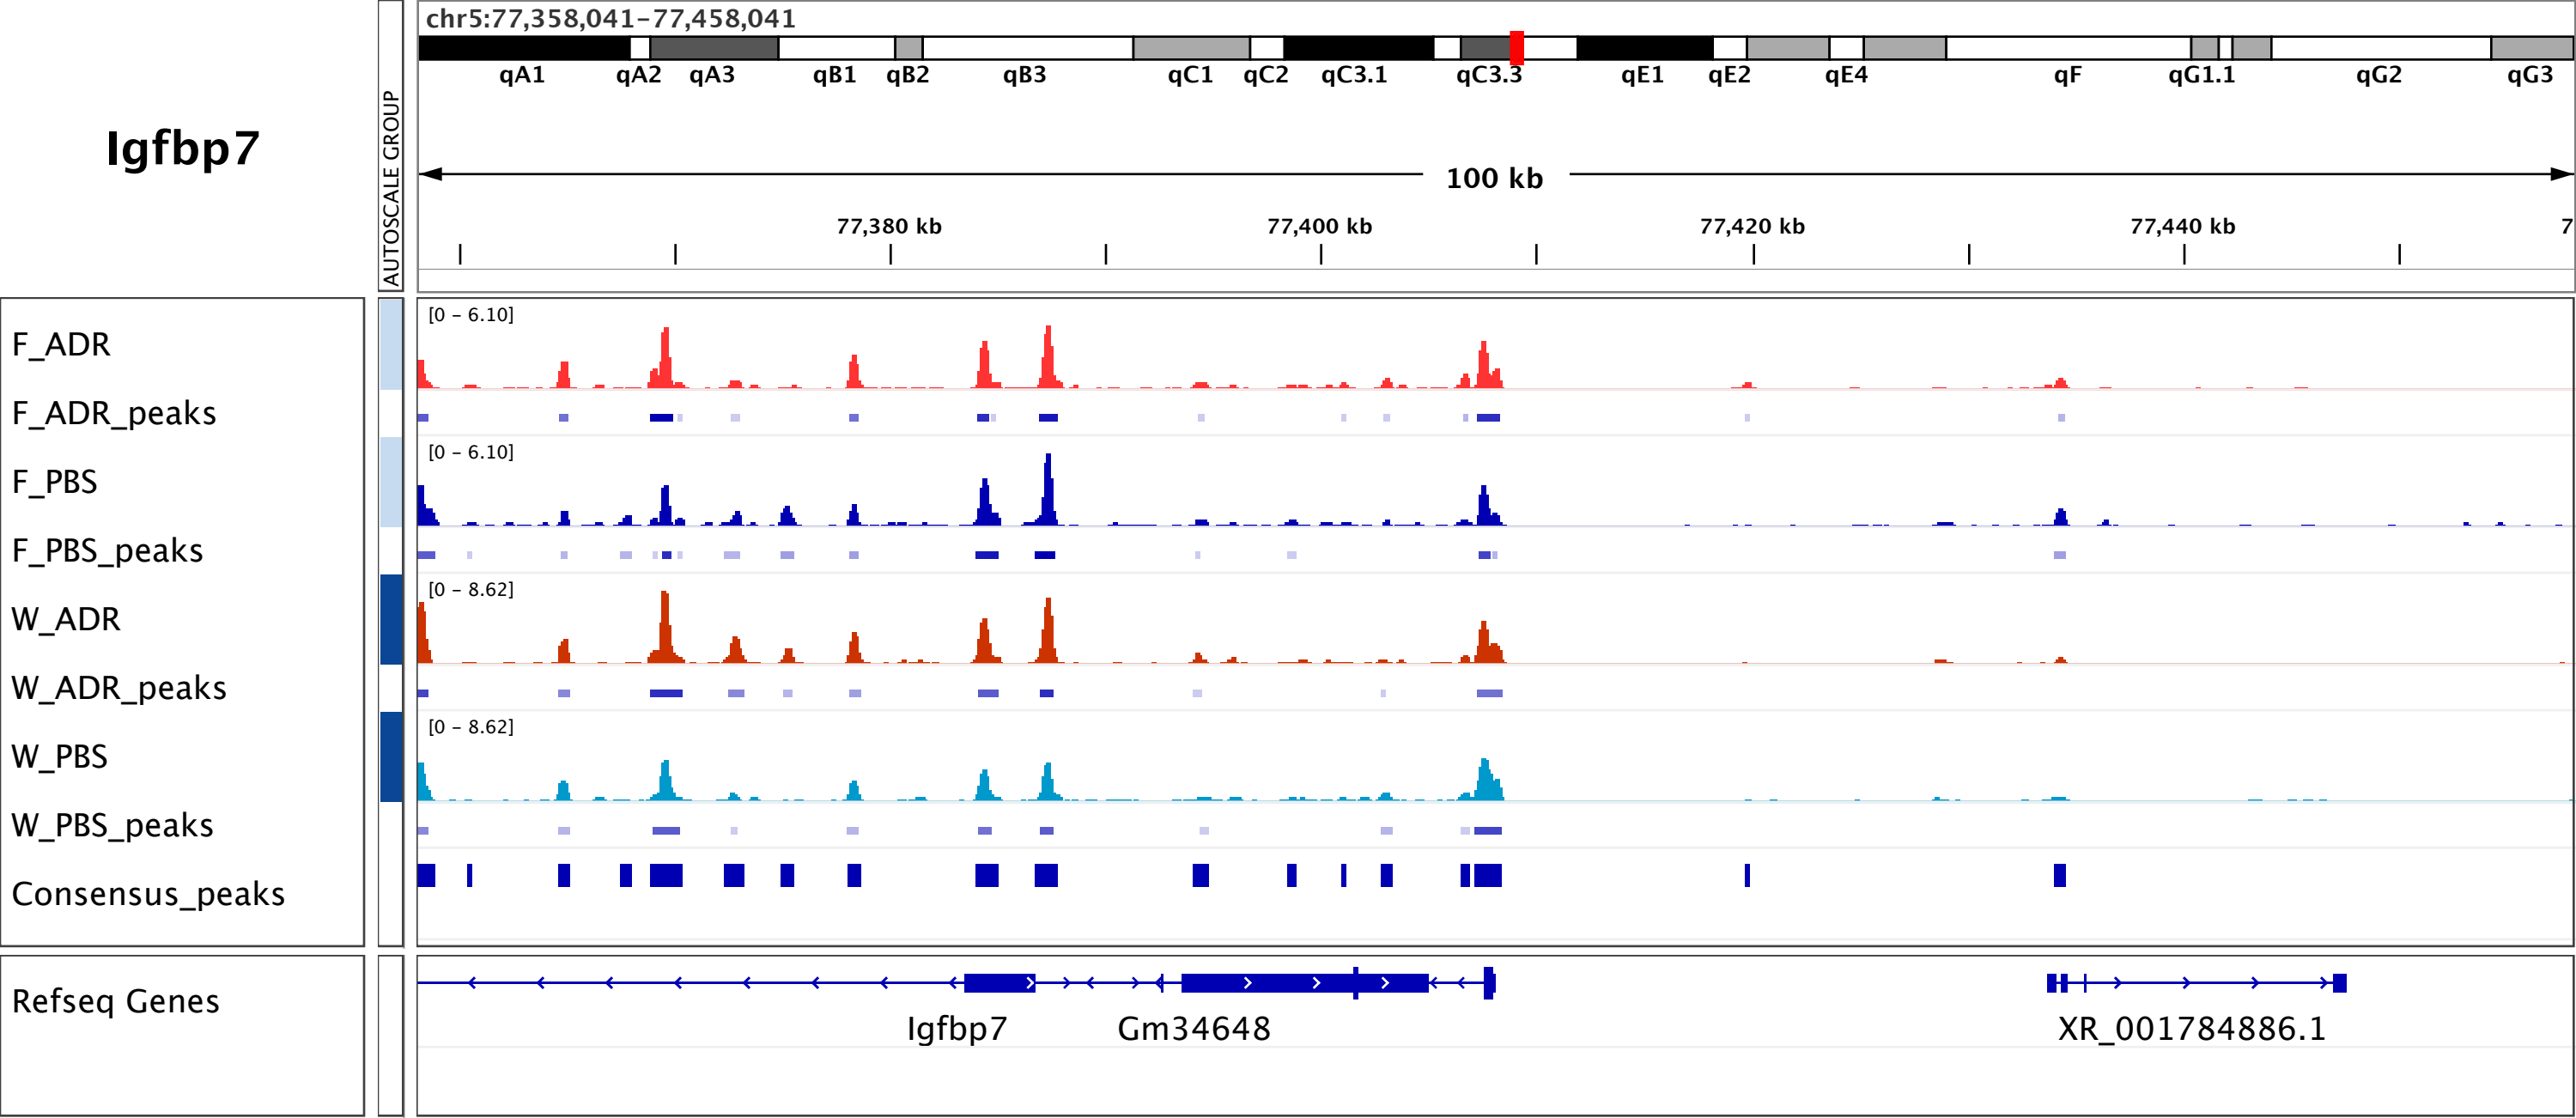

Ildr2

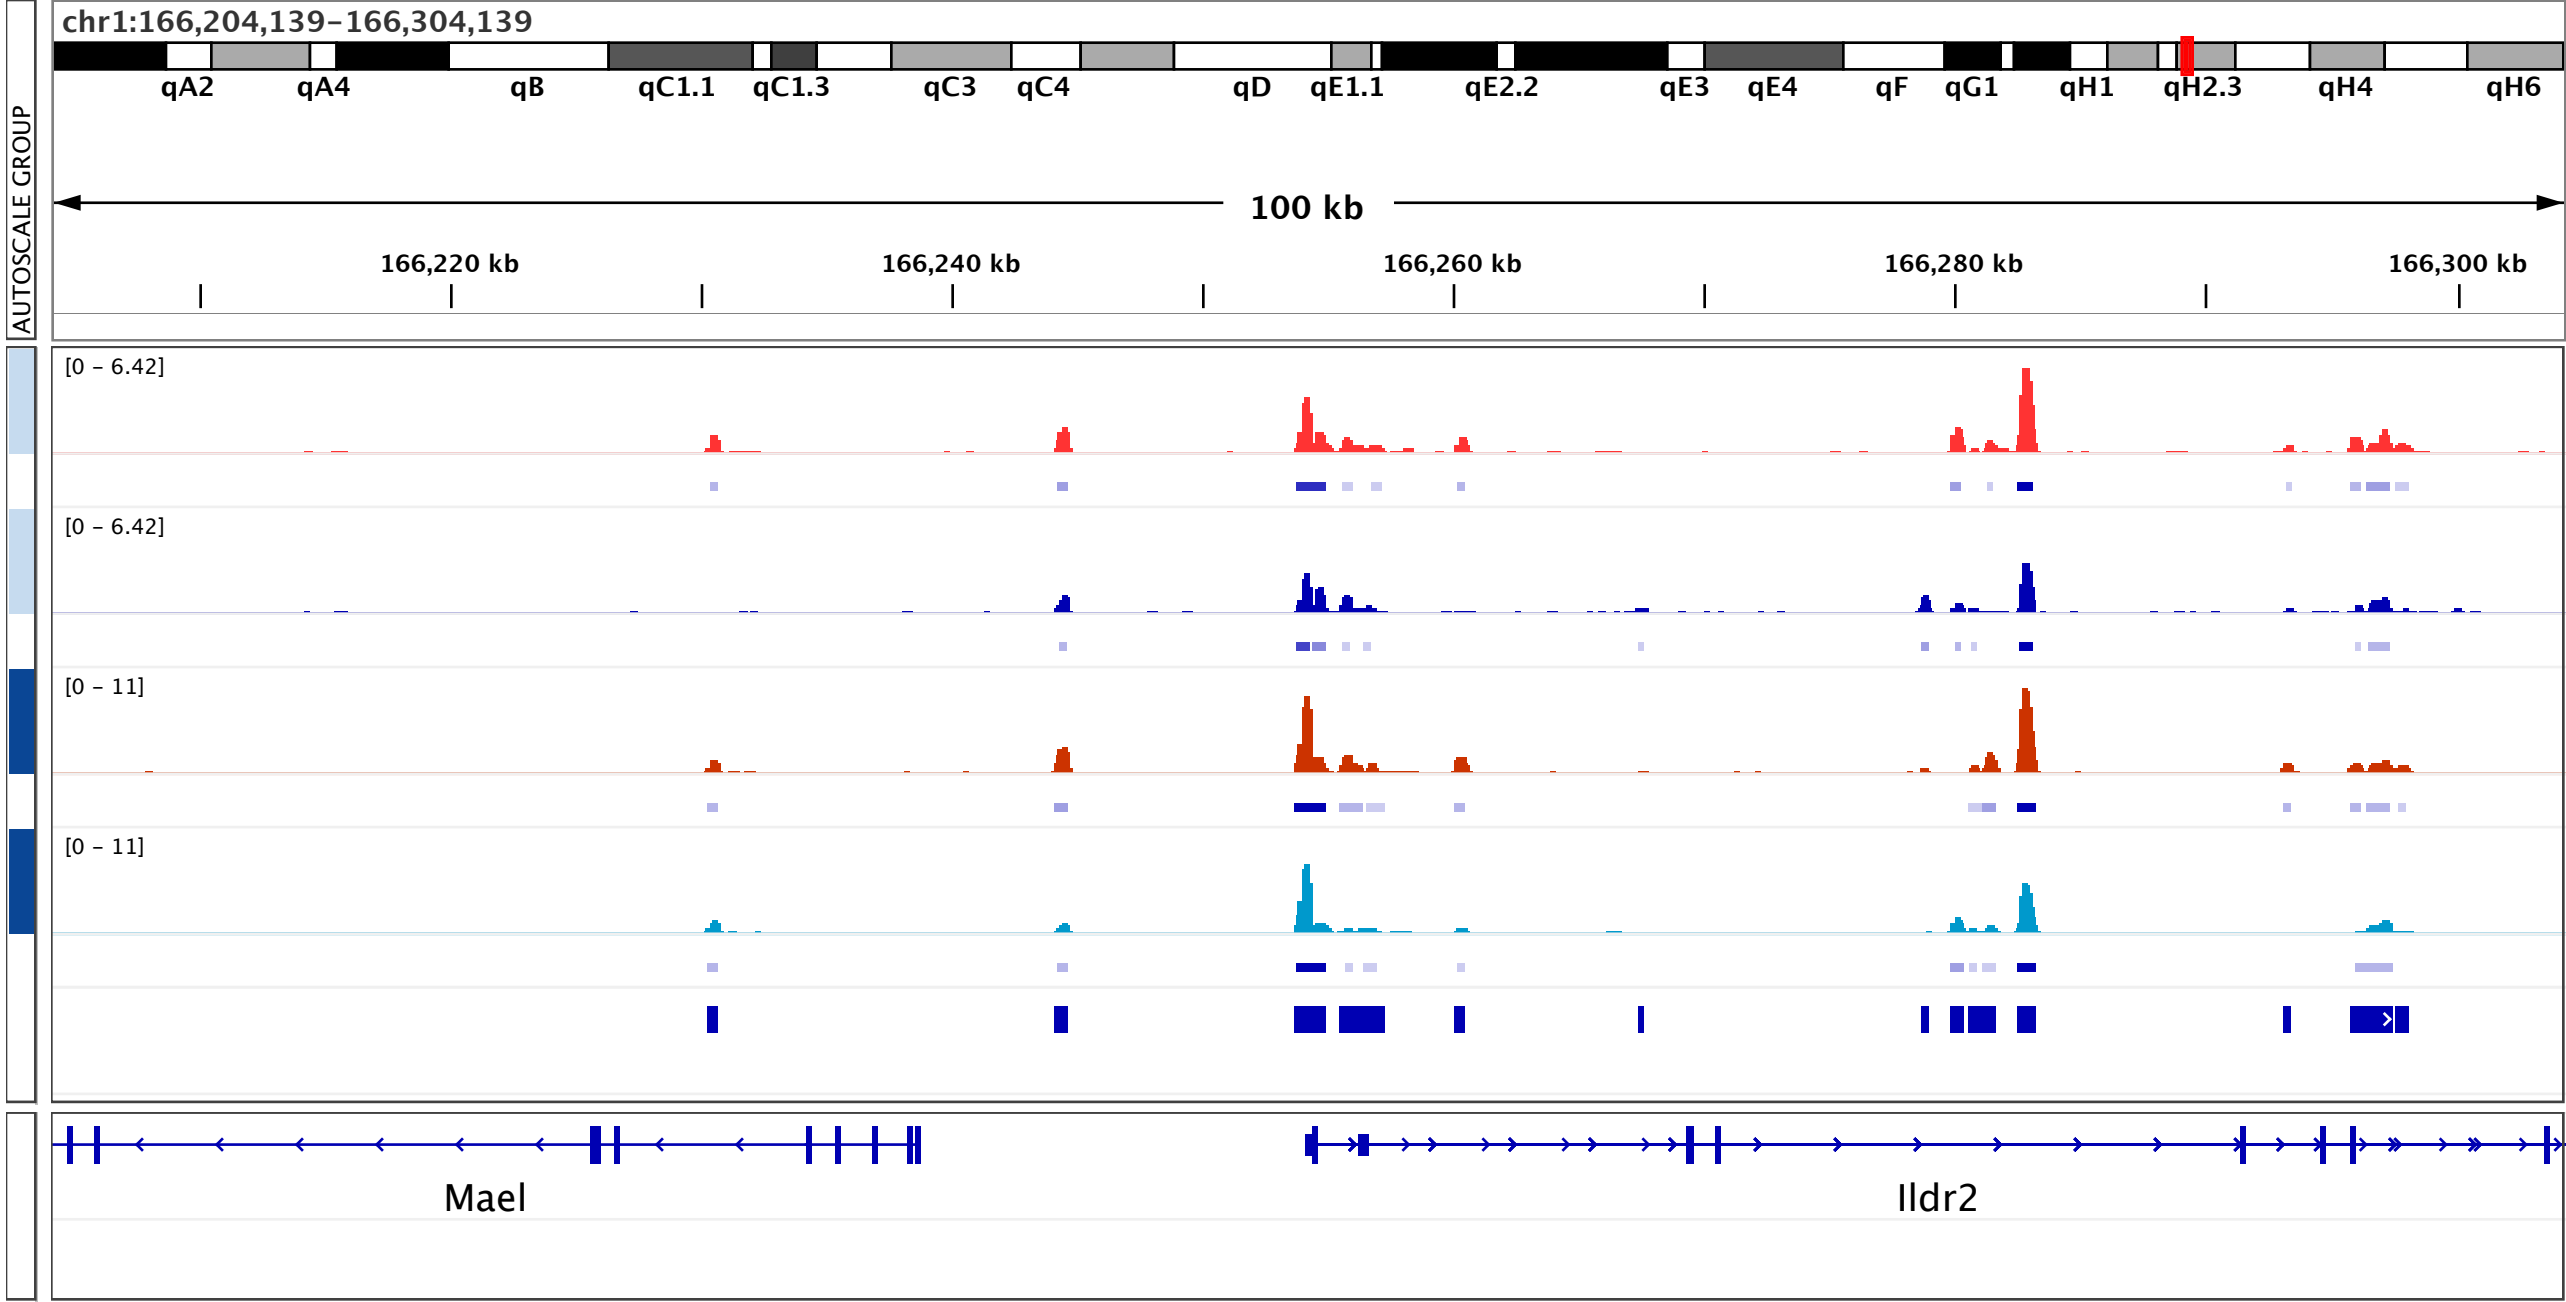

lqgap2

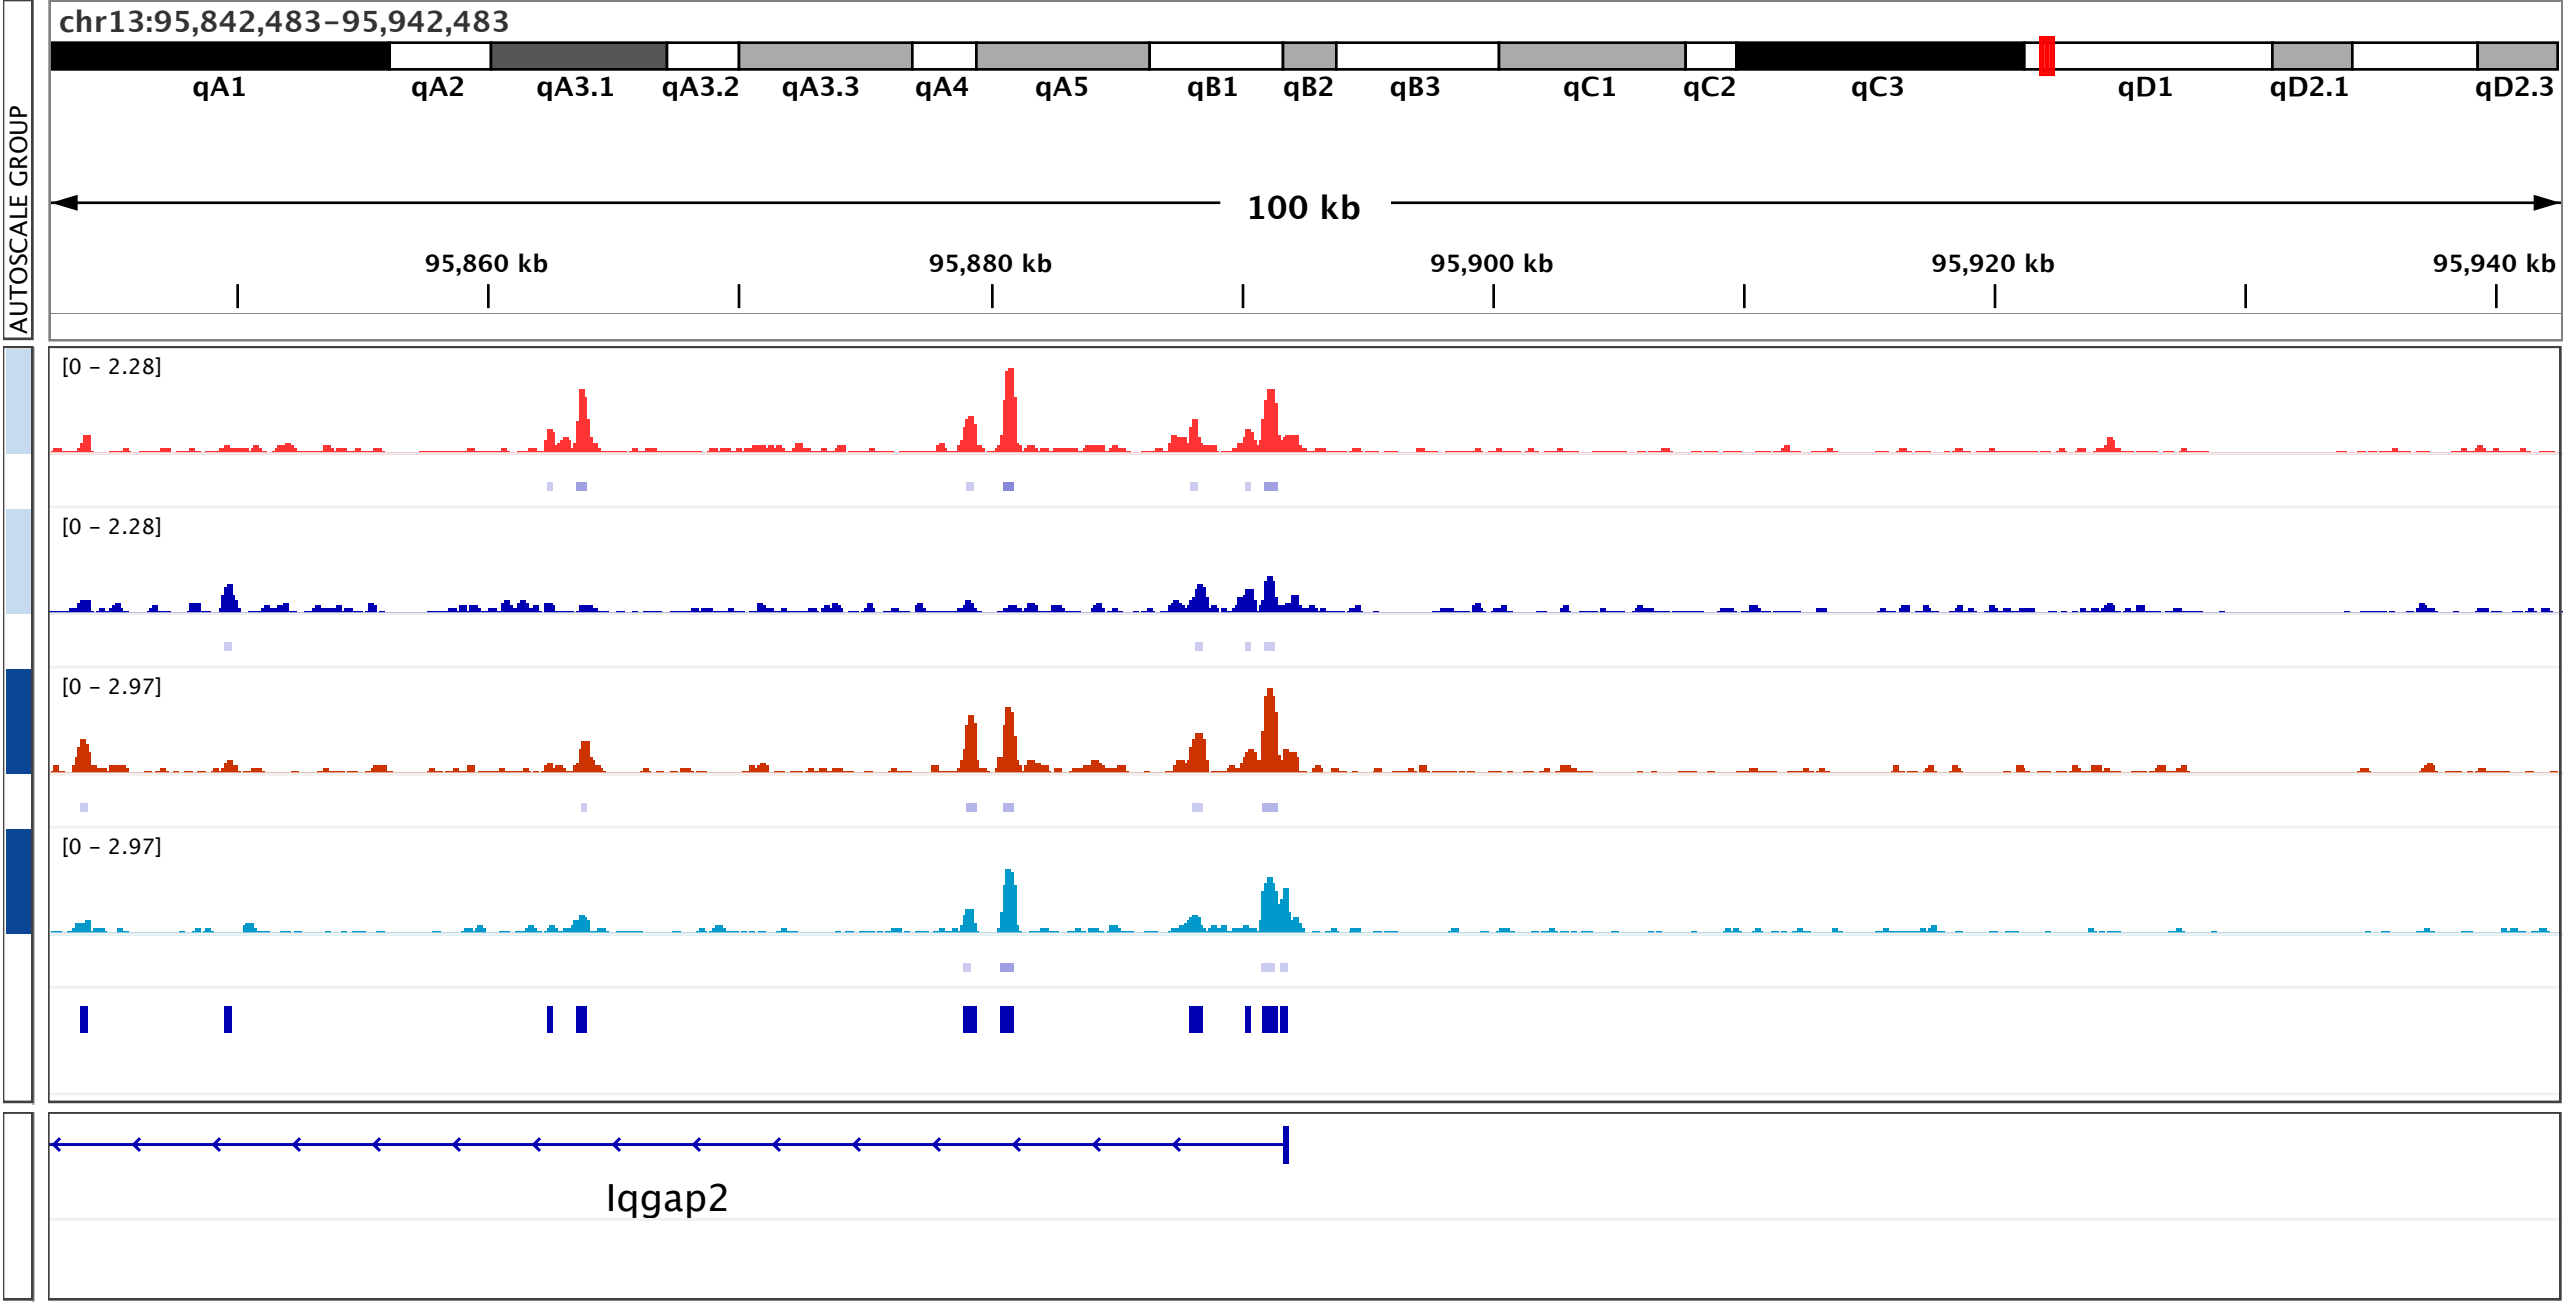

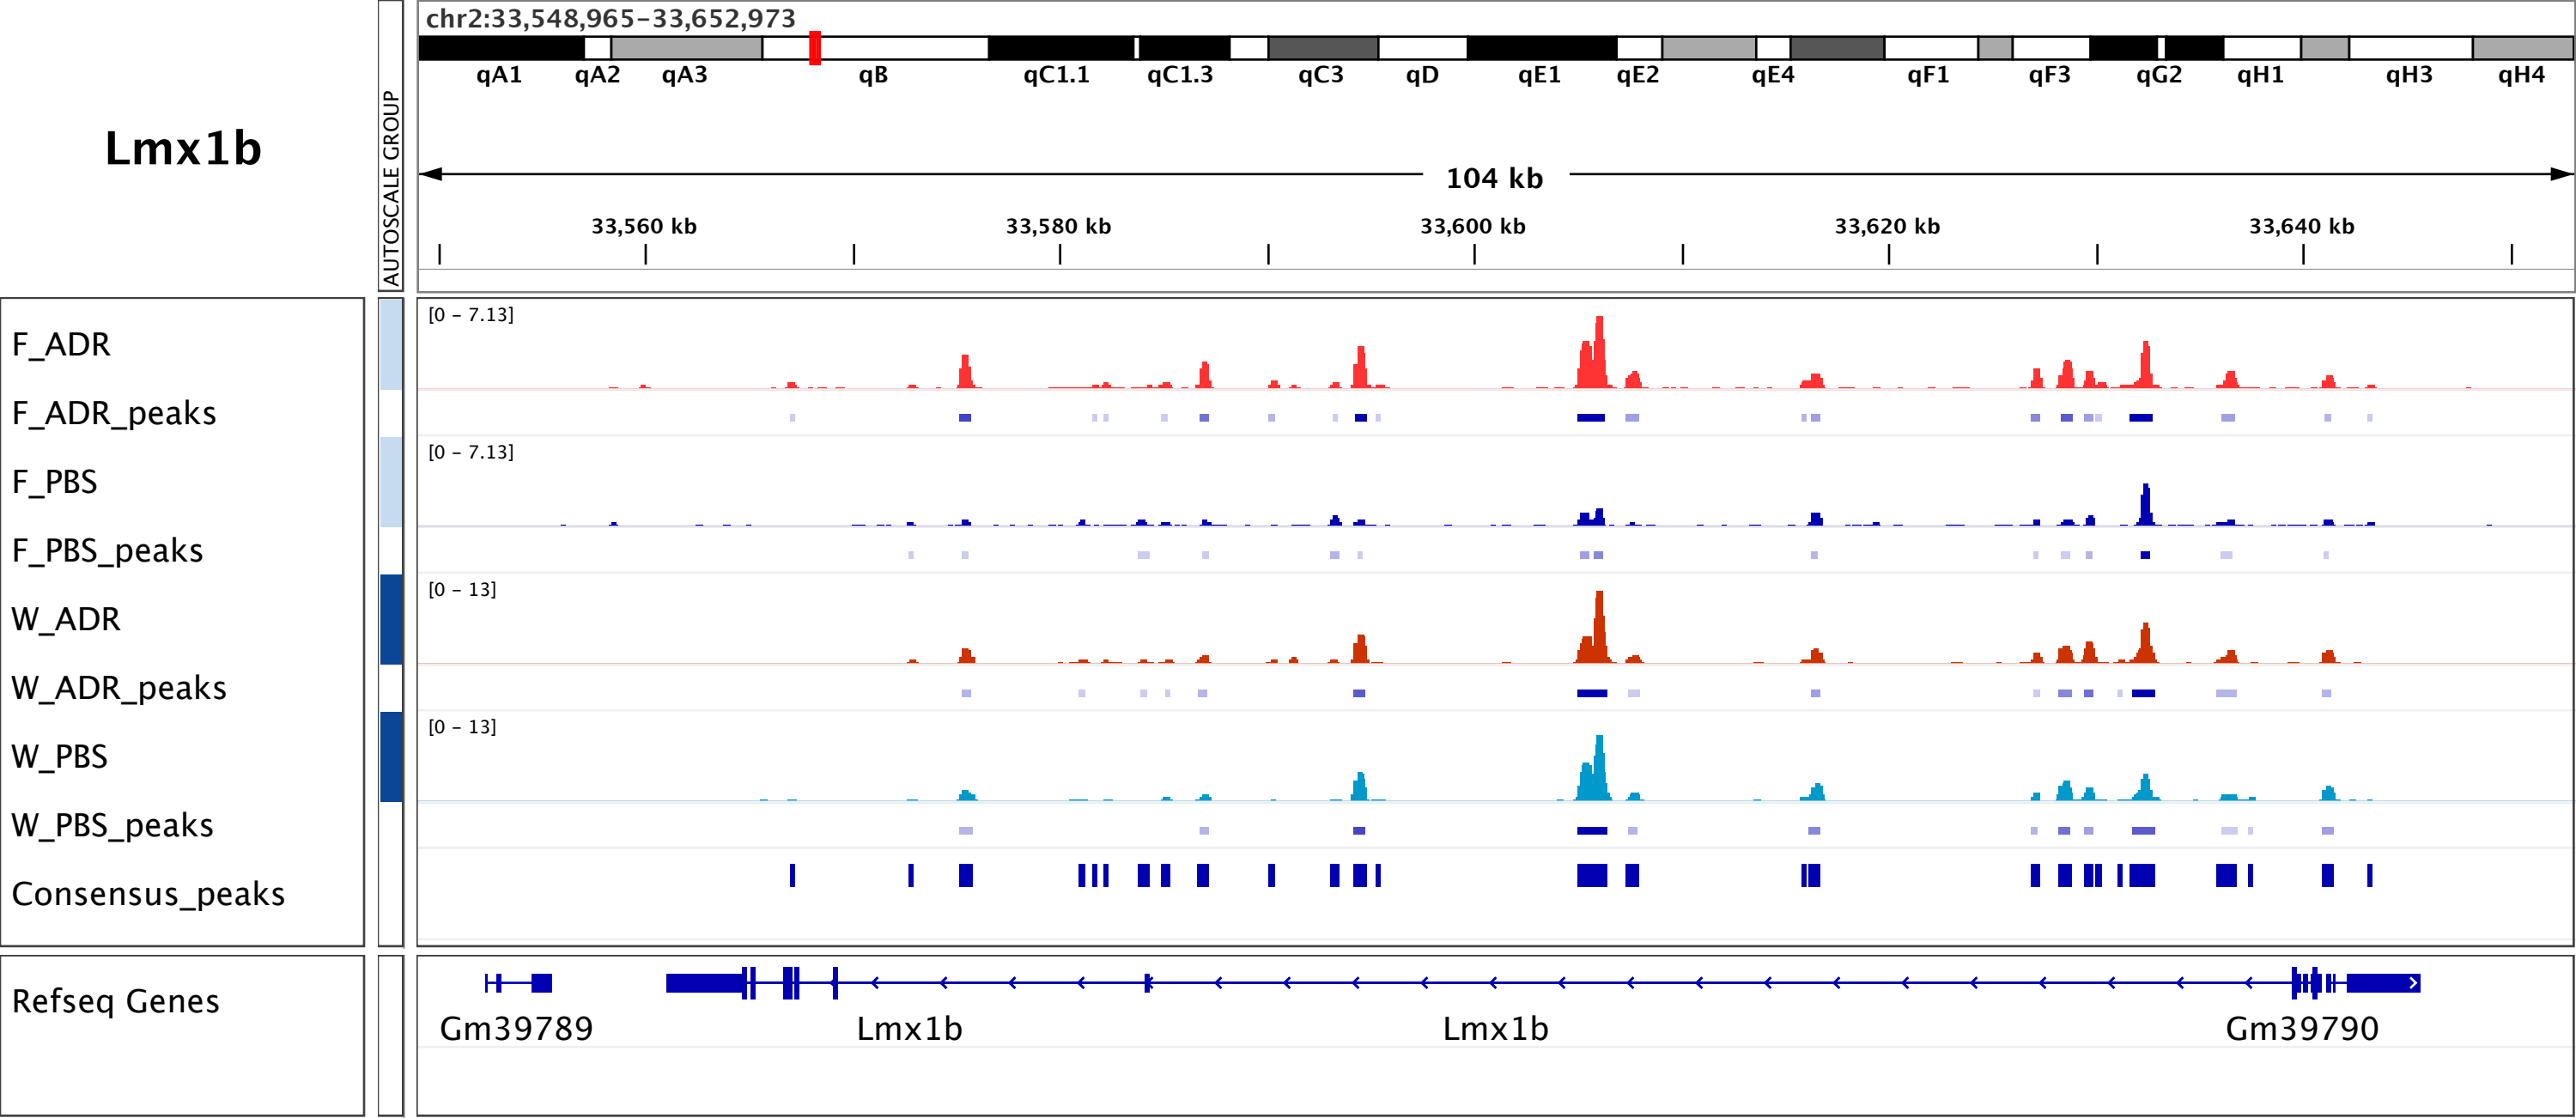

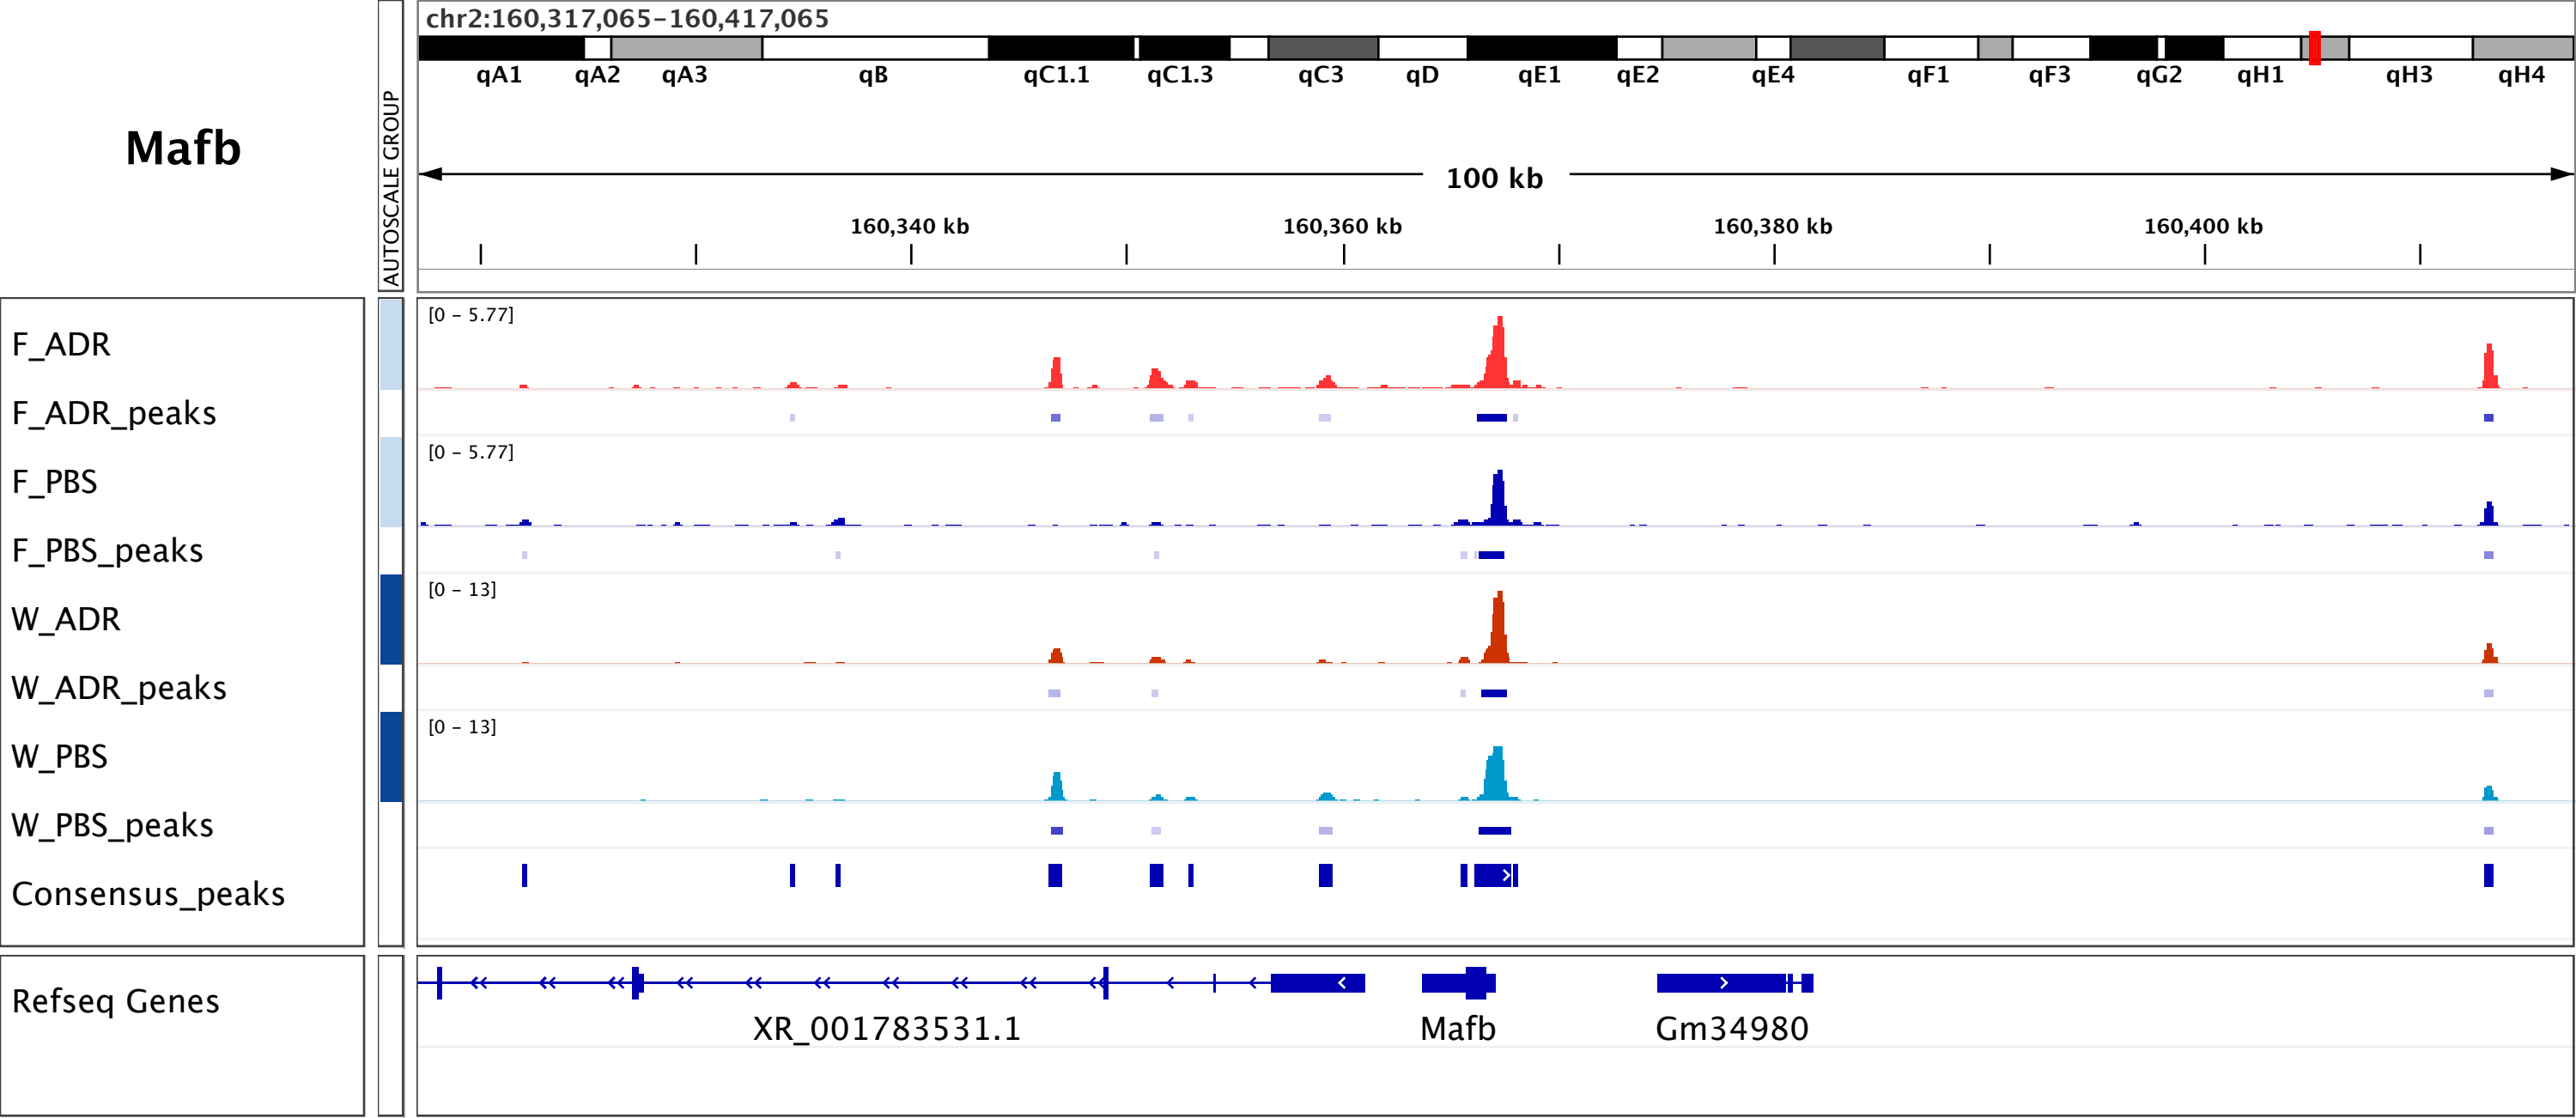

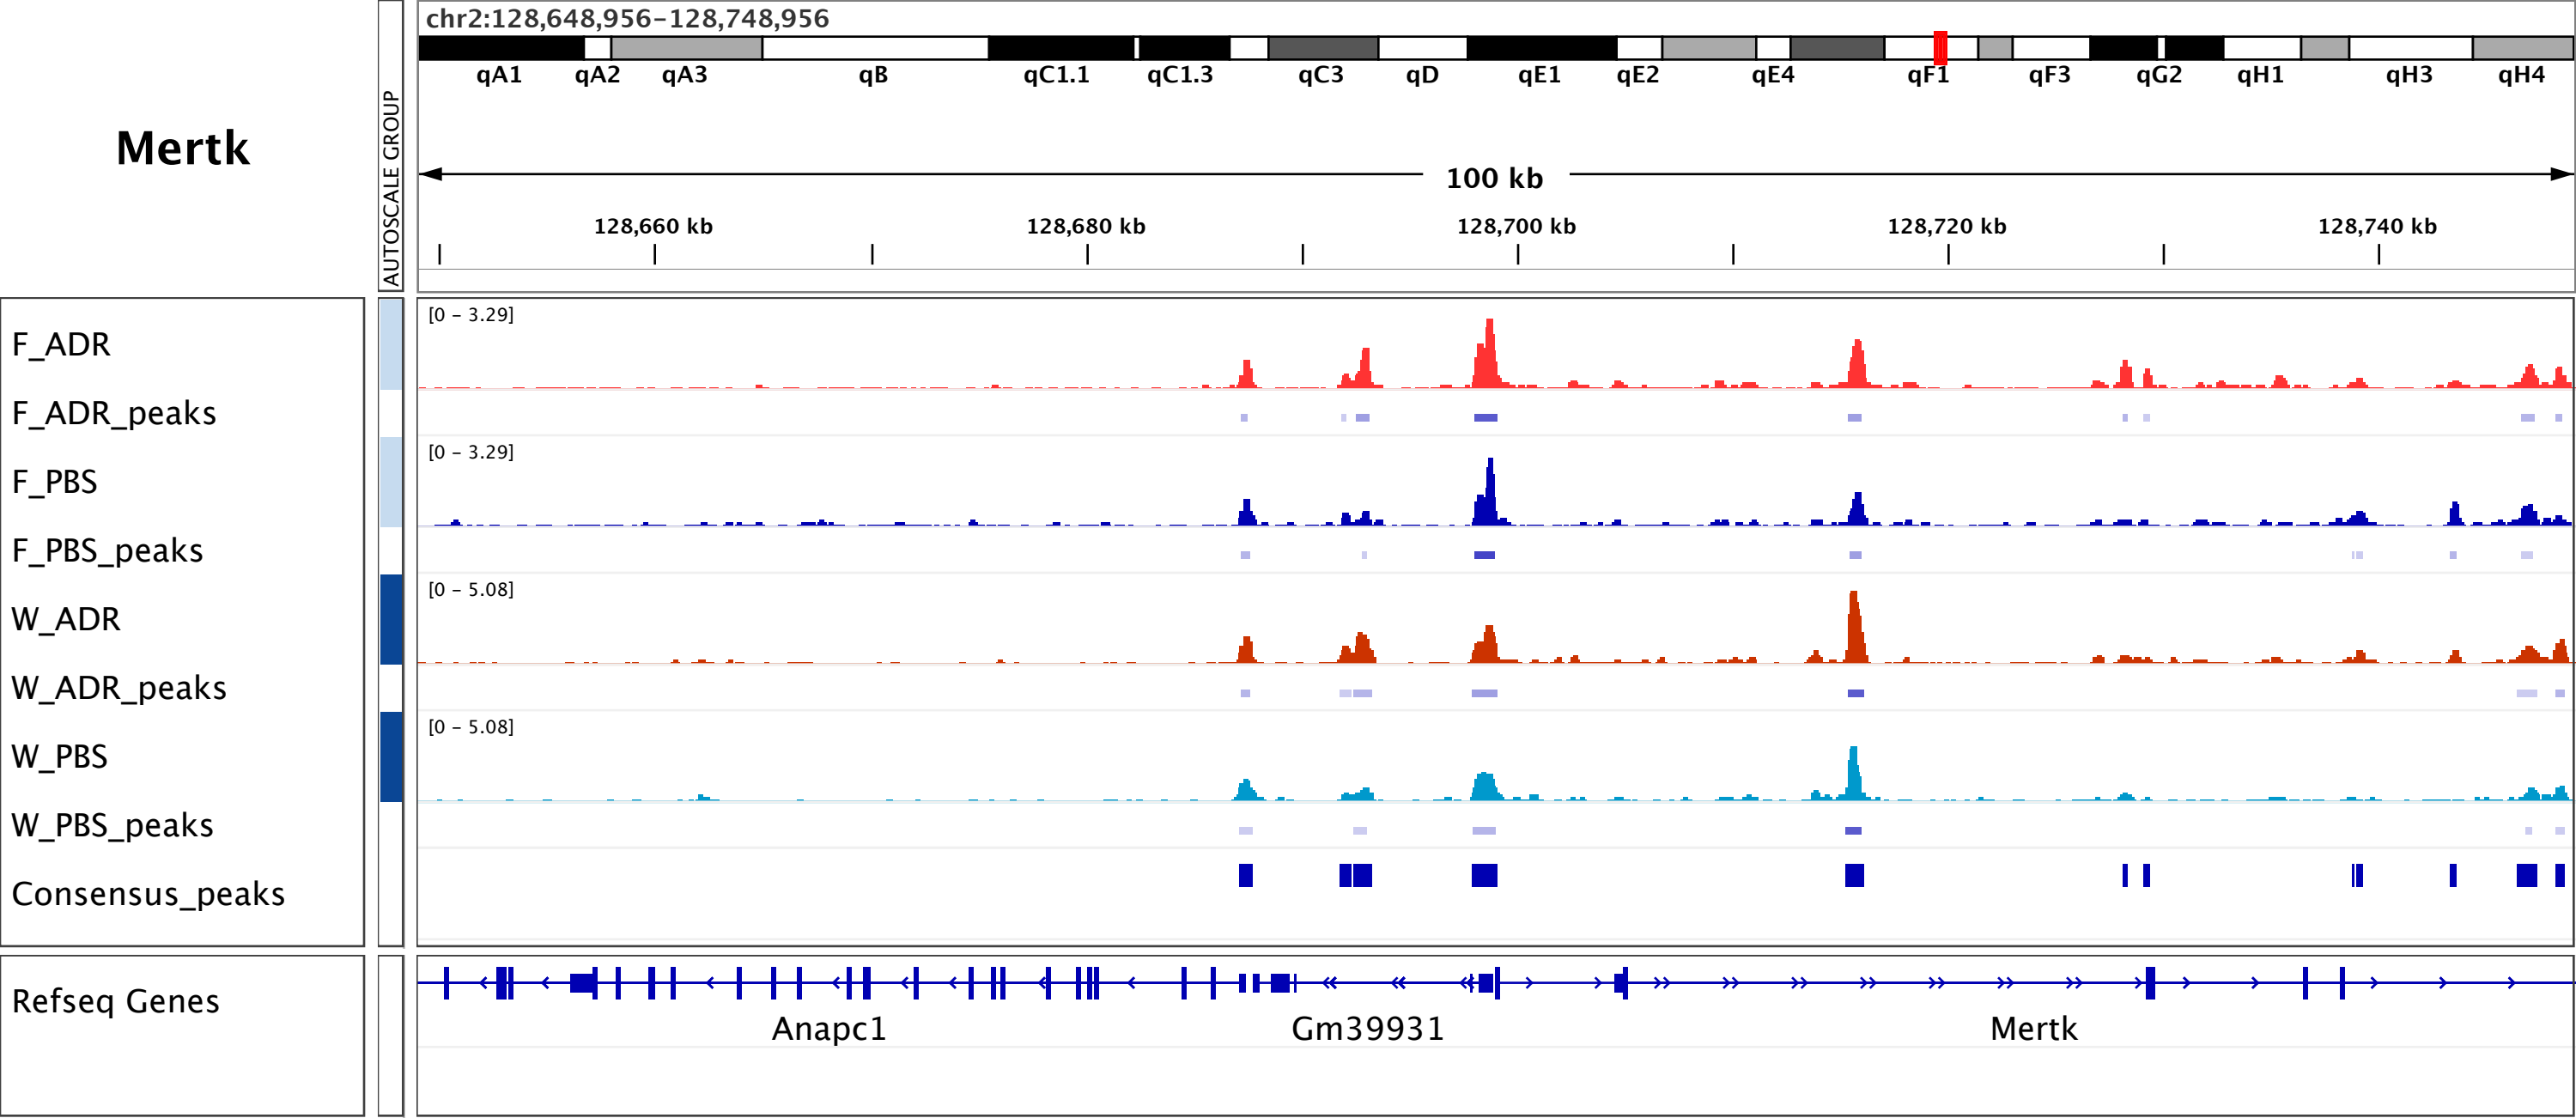

Nap1l1

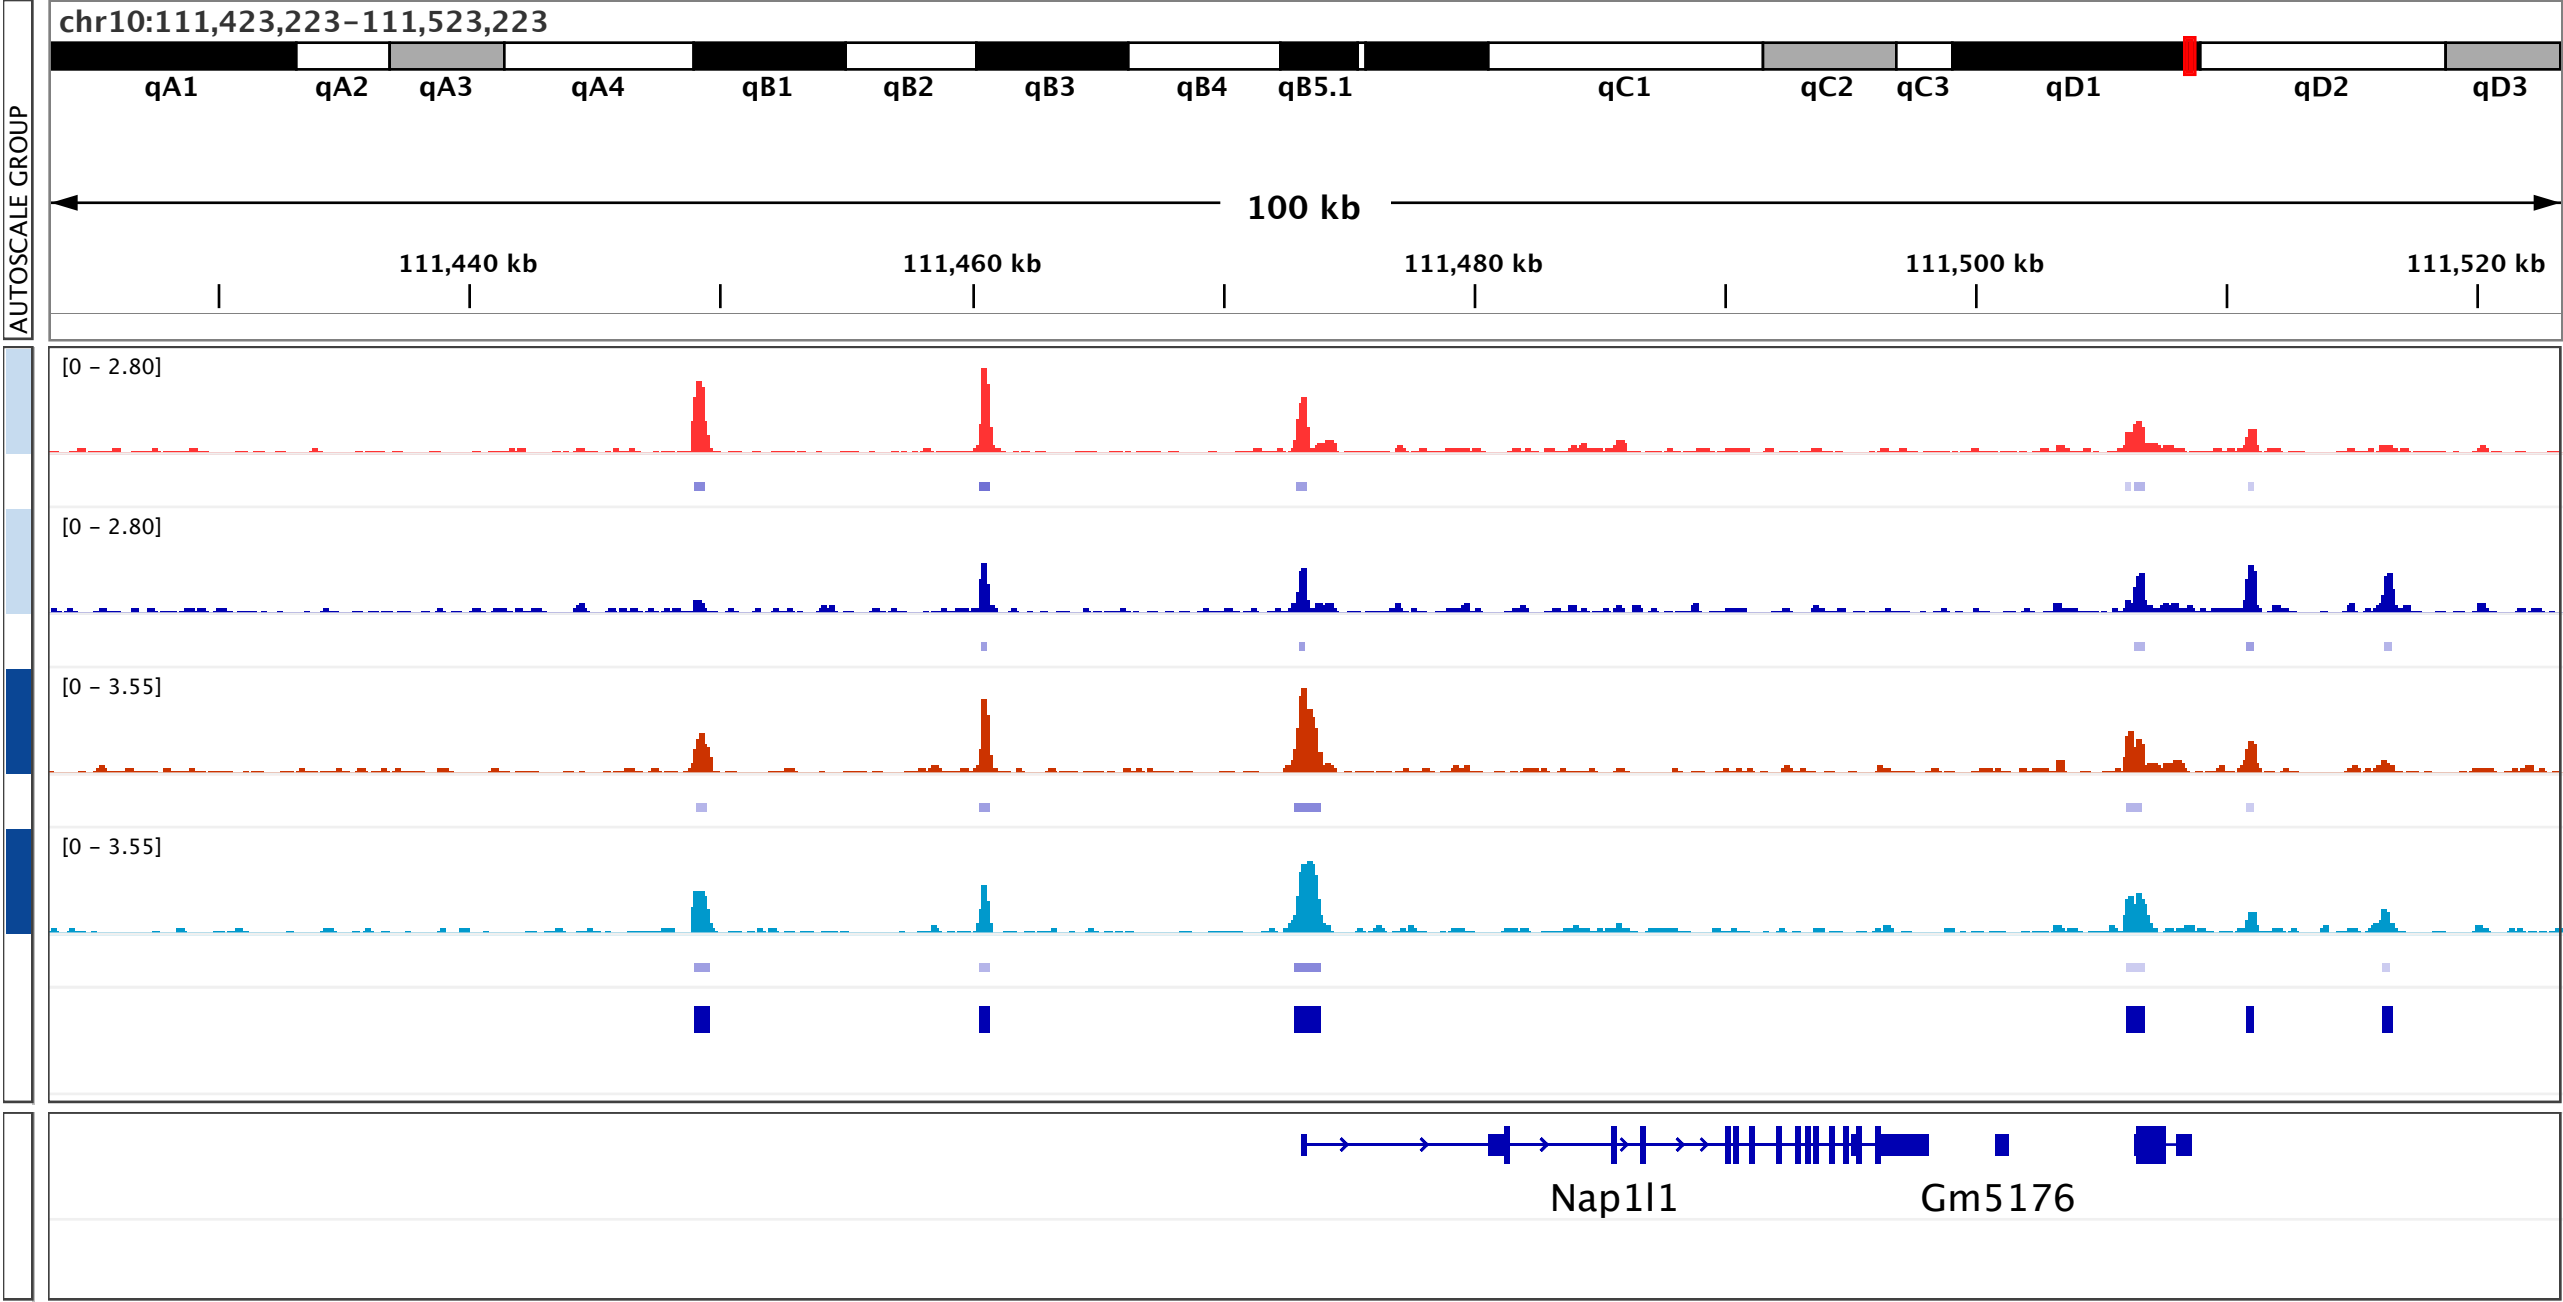

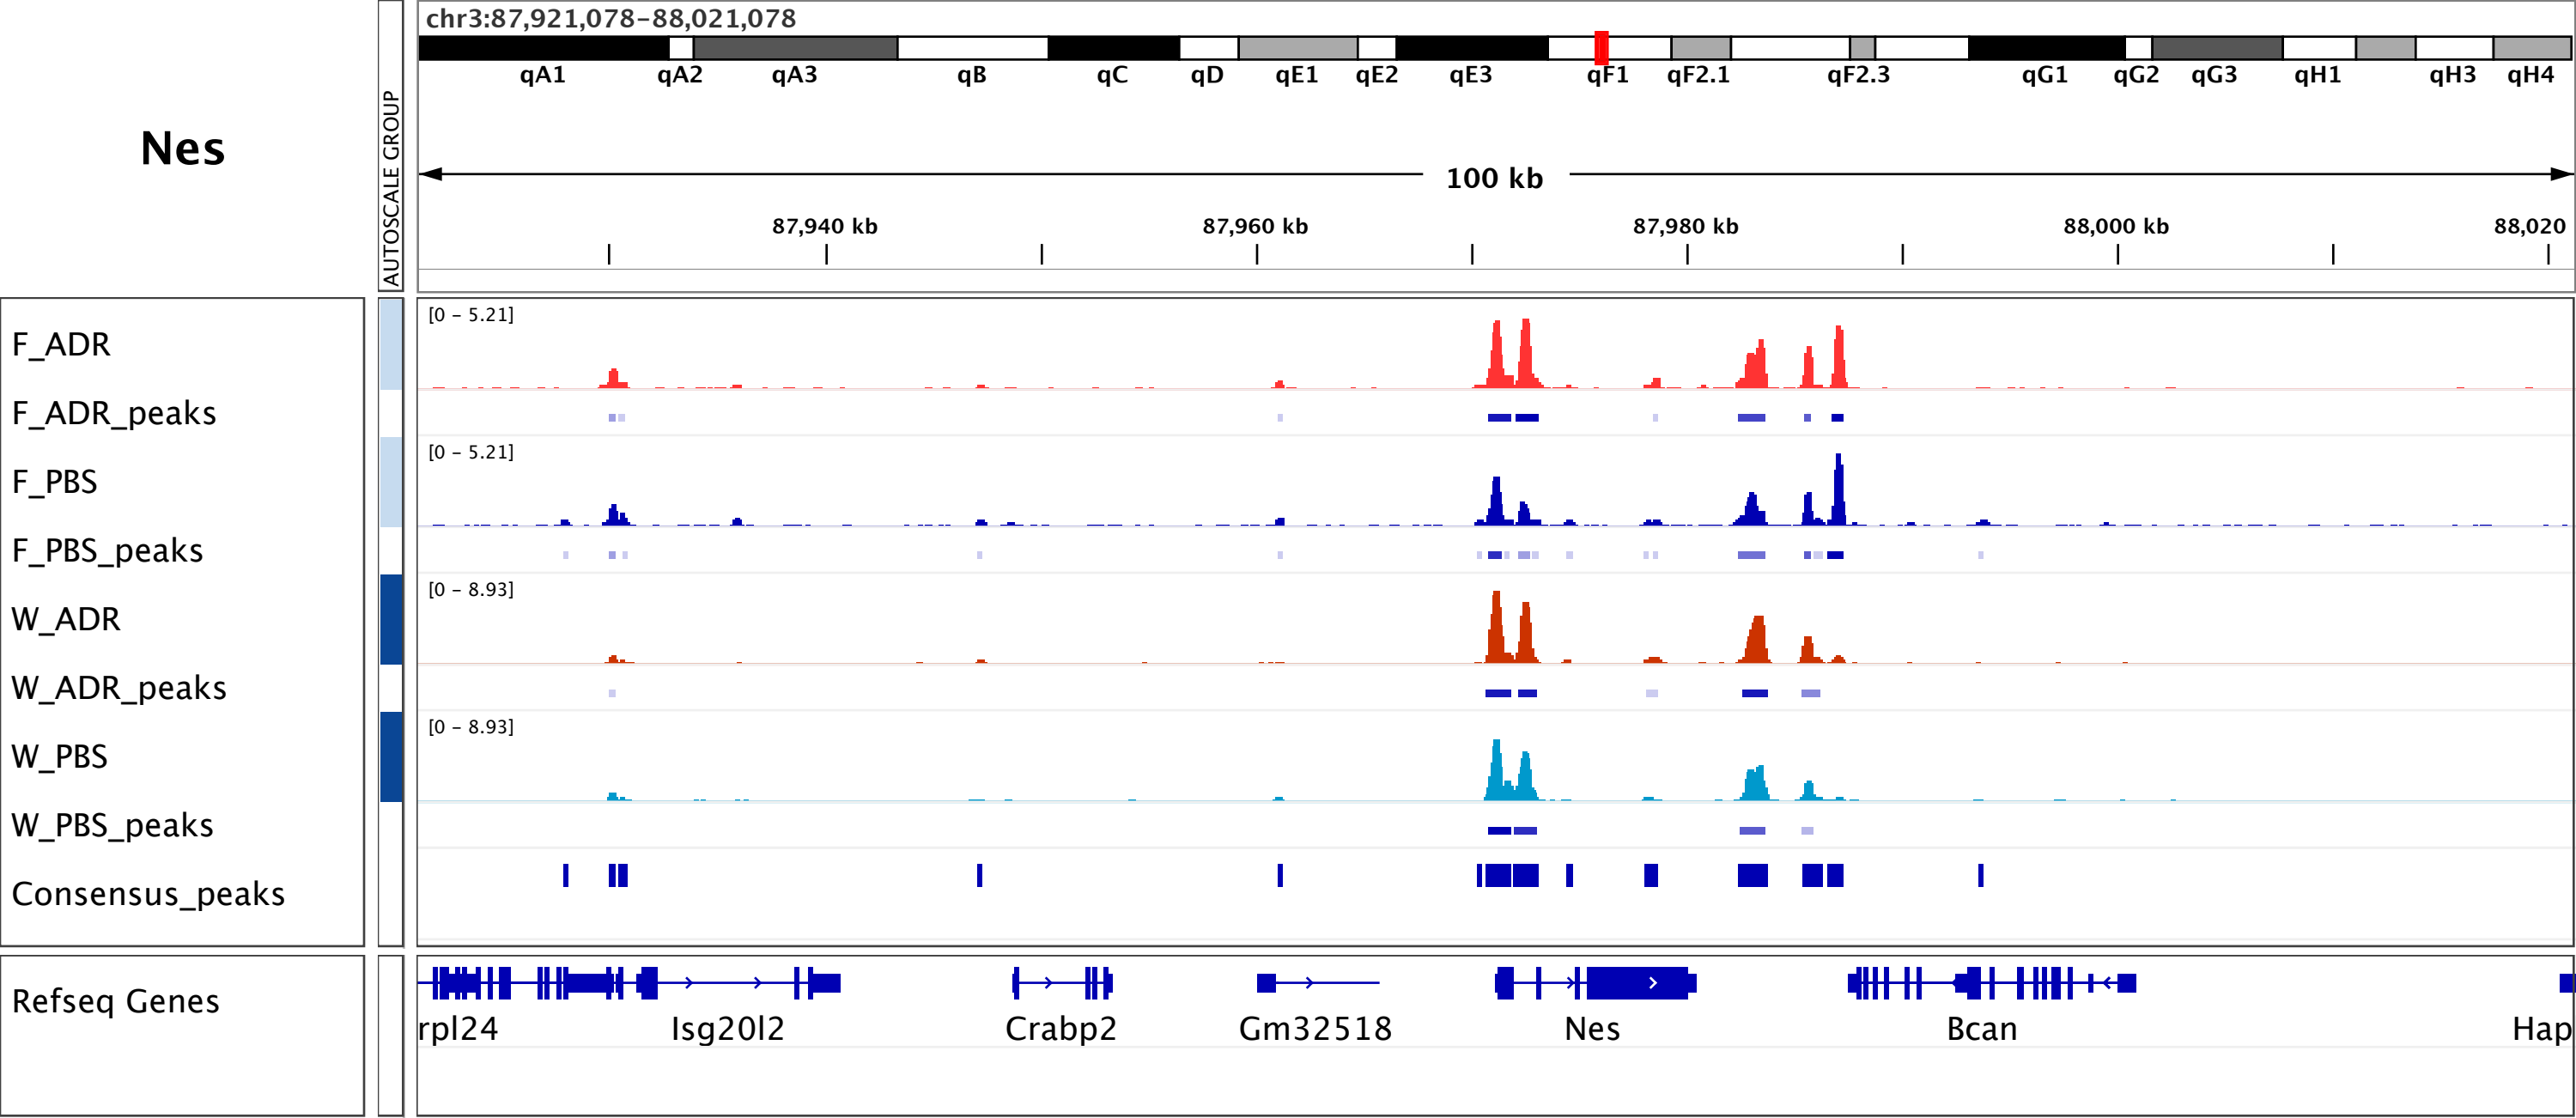

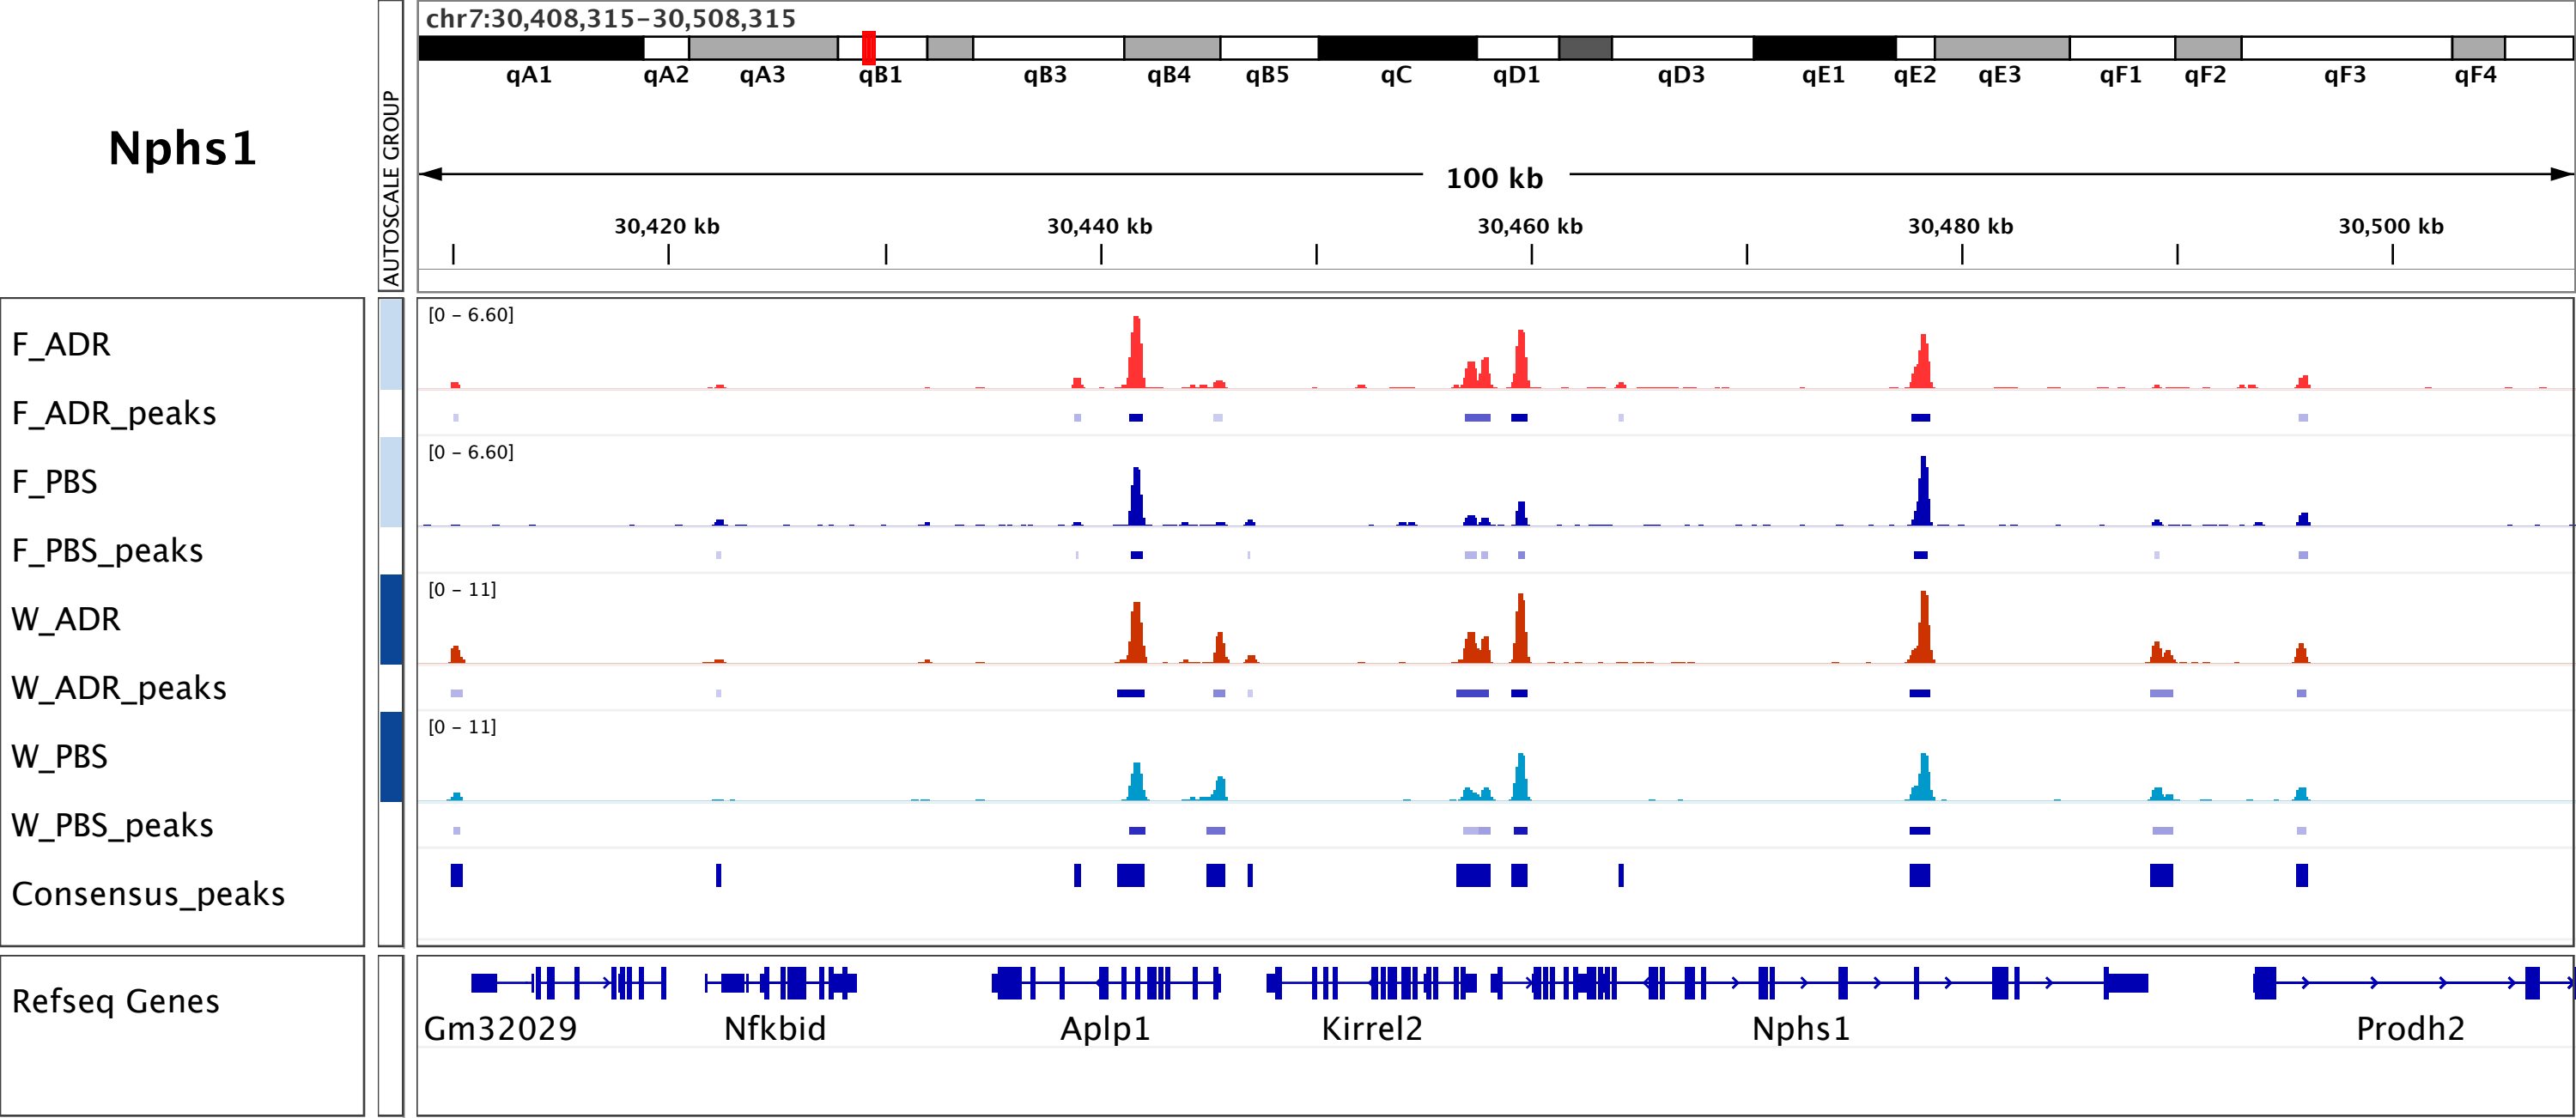

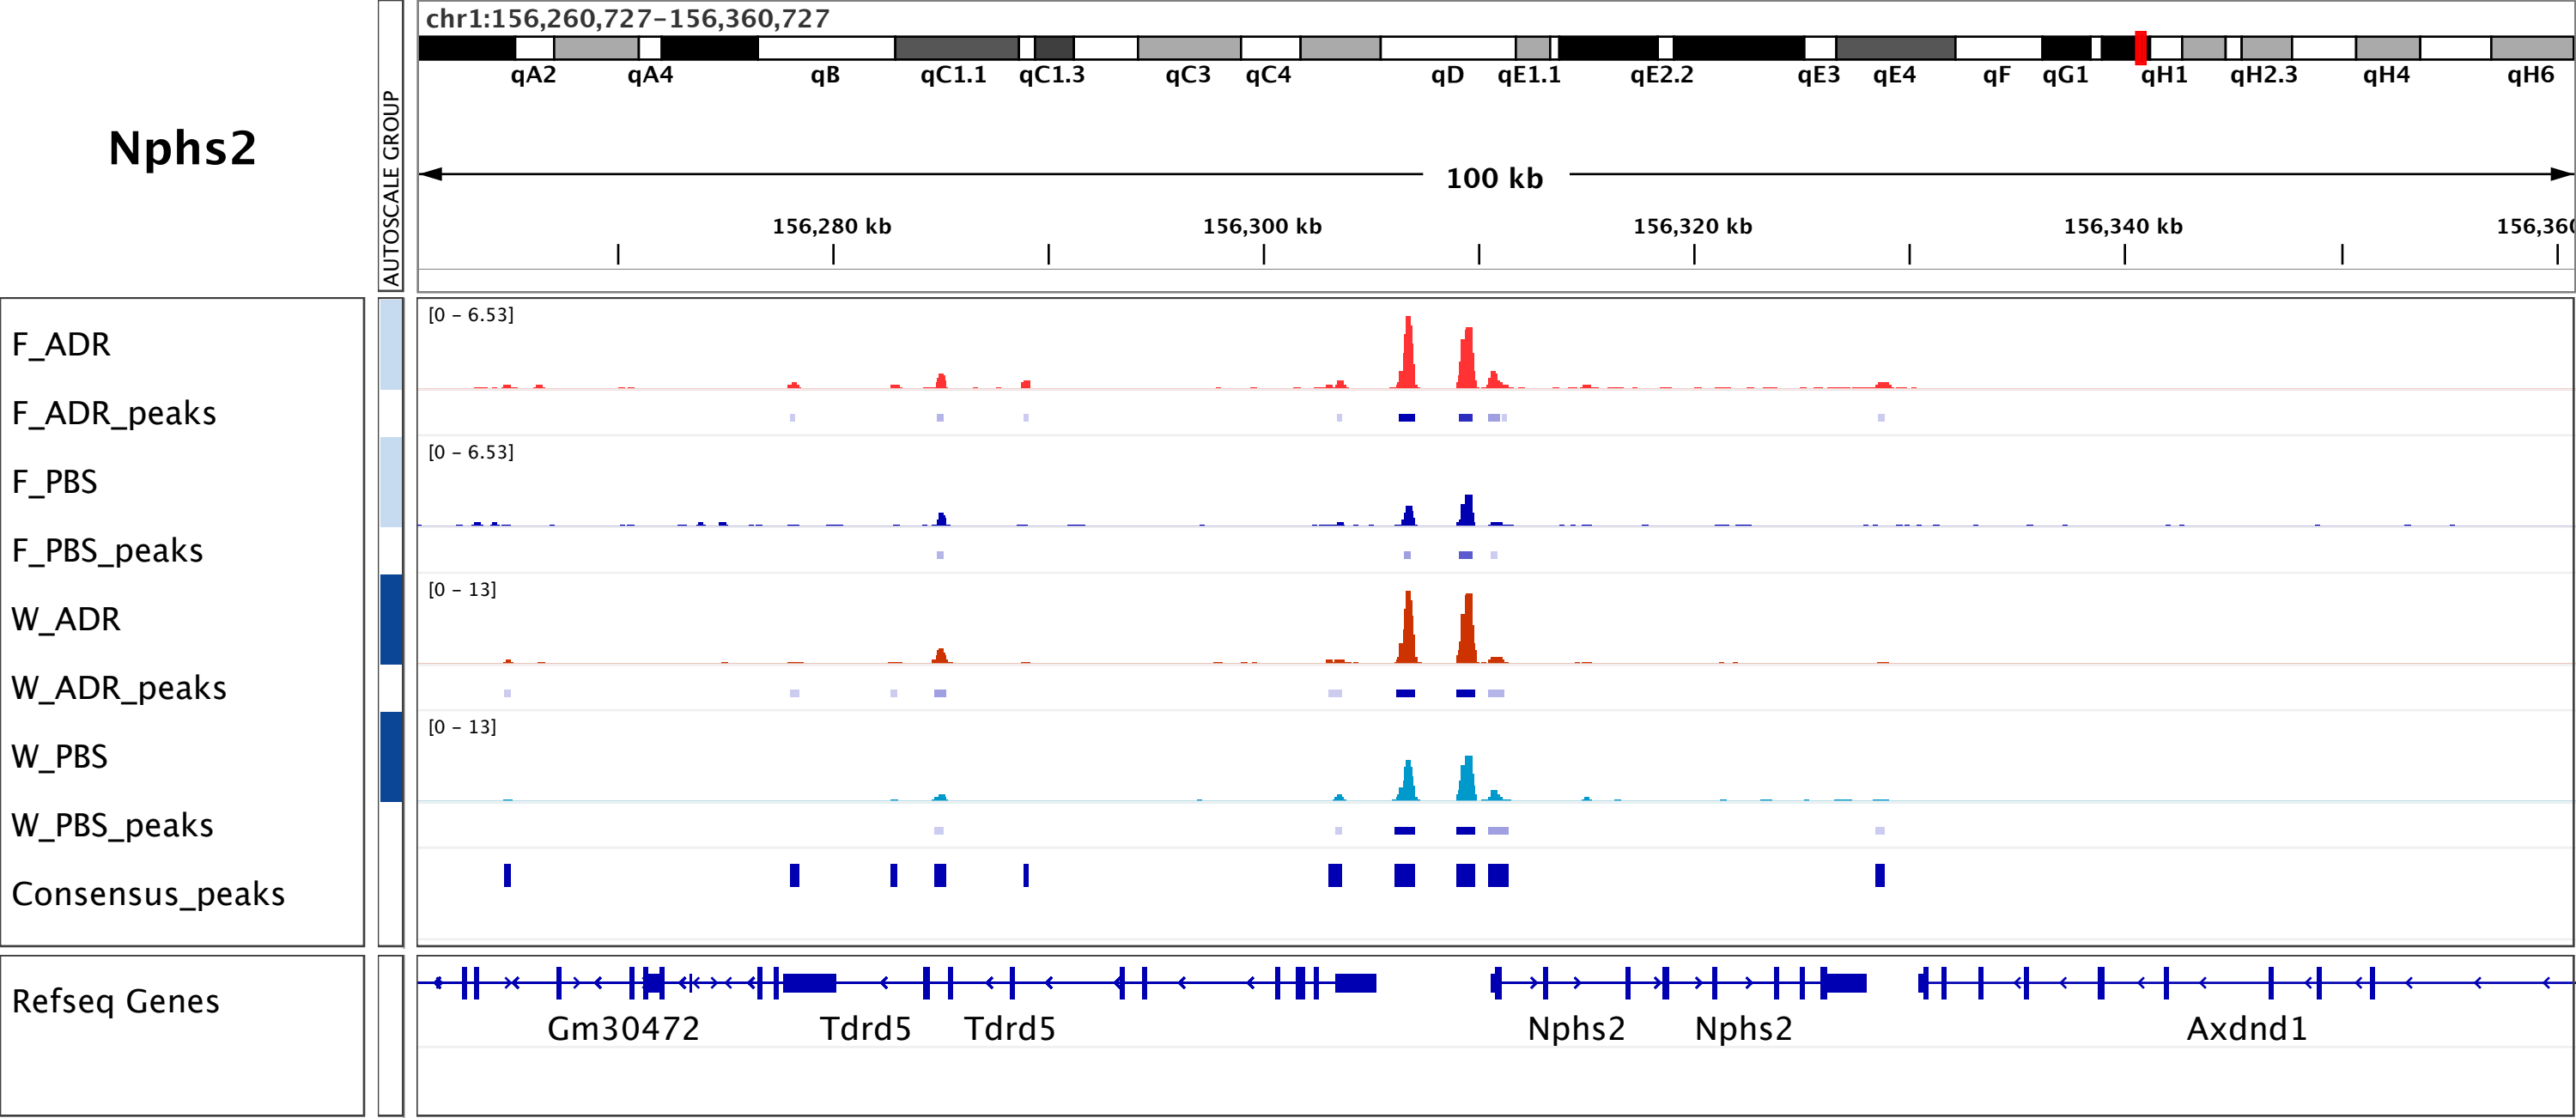

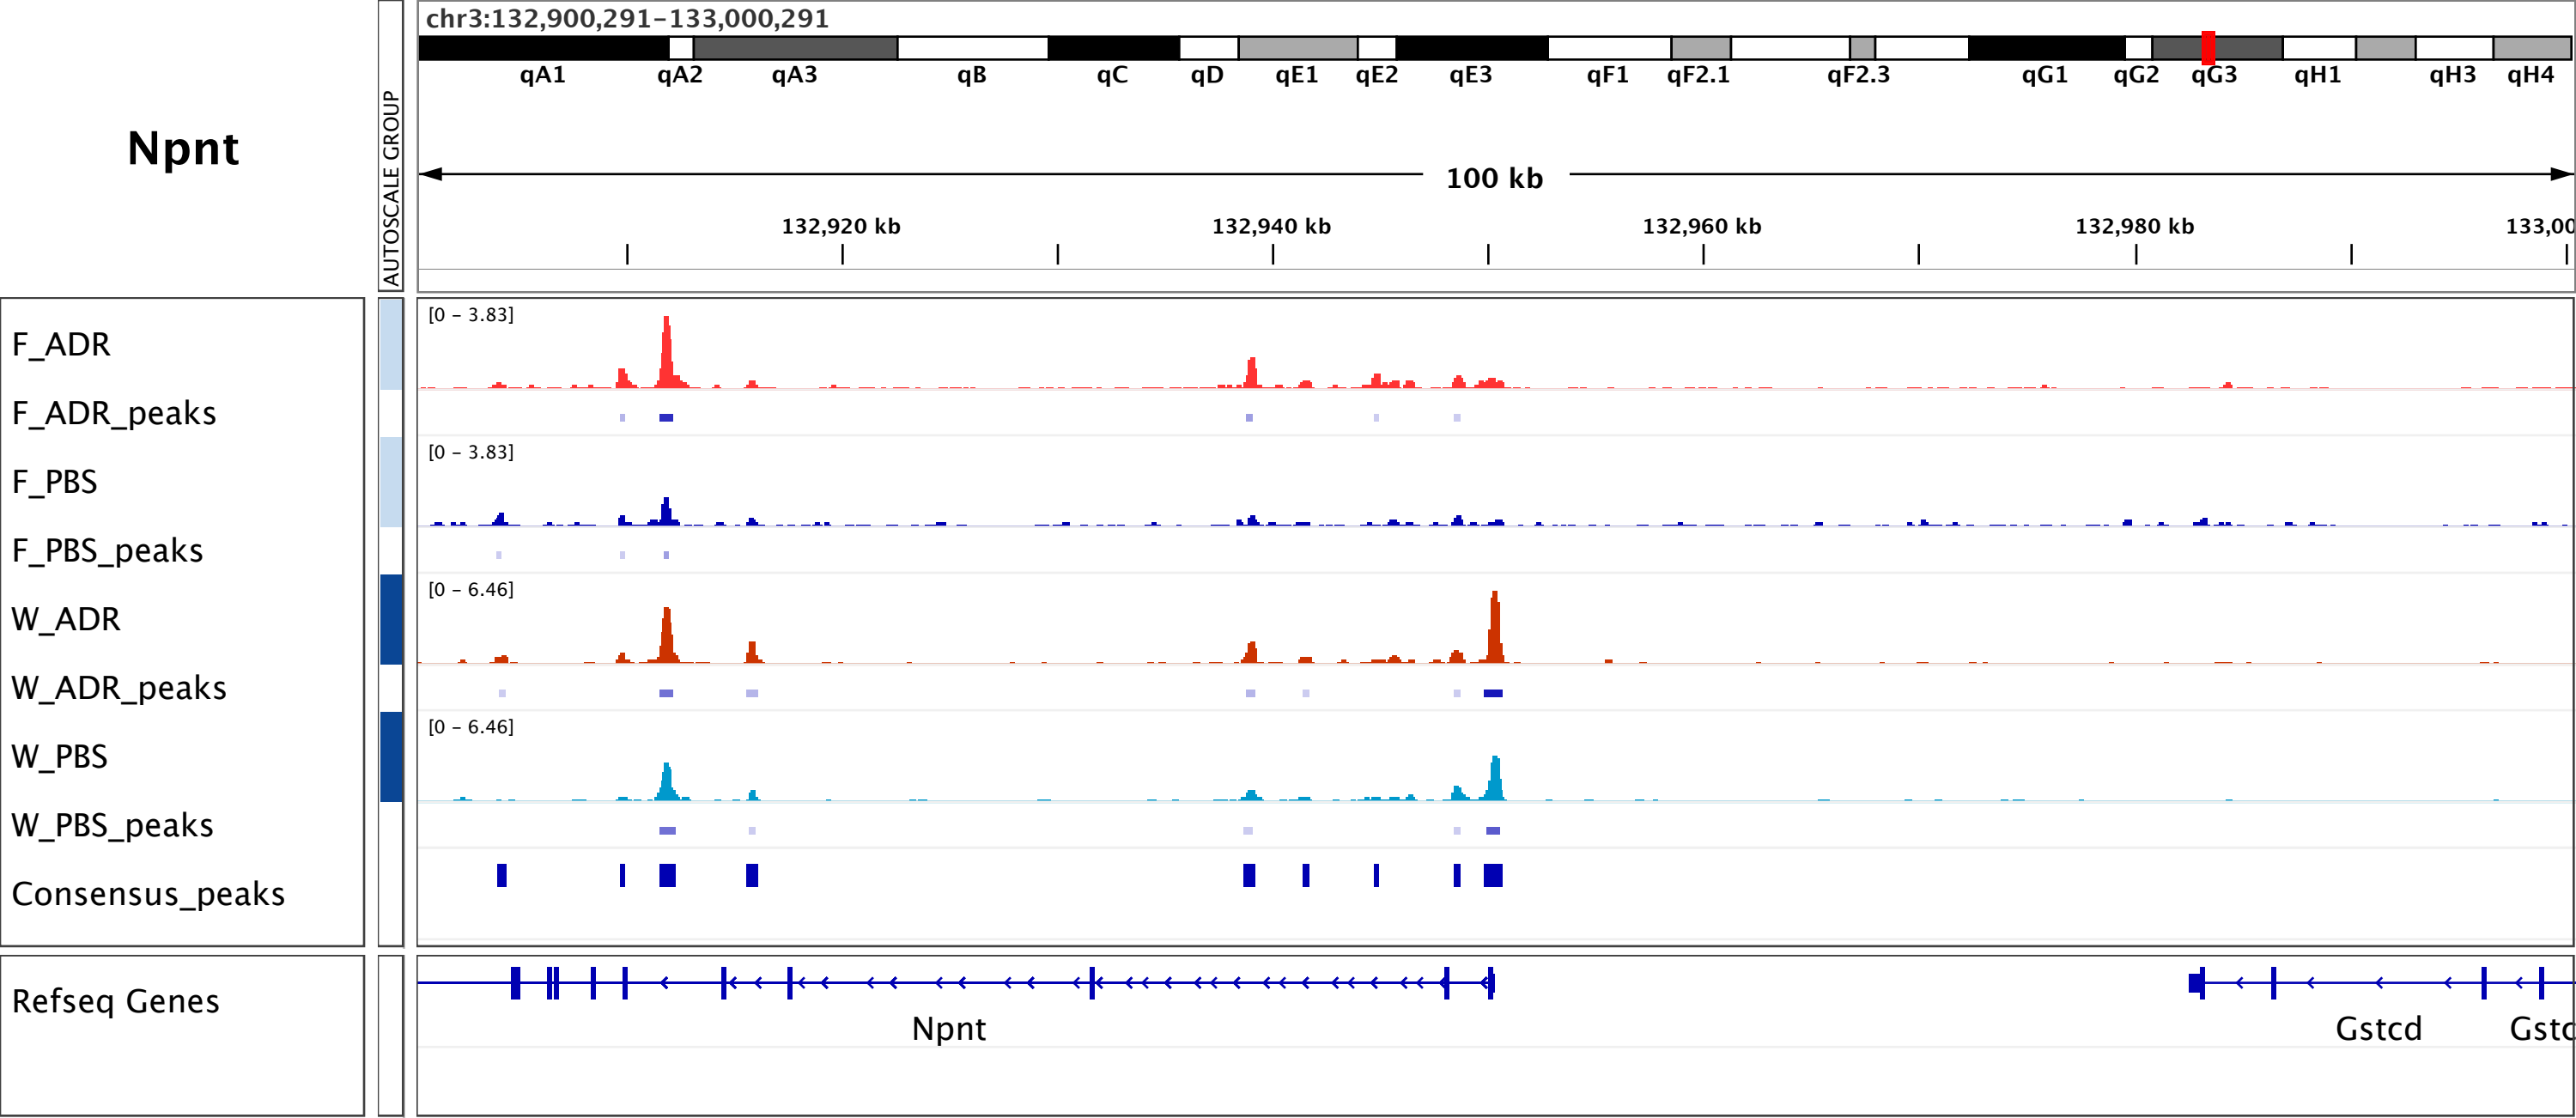

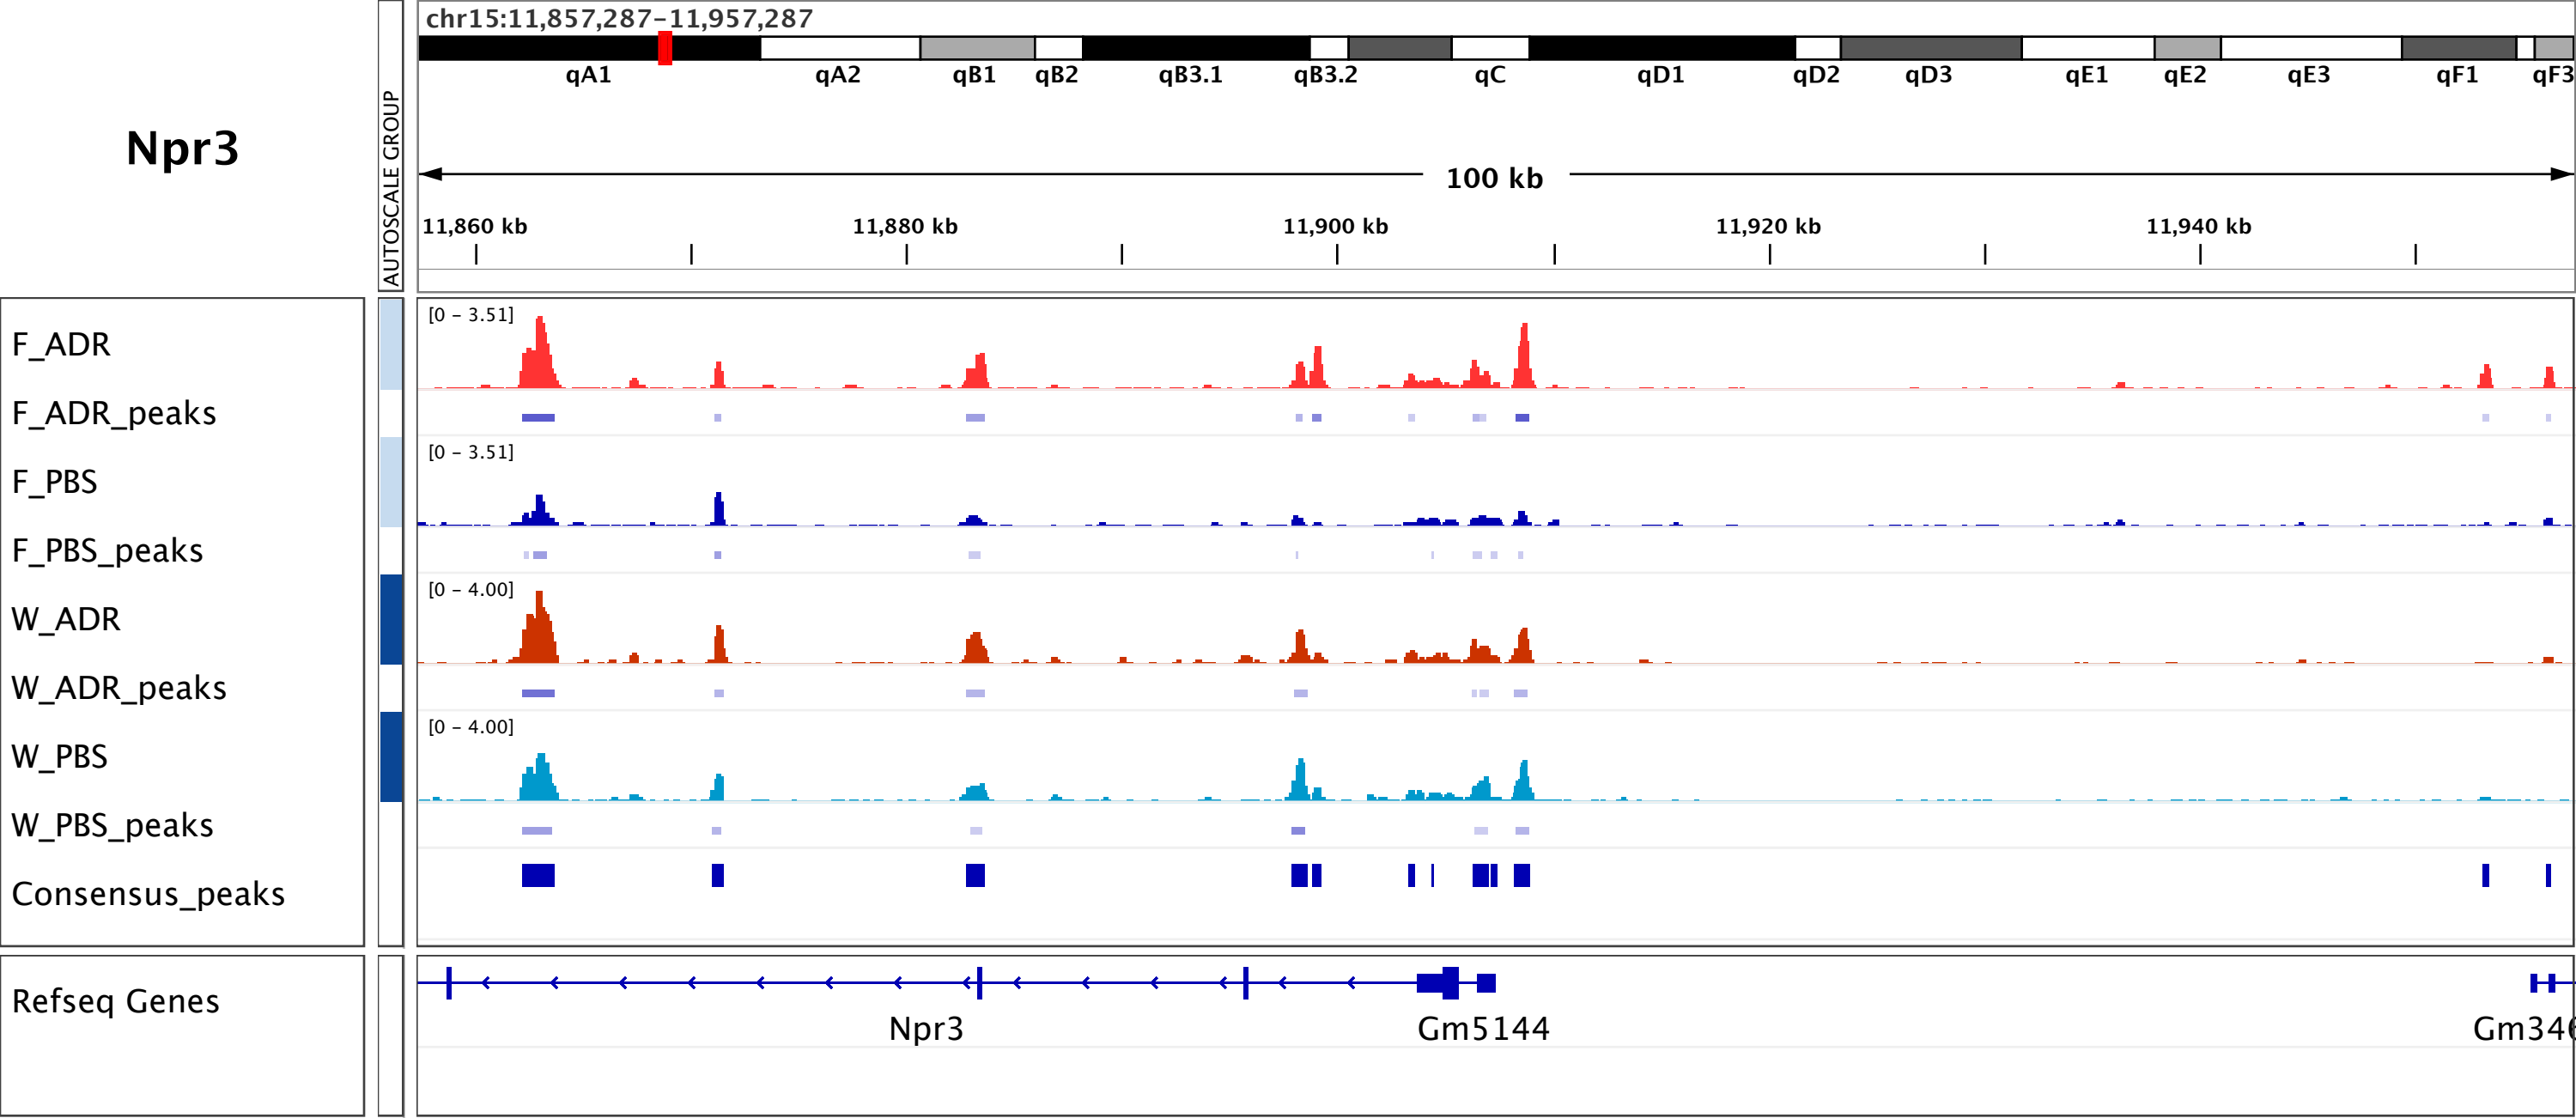

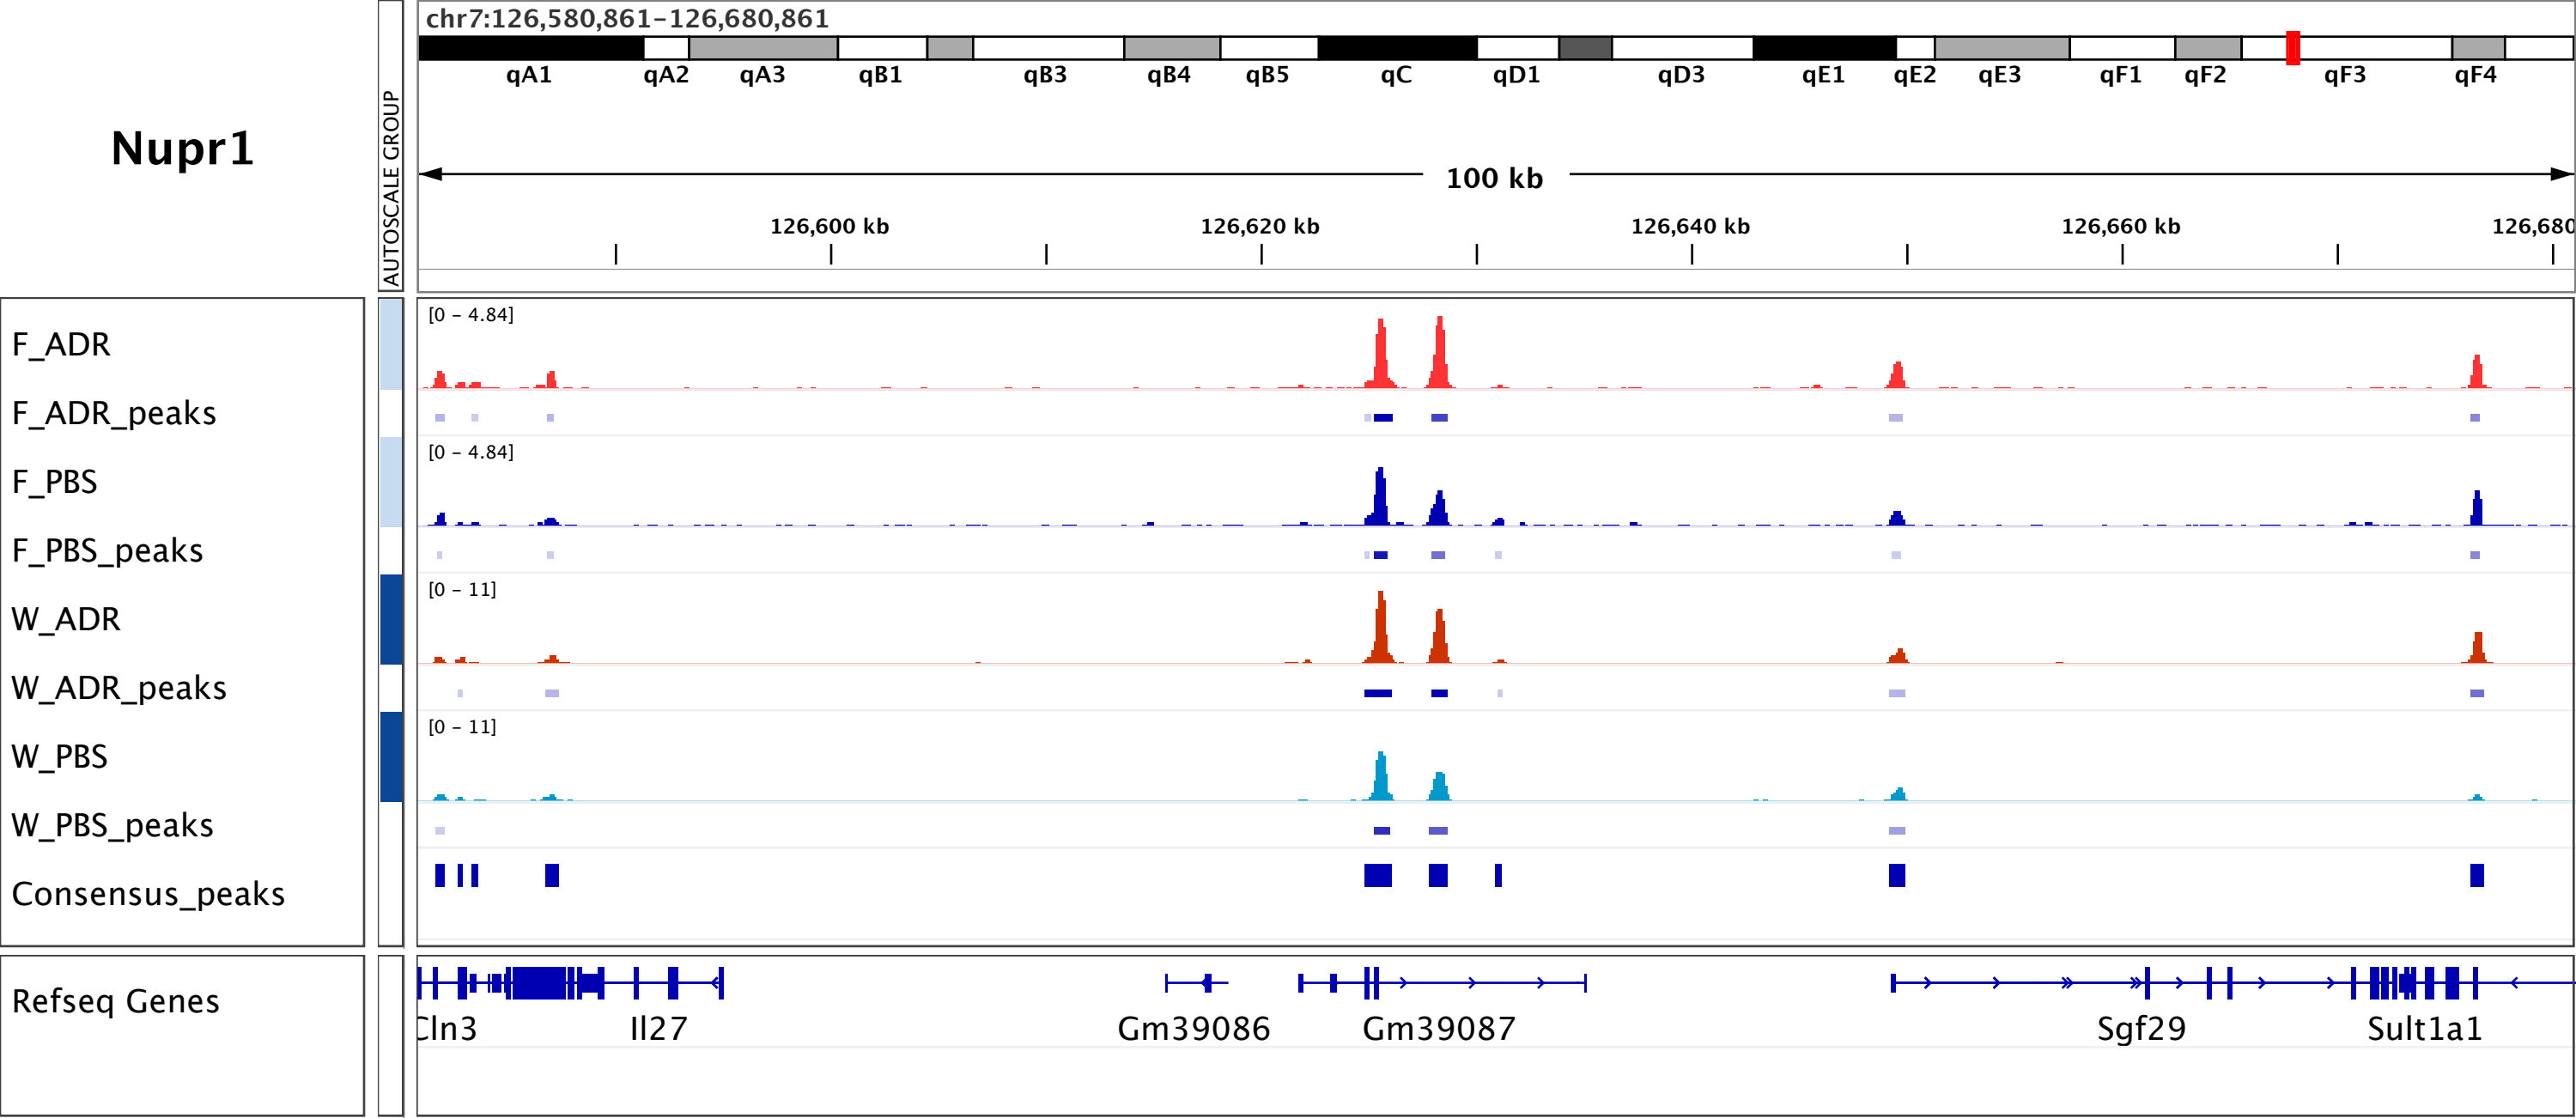

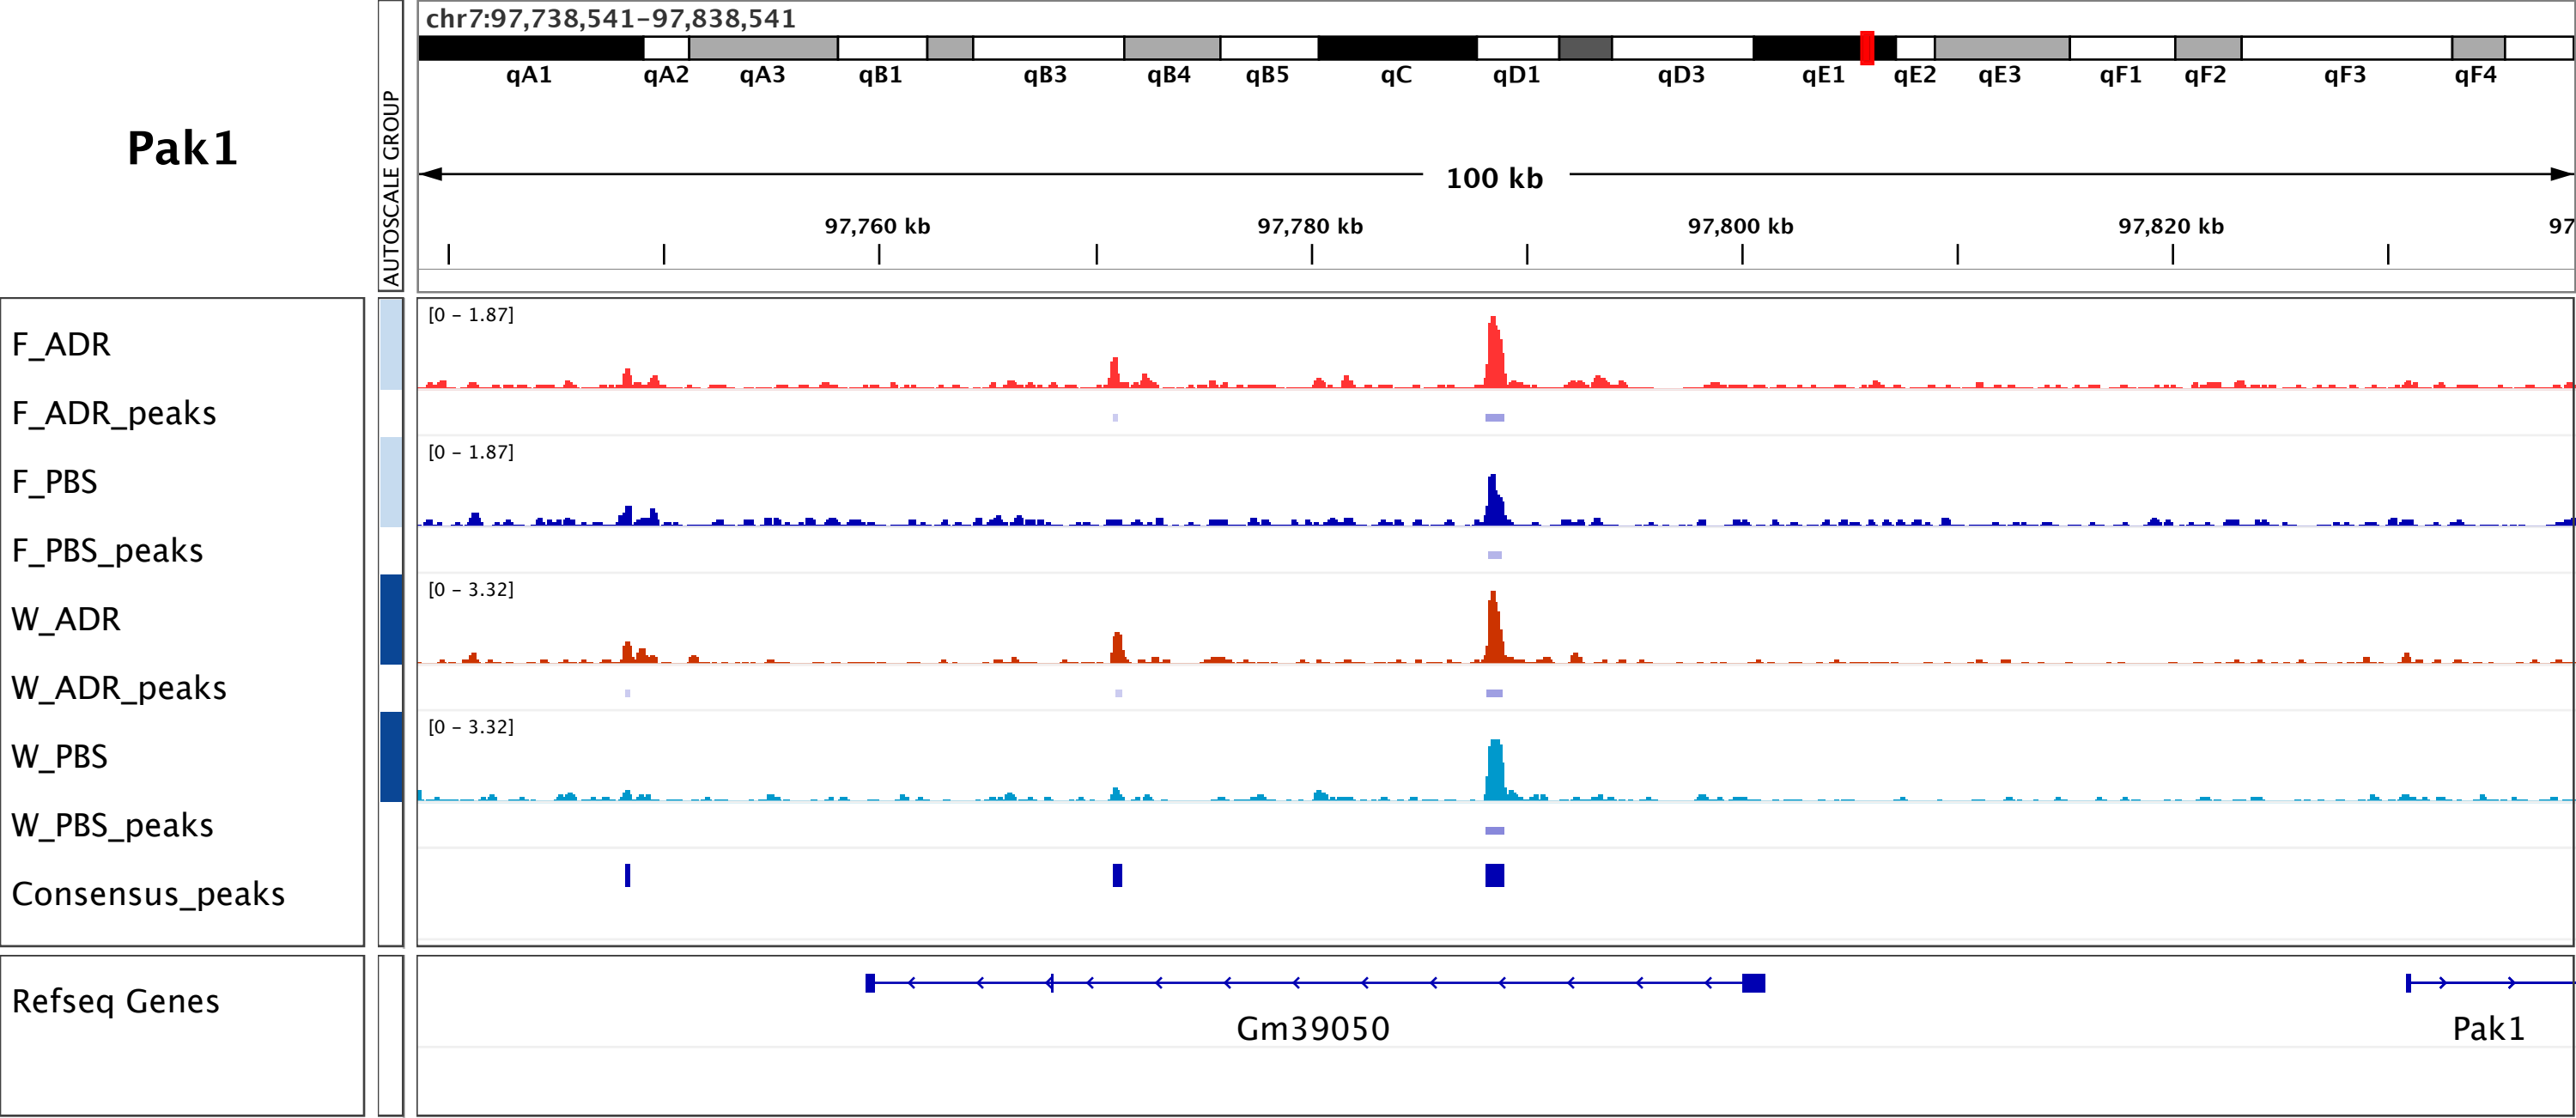

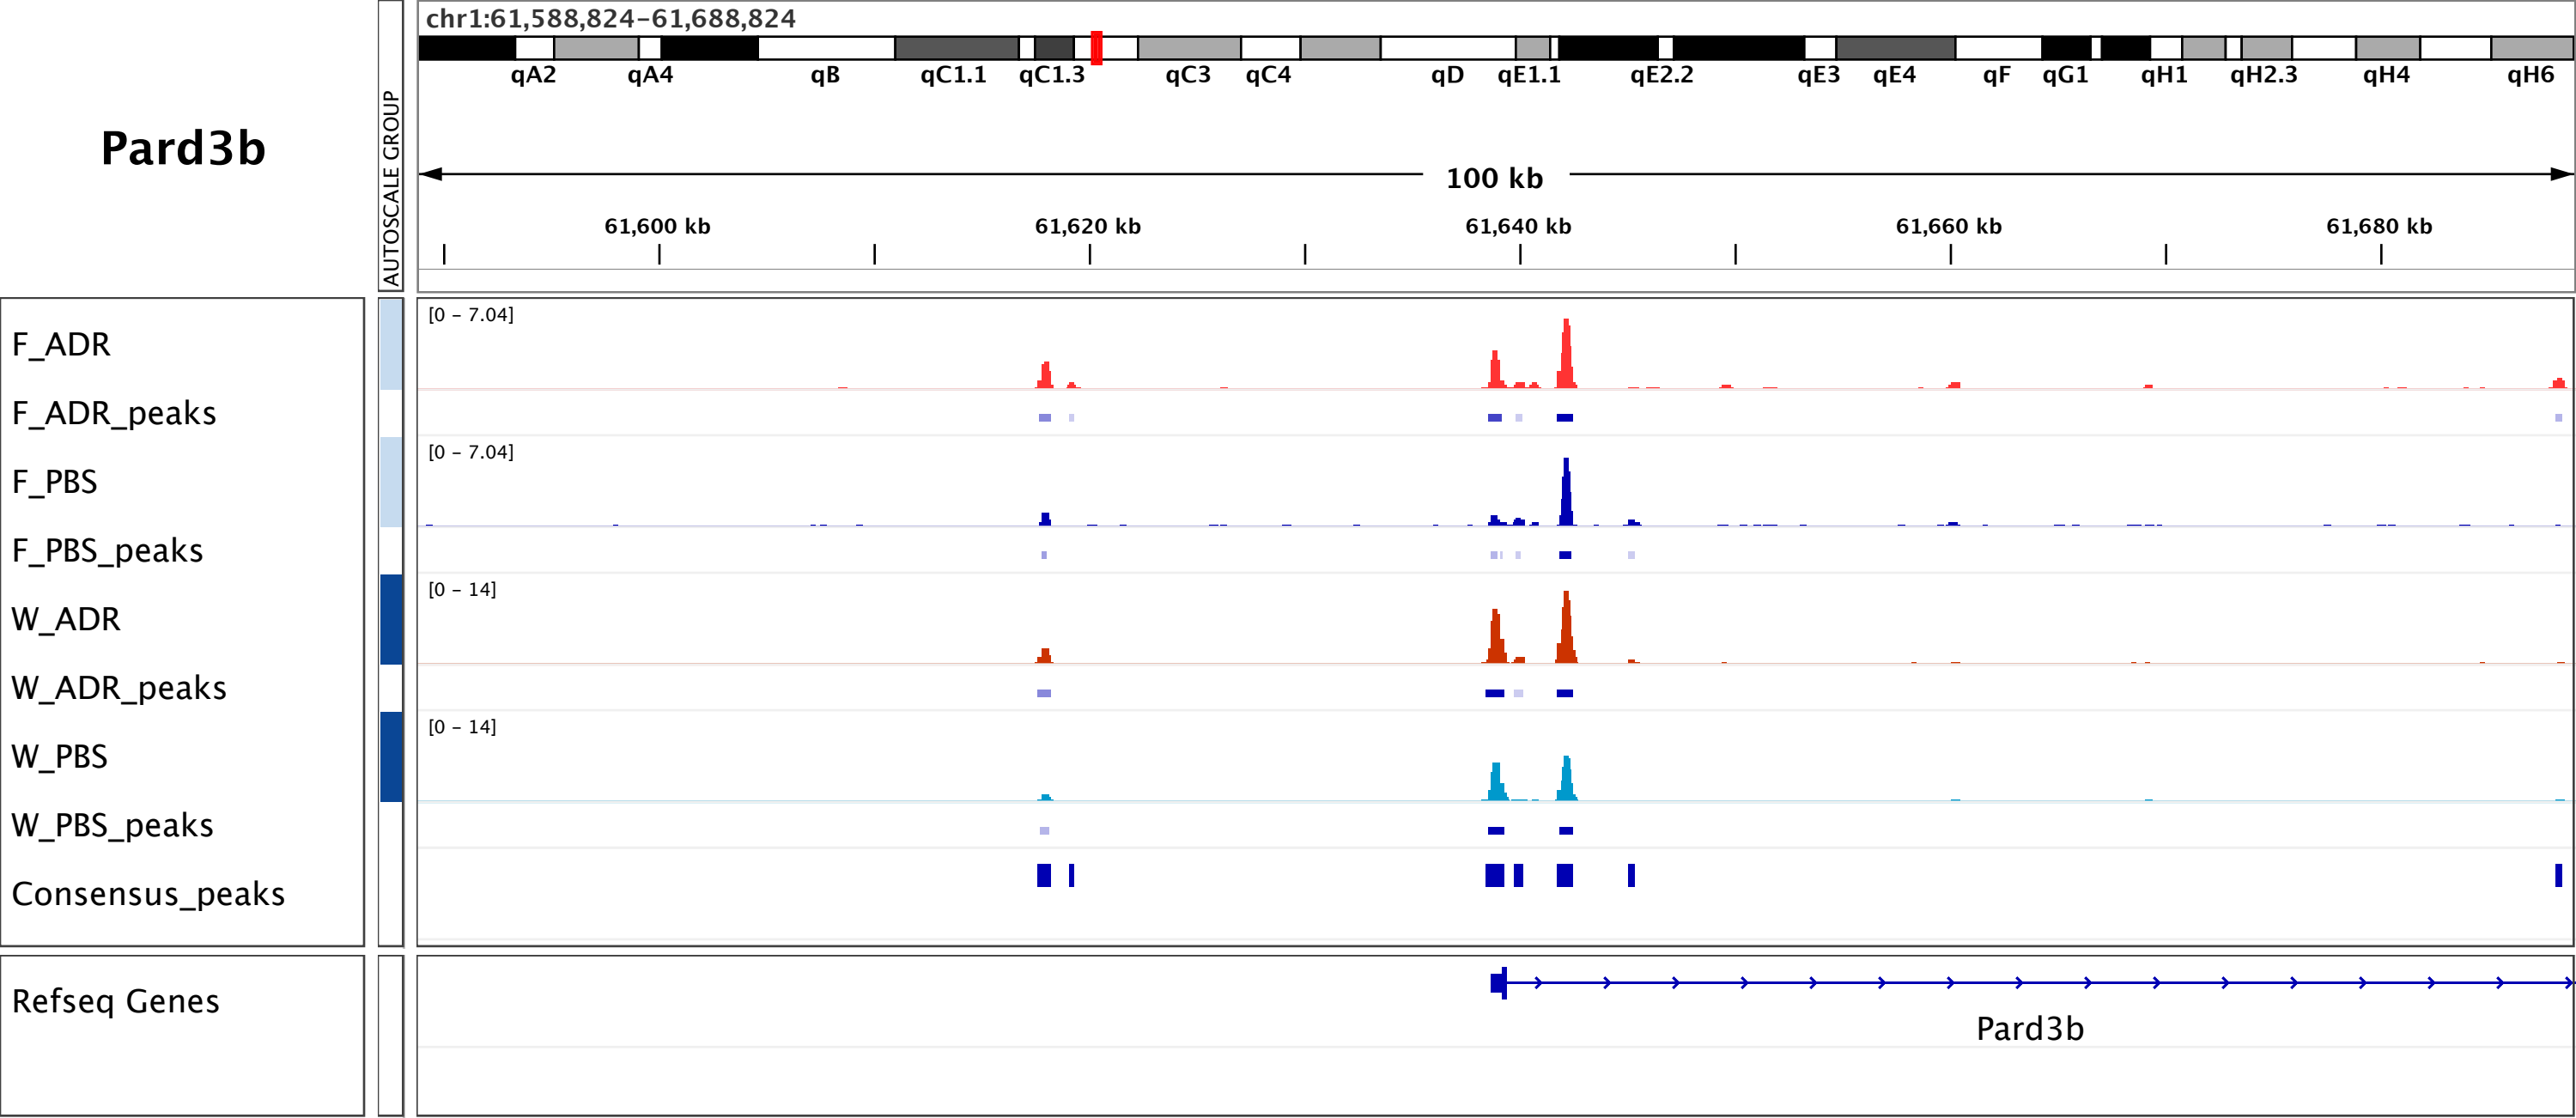

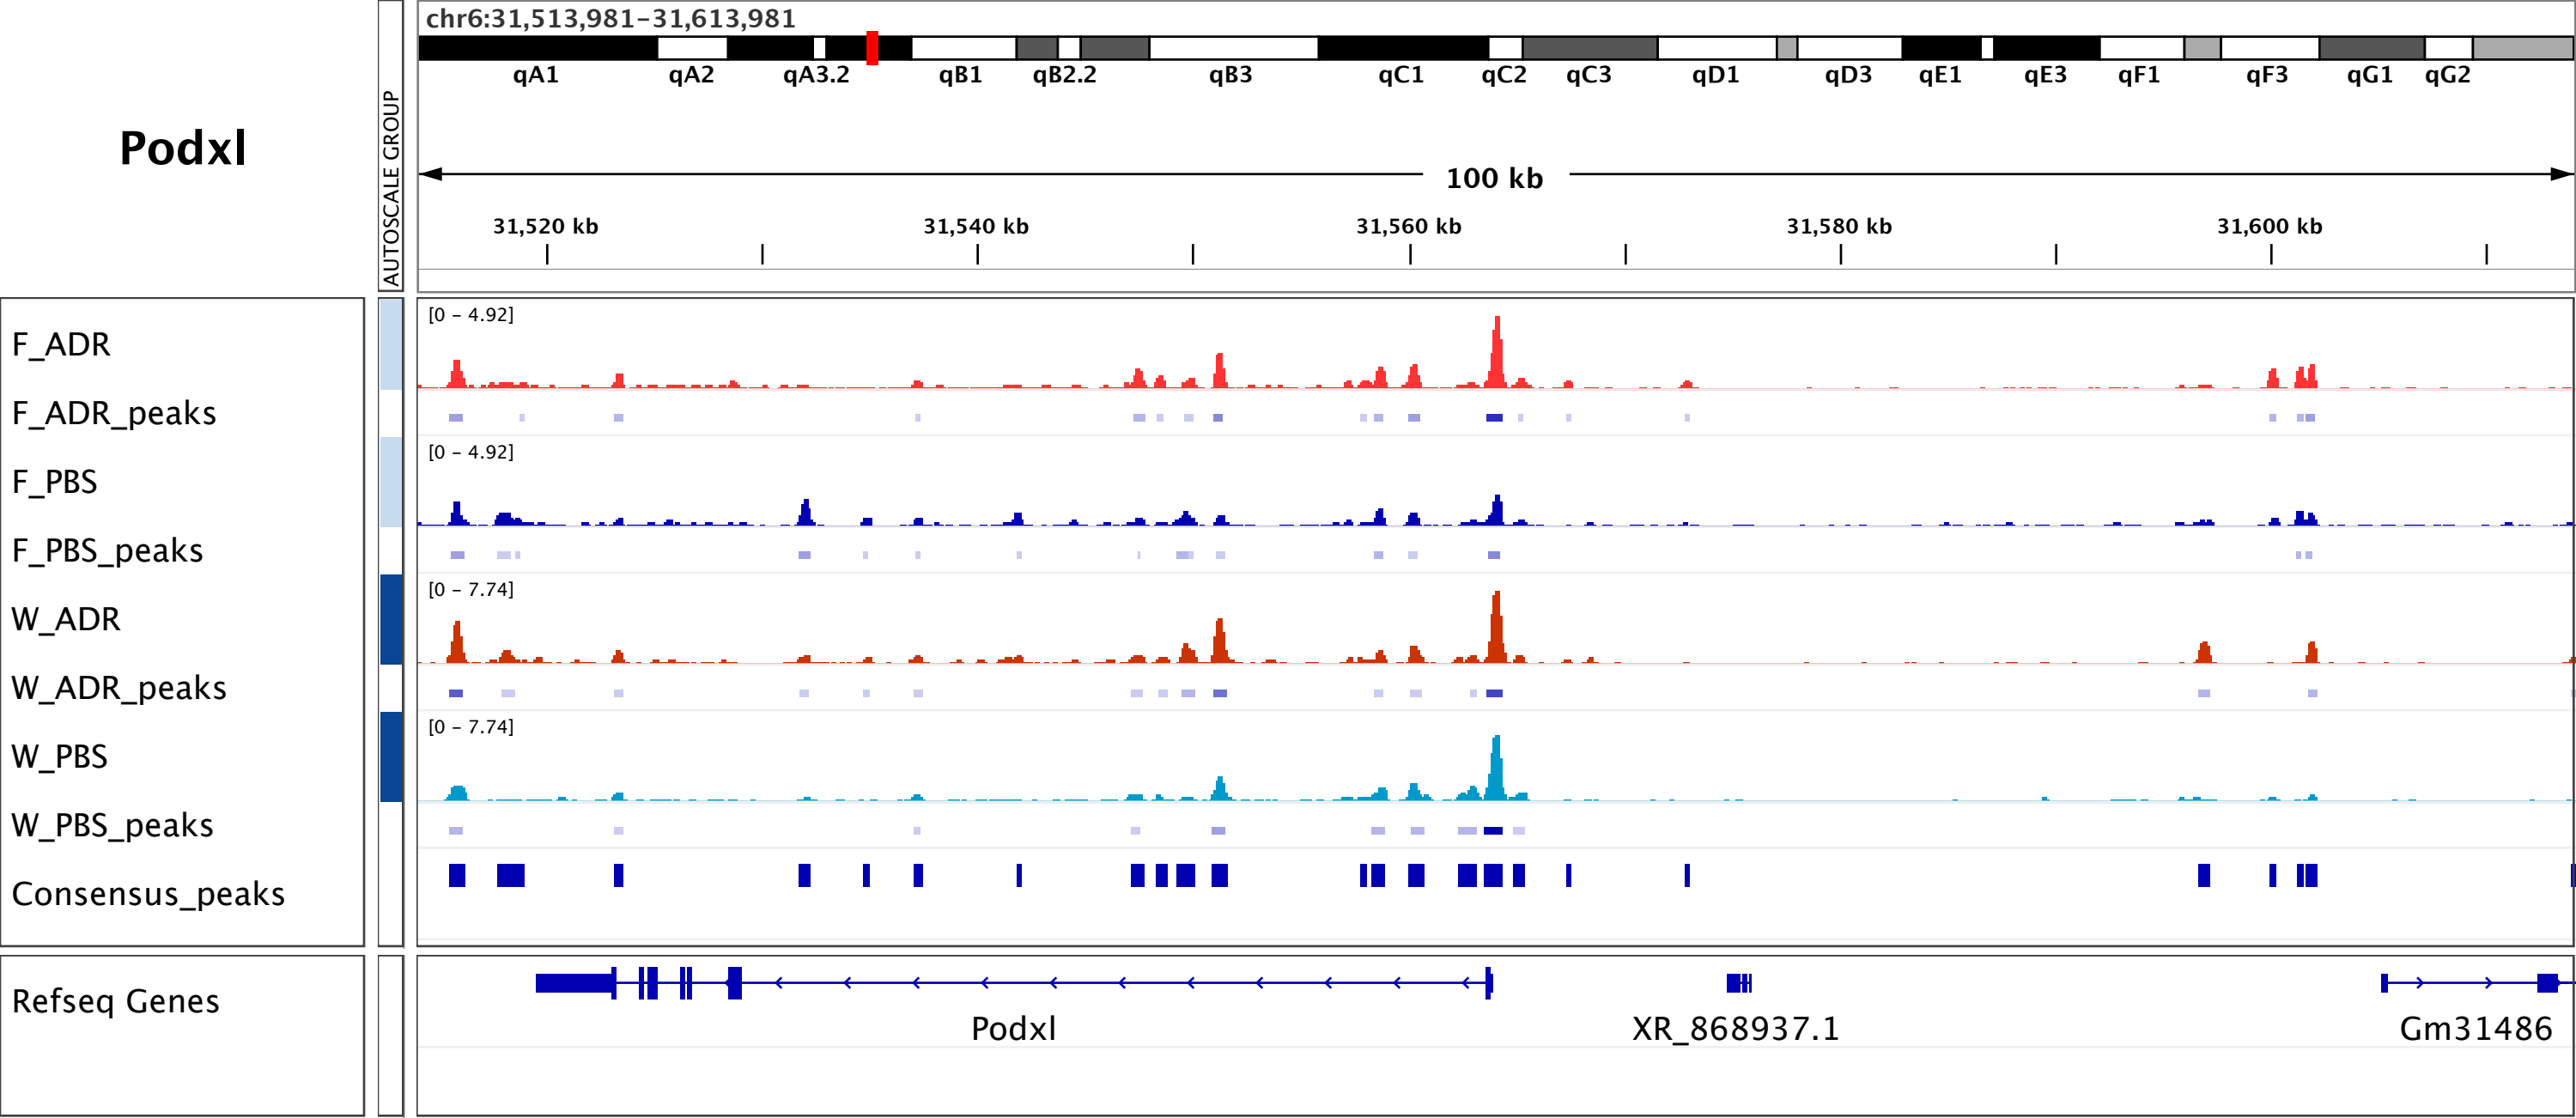

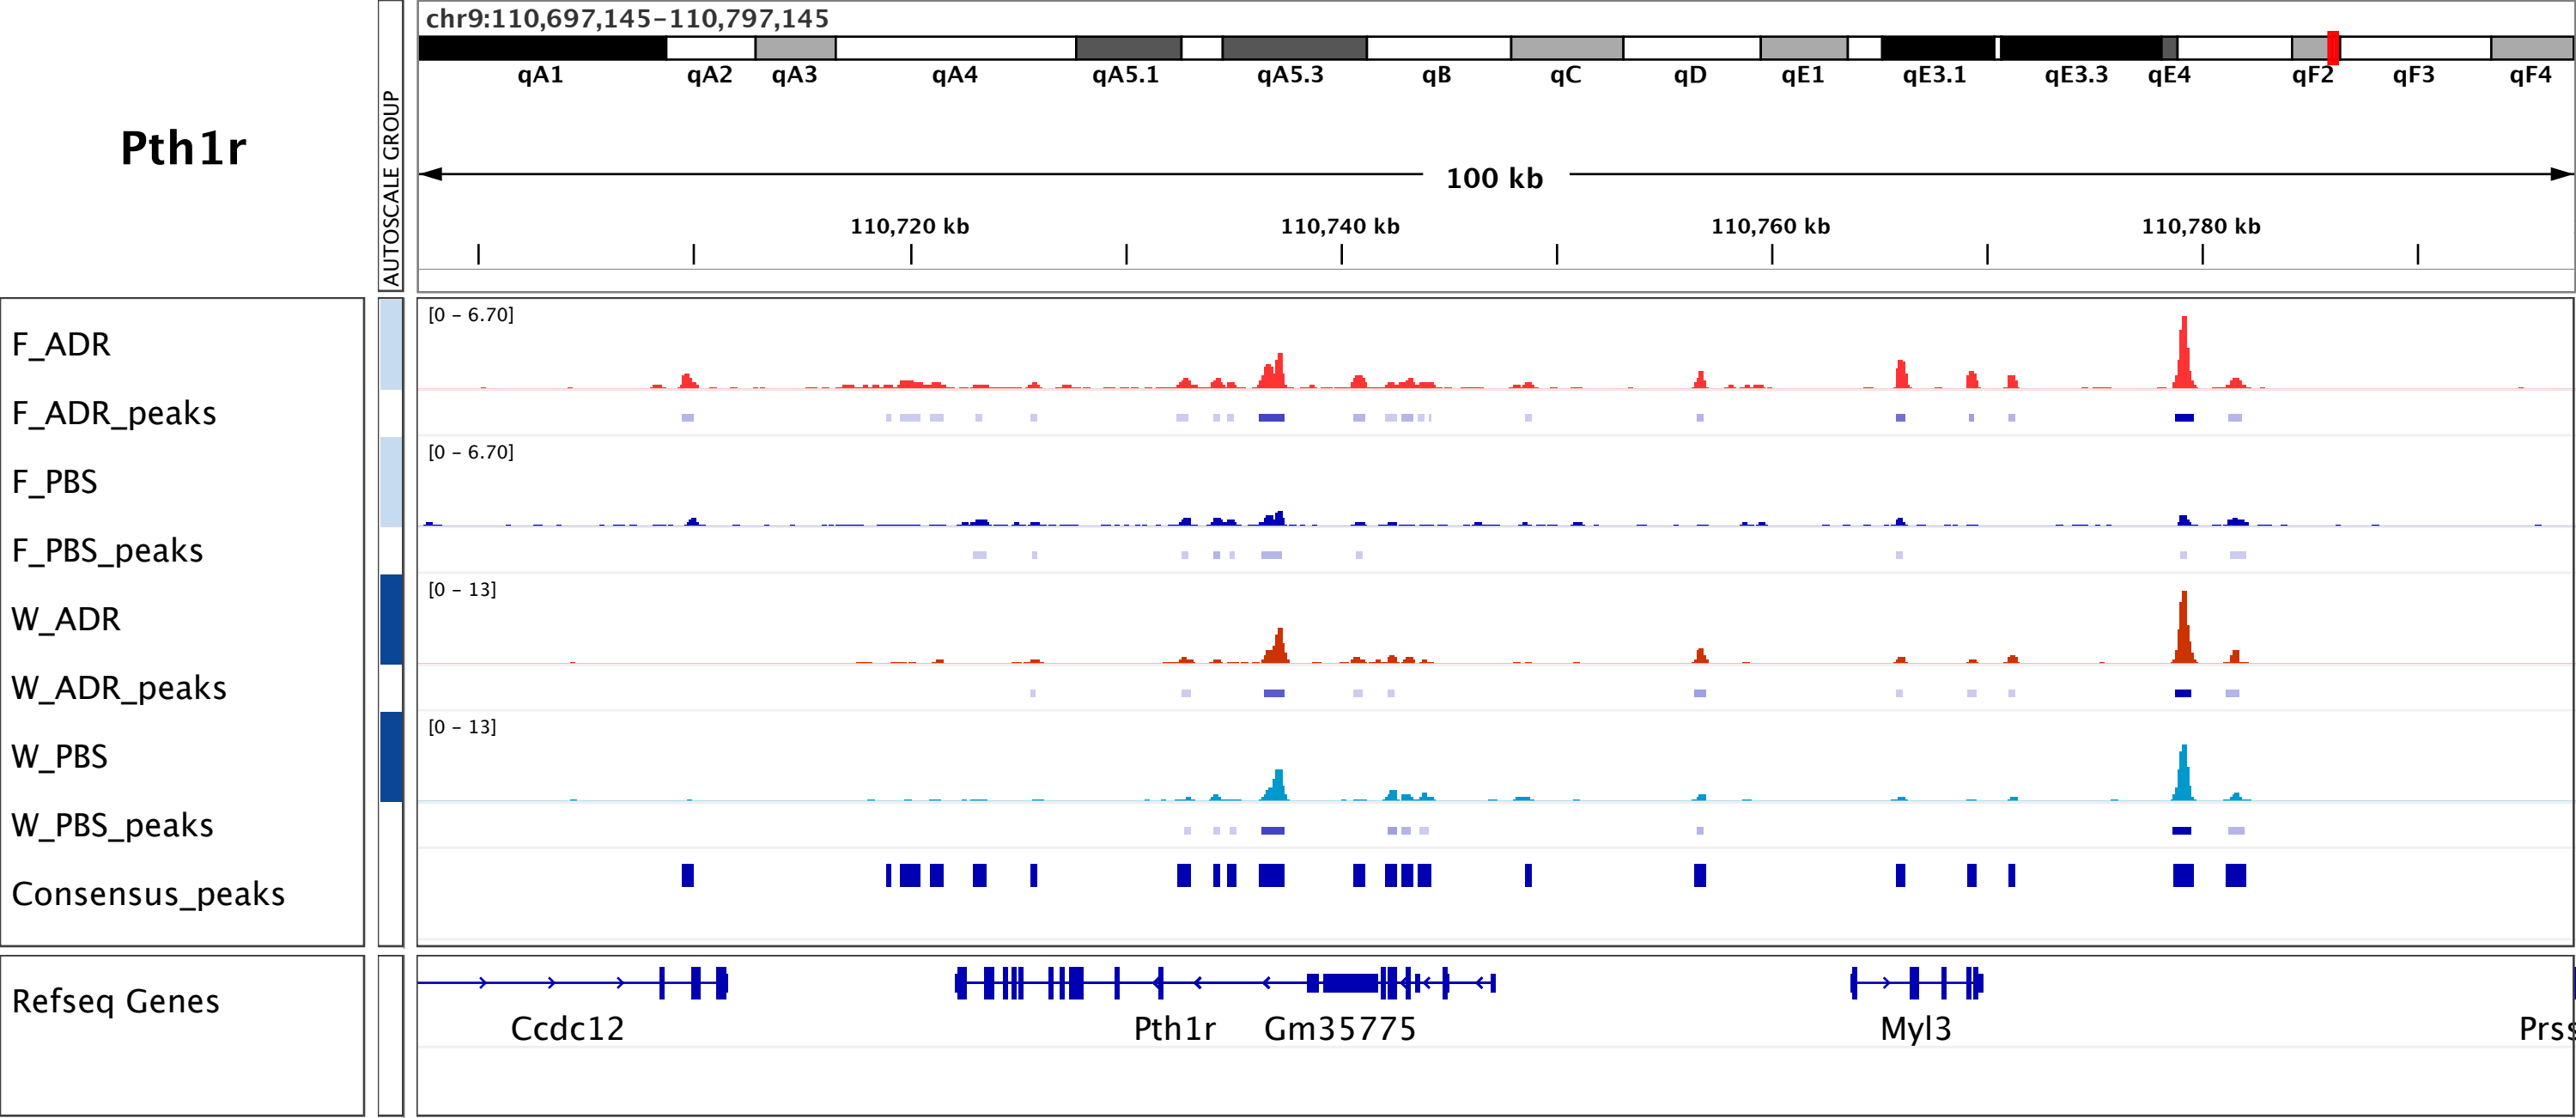

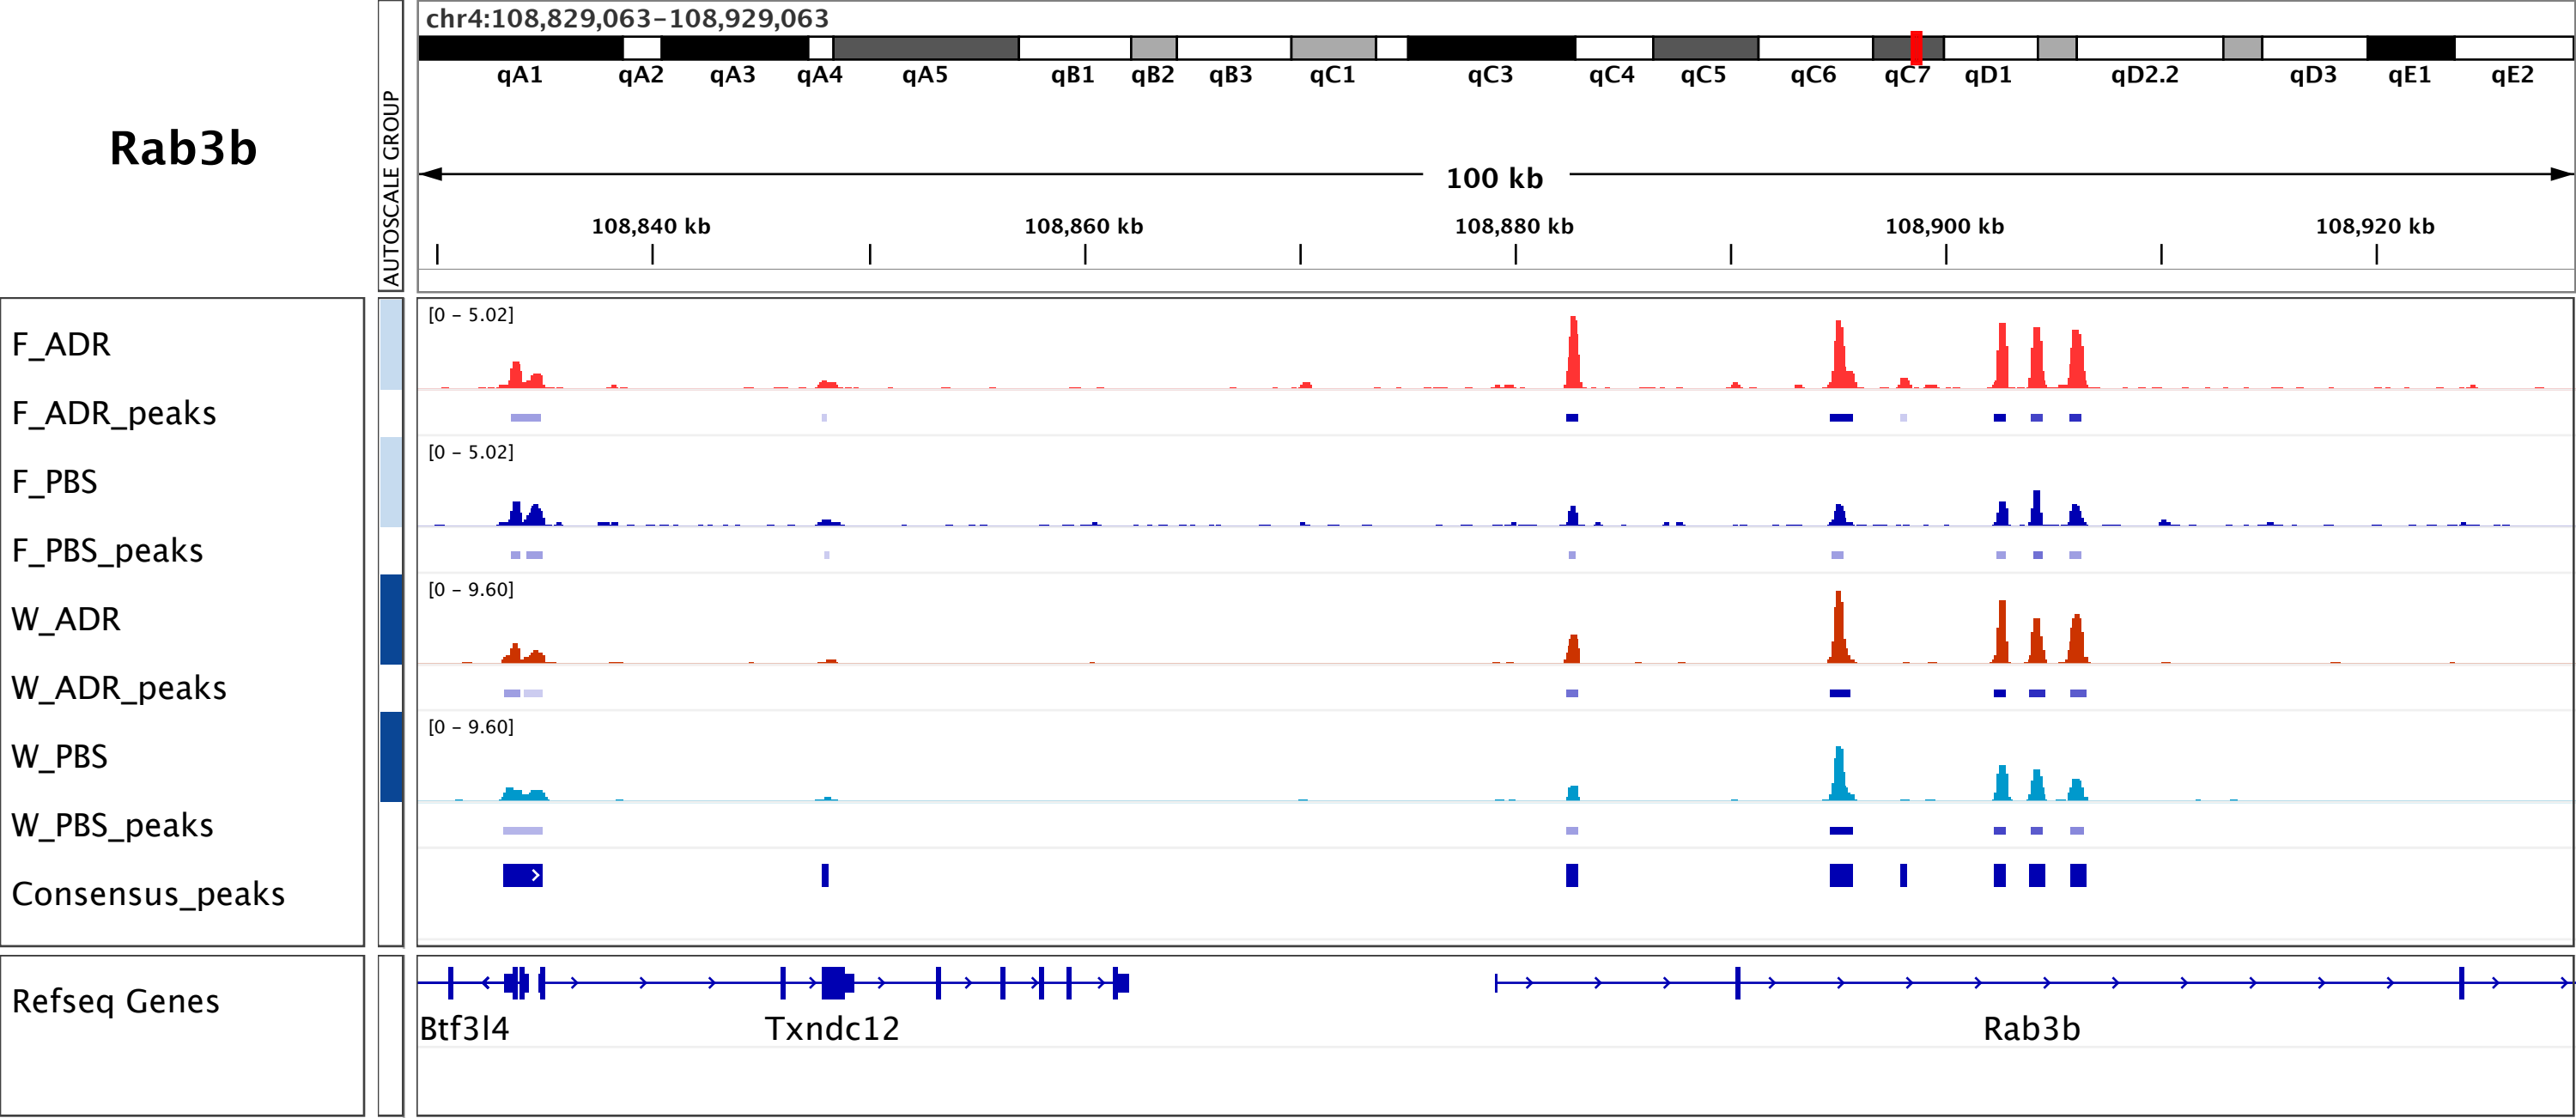

Rasl11a

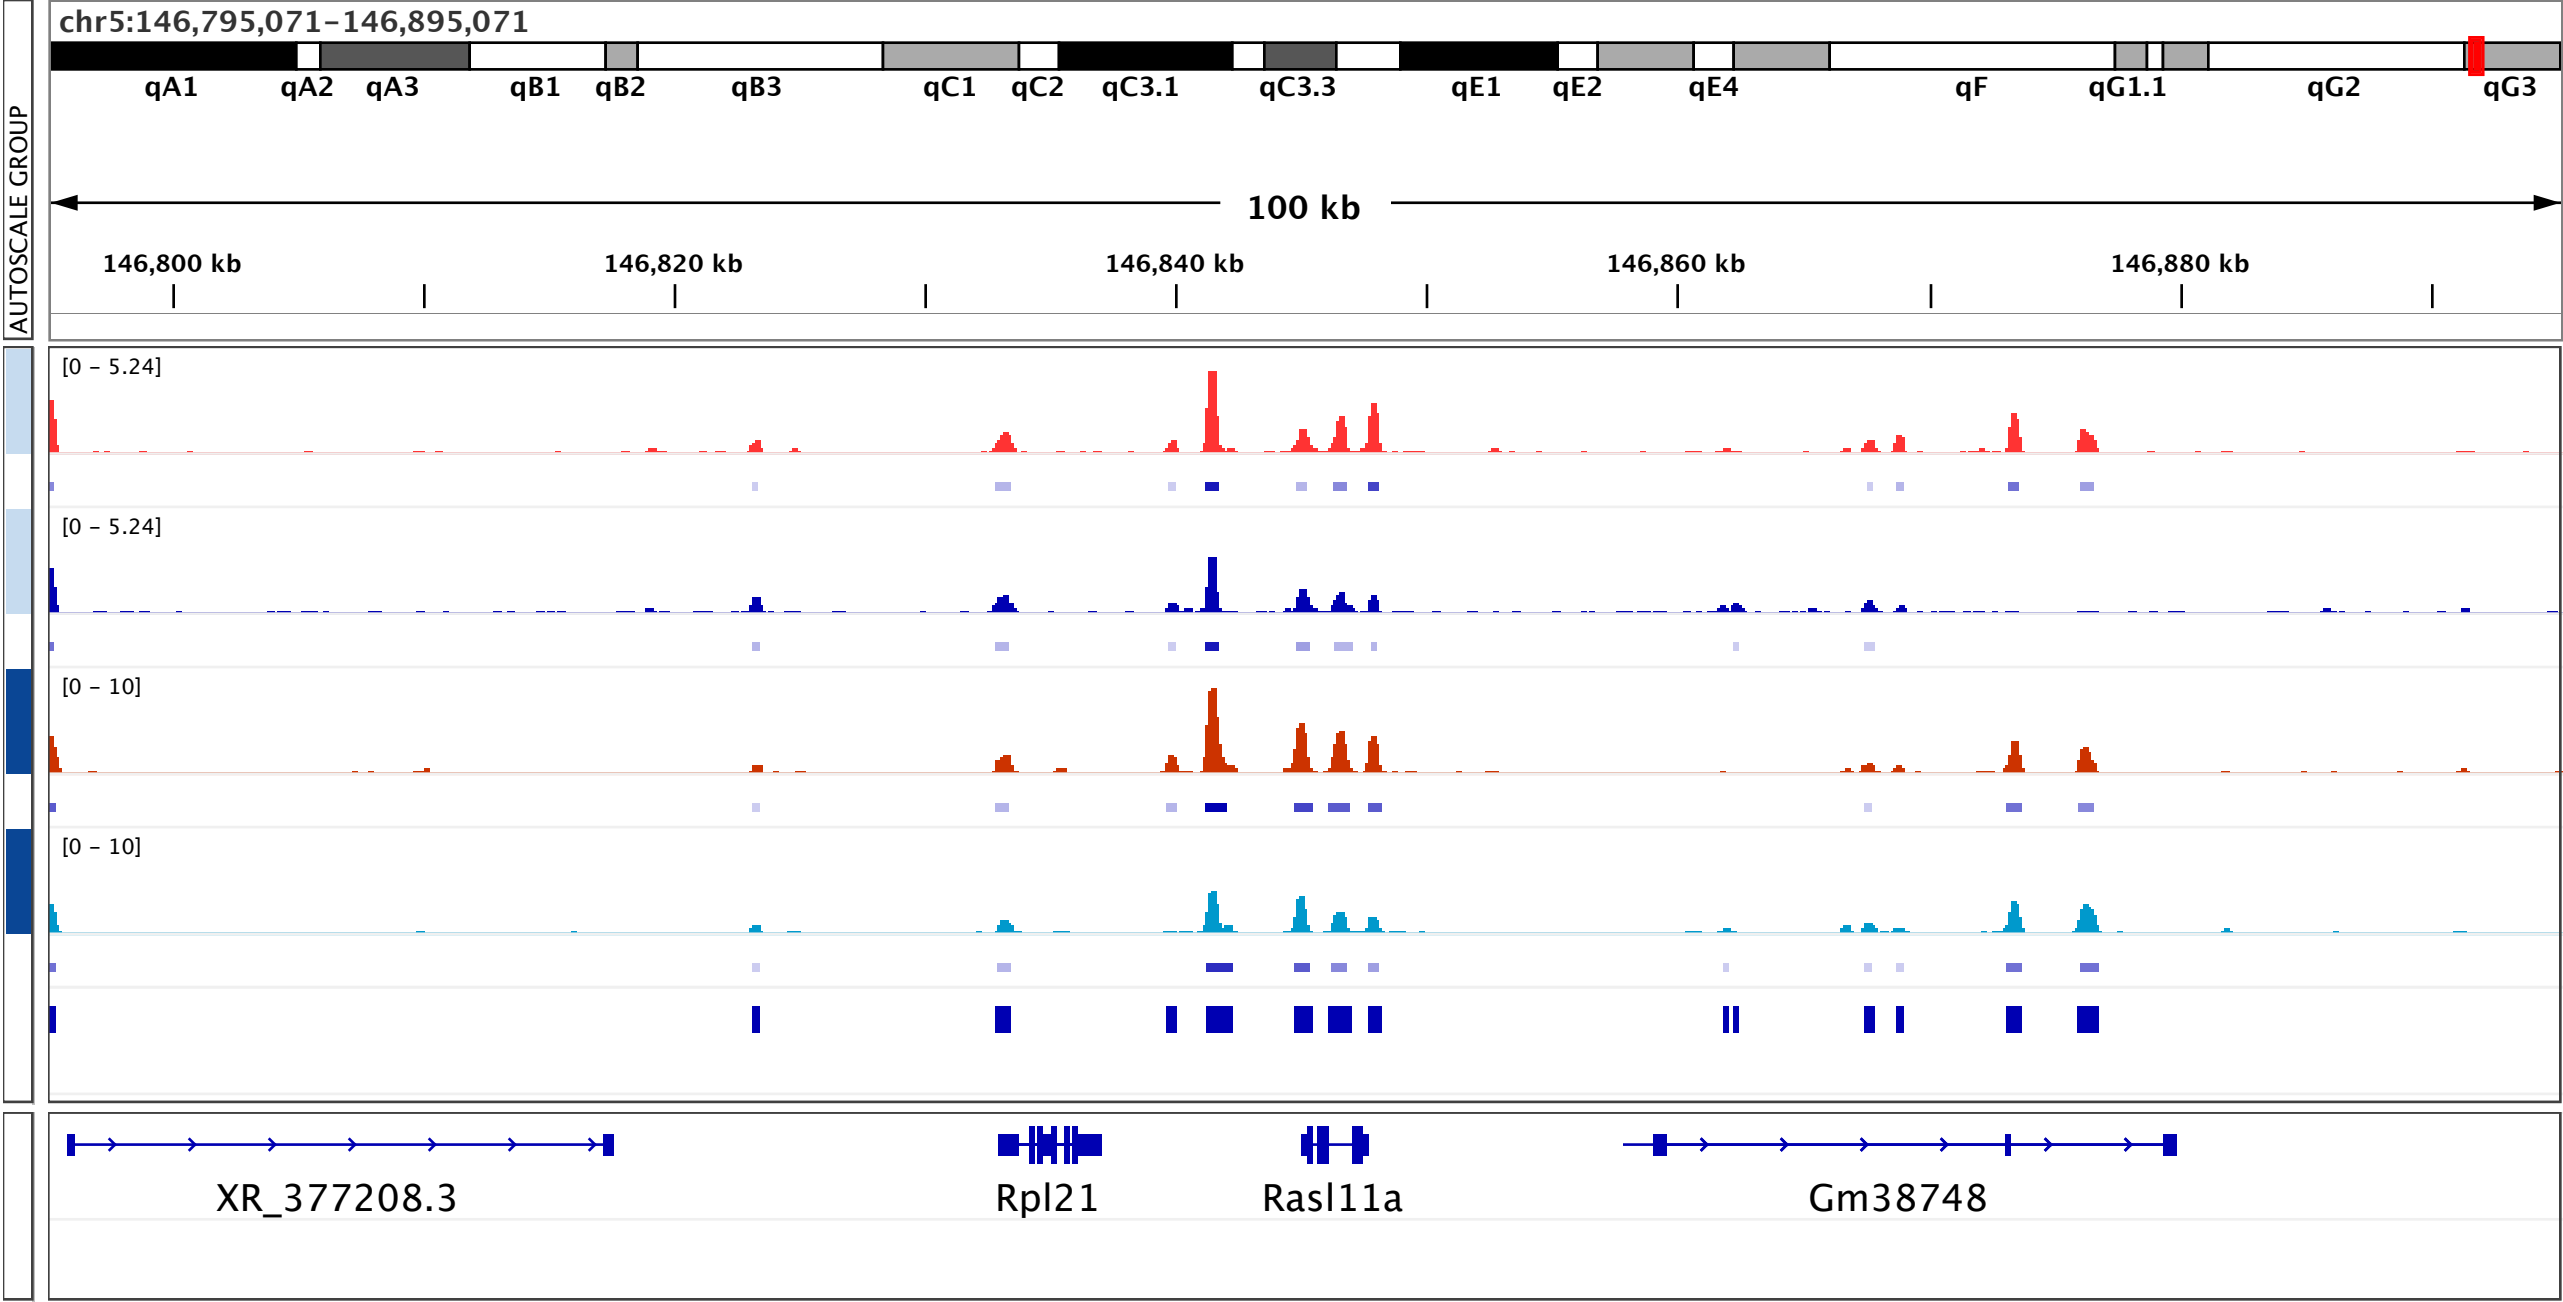

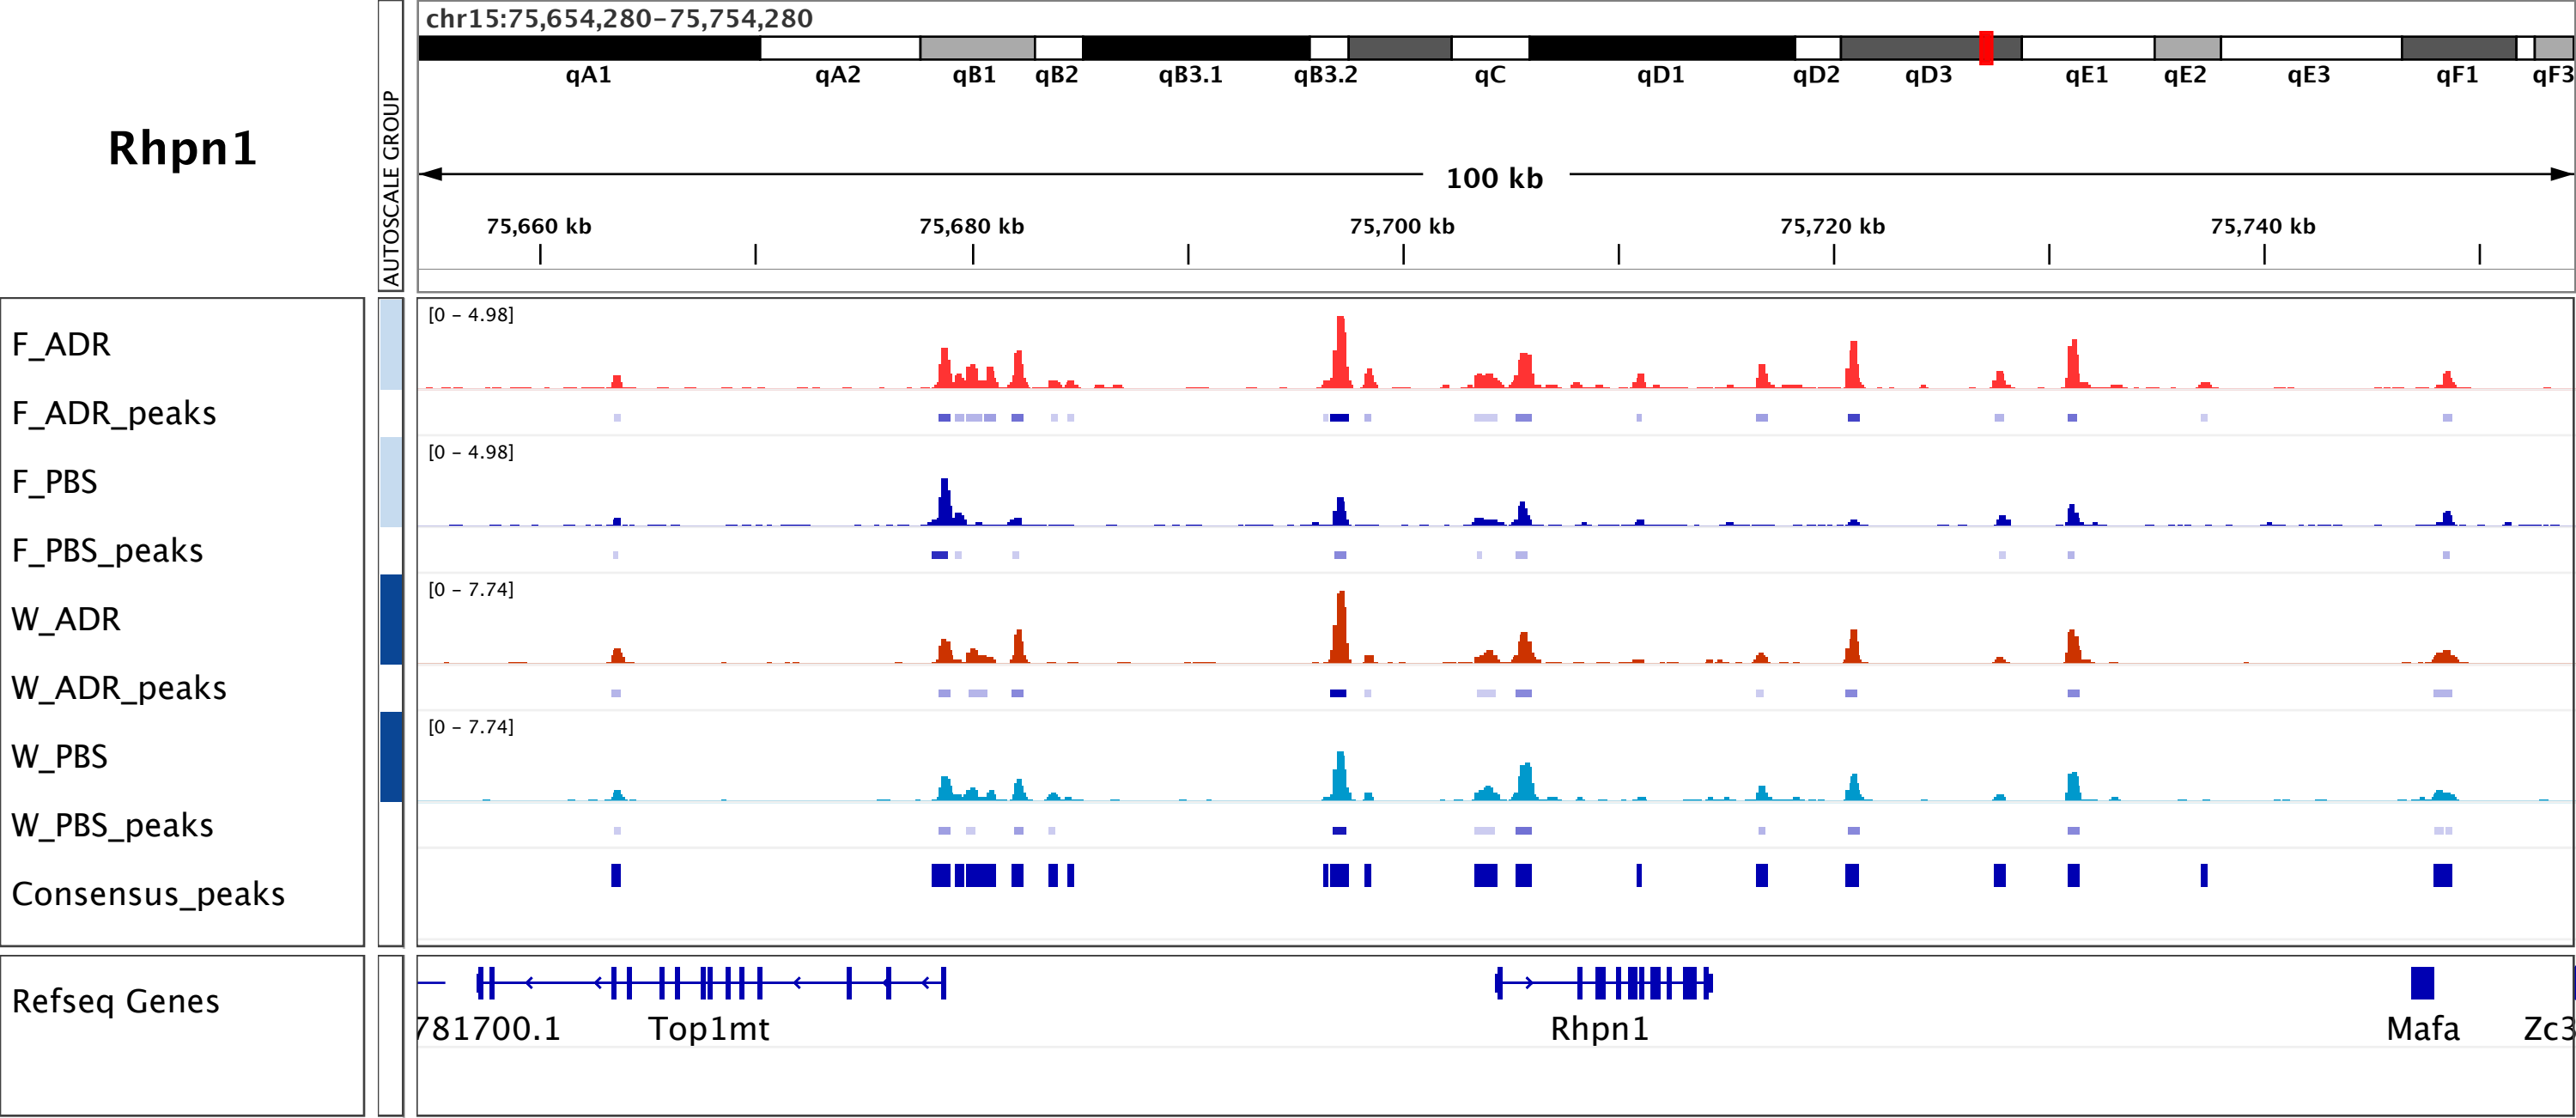

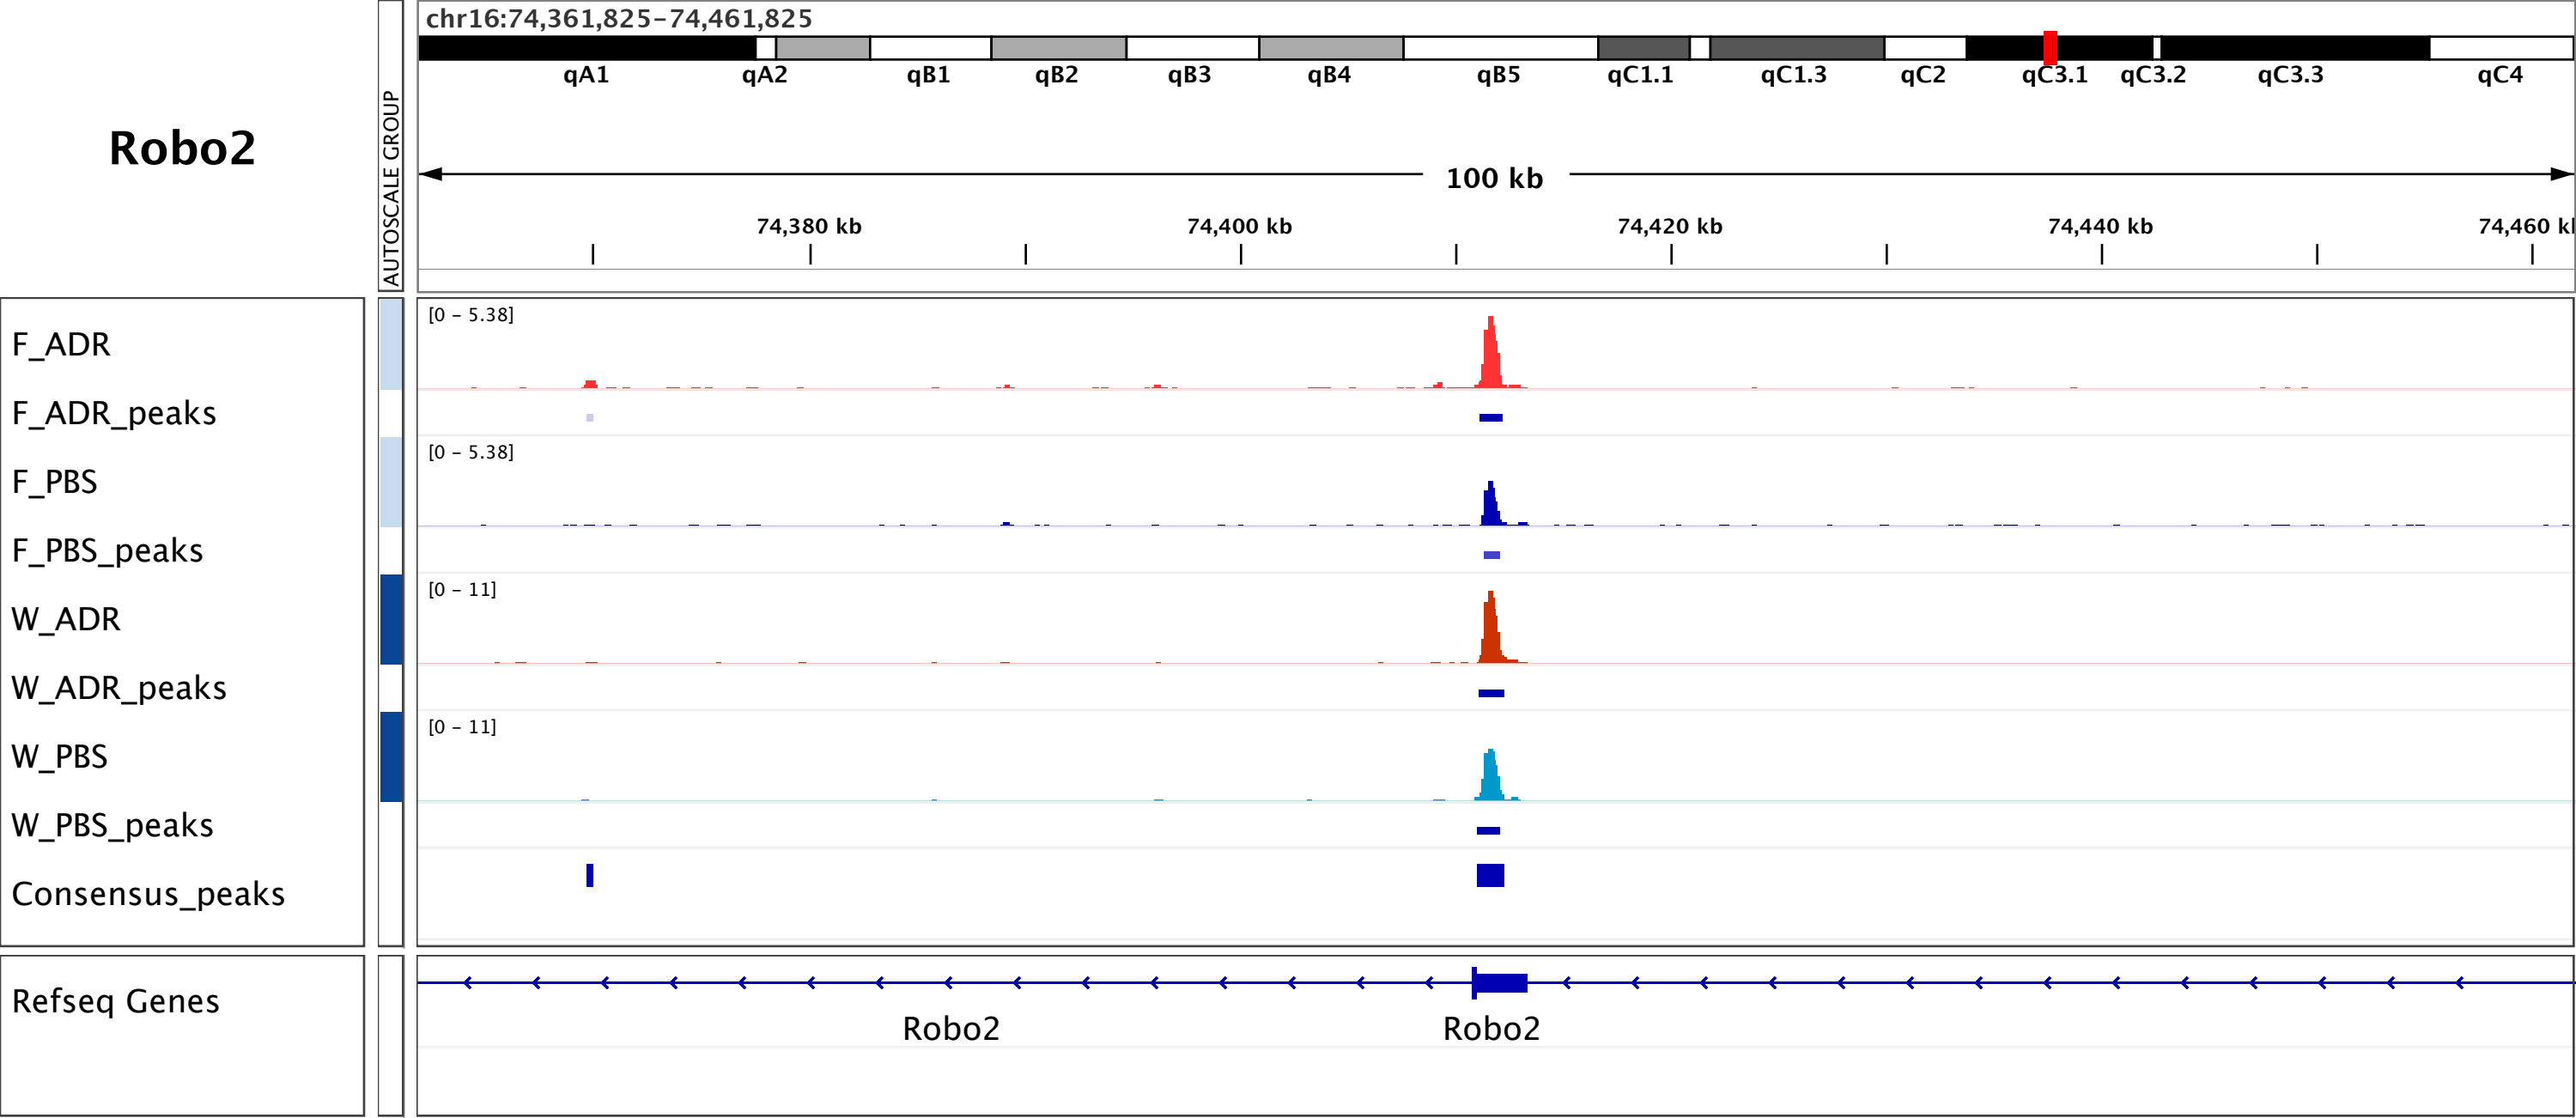

Sdc4

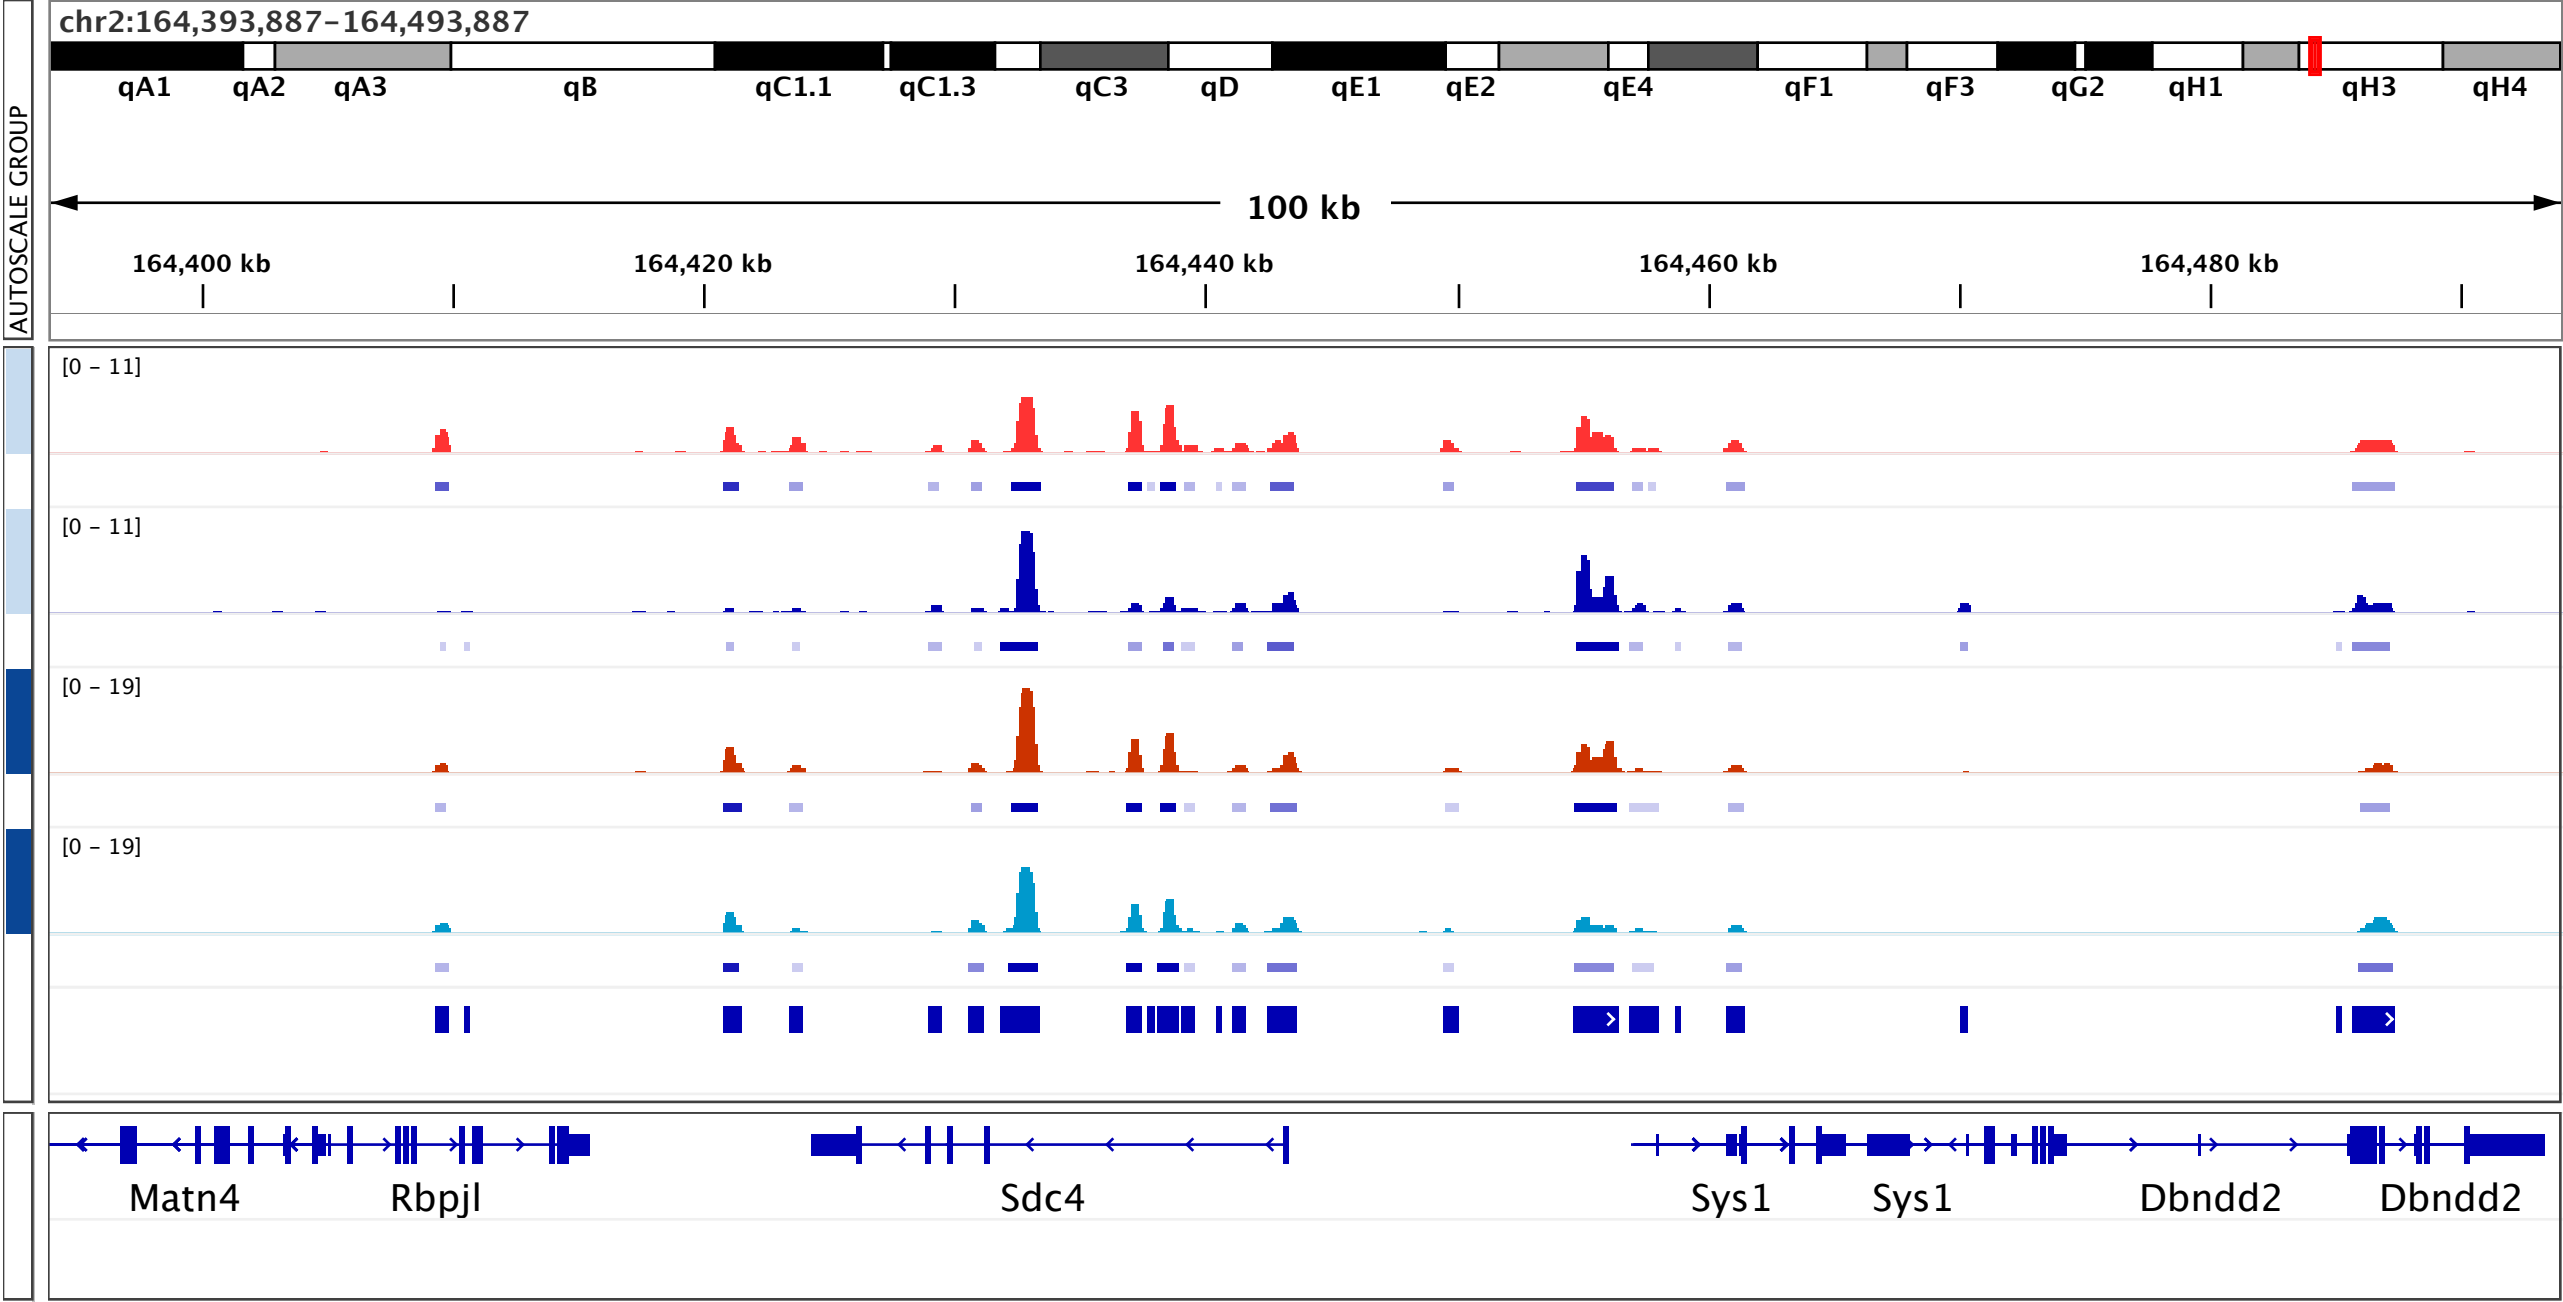

Sema3g

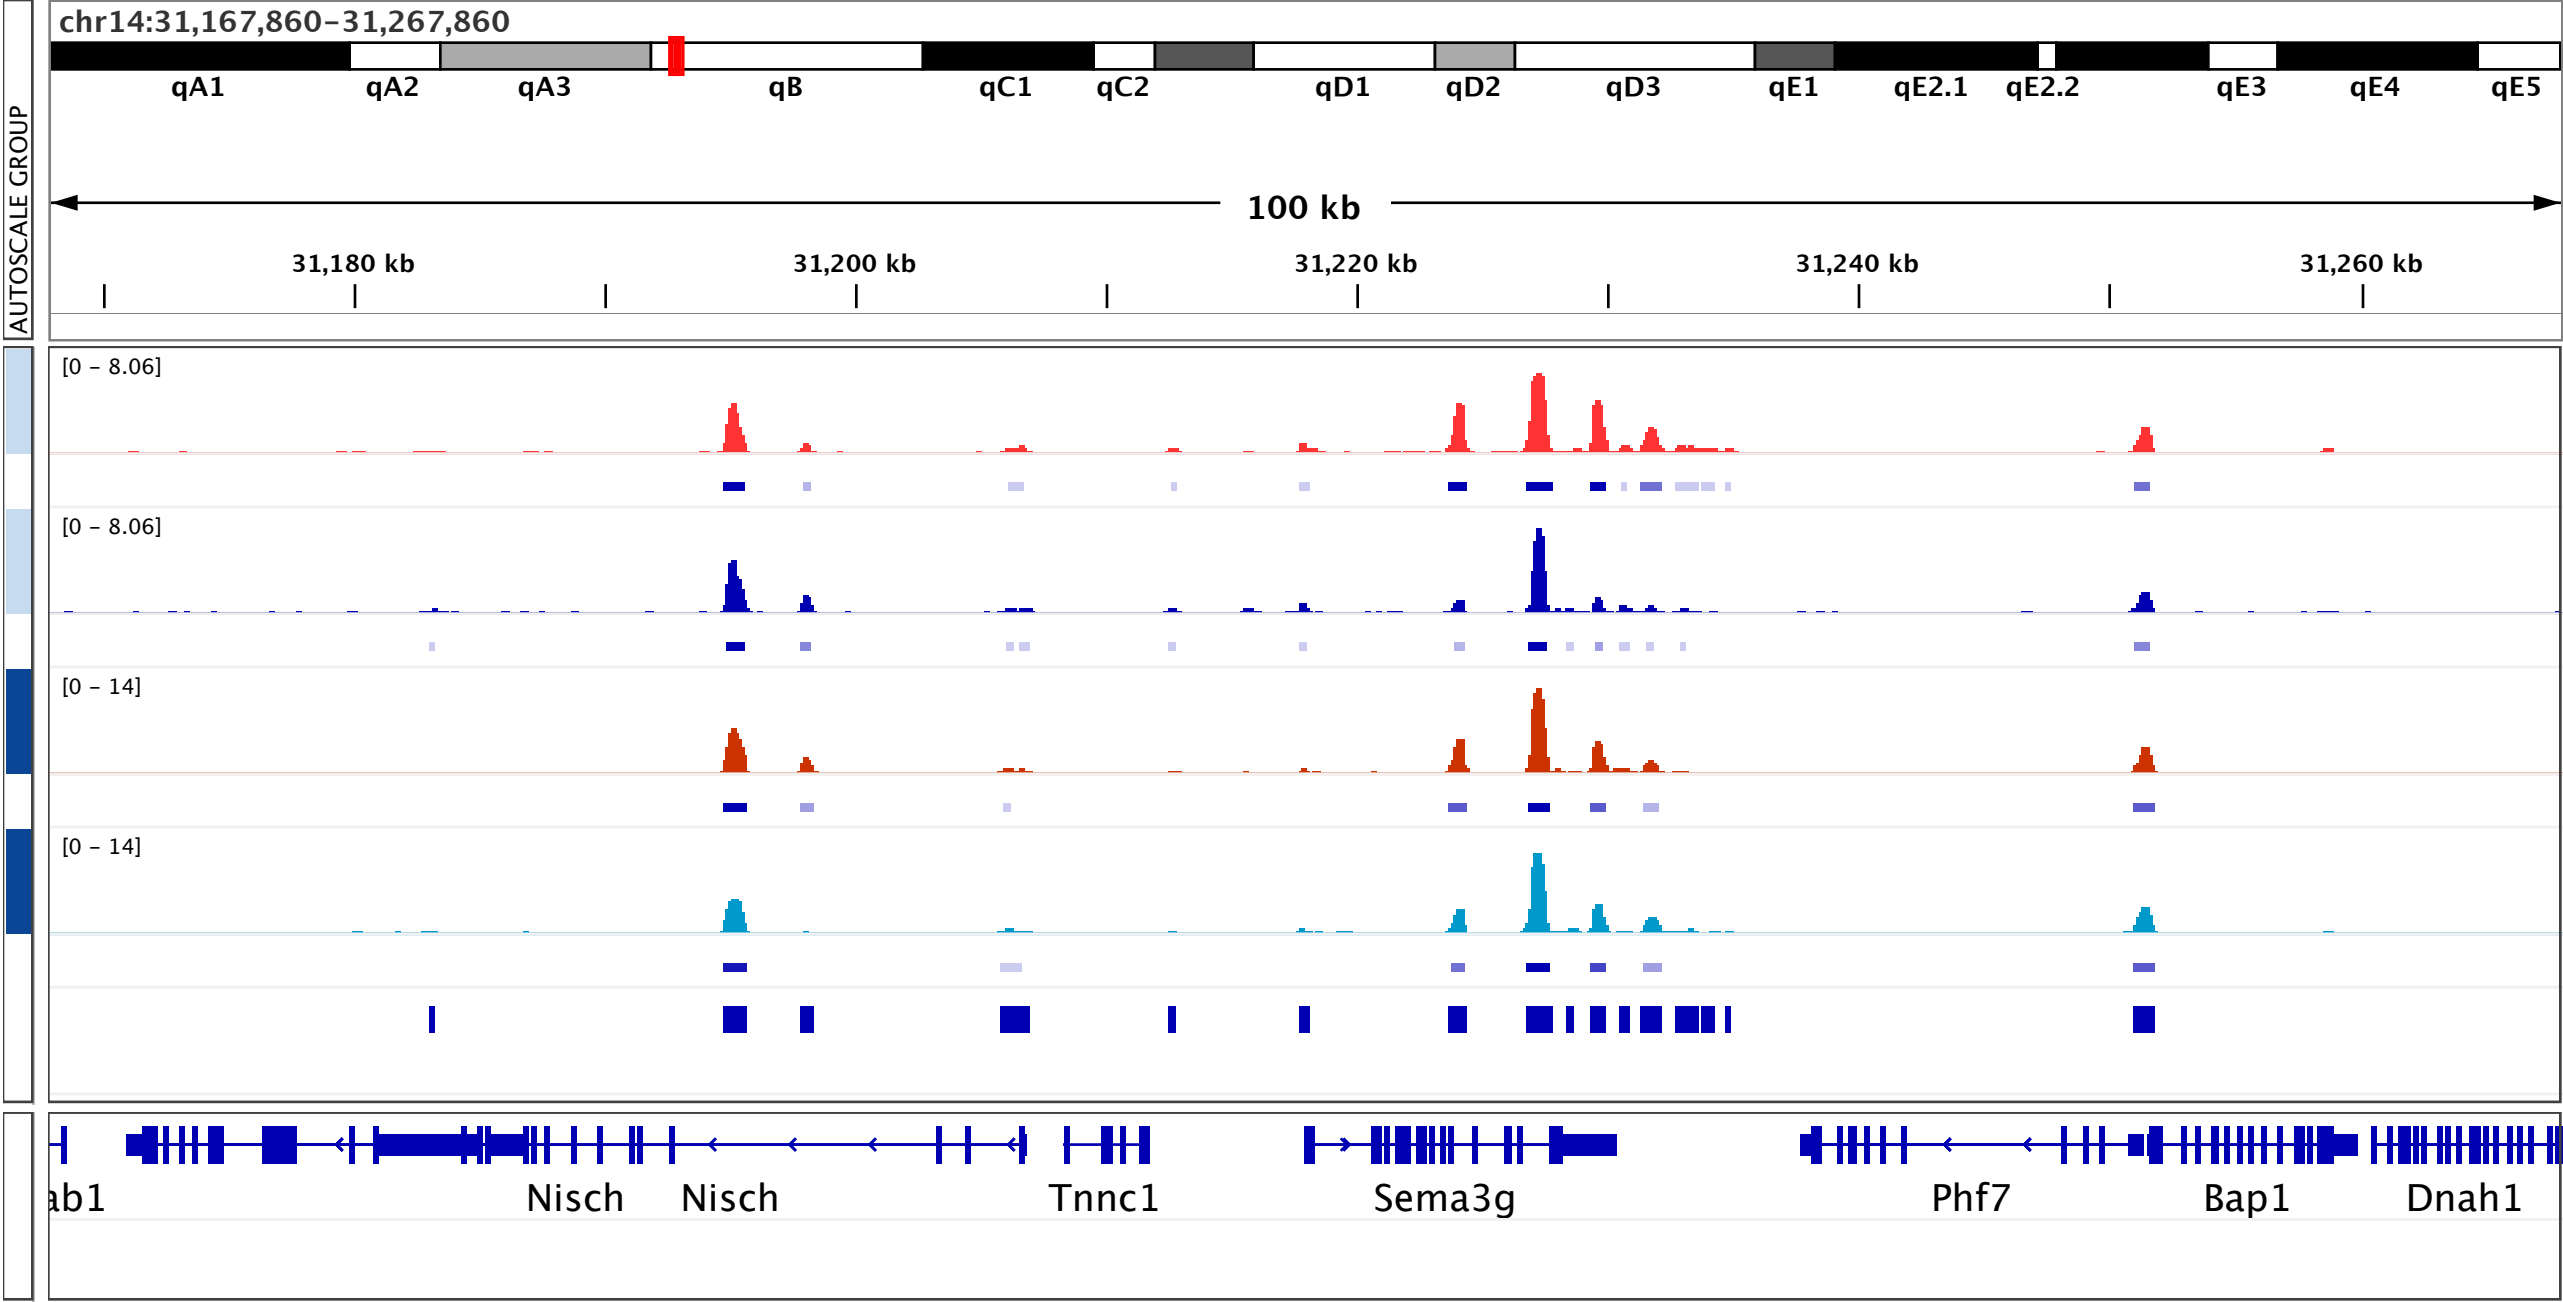

Sept11

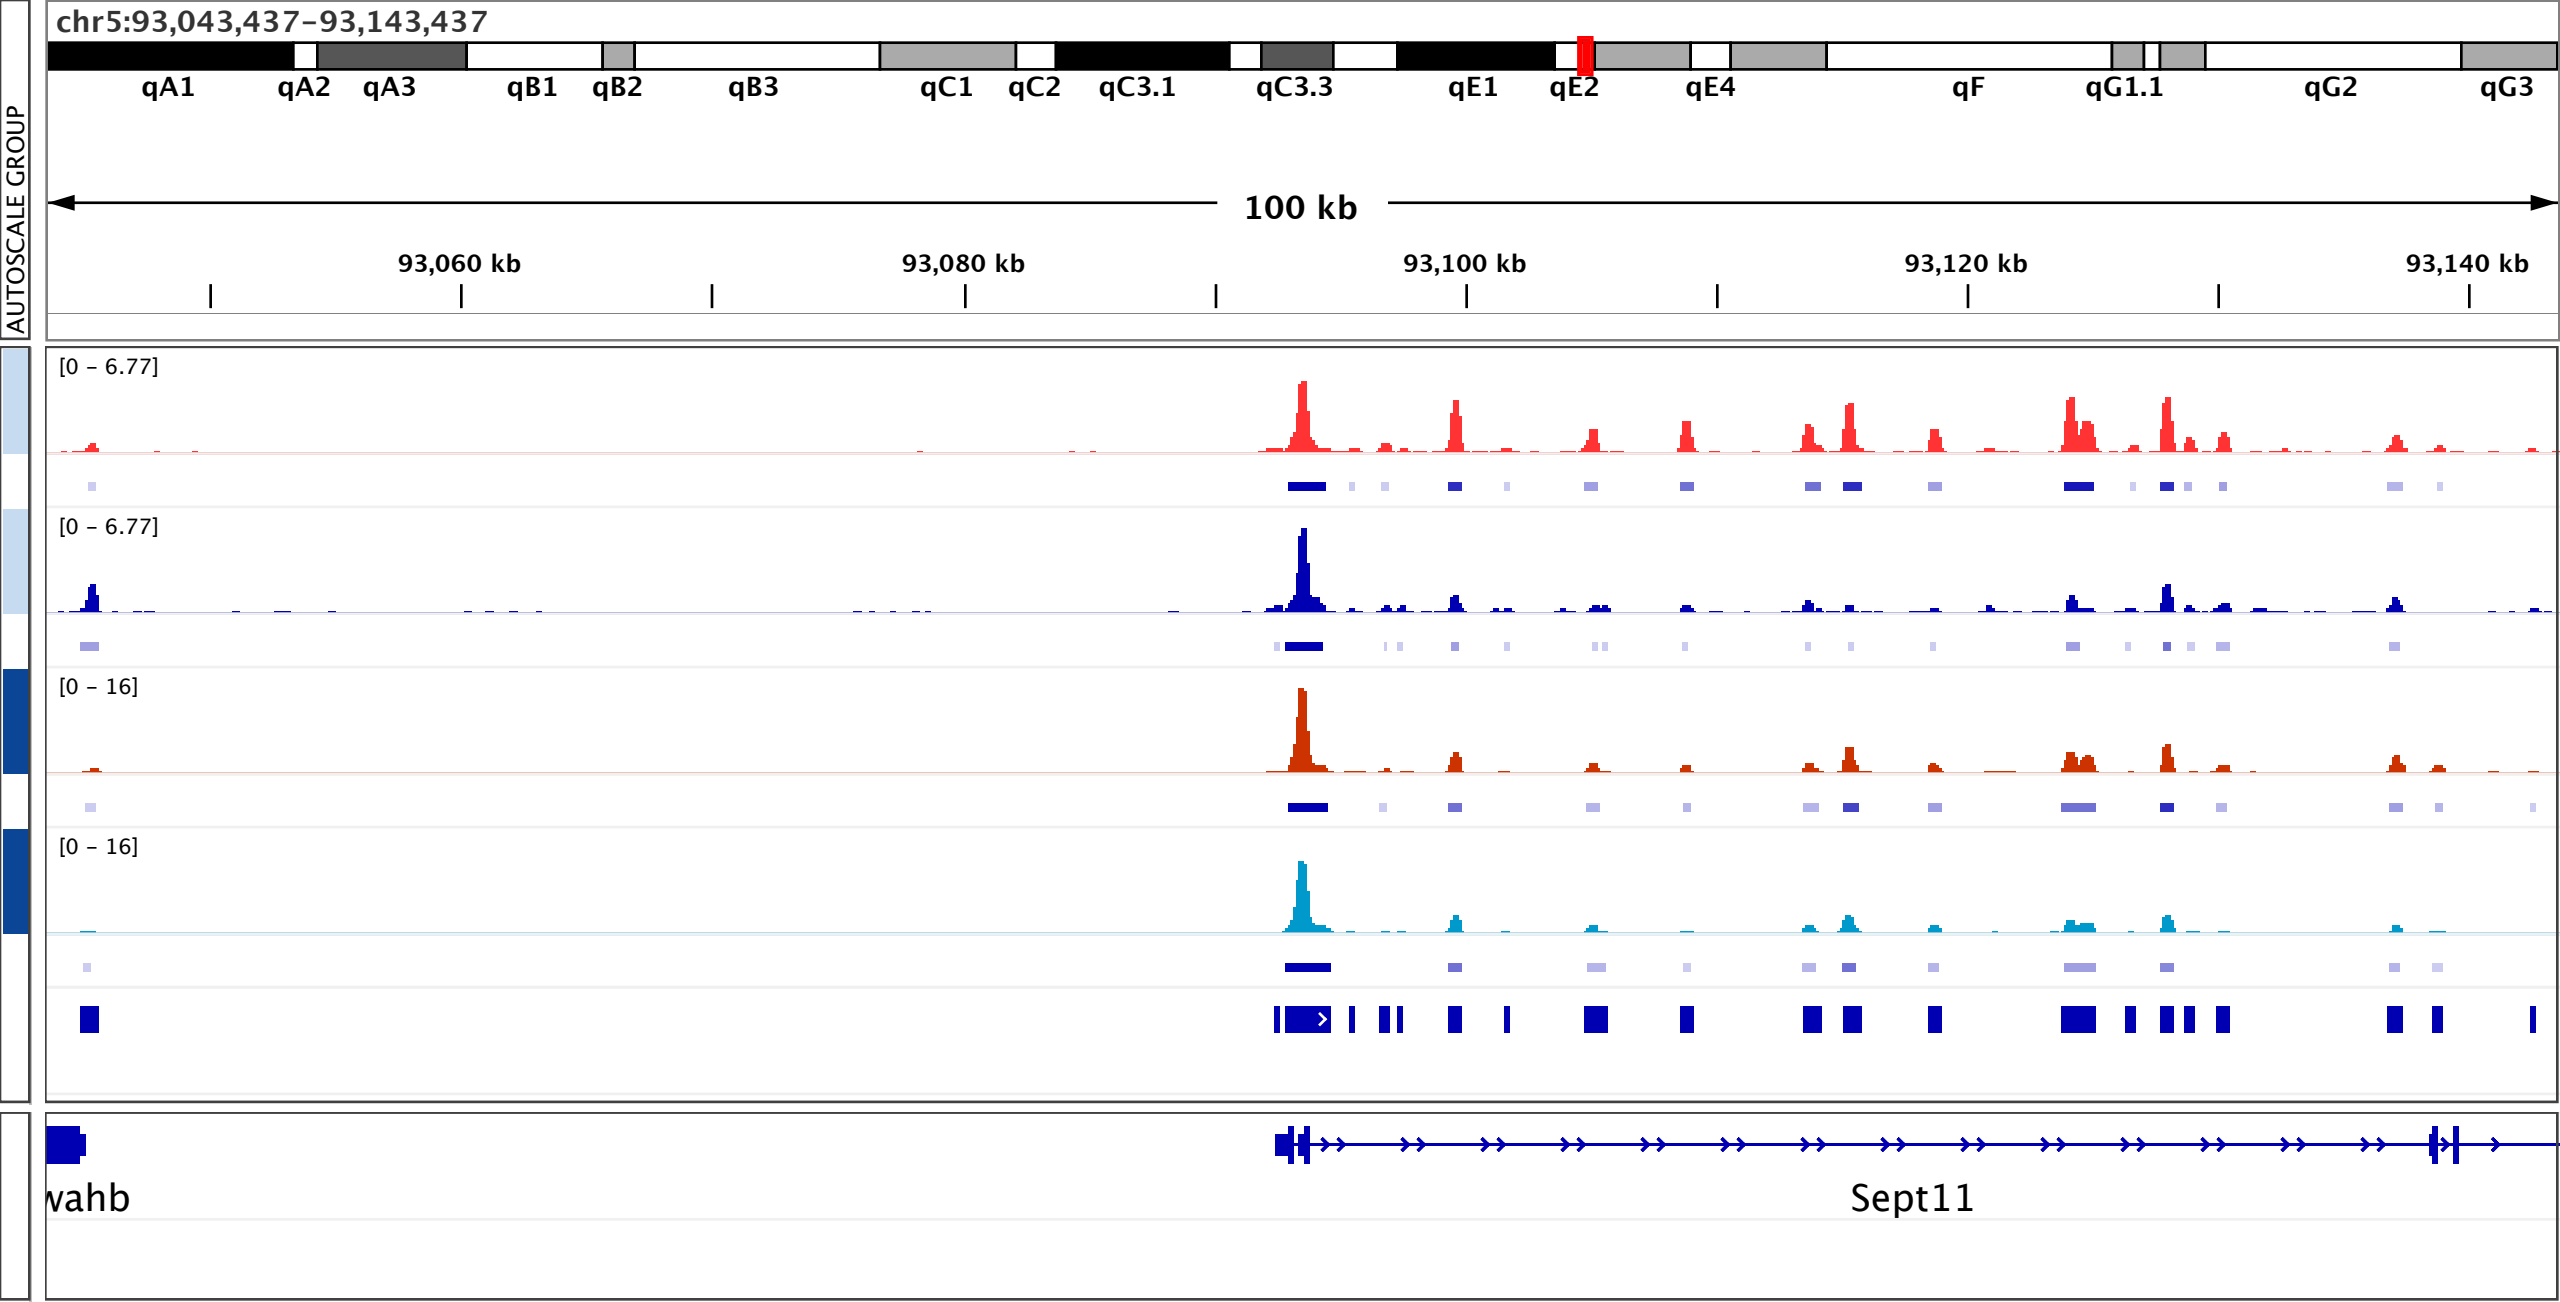

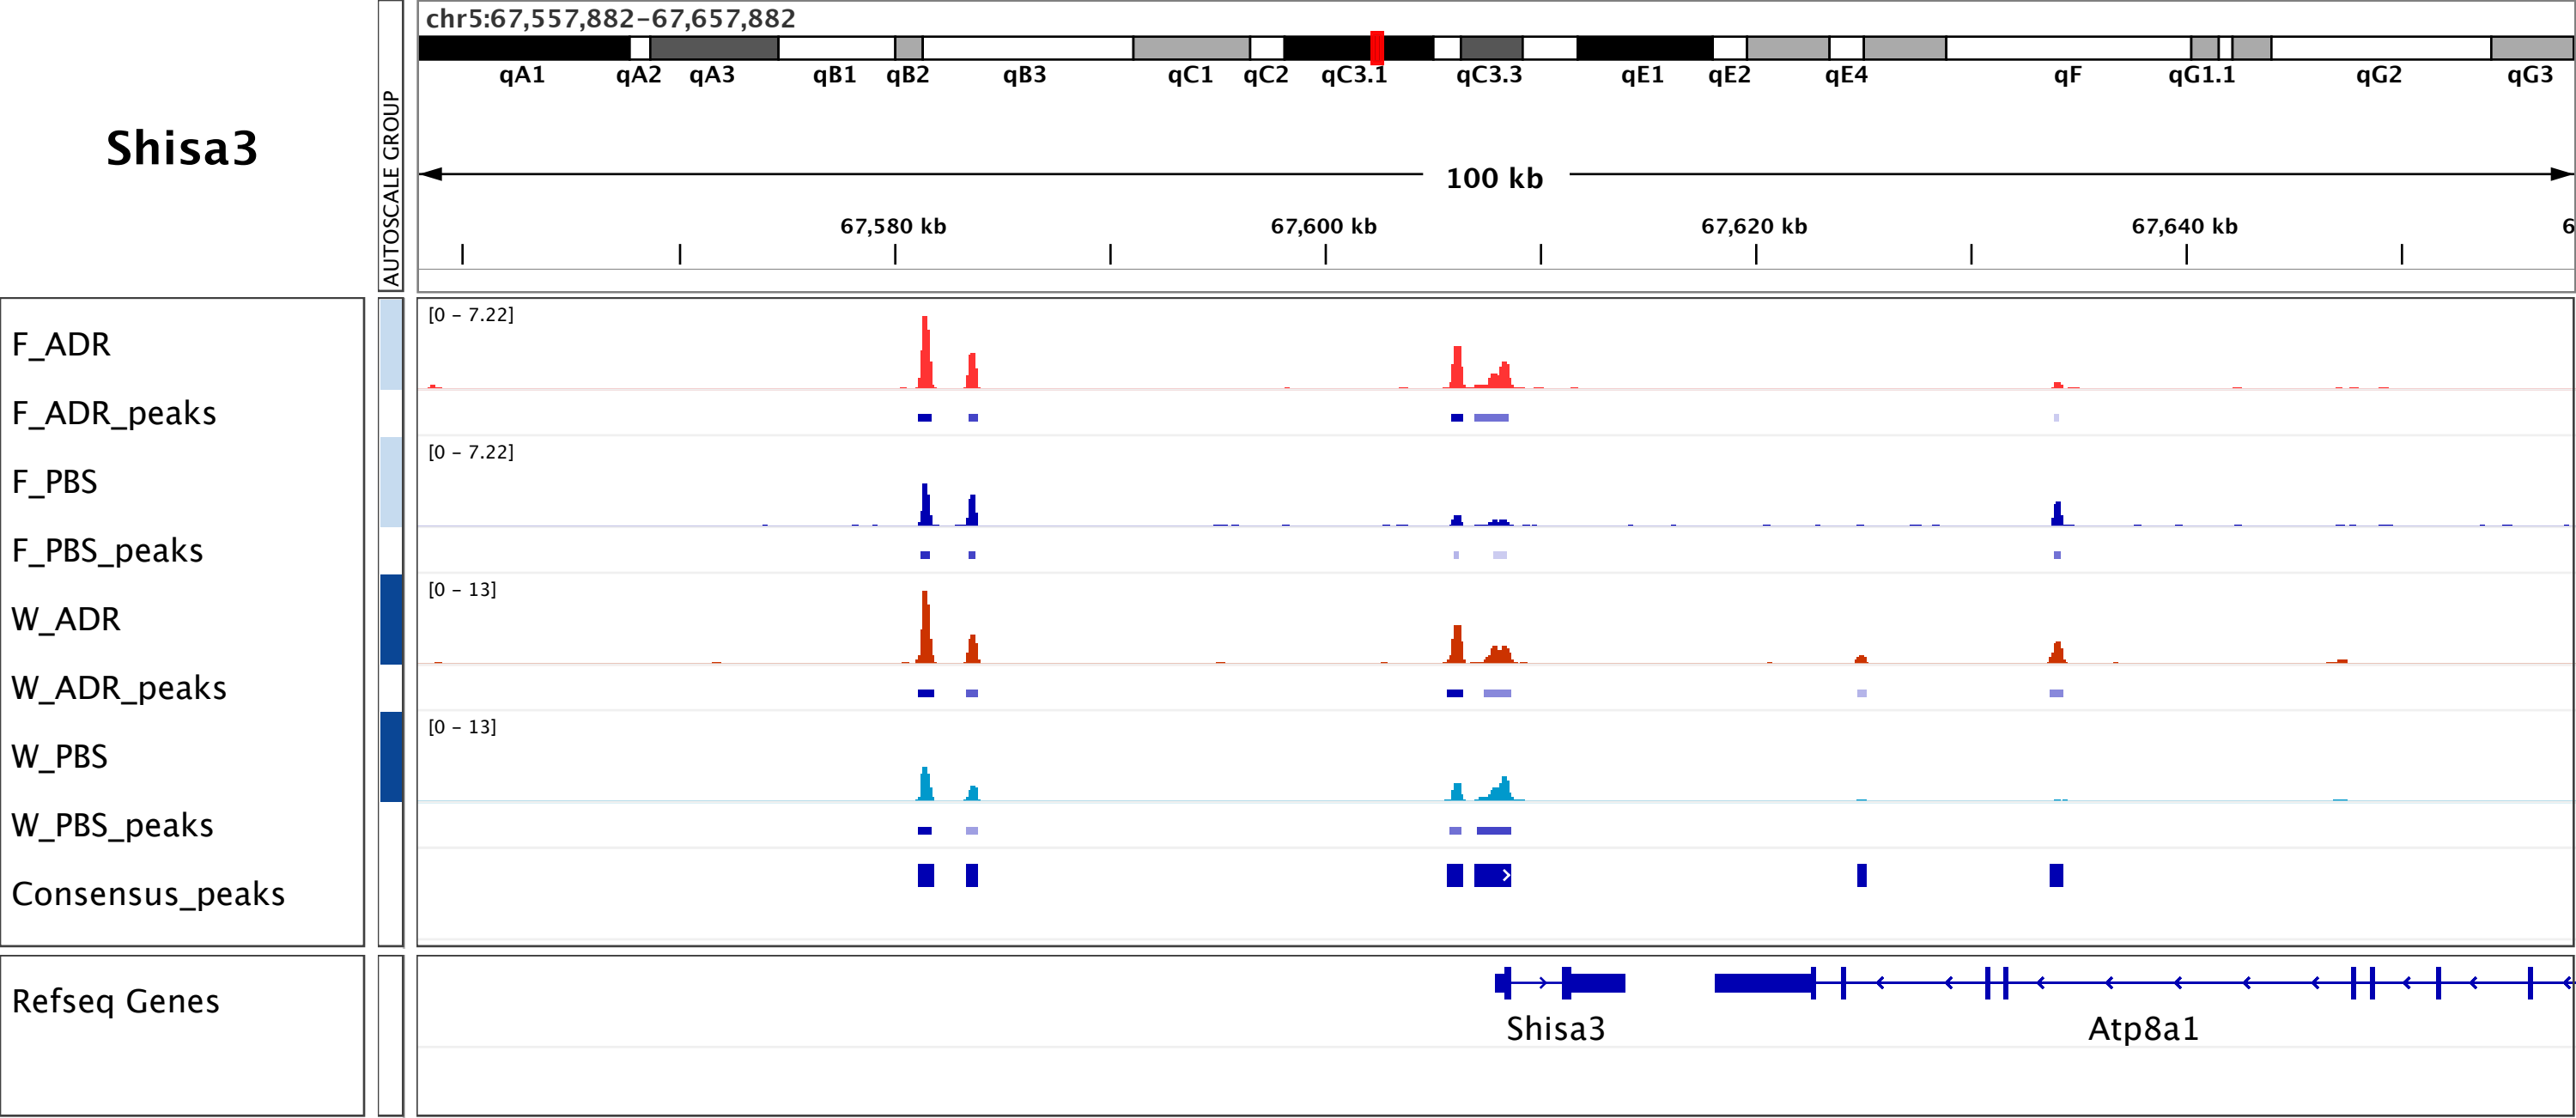

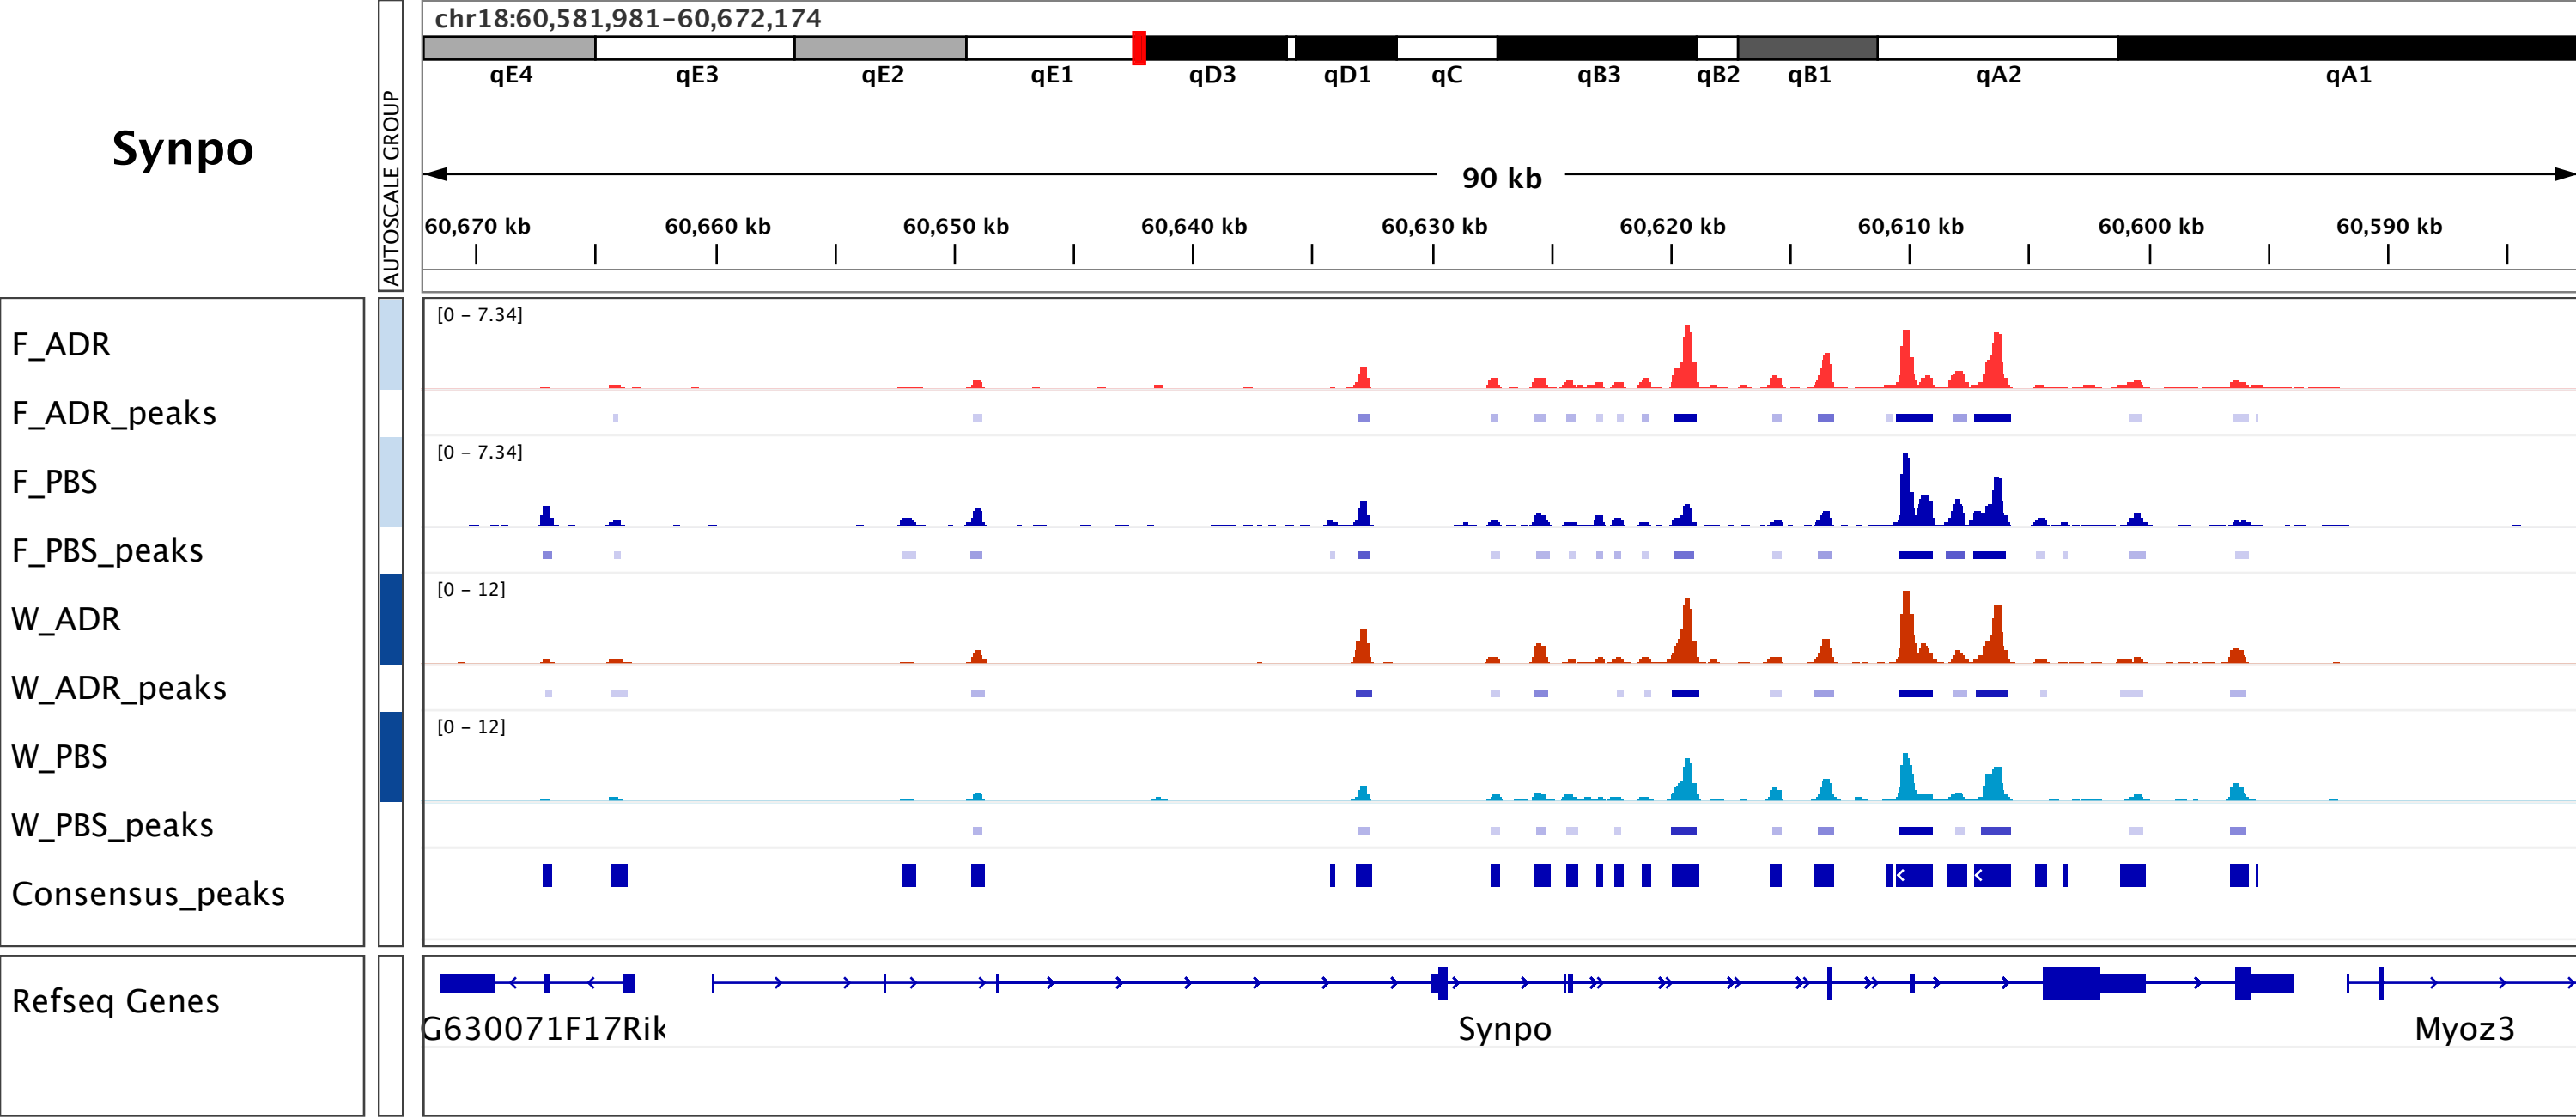

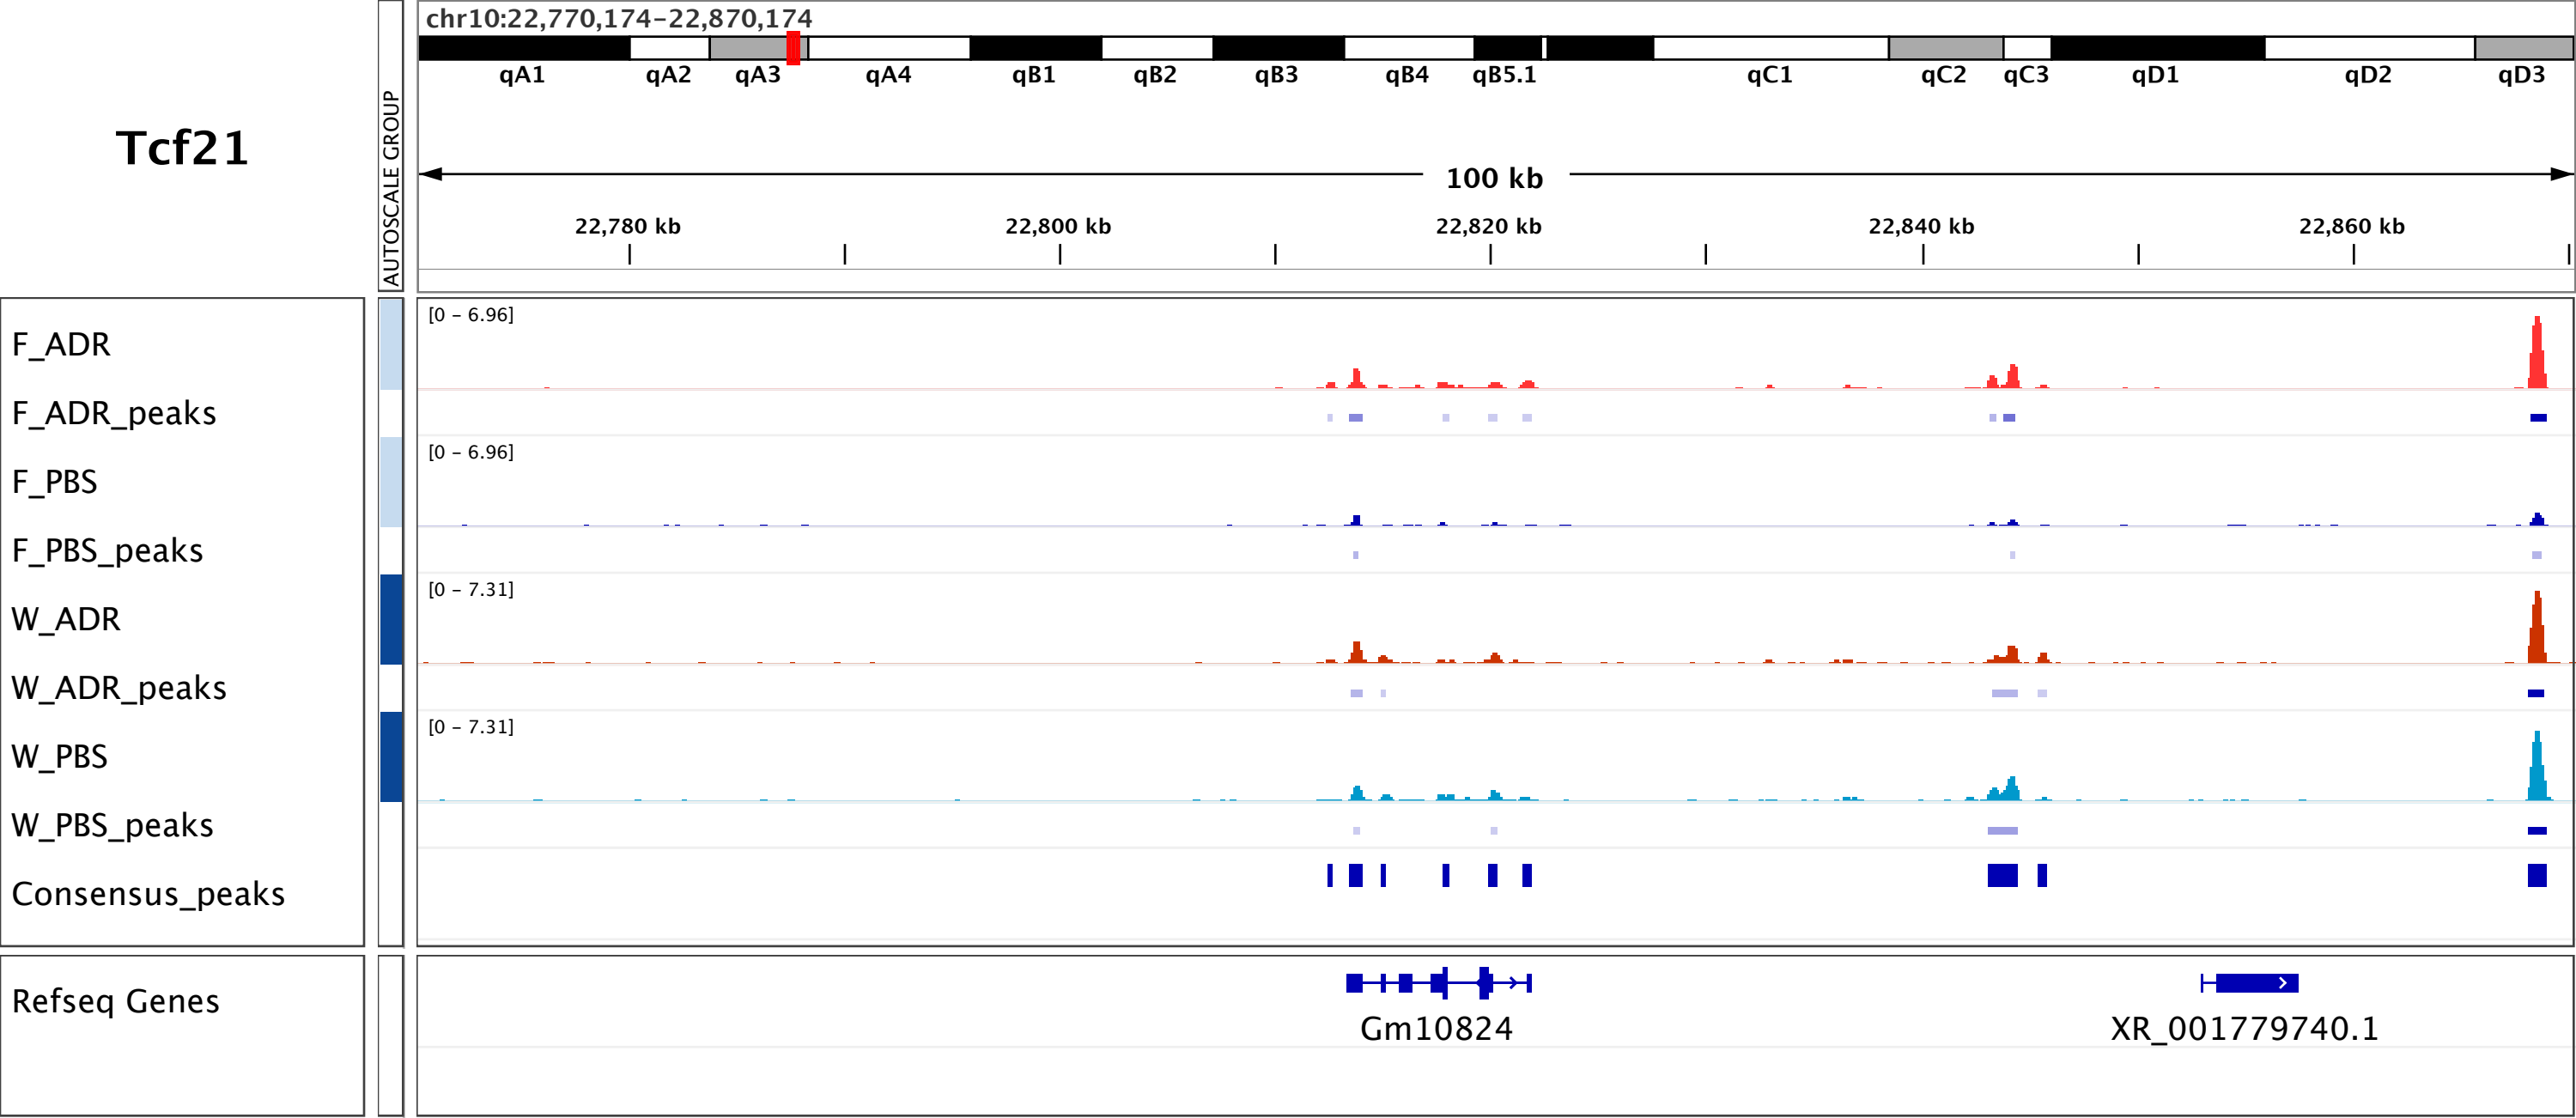

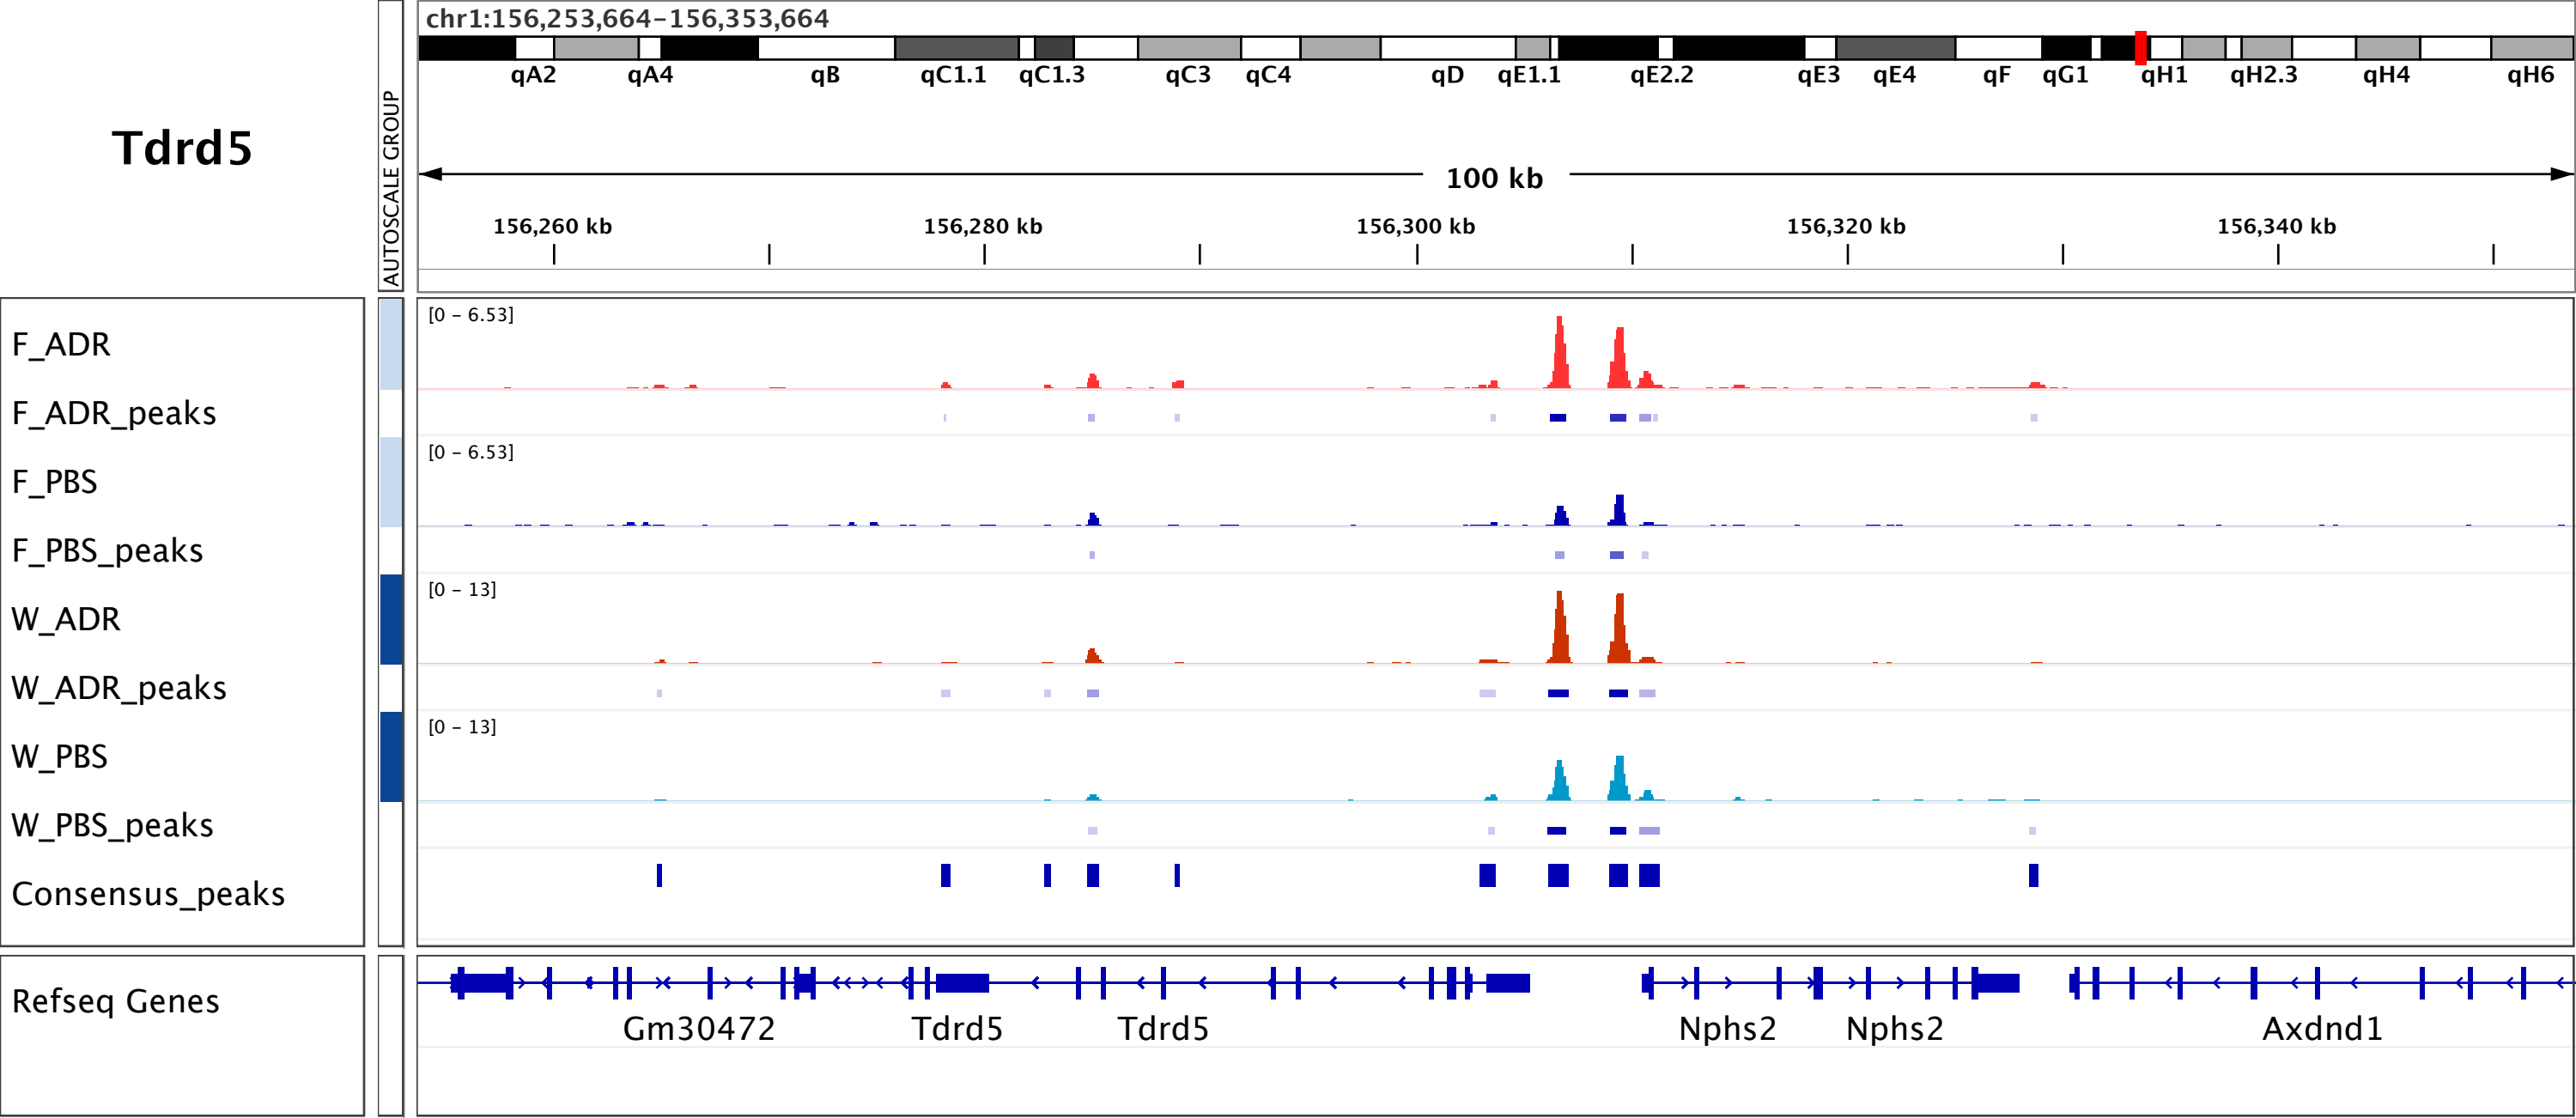

Thsd7a

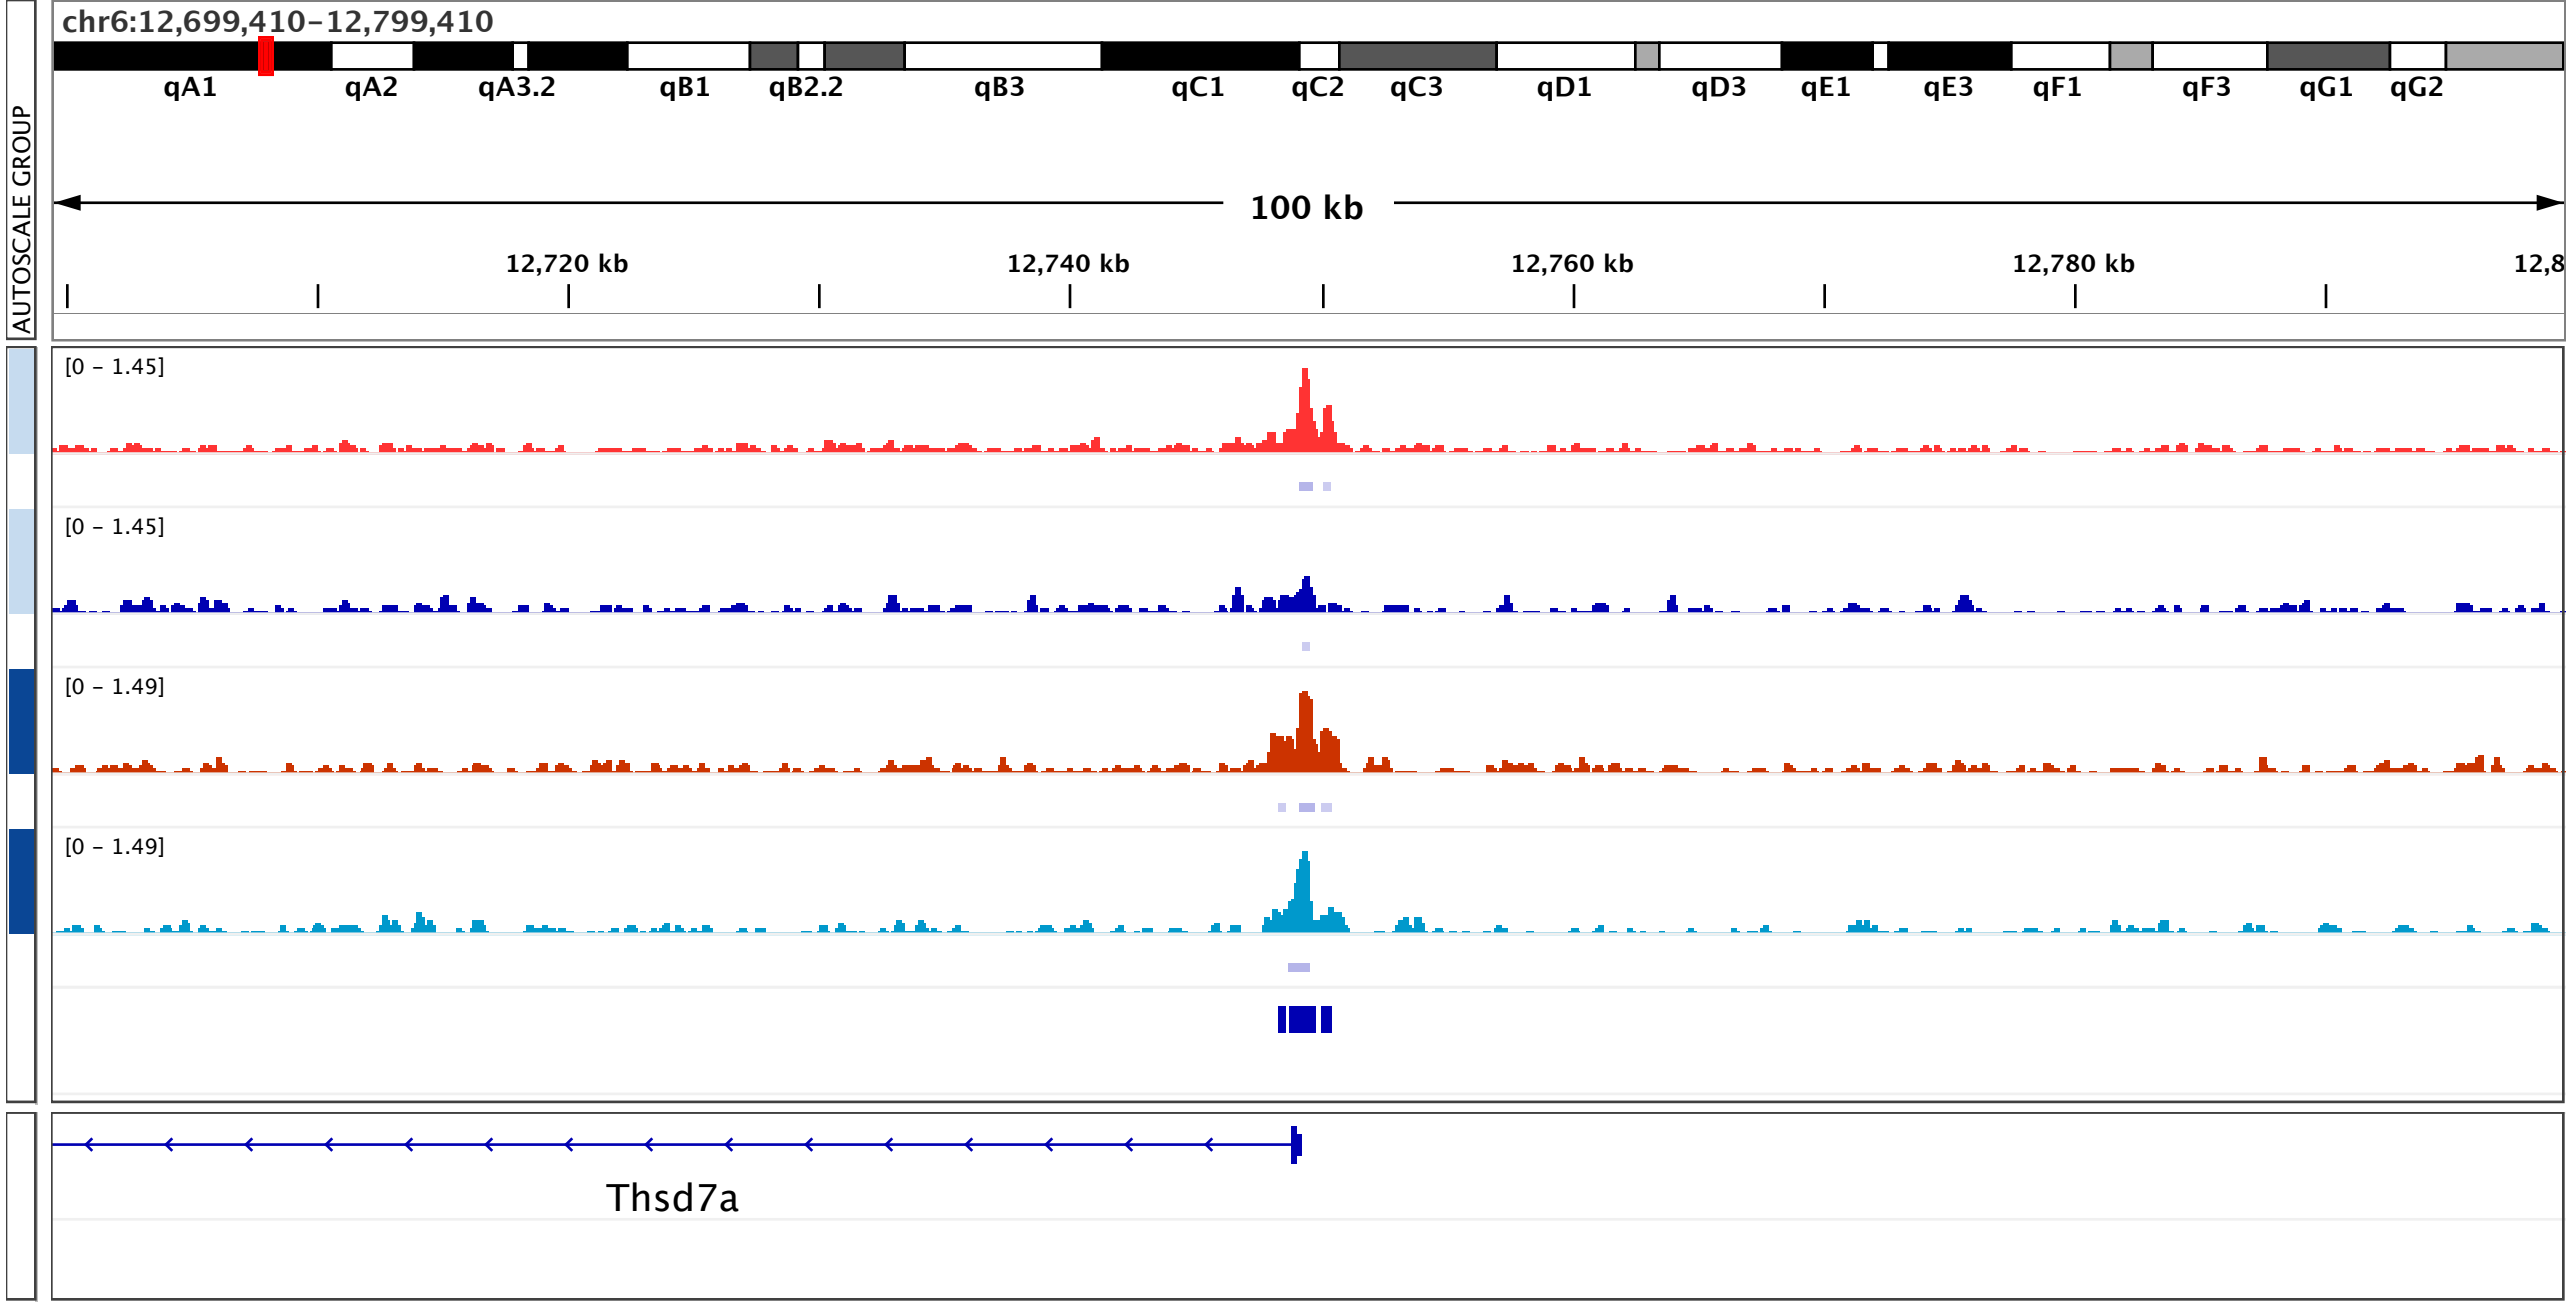

# Tmem150c

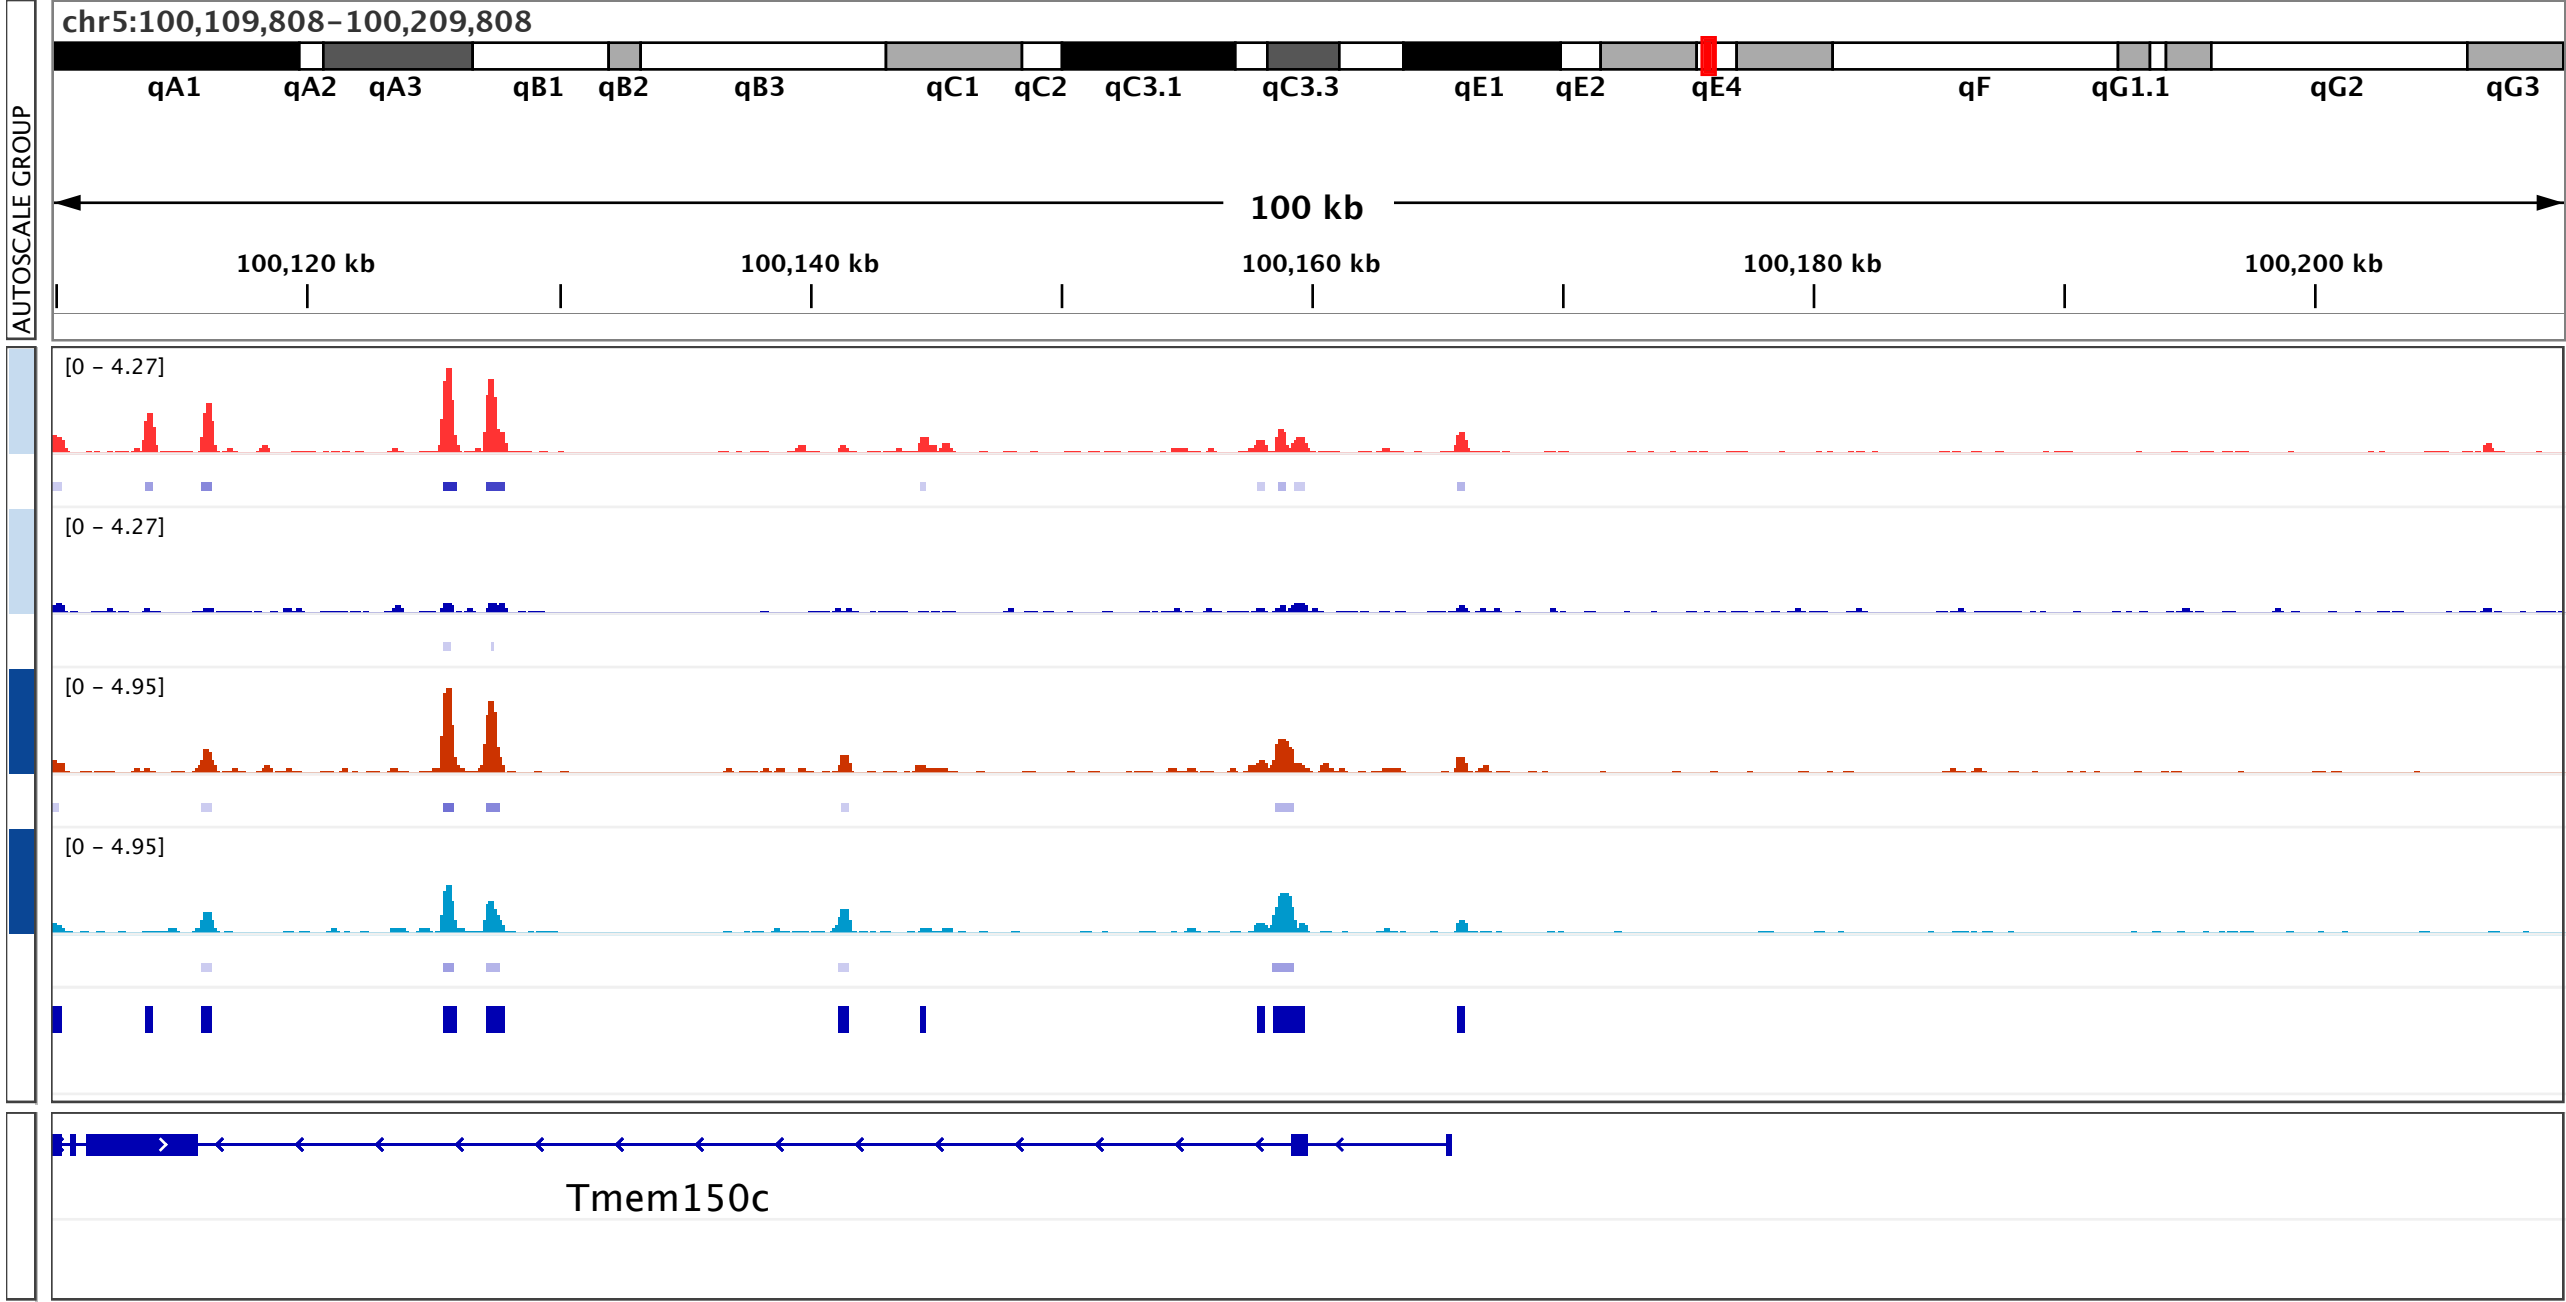

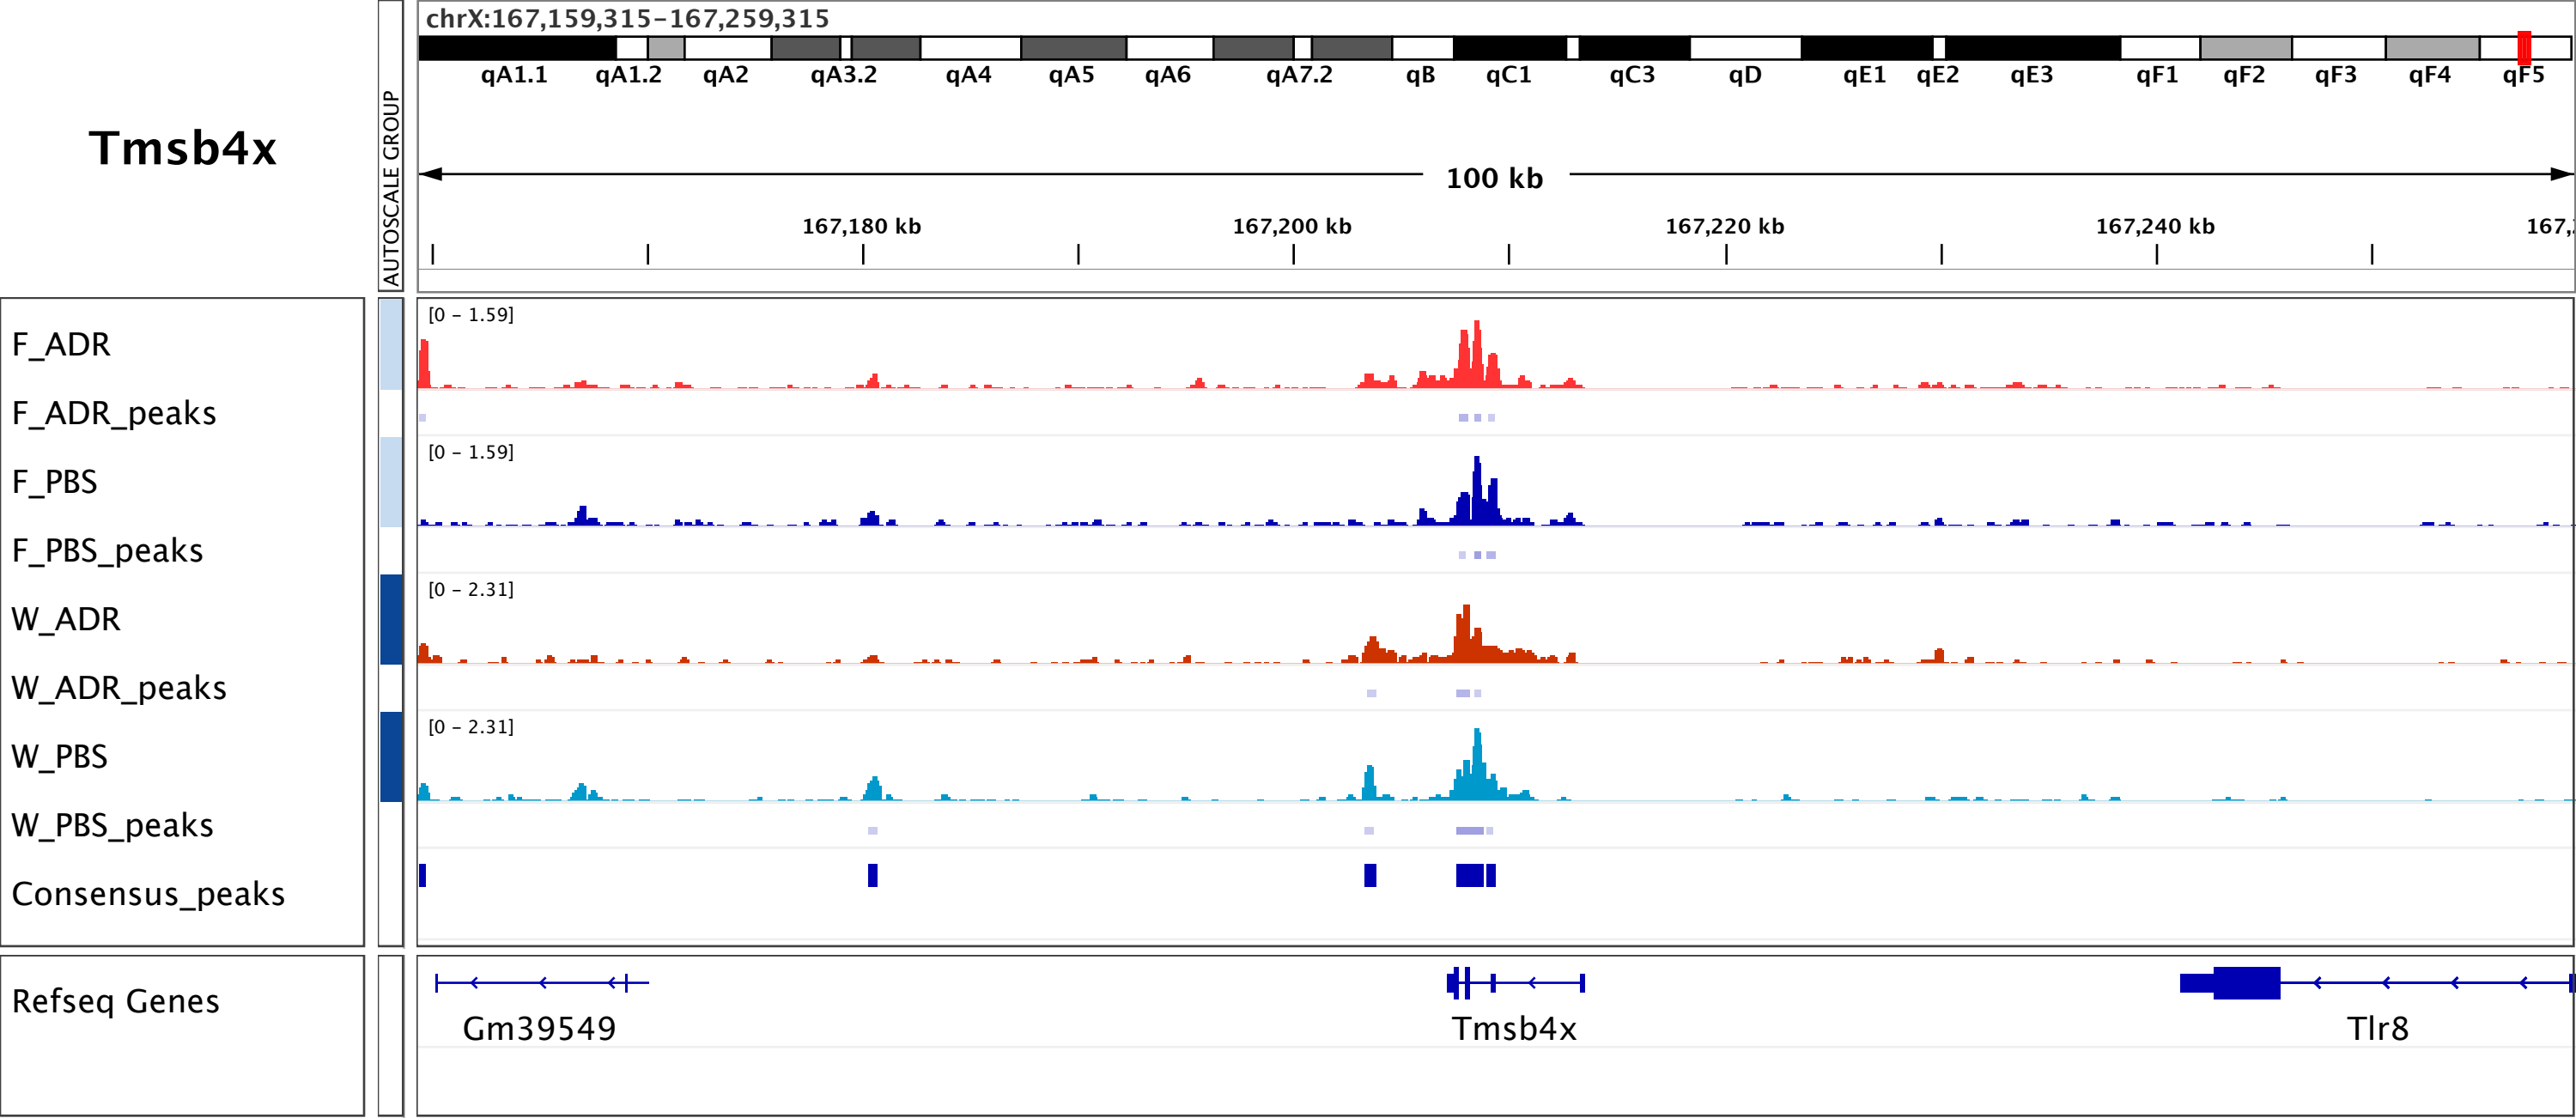

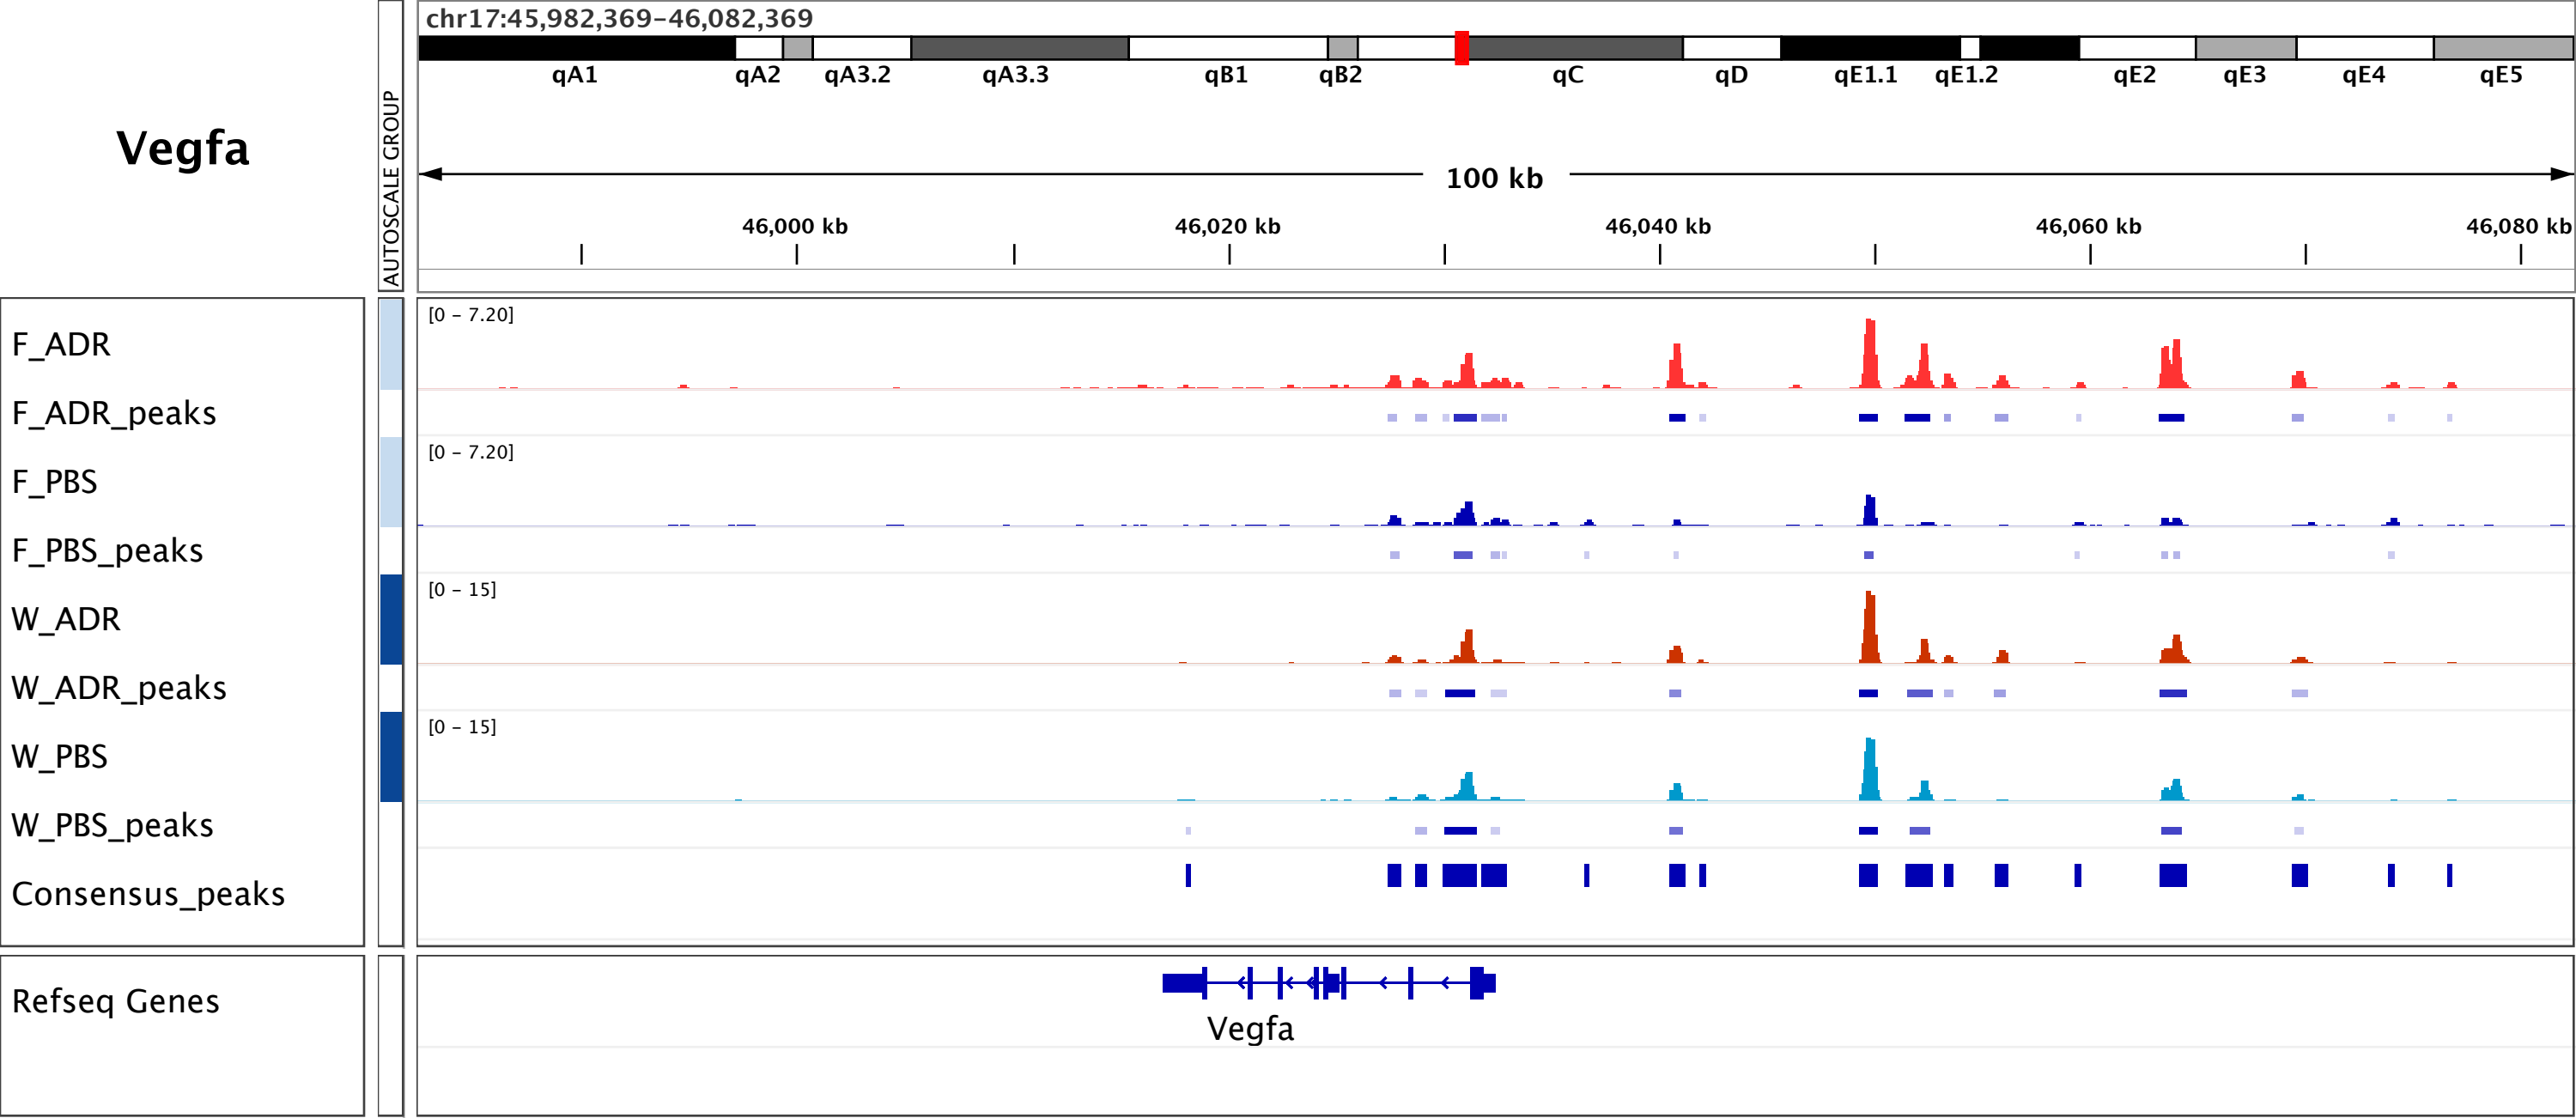

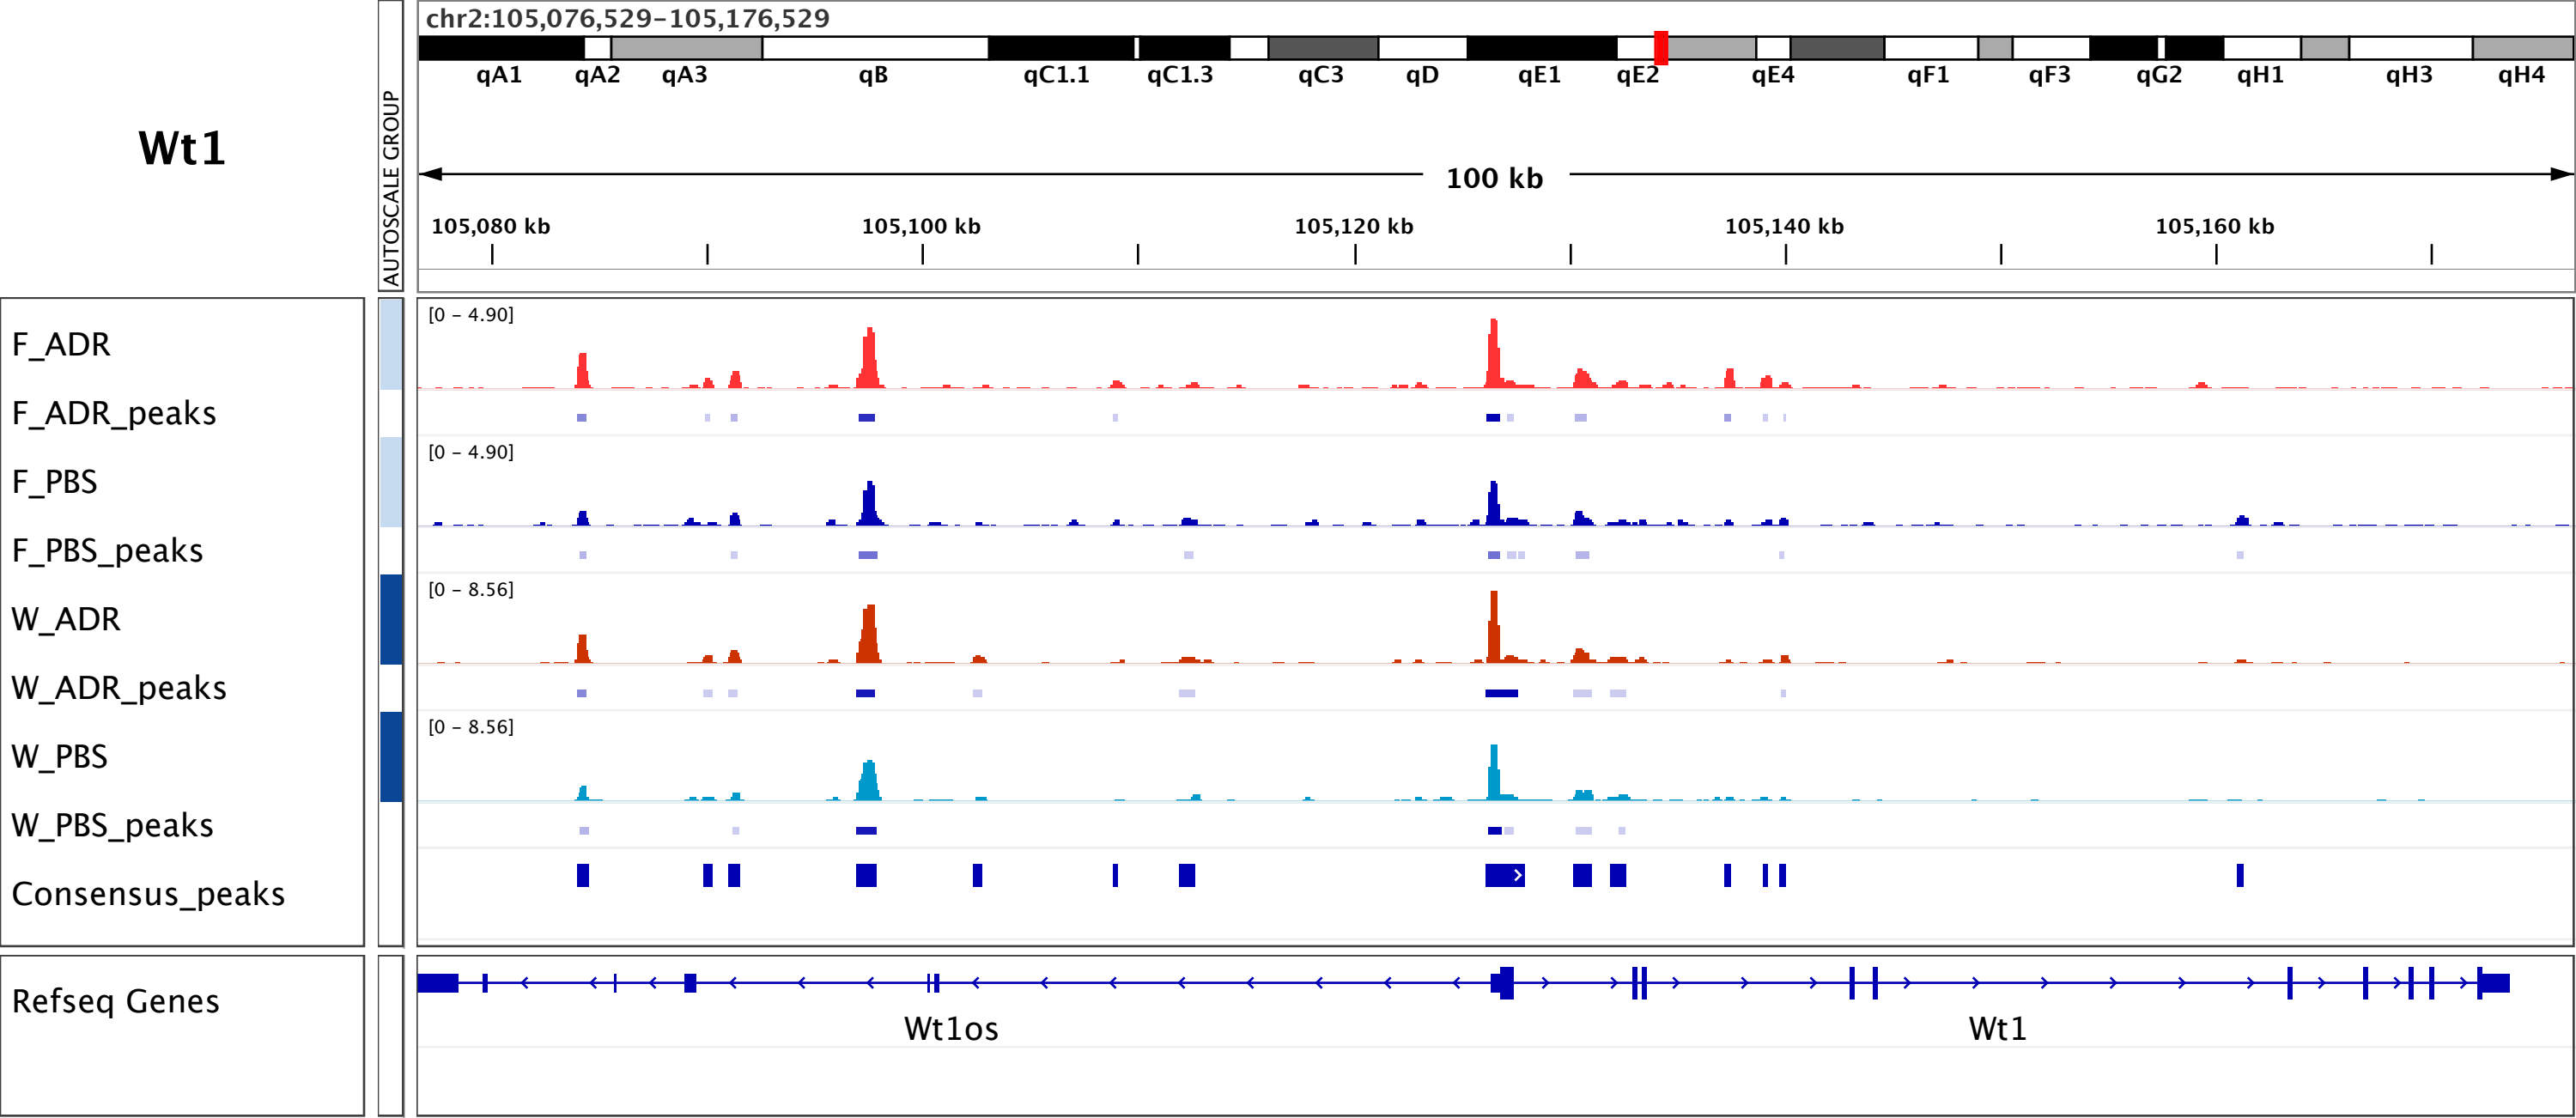

Figure S8

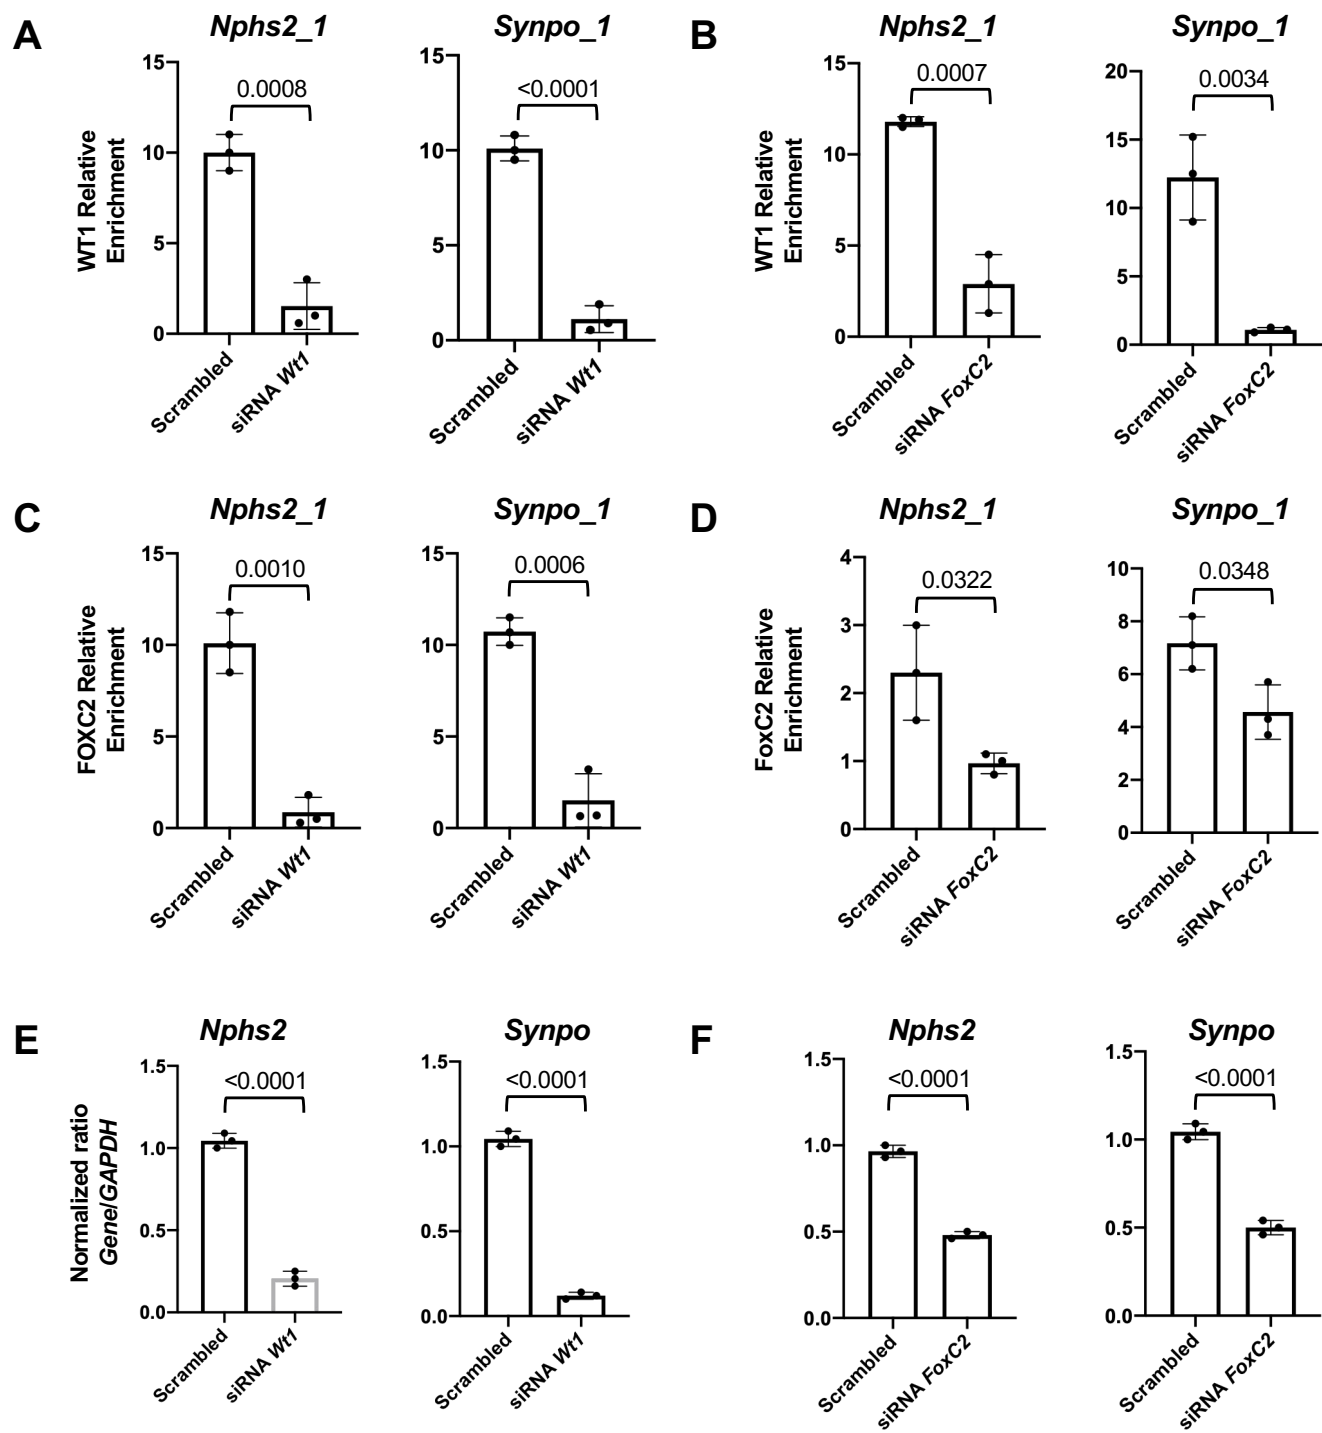

**Figure S8. Interdependency of WT1 and FOXC2 binding in immortalized podocytes.** Cells were harvested after siRNA treatment for 72 hours. Each graph includes a scrambled and specific siRNA treatment. Only binding at *Nphs2\_1* and *Synpo\_1* sites were analyzed. (A) WT1 ChIP-qPCR after *Wt1* siRNA; (B) WT1 ChIP-qPCR after *FoxC2* siRNA. (C) FOXC2 ChIP-qPCR after *Wt1* siRNA; (D) FOXC2 ChIP-qPCR after *FoxC2* siRNA; (E) RT-qPCR expression of *Nphs2* and *Synpo* after treatment with *Wt1* siRNA. (F) same as (E) except *FoxC2* siRNA. Data are presented as mean  $\pm$  SD. Two-tailed unpaired t-test.

Figure S9

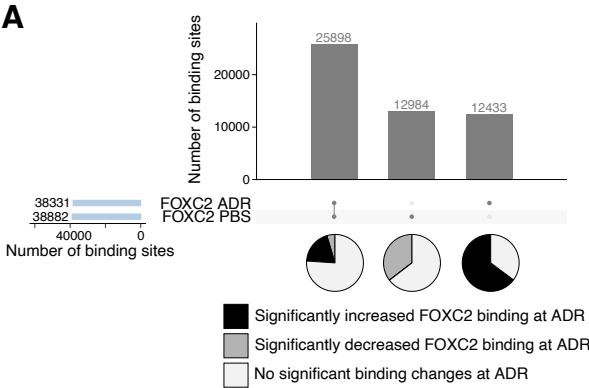

**B**

| FOXC2 bound in PBS                     |        |           |           | FOXC2 bound in ADR                     |        |           |           |
|----------------------------------------|--------|-----------|-----------|----------------------------------------|--------|-----------|-----------|
| TF Family                              | Top TF | Top Motif | Adj. P    | TF Family                              | Top TF | Top Motif | Adj. P    |
| Three-zinc finger Kruppel-related (17) | KLF15  |           | 1.74e-332 | Wt1 (1)                                | WT1    |           | 1.74e-332 |
| ZBTB7A (1)                             | ZBTB7A |           | 2.24e-271 | Three-zinc finger Kruppel-related (17) | EGR1   |           | 2.80e-184 |
| Ets-related (7)                        | ELK4   |           | 1.90e-266 | ZBTB14 (1)                             | ZBTB14 |           | 4.52e-132 |
| E2F (4)                                | TFDP1  |           | 1.09e-255 | E2F (2)                                | TFDP1  |           | 1.12e-91  |
| ZBTB14 (1)                             | ZBTB14 |           | 2.34e-243 | Jun-related (1)                        | NRF1   |           | 4.17e-74  |
| Fos-related (6)                        | FOSL2  |           | 7.76e-220 | Three-zinc finger Kruppel-related (17) | KLF6   |           | 1.73e-58  |
| Hairy-related factors (3)              | HES1   |           | 5.72e-125 | Paired-related HD factors (1)          | ESX1   |           | 2.25e-56  |
| Three-zinc finger Kruppel-related (17) | KLF6   |           | 1.73e-109 | FOX (11)                               | FOXC2  |           | 6.18e-49  |
| HINFP (1)                              | HINFP  |           | 5.89e-107 | HD-LIM (1)                             | LMX1B  |           | 9.79e-46  |
| MAZ (1)                                | MAZ    |           | 3.64e-104 | MAZ (1)                                | MAZ    |           | 1.52e-44  |
| CTCF (3)                               | CTCF   |           | 1.09e-54  | HOX (10)                               | HOXA7  |           | 1.75e-43  |
| Plagl1 (1)                             | PLAGL1 |           | 1.22e-50  | HINFP (1)                              | HINFP  |           | 1.78e-42  |
| CREB-related factors (4)               | ATF1   |           | 1.38e-47  | Hairy-related factors (1)              | HES1   |           | 4.00e-42  |
| PAS domain factors (2)                 | HIF1A  |           | 2.99e-28  | ZFP14 (1)                              | ZFP14  |           | 1.81e-14  |
| Heteromeric CCAAT-binding (2)          | NFYB   |           | 4.19e-22  | TEF-1-related factors (1)              | TEAD3  |           | 1.92e-13  |
| NF-kappaB-related factors (2)          | RELA   |           | 6.29e-22  | THAP-related factors (1)               | THAP11 |           | 4.23e-13  |
| VEZF1 (1)                              | VEZF1  |           | 1.82e-17  | Ets-related (2)                        | ELK4   |           | 4.95e-11  |
| bHLH-ZIP (6)                           | MLX    |           | 6.38e-17  | Tal-related (1)                        | TCF21  |           | 7.05e-10  |
| THAP-related factors (1)               | THAP11 |           | 1.11e-15  | Heteromeric CCAAT-binding (2)          | NFYC   |           | 8.47e-10  |
| Maf-related (1)                        | MAFK   |           | 1.22e-13  | CEBP-related (2)                       | DBP    |           | 3.77e-09  |
| RFX-related factors (3)                | RFX2   |           | 1.22e-09  | bHLH-ZIP (1)                           | USF2   |           | 9.25e-08  |
| Wt1 (1)                                | WT1    |           | 7.60e-09  | PAS domain factors (1)                 | ARNT   |           | 2.11e-07  |
| STAT factors (2)                       | STAT1  |           | 2.18e-08  | ZBTB7A (1)                             | ZBTB7A |           | 4.66e-07  |
| ZBTB7B (1)                             | ZBTB7B |           | 1.50e-07  |                                        |        |           |           |
| XBP-1-related factors (1)              | XBP1   |           | 1.05e-06  |                                        |        |           |           |

**Figure S9. Analyses of FOXC2 ChIP-seq.** (A) Upper: Upset plot of FOXC2 binding sites in ADR, PBS or both as indicated below bars; Lower: Pie charts show proportion of sites for each bar that have significantly increased, decreased, or no binding changes in ADR as indicated by boxes below charts. (B) Motifs enriched near sites where FOXC2 was bound in PBS (left) and ADR (right) conditions.

Figure S10

A

| Increased binding at D9                          |        |                                                                                   |           | Decreased binding at D9                          |         |                                                                                     |           |
|--------------------------------------------------|--------|-----------------------------------------------------------------------------------|-----------|--------------------------------------------------|---------|-------------------------------------------------------------------------------------|-----------|
| TF Family                                        | Top TF | Top Motif                                                                         | Adj. P    | TF Family                                        | Top TF  | Top Motif                                                                           | Adj. P    |
| FOX (11)                                         | FOXC2  |  | 2.66e-380 | Fos-related (4)                                  | ATF3    |  | 1.69e-332 |
| HOX (13)                                         | HOXA7  |  | 2.14e-254 | Maf-related (4)                                  | MAFK    |  | 1.64e-145 |
| Paired-related HD factors (1)                    | ESX1   | 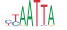 | 6.58e-183 | Maf-related (4)                                  | Mafk    | 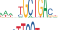 | 5.72e-06  |
| HD-LIM (1)                                       | LMX1B  |  | 2.14e-151 | Ets-related (2)                                  | GABPA   |  | 7.21e-34  |
| POU domain factors (1)                           | POU3F1 |  | 2.8e-104  | CEBP-related (5)                                 | CEBPG   |  | 7.88e-33  |
| Regulators of differentiation (1)                | MEF2A  |  | 2.12e-102 | FOX (9)                                          | FOXO1   |  | 3.05e-26  |
| SOX-related factors (5)                          | SOX8   |  | 1.62e-95  | FOX (9)                                          | FOXC2   |  | 6.96e-15  |
| PBX2 (1)                                         | PBX2   |  | 4.19e-95  | Regulators of differentiation (3)                | MEF2A   |  | 2.98e-24  |
| Maf-related (4)                                  | MAFF   |  | 1.97e-94  | NR (8)                                           | NR4A1   |  | 1.22e-22  |
| Maf-related (4)                                  | Mafk   |  | 9.37e-60  | PBX2 (1)                                         | PBX2    |  | 7.55e-17  |
| TEF-1-related factors (1)                        | TEAD3  |  | 3.79e-94  | ATF-4-related factors (1)                        | ATF4    |  | 3.93e-16  |
| ARID-related (1)                                 | ARID5A |  | 3.21e-82  | STAT factors (6)                                 | STAT5A  | 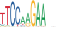 | 1.81e-14  |
| STAT factors (3)                                 | STAT2  | 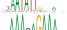 | 1.74e-67  | HOX (9)                                          | HOXA7   |  | 8.43e-14  |
| TBP-related factors (1)                          | TBP    |  | 3.22e-58  | Factors with multiple dispersed zinc fingers (1) | ZKSCAN5 |  | 4.83e-12  |
| CEBP-related (5)                                 | NFIL3  |  | 1.79e-46  | ARID-related (1)                                 | ARID5A  | 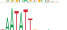 | 4.33e-10  |
| LIN54 (1)                                        | LIN54  |  | 2.37e-39  | POU domain factors (1)                           | POU3F1  |  | 4.61e-09  |
| Interferon-regulatory factors (1)                | IRF1   |  | 6.57e-38  | MEIS3 (1)                                        | MEIS3   |  | 1.22e-08  |
| NR (4)                                           | VDR    |  | 4.04e-35  | SOX-related factors (2)                          | SOX8    |  | 5.1e-08   |
| Tal-related (2)                                  | TCF21  |  | 2.1e-28   | Tal-related (1)                                  | TCF21   |  | 6.37e-08  |
| CSL-related factors (1)                          | RBPJL  |  | 1.65e-27  | TEF-1-related factors (1)                        | TEAD3   |  | 4.98e-06  |
| MEIS3 (1)                                        | MEIS3  | 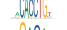 | 2.37e-20  |                                                  |         |                                                                                     |           |
| Factors with multiple dispersed zinc fingers (1) | ZFP335 |  | 9.48e-10  |                                                  |         |                                                                                     |           |

B

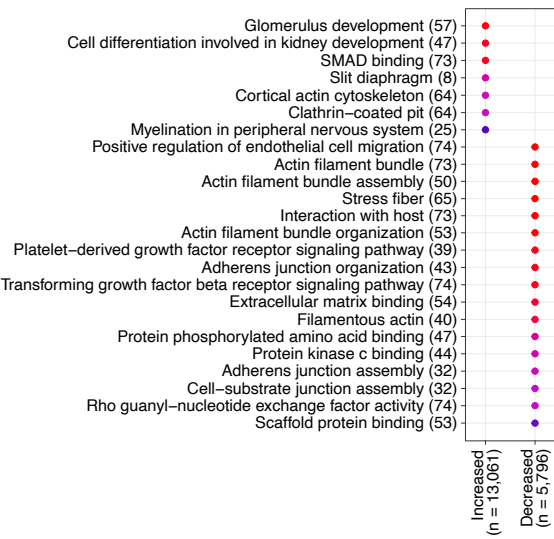

C

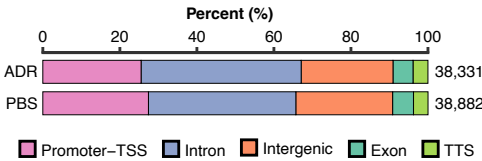

D

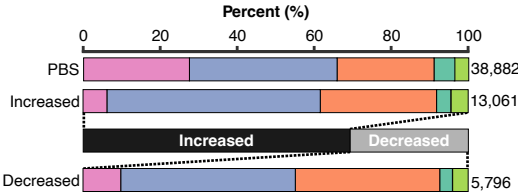

**Figure S10. Analysis of FOXC2 differential binding.** (A) Left: TF motifs enriched near sites where FOXC2 peak intensity significantly increased in ADR; Right: motifs enriched near sites where binding significantly decreased in ADR. (B) GO analysis based on peaks bound where FOXC2 binding increased (left column) or decreased (right column) in ADR. (C) Bar plot shows proportion of FOXC2 bound sites genome-wide by sequence type. (D) Genomic distribution stratified by increased and decreased FOXC2 binding in ADR (lower) compared to PBS (top).

Figure S11

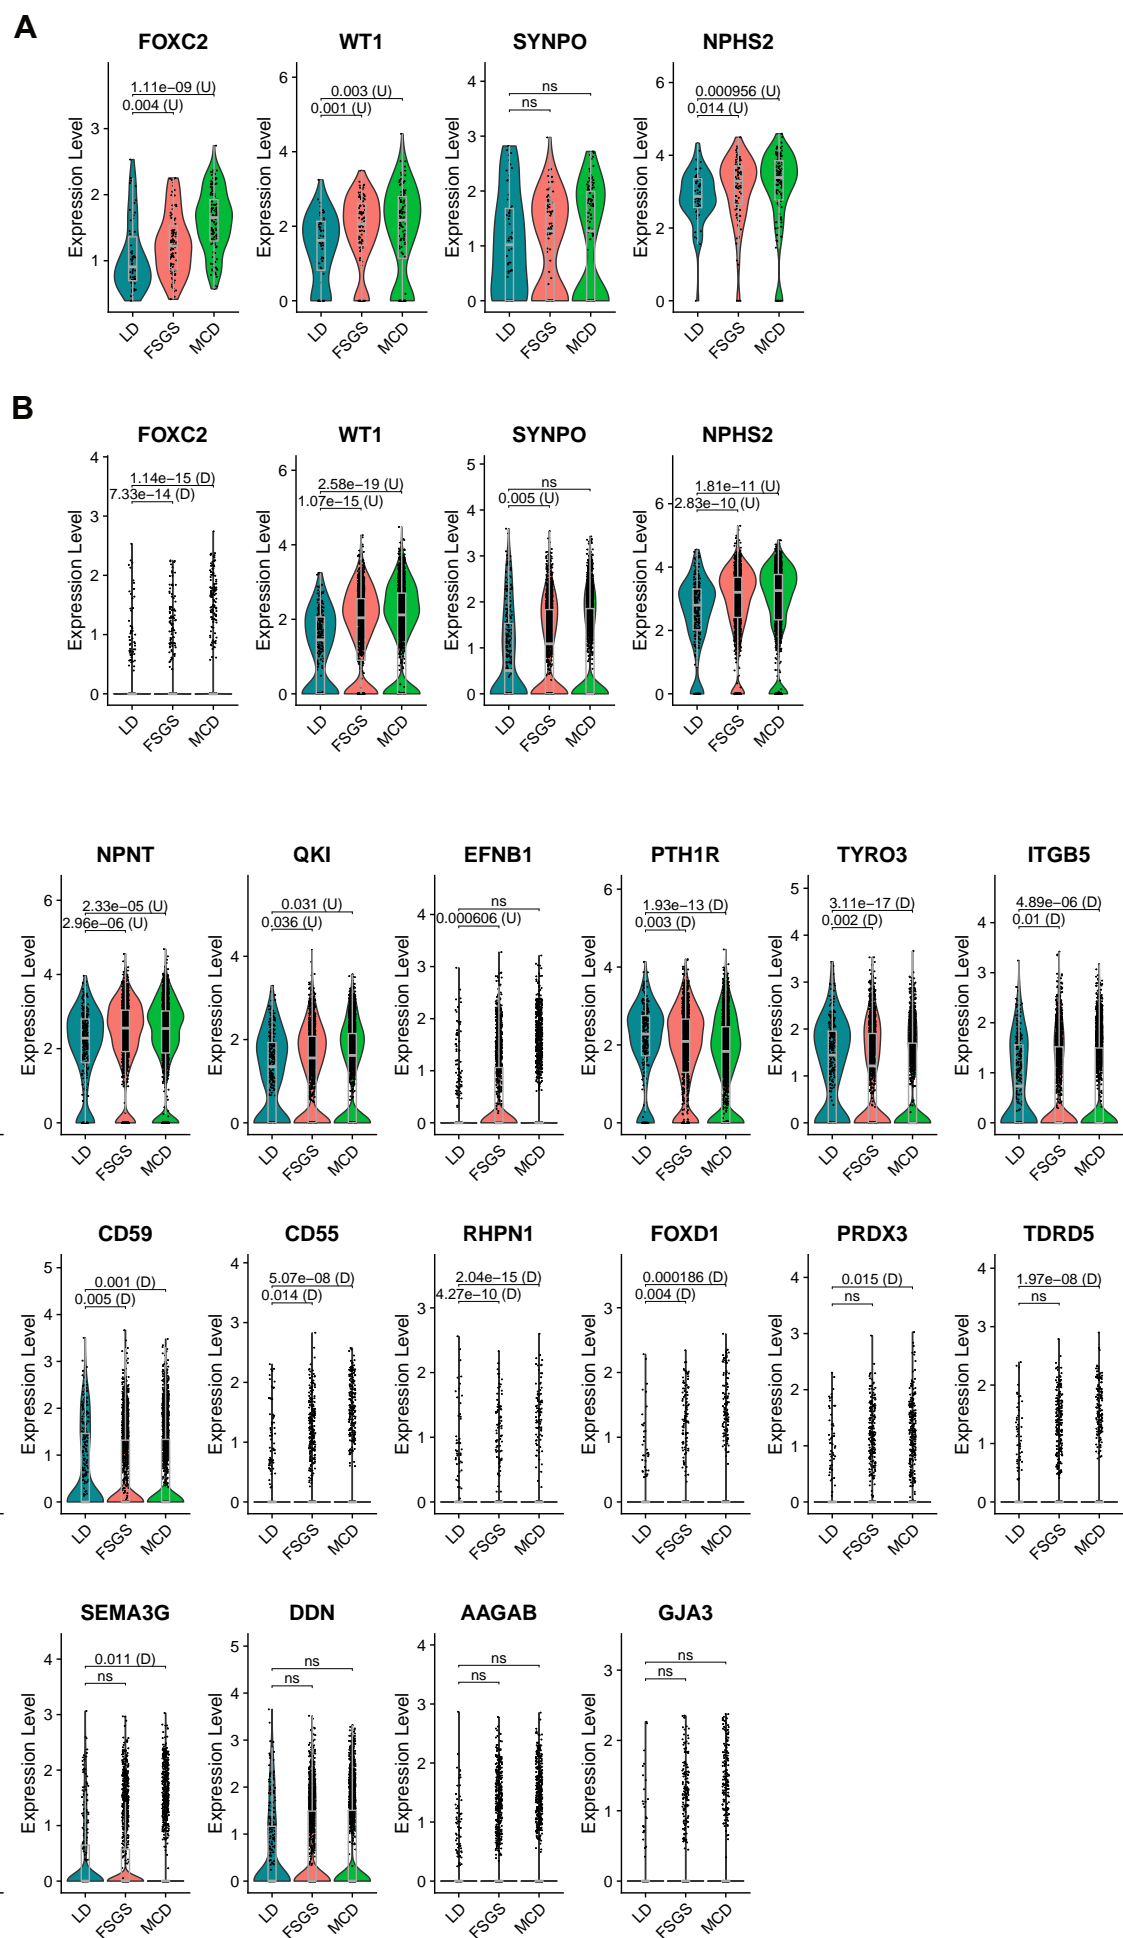

**Figure S11. Differential expression of FOXC2 and its target genes in human podocytes.** (A)

Violin plots show the expression of *FOXC2* and its known target genes (*WT1*, *SYNPO*, *NPHS2*) in the *FOXC2*-positive podocytes, stratified by the three different groups: Living Donor (LD), FSGS, and MCD. (B) Violin plots for the same genes across all podocytes, including *FOXC2*-negative cells. (C) Violin plots of 11 novel potential *FOXC2* target genes. Significance was determined using a two-sided Wilcoxon rank sum test. (U) denotes upregulation and (D) denotes downregulation relative to the LD reference. P values are in the Figure. Expression levels were calculated using the Seurat LogNormalize function with default parameters. Values represent log-normalized counts, defined as:  $\text{Ln}[(X/N * 10,000) + 1]$ , where X is the raw counts for a given gene, and N is the total library size (total counts) for that cell. 1 is a pseudocount added to facilitate log transformation of zero values.

# Supplementary material for: FOXC2 and WT1 regulate transcriptional reprogramming during the podocyte response to injury
**Source:** JCI Insight. 2026 Jun 8;11(11):e190175. doi: 10.1172/jci.insight.190175
**Supplement:** Unedited blot and gel images

The only gel is in Figure 2 and the entire gel is in the figure.

How the deposited data were processed for this re-analysis (not part of the article)

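FOXC2 ChIP-seq was measured in FACS-sorted podocytes of mice with the mTmG reporter given PBS or ADR at 18 mg/kg on days 0 and 7 and collected on day 9, with 3 samples per condition. The authors trimmed the reads, aligned them to GRCm38, called narrow peaks with the nf-core/chipseq pipeline and pooled the samples of each condition. The deposited files are 2 pooled peak lists with 10 columns. Besides positions, each peak has the authors' score, a whole number, their fold enrichment over the local control (a ratio), and the −log10 of the caller's p and q at the summit. The p, the score and the columns of names and strands were not used. The peak names carry the label of a single sample although the files are pooled. The folds equal the FOXC2 values in the part of Supplemental Data File 2 that was available, at all 181 PBS and 212 ADR intervals with a peak, within 0.1%. The read depth is not in the files. The peak ends on every chromosome lie within GRCm38. Genes and transcripts came from GENCODE M21, with 21911 protein-coding genes on the reference chromosomes, and sequence from the GRCm38 reference.

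The analysis used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. Peaks of the lists were merged when they shared at least 1 bp, and a peak was called shared when any peak of the other list overlapped it. The overlap by chance came from 100 placements of the ADR peaks on their own chromosomes. A peak was counted for a gene when any part of it lay within 10 kb of the start of the gene record. The fold of a gene is the mean log2 fold of its peaks, with 0 for a gene without peaks. Each summit was assigned to a promoter (1 kb upstream to 100 bp downstream of a TSS), a transcription end (100 bp upstream to 1 kb downstream), an exon, an intron or an intergenic region, in this order. Motifs were exact matches on either strand within 100 bp of the summit: forkhead RYAAAYA, LMX1B TTAATTA or TAATTAA, TEAD RCATTCCW, AP-1 TGASTCA, WT1 GNGKGGGMG, KLF GGGYGKGG and CTCF CCASYAGRKGGC. Flanking windows of the same length lay 1 kb to each side. Intervals are 95% Wilson intervals for shares and normal intervals for differences of shares, and cover counting error only.

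No test between the conditions was possible, because each condition has 1 pooled list. Gene lists were set beside 10000 random lists, each as long as the number of members with at least 1 peak in either list. Random genes were drawn from genes with such a peak. They were matched on the number of peaks in both lists together, in bins of at least 100 genes. The percentile is that of the mean difference over the members with a peak. In simulated lists of 40 genes among 500 with no difference, 6% fell outside the central 95%. With 1 peak added per gene, 89% lay above percentile 97.5. Many lists used here had fewer members with a peak, such as 8 proximal tubule and 8 endothelial markers. The 89% does not describe such lists. The lists were the 48 podocyte genes of the study, glomerular disease and slit diaphragm genes, podocyte TFs, basement membrane and matrix, actin cytoskeleton and focal adhesion, AP-1 genes, YAP and TEAD targets, p53 and DNA damage response, cell death, markers of endothelial, mesangial, proximal tubule, distal tubule and collecting duct, parietal epithelial and immune cells, skeletal muscle and neuron genes, olfactory receptors, ribosomal proteins and the genes of Supplemental Data File 3. The last was picked by the study from these samples. Older symbols in these lists were read as *Ccn2*, *Ccn1* and *Gucy1a1*.

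Genes to be named were set by rule: genes the study names beside FOXC2 binding and those of Supplemental Data File 3, the 5 largest and 5 smallest differences in number of peaks among the 48 genes and among all coding genes, and the genes nearest to the 10 strongest ADR-only and PBS-only peaks within 10 kb of a coding TSS. The peak numbers of the 48 genes in Supplemental Data File 1 had been seen before. Other members of the lists are named as examples chosen after their values were seen. The study's primers were placed on the genome by exact match of both ends, which located 2 of the amplicons of *Synpo*. Results at some named genes are not reported here.

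The alternatives were windows of 5 and 50 kb, any annotated transcript start, merged intervals in place of single peaks, peaks with a −log10 q of at least 5, peaks with a fold of at least 5, the 20000 peaks with the smallest q in each list, overlap of at least 50% of both peaks, summits within 200 bp, promoters of 1 kb on each side, the peak midpoint, motifs within 50 bp, motif comparisons at equal fold, outside promoters or by summit distance, folds centered on the peaks called in both lists, and random lists matched on PBS peaks. Motif comparisons at equal GC content were added after seeing the data. All random draws used seed 1. The study's differential binding on reads, its WT1 ChIP-seq and its RNA-seq are not analysed here.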

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

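The test of weak calls was chosen, and the reading of the HNF4 test was changed, only after the result was seen. The choices of gene lists, windows and alternatives were made before the data were examined, except where stated.

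A strong peak near a gene that the paper does not discuss was found upstream of *Ren1*, the renin gene of juxtaglomerular cells, in the ADR list only. Its fold was 42.1, and no PBS peak overlapped it. It holds a forkhead match, TGTTTGT. Another ADR-only peak lay nearby, from 133342483 to 133342834 on chromosome 1, with a fold of 13.1. A weaker PBS-only peak, from 133347665 to 133348066, had a fold of 4.36. *Kiss1*, a neighbor of *Ren1*, had an ADR-only promoter peak with a fold of 31.6.

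Markers of proximal tubule cells, which the paper does not examine, had 5 FOXC2 peaks in the PBS list and 13 in the ADR list, at percentile 99.99 among random lists. *Slc34a1*, the phosphate transporter gene, had 0 and 3, *Lrp2* (megalin) had 1 and 2, and *Slc27a2*, *Gatm*, *Miox* and *Slc5a12* each had 0 and 1. Among lists matched on PBS peaks alone the percentile was 92.0, inside the central 95%. That comparison cannot decide, since only 3 of the 8 members with a peak had a PBS peak. For the others, matched random genes must have an ADR peak to be drawn. A single locus was argued against, since the list lay at percentile 99.37 without *Slc34a1*. Weak calls may account for the pattern: with peaks of a −log10 q of at least 5, the list had 4 peaks in each condition and lay at percentile 63.4. Tubule cells among the sorted cells, which FACS on the podocyte label is meant to remove, stay open. The HNF4 consensus CAAAGTCCA was found in 0.363% of ADR-only and 0.338% of PBS-only peaks, a difference of 0.0245 points (−0.118 to 0.167). The outcome set in advance counted any interval that includes 0 as evidence against. That outcome was judged too loose once seen, since 8 added peaks cannot move a share over 12955 peaks, so the test is read as undecided. A change in FOXC2 binding at these genes in injured podocytes was not tested.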

How the results depend on the processing

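Comparisons at equal GC content were chosen only after the result was seen, and all other alternatives before. No paired analysis was possible because each condition has 1 pooled list, and for the same reason no replicate could be left out. Of 98 alternative values of the main results, 60 stayed within their counting error or within 1.5 times the main count, 37 moved and 1, the KLF motif at equal GC content, changed sign from a main value whose interval excluded 0. Counting error on small numbers of peaks is wide, so single gene lists and named genes can lose a difference within it. The cause was not tested for any of the changes given here.

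The share of sites called in both lists, 50.1% over merged intervals, was 49.4% with the stricter q, 47.7% with the stricter fold and 47.0% with equal lists. Over single peaks it was 57.9% with an overlap of 50% of both peaks and 63.4% by summit distance. These values are not comparable with 50.1%, because the unit changed too. Over single peaks that shared at least 1 bp, the shares were higher, 66.9% of PBS peaks and 67.7% of ADR peaks. The number of genes with peaks in both lists, 11641, was 7128 with equal lists, which hold fewer peaks. The mean difference at the 48 podocyte genes was 0.729 peaks per gene, with a counting interval of 0.00445 to 1.45. It was 1.52 within 50 kb and 0.396 within 5 kb, where its counting interval, −0.222 to 1.01, includes 0. It was above 0 under every alternative run. Apart from the 48 genes themselves, lists outside the central 95% of random lists numbered 4 within 10 kb and 8 within 50 kb.

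With promoters of 1 kb on each side, promoters held 39.0% of PBS and 35.8% of ADR summits and introns 34.2% and 37.99%. With the stricter q, promoters held 33.9% and 30.03%, and in the PBS list introns 37.5% and intergenic regions 20.1%.

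Motif differences between ADR-only and PBS-only peaks kept their sign in all alternatives for forkhead, LMX1B, TEAD, AP-1 and CTCF. Within 50 bp they were 10.7 points for forkhead, 3.19 for LMX1B, −8.59 for AP-1, 1.42 for WT1, −1.27 for KLF and −1.27 for CTCF. At equal fold they were 14.9 for forkhead, 4.72 for LMX1B, −16.1 for AP-1 and −1.54 for WT1. By summit distance they were 15.1 for forkhead and −13.7 for AP-1. Outside promoters they were −17.3 for AP-1 and −1.82 for KLF. With the stricter q they were −1.71 for WT1 and −4.12 for KLF. At equal GC content they were 9.81 for forkhead, 4.10 for LMX1B, 3.06 for TEAD, −15.7 for AP-1 and 1.70 for WT1, and the KLF difference reversed from −2.83 to 0.0745, with an interval that includes 0. The WT1 difference, 0.0952 with an interval that includes 0, thus had no stable sign. The unknown read depth limits what the absence of a peak in 1 list shows.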

Differences from the paper's values

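The alternatives named here were set before the data were examined, and no test was chosen after the result was seen. The paper's count of the 48 podocyte genes with more FOXC2 peaks after ADR is 35, against 21 within 10 kb of the TSS, the distance in its methods. Within 50 kb the count was 30 and with any annotated transcript start 28, both within 1.5 times the paper's value. It was 18 within 5 kb, 23 with merged intervals, 21 with the stricter q, 22 with the stricter fold and 21 with equal lists, none of which is within 1.5 times the paper's value.

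The paper's Supplemental Data File 1, tallied gene by gene, gives 33 genes with more ADR peaks, against the same 21. Windows of 50 kb (30), any transcript start (28), merged intervals (23) and the stricter fold (22) are within 1.5 times this value, and 5 kb (18), the stricter q (21) and equal lists (21) are not. In that table the 48 genes have 398 PBS peaks, the paper's value, against 140 here, and 497 ADR peaks, the paper's value, against 175 here. Within 50 kb they had 389 PBS and 462 ADR peaks, which lie within 1.5 times the paper's values. Within 5 kb (105 and 124), with any transcript start (198 and 253), merged intervals (131 and 174), the stricter q (111 and 150), the stricter fold (104 and 142) and equal lists (70 and 97) they do not. The peak number of a gene equals the table's for 3 PBS and 2 ADR values of 48 within 10 kb, and for 18 and 22 within 50 kb. The paper counts 45 of the 48 genes with increased FOXC2 peak intensity. A higher mean log2 fold was found at 35 within 10 kb and at 40 within 50 kb, both within 1.5 times that count.

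The paper lists the FOX family among the motifs enriched at sites bound in ADR and not among those at sites bound in PBS, with unbound sites as its control. Beside flanking windows, a different control, the forkhead consensus was found less often at the summits of the whole ADR list (25.1% against 28.5%) and more often among ADR-only peaks (36.7% against 30.5%).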

Other observations

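The tests of other differences between the libraries and of the share of podocytes were chosen only after the result was seen, as was the comparison at equal GC content.

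Genes of the glomerular basement membrane and matrix had 57 PBS and 40 ADR peaks over 22 genes, at percentile 0.86 among random lists. Of these genes 11 had fewer ADR peaks and 3 had more, while the mean log2 fold was higher in the ADR list at 15 and lower at 6. *Agrn*, which encodes the heparan sulfate proteoglycan agrin, had 6 PBS peaks and 3 ADR peaks, and *Spp1* (osteopontin) had 2 and 0. *Col4a1* and *Col4a2*, collagen IV genes that share a promoter, had the same 3 and 1. *Col4a5* and *Col4a6*, which also share one, had 2 and 3. With the stricter q the list lay at percentile 29.5 and with equal lists at 39.7, inside the central 95%, and outside it at 0.025 within 50 kb and at 2.35 among lists matched on PBS peaks. Endothelial markers had 18 PBS and 10 ADR peaks over 15 genes, at percentile 1.65, at 11.6 with the stricter q, at 28.1 with equal lists, at 1.27 within 50 kb and at 2.24 among lists matched on PBS peaks. *Esam*, an endothelial adhesion gene, had 5 and 0 and *Kdr*, the VEGF receptor gene, 3 and 1, while the claudin gene *Cldn5* had 2 and 5. Members named here were chosen after their values were seen.

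Targets of YAP and TEAD had 53 PBS and 42 ADR peaks over 15 genes, at percentile 9.40, with 4 and 5 at *Ccn2*, 2 and 3 at *Ccn1* and 3 and 0 at the kinase gene *Lats2*. The remaining lists lay inside the central 95% of random lists within 10 kb with all peaks. Some lay outside it under alternatives: YAP and TEAD targets at 1.46 with the stricter q, parietal epithelial markers at 2.31 and olfactory receptor genes at 0 among lists matched on PBS peaks, and olfactory receptor genes at 98.5 with equal lists. A PBS peak was found at 6 of 8 parietal and 15 of 22 olfactory members with a peak. For the others, random genes matched on PBS peaks must have an ADR peak, so these matched percentiles cannot decide. Mesangial markers had 28 PBS and 26 ADR peaks (percentile 54.8), distal tubule and collecting duct markers 2 and 1 (34.5), parietal epithelial markers 15 and 10 (19.1), immune cell markers 16 and 13 (31.5), skeletal muscle and neuron genes 12 and 14 (91.6), olfactory receptor genes 17 and 15 (79.5) and ribosomal protein genes 175 and 160 (47.6). Around *Trpm8*, 30 PBS peaks and 4 ADR peaks were called within 50 kb.

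The AP-1 consensus was found more often at PBS-only peaks and the forkhead and LMX1B consensus more often at ADR-only peaks. PBS-only peaks were weaker, but at equal fold the differences were −16.1 points for AP-1 (−16.9 to −15.3) and 14.9 for forkhead (13.6 to 16.1), which argues against strength as the cause. At equal GC content, −15.7 points remained for AP-1, 9.81 for forkhead (8.62 to 11.0, from 16.3) and 4.10 for LMX1B (3.61 to 4.59, from 5.63). Base composition thus may account for part of the forkhead and LMX1B differences and not for more than 50% of either. Other differences between the libraries cannot be told apart from the treatment with 1 peak list per condition, and an exchange of partner factors at FOXC2 sites after injury stays open and untested.

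For the ADR peaks at the 48 podocyte genes, a gain of calls at genes with strong PBS peaks is argued against. The list stayed at percentile 100.0 among lists matched on the strongest PBS fold and the number of PBS peaks. Splitting of sites into several ADR calls could not be decided. The list lay at percentile 100.0 with merged intervals, but peaks were merged only where they shared at least 1 bp. The count went from 175 ADR peaks to 174, so neighboring ADR calls were hardly joined. A higher share of podocytes among the sorted cells after ADR cannot be told apart. The rule first written would have argued against it through the proximal tubule markers, at percentile 99.99. It was tightened to the stricter q after that result was seen, where the highest percentile of another cell type's markers was 79.2. Endothelial markers had fewer ADR peaks, at percentile 1.65 with all peaks and 11.6 with the stricter q. Increased FOXC2 binding after injury also stays open and was not tested.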
